# Development of in vitro enteroids derived from bovine small intestinal crypts

**DOI:** 10.1186/s13567-018-0547-5

**Published:** 2018-07-03

**Authors:** Carly A. Hamilton, Rachel Young, Siddharth Jayaraman, Anuj Sehgal, Edith Paxton, Sarah Thomson, Frank Katzer, Jayne Hope, Elisabeth Innes, Liam J. Morrison, Neil A. Mabbott

## Abstract

Cattle are an economically important domestic animal species. In vitro 2D cultures of intestinal epithelial cells or epithelial cell lines have been widely used to study cell function and host–pathogen interactions in the bovine intestine. However, these cultures lack the cellular diversity encountered in the intestinal epithelium, and the physiological relevance of monocultures of transformed cell lines is uncertain. Little is also known of the factors that influence cell differentiation and homeostasis in the bovine intestinal epithelium, and few cell-specific markers that can distinguish the different intestinal epithelial cell lineages have been reported. Here we describe a simple and reliable procedure to establish in vitro 3D enteroid, or “mini gut”, cultures from bovine small intestinal (ileal) crypts. These enteroids contained a continuous central lumen lined with a single layer of polarized enterocytes, bound by tight junctions with abundant microvilli on their apical surfaces. Histological and transcriptional analyses suggested that the enteroids comprised a mixed population of intestinal epithelial cell lineages including intestinal stem cells, enterocytes, Paneth cells, goblet cells and enteroendocrine cells. We show that bovine enteroids can be successfully maintained long-term through multiple serial passages without observable changes to their growth characteristics, morphology or transcriptome. Furthermore, the bovine enteroids can be cryopreserved and viable cultures recovered from frozen stocks. Our data suggest that these 3D bovine enteroid cultures represent a novel, physiologically-relevant and tractable in vitro system in which epithelial cell differentiation and function, and host–pathogen interactions in the bovine small intestine can be studied.

**Electronic supplementary material:**

The online version of this article (10.1186/s13567-018-0547-5) contains supplementary material, which is available to authorized users.

## Introduction

The mucosal surface that lines the mammalian gastrointestinal tract is continuously exposed to commensal and pathogenic microorganisms. Throughout the intestine a single layer of epithelial cells sealed by tight-junctions acts to restrict access of these microorganisms, food macromolecules and solutes to the underlying tissues. The intestinal epithelium is self-renewing and replaced approximately every 5–7 days. The crypts of Lieberkühn in the small and large intestines contain leucine-rich repeat-containing G protein-coupled receptor 5 (LGR5)-expressing intestinal stem cells [1]. These actively dividing LGR5^+^ intestinal stem cells produce highly proliferative transit-amplifying daughter cells that can differentiate into all of the distinct epithelial cell lineages that are present within the lining of the small intestine, including: enterocytes, goblet cells, enteroendocrine cells, tuft cells, and Paneth cells [1]. The differentiated cells then migrate along the villus epithelium where they perform their physiological roles before being shed into the lumen via apoptosis as they reach the villus tip. In Peyer’s patches subsequent stimulation via the cytokine receptor activator of NF-κB ligand (RANKL) mediates the differentiation of RANK-expressing enterocytes into antigen-sampling M cells [2, 3]. The Paneth cells, in contrast, are long-lived and reside within the crypt base nestled amongst the LGR5^+^ intestinal stem cells. Paneth cells release antimicrobial products which protect the crypt from bacterial infection [4, 5], as well as providing important homeostatic factors including epidermal growth factor (EGF), Notch ligand Dll4, transforming growth factor—(TGF-)α and Wnt-signalling molecules which help maintain the LGR5^+^ intestinal stem cells [6]. Paneth cells are absent in the large intestine, where regenerating islet-derived family member 4 (REG4)-expressing deep secretory cells play a similar role in the maintenance of LGR5+ intestinal stem cells in colonic crypts [7].

In vitro cultures of 2D monolayers of intestinal epithelial cells or epithelial cell lines have been widely used to study cell function and host–pathogen interactions in the mammalian intestine. For example, immortalized [8, 9] or cloned [10] intestinal epithelial cell lines have been developed from the bovine intestine.

However, these cultures lack the cellular diversity encountered in the intestinal epithelium and the physiological relevance of monocultures of transformed cell lines is uncertain. Monolayers of the Caco-2 human enterocyte cell line co-cultivated with B cells have also been used as an in vitro system to study M cells, and appear to reproduce their antigen-sampling properties [11]. Whether differentiated Caco-2 cells accurately reflect the in vivo characteristics of M cells is unclear, as transcriptional analysis shows they lack expression of many important M-cell marker genes [12].

The ability of LGR5^+^ stem cells to generate all the epithelial cell lineages within the intestine [1] has been exploited through the development of exciting and physiologically-relevant, in vitro models of the intestinal epithelium [13]. Intestinal crypts or individual LGR5^+^ intestinal stem cells are cultivated in a laminin-rich Matrigel matrix in the presence of the essential homeostatic support factors EGF, Noggin and R-spondin 1 [13]. The crypts in these cultures initially seal over to form enterospheres which then undergo multiple crypt budding events similar to crypt fission in vivo [13, 14]. As further expansion occurs, 3D enteroids or “mini guts” are formed, comprising a single layer of intestinal epithelial cells surrounding a central closed lumen with many crypt bud domains [13]. Importantly, these enteroid cultures maintain much of the cellular diversity present within the intestinal epithelium in vivo [6, 13, 15–18]. Enteroid cultures have been used in many laboratories to study cell differentiation and function in the intestinal epithelium [3, 6, 13, 15–23]. The central closed lumen of enteroids also enables the uptake of particulate antigens [19] and host–pathogen interactions at the mucosal surface [24–26] to be studied.

Cattle are an economically important domestic animal species in many countries worldwide. Little is known of the factors which influence cell differentiation and maintenance in the bovine intestinal epithelium. Furthermore, few cell-specific markers which reliably distinguish individual bovine intestinal epithelial cell populations have been described. Cattle are also natural reservoirs for a range of important enteric pathogens, including *Salmonella*, *Escherichia coli* O157:H7, *Mycobacterium avium* subspecies *paratuberculosis* and *Cryptosporidium parvum*. The effective control of these and other pathogens in cattle has significant economic implications, and is important for food security as many also have zoonotic potential. Few physiologically-relevant in vitro systems are available to accurately study the interactions between enteric pathogens and the bovine intestinal epithelium, and most data have been derived from the analysis of 2D monolayers of epithelial cell lines or primary epithelial cells [27, 28]. In the current study we describe the development of a 3D in vitro culture system that is more representative of the cellular diversity within the bovine intestinal epithelium. Enteroid cultures were prepared from bovine small intestinal (ileal) crypts, and histological and transcriptional analyses suggested that they comprised a mixed population of intestinal epithelial cell lineages. These bovine enteroids could be maintained for long periods in culture through multiple serial passages, and be cryopreserved for later use. Our data suggest that these bovine small intestinal crypt-derived enteroid cultures represent a useful physiologically-relevant in vitro system to study epithelial cell differentiation and function, and host–pathogen interactions in the bovine small intestine.

## Materials and methods

### Animals

All tissues used in this study were obtained from healthy male British Holstein–Friesian (*Bos taurus*) calves (< 1 month old).

### Ethics statement

All studies and regulatory licences were approved by both The Roslin Institute’s and University of Edinburgh’s ethics committees.

### Isolation of intestinal crypts

The ileum was removed from calves at post-mortem and approximately 10 cm portions collected into sterile ice-cold phosphate-buffered saline (PBS) containing 25 μg/mL gentamicin and 100 U/mL penicillin/streptomycin (Sigma-Aldrich, Poole, UK). The ileum was opened longitudinally and the mucus layer gently scraped off using a glass slide and discarded. The remaining sub-mucosal layer was removed by scraping, collected into a 50 mL falcon tube and suspended in Hank’s Balanced Salt Solution (HBSS; Gibco, ThermoFisher Scientific, UK) containing 25 µg/mL gentamicin and 100 U/mL penicillin/streptomycin. The sealed tube was then shaken vigorously and washed at 400 × *g* for 2 min until the supernatant was clear. The supernatant was then removed and the pellet re-suspended in 25 mL of Dulbecco’s Modified Eagle’s Medium (DMEM; Gibco) containing 1.0% foetal calf serum (TCS Biosciences, UK), 25 μg/mL gentamicin, 100 U/mL penicillin/streptomycin, 75 U/mL collagenase type1-A (C2674; Sigma-Aldrich) and 20 µg/mL dispase I (Roche, Germany). Crypts were then liberated from the tissues by incubation at 37 °C with constant shaking at 200 rpm for 40 min. Following digestion, the integrity of bovine intestinal crypts was visually assessed using a Zeiss Axiovert-25 microscope. The supernatant containing the intestinal crypts was then washed by centrifugation at 400 × *g* for 2 min. The crypts were then finally re-suspended in advanced DMEM/F12 medium (Gibco) containing 1X B27 supplement minus vitamin A (ThermoFisher Scientific), 25 μg/mL gentamicin and 100 U/mL penicillin/streptomycin.

### Enteroid cultivation

To prepare the enteroids 200 bovine intestinal crypts in 100 µL advanced DMEM/F12 medium were added to 150 μL of BD Growth Factor Reduced Matrigel Matrix (BD Biosciences, UK) and 50 μL droplets added to wells of a pre-warmed 24-well plate (Nunc, ThermoFisher Scientific). The Matrigel was then allowed to polymerise by incubation for 10 min at 37 °C in a 5% CO_2_/air atmosphere for 10 min. The crypts/enteroids were then maintained in 700 μL of IntestiCult Organoid Growth Medium (Mouse) (STEMCELL Technologies, UK) containing 50 μg/mL gentamicin at 37 °C in a 5% CO_2_/air atmosphere, and the fresh medium replaced every 2–3 days. Where indicated, the enteroid cultures were supplemented with 100 mM Y-27632 (Cambridge Bioscience, UK), 5 mM LY2157299 (Cambridge Bioscience) and 100 mM SB202190 (Enzo Life Sciences, UK).

### Enteroid passage

To passage the enteroids the growth medium was removed and 1 mL ice-cold advanced DMEM/F12 medium containing 1X B27 supplement minus vitamin A, 25 μg/mL gentamicin and 100 U/mL penicillin/streptomycin was added directly to the Matrigel plug. The resulting suspension containing the enteroids was then collected into a Pyrex FACS tube (Corning, Wycombe, UK) and allowed to settle. The supernatant was discarded and the enteroids re-suspended in approximately 500 μL of medium and transferred to a 1.5 mL Eppendorf tube. The enteroids were then mechanically disrupted by vigorous pipetting using a 200 µL pipette tip bent at a 90° angle. The dissociated crypts were allowed to settle by gravity, the supernatant was removed and the crypts re-suspended in fresh DMEM/F12 medium containing 1X B27 supplement minus vitamin A, 25 μg/mL gentamicin and 100 U/mL penicillin/streptomycin. The number of crypts was counted and enteroid cultures established as described above.

### Enteroid cryopreservation

To cryopreserve the enteroids the growth medium was removed and 1 mL ice-cold advanced DMEM/F12 medium containing 1X B27 supplement minus vitamin A, 25 μg/mL gentamicin and 100 U/mL penicillin/streptomycin was added directly to the Matrigel plug. The resulting enteroid suspension was then pelleted by centrifugation at 290 × *g* for 5 min at 4 °C. The enteroids were then resuspended in Cryostor CS10 cryopreservation medium (STEMCELL Technologies) at 1000 enteroids/mL. Cryovials were stored overnight in a Mr Frosty freezing container (ThermoFisher Scientific) at −80 °C, and then transferred to −155 °C for long-term storage.

To resuscitate the enteroids, the cryovials were thawed in a water bath at 37 °C. The enteroid suspension was then transferred to a 15 mL falcon tube containing 2 mL advanced DMEM/F12 medium containing 1X B27 supplement minus vitamin A, 25 μg/mL gentamicin and 100 U/mL penicillin/streptomycin and 1% BSA. The cryovial and lid were also washed twice with 1 mL of the above medium, and added to the enteroid suspension. The enteroids were then pelleted by centrifugation at 290 × *g* for 5 min at 4 °C, and cultivated as above.

### mRNA extraction

To extract mRNA from the enteroid cultures the growth medium was first removed and 1.0 mL ice-cold advanced DMEM/F12 medium containing 1X B27 supplement minus vitamin A, 25 μg/mL gentamicin and 100 U/mL penicillin/streptomycin was added directly to the Matrigel plug. The resulting suspension containing the enteroids was then collected into a Pyrex FACS tube, allowed to settle by gravity and washed twice with 1.0 mL ice-cold PBS. The supernatant was discarded and the enteroids re-suspended in 1.0 mL Corning Cell Recovery Solution (Corning) and incubated for 1 h at 4 °C with constant shaking at 120 rpm. The suspension was then centrifuged at 1200 × *g* for 5 min, and the pellet washed twice in 1.0 mL ice-cold PBS. The pellet was then lysed in 600 µL of the RLT buffer (Qiagen, Germany) containing 10 µg/mL 2-mercaptoethanol (Sigma-Aldrich, UK), and homogenized using a Qiashredder homogenizer (Qiagen). Total RNA was then extracted using a RNeasy mini kit (Qiagen) according to the manufacturer’s instructions which included a DNase digestion step to remove genomic DNA. The RNA was eluted into RNase-free water and the quality and concentration assessed using a TapeStation instrument (Agilent, Stockport, UK). RNA was stored at −80 °C before subsequent use.

### mRNA-seq analysis

From each sample 3 µg of total RNA was used. Seven RNA-seq libraries were prepared by Edinburgh Genomics (Edinburgh Genomics, Edinburgh, UK) using the TruSeq stranded mRNA-seq library preparation kit (Illumina, San Diego, USA) with one round of RiboZero Gold treatment. The individual libraries were then pooled, and the pool sequenced on three lanes of an Illumina HiSeq 4000 sequencing platform (Illumina). The libraries were sequenced with 150 base paired end reads at a depth of 147–191 M paired end reads/sample. Sequenced reads were checked for read quality using FastQC [29]. Pseudoaligner Kallisto (v 0.43.1; [30]) was used to measure transcript abundance level by aligning the reads against transcripts from the *Bos taurus* UMD3.1.1 assembly [31]. The transcript abundance value in transcripts per million (TPM) was aggregated for each sample and log_2_ transformed for downstream analysis.

### Data availability

The mRNA-seq analysis data sets are available via the following accession code in the Gene Expression Omnibus data base (GEO): GSE112674.

### Network analysis

The individual, annotated, crypts and enteroids mRNA-seq TPM data sets were combined, saved as an “.expression” file and imported into the tool Miru (Kajeka, Edinburgh, UK) [32–34]. This file format contains a unique identifier for each probe set on the array (gene symbol: target ID), followed by columns of gene annotation information and finally the non-log transformed data values (TPM) for each sample (each column of data being derived from a different sample). A sample-to-sample correlation matrix was first calculated from these non-log transformed gene expression data. A pairwise Pearson correlation matrix was calculated which comprised an all vs. all comparison of the expression profile of each probe set on the array. A graph was then plotted using all sample-to-sample relationships ≥ 0.96. In this graph all the nodes represent individual data sets (cells) and the edges that link these data sets represent Pearson correlation coefficients of *r* ≥ 0.96.

A pairwise transcript (gene)-to-transcript Pearson correlation matrix was then calculated based on each probe set’s profile across each of the samples. A Pearson correlation coefficient cut-off threshold of *r* ≥ 0.99 was selected and an undirected network graph of these data was generated. In this graph the nodes represent individual probe sets (genes/transcripts) and the edges between them Pearson correlation coefficients ≥ 0.99. The network was then clustered into groups of probe sets (genes) sharing similar profiles using the built-in Markov clustering algorithm using an inflation value (which controls the granularity of clustering) set to 2.2.

Genes in clusters of interest were then assessed for cellular functions and activities using a combination of literature review and bioinformatics. Significantly over-represented gene ontologies (GO) within clusters of interest were identified using the Molecular Signatures Database [35, 36] and GOstat [37]. For each GO term, the probability was calculated that the observed counts occurred by the random distribution of this GO term between the cluster of interest and the reference group (all genes). The Benjamini and Hochberg correction was used to control the false discovery rate of errors expected from multiple testing. Over-represented GO terms with *P* values < 0.05 calculated using the hypergeometric test, and false discovery rate < 0.05, were accepted as significant. Groups of genes often shared several GO terms that were indicative of the same biological process, molecular function or cellular compartment. In these instances the most informative GO terms within the top 20 identified are presented.

### Histology and immunohistochemistry (IHC)

To harvest the enteroids the growth medium was first removed and 1.0 mL ice-cold advanced DMEM/F12 medium containing 1x B27 supplement minus vitamin A, 25 μg/mL gentamicin and 100 U/mL penicillin/streptomycin was added directly to the Matrigel plug. The enteroids were then carefully collected into a Pyrex FACS tube using a glass pipette bent at a 90° angle. For whole mount staining, enteroids were fixed in 4% paraformaldehyde (PFA) for 45 min at 4 °C, permeabilised for 20 min in PBS containing 0.5% BSA/0.1% saponin, and then immunostained overnight at 4 °C with rabbit polyclonal anti-Ki67 (Abcam, Cambridge, UK). The enteroids were subsequently immunostained with Alexa Fluor 488-conjugated goat anti-rabbit IgG Ab (Invitrogen). To prepare cryosections, the enteroids were washed three times in ice-cold PBS, fixed in 4% PFA for 45 min at 4 °C, washed three more times in ice-cold PBS and suspended in 30% sucrose for 2 h. The enteroids were then embedded in optimal cutting temperature medium (VWR, Leighton Buzzard, UK) and stored at −80 °C until use. Frozen Sects. (8 µm in thickness) were cut using a cryostat and fixed in ice-cold methanol for 10 min, permeabilised with PBS/0.3% Triton X for 30 min and washed twice with PBS. To detect villin the sections were then immunostained with mouse anti-villin monoclonal antibody (clone 1D2C3, Santa Cruz Biotechnology Inc., Heidelberg, Germany). Where indicated the enteroids were also stained with Texas Red-conjugated phalloidin (ThermoFisher Scientific) to detect F-actin, or DAPI or Hoescht 33342 (ThermoFisher Scientific) to detect cell nuclei. Enteroids were then mounted with fluorescent mounting medium (Thermo Fisher Scientific) and examined using a Zeiss LSM710 confocal microscope (Zeiss, Welwyn Garden City, UK).

### Transmission electron microscopy (TEM)

Enteroids were fixed in 3.0% glutaraldehyde in 0.1 M sodium cacodylate buffer, pH 7.3, for 2 h then washed in three 10 min changes of 0.1 M sodium cacodylate buffer. The enteroids were then post-fixed in 1% osmium tetroxide in 0.1 M sodium cacodylate buffer for 45 min, and then washed in three 10 min changes of 0.1 M sodium cacodylate buffer. The enteroids were then dehydrated in 50, 70, 90 and 100% ethanol (×3) for 15 min each, then in two 10-min changes of propylene oxide and embedded in 812 resin. Sections 1 µm in thickness were then cut on an ultramicrotome, stained with toluidine blue, and viewed under a light microscope to select suitable areas for investigation. Ultrathin sections, 60 nm in thickness were then cut from the selected areas, stained in uranyl acetate and lead citrate and viewed using a JEOL JEM-1400 Plus TEM.

## Results

### In vitro cultivation and passage of bovine enteroids

Small intestinal crypts were isolated from the ileums of healthy < 1 month old calves (Figure 1A), embedded in Matrigel and cultivated in Intesticult medium using similar conditions to those which have been established for the maintenance of murine and human enteroids [38]. Within 24 h of culture the upper opening of the crypts had sealed over (Figure 1B). These enterosphere-like structures persisted until approximately day 4 of culture when occasional budding events were apparent (Figure 1B, arrows). This suggested division and expansion of the crypt domains, and the formation of enteroid-like structures with a central lumen. The size of the enteroids gradually increased with the increasing duration of the culture period (Figure 1B).

**Figure 1:**
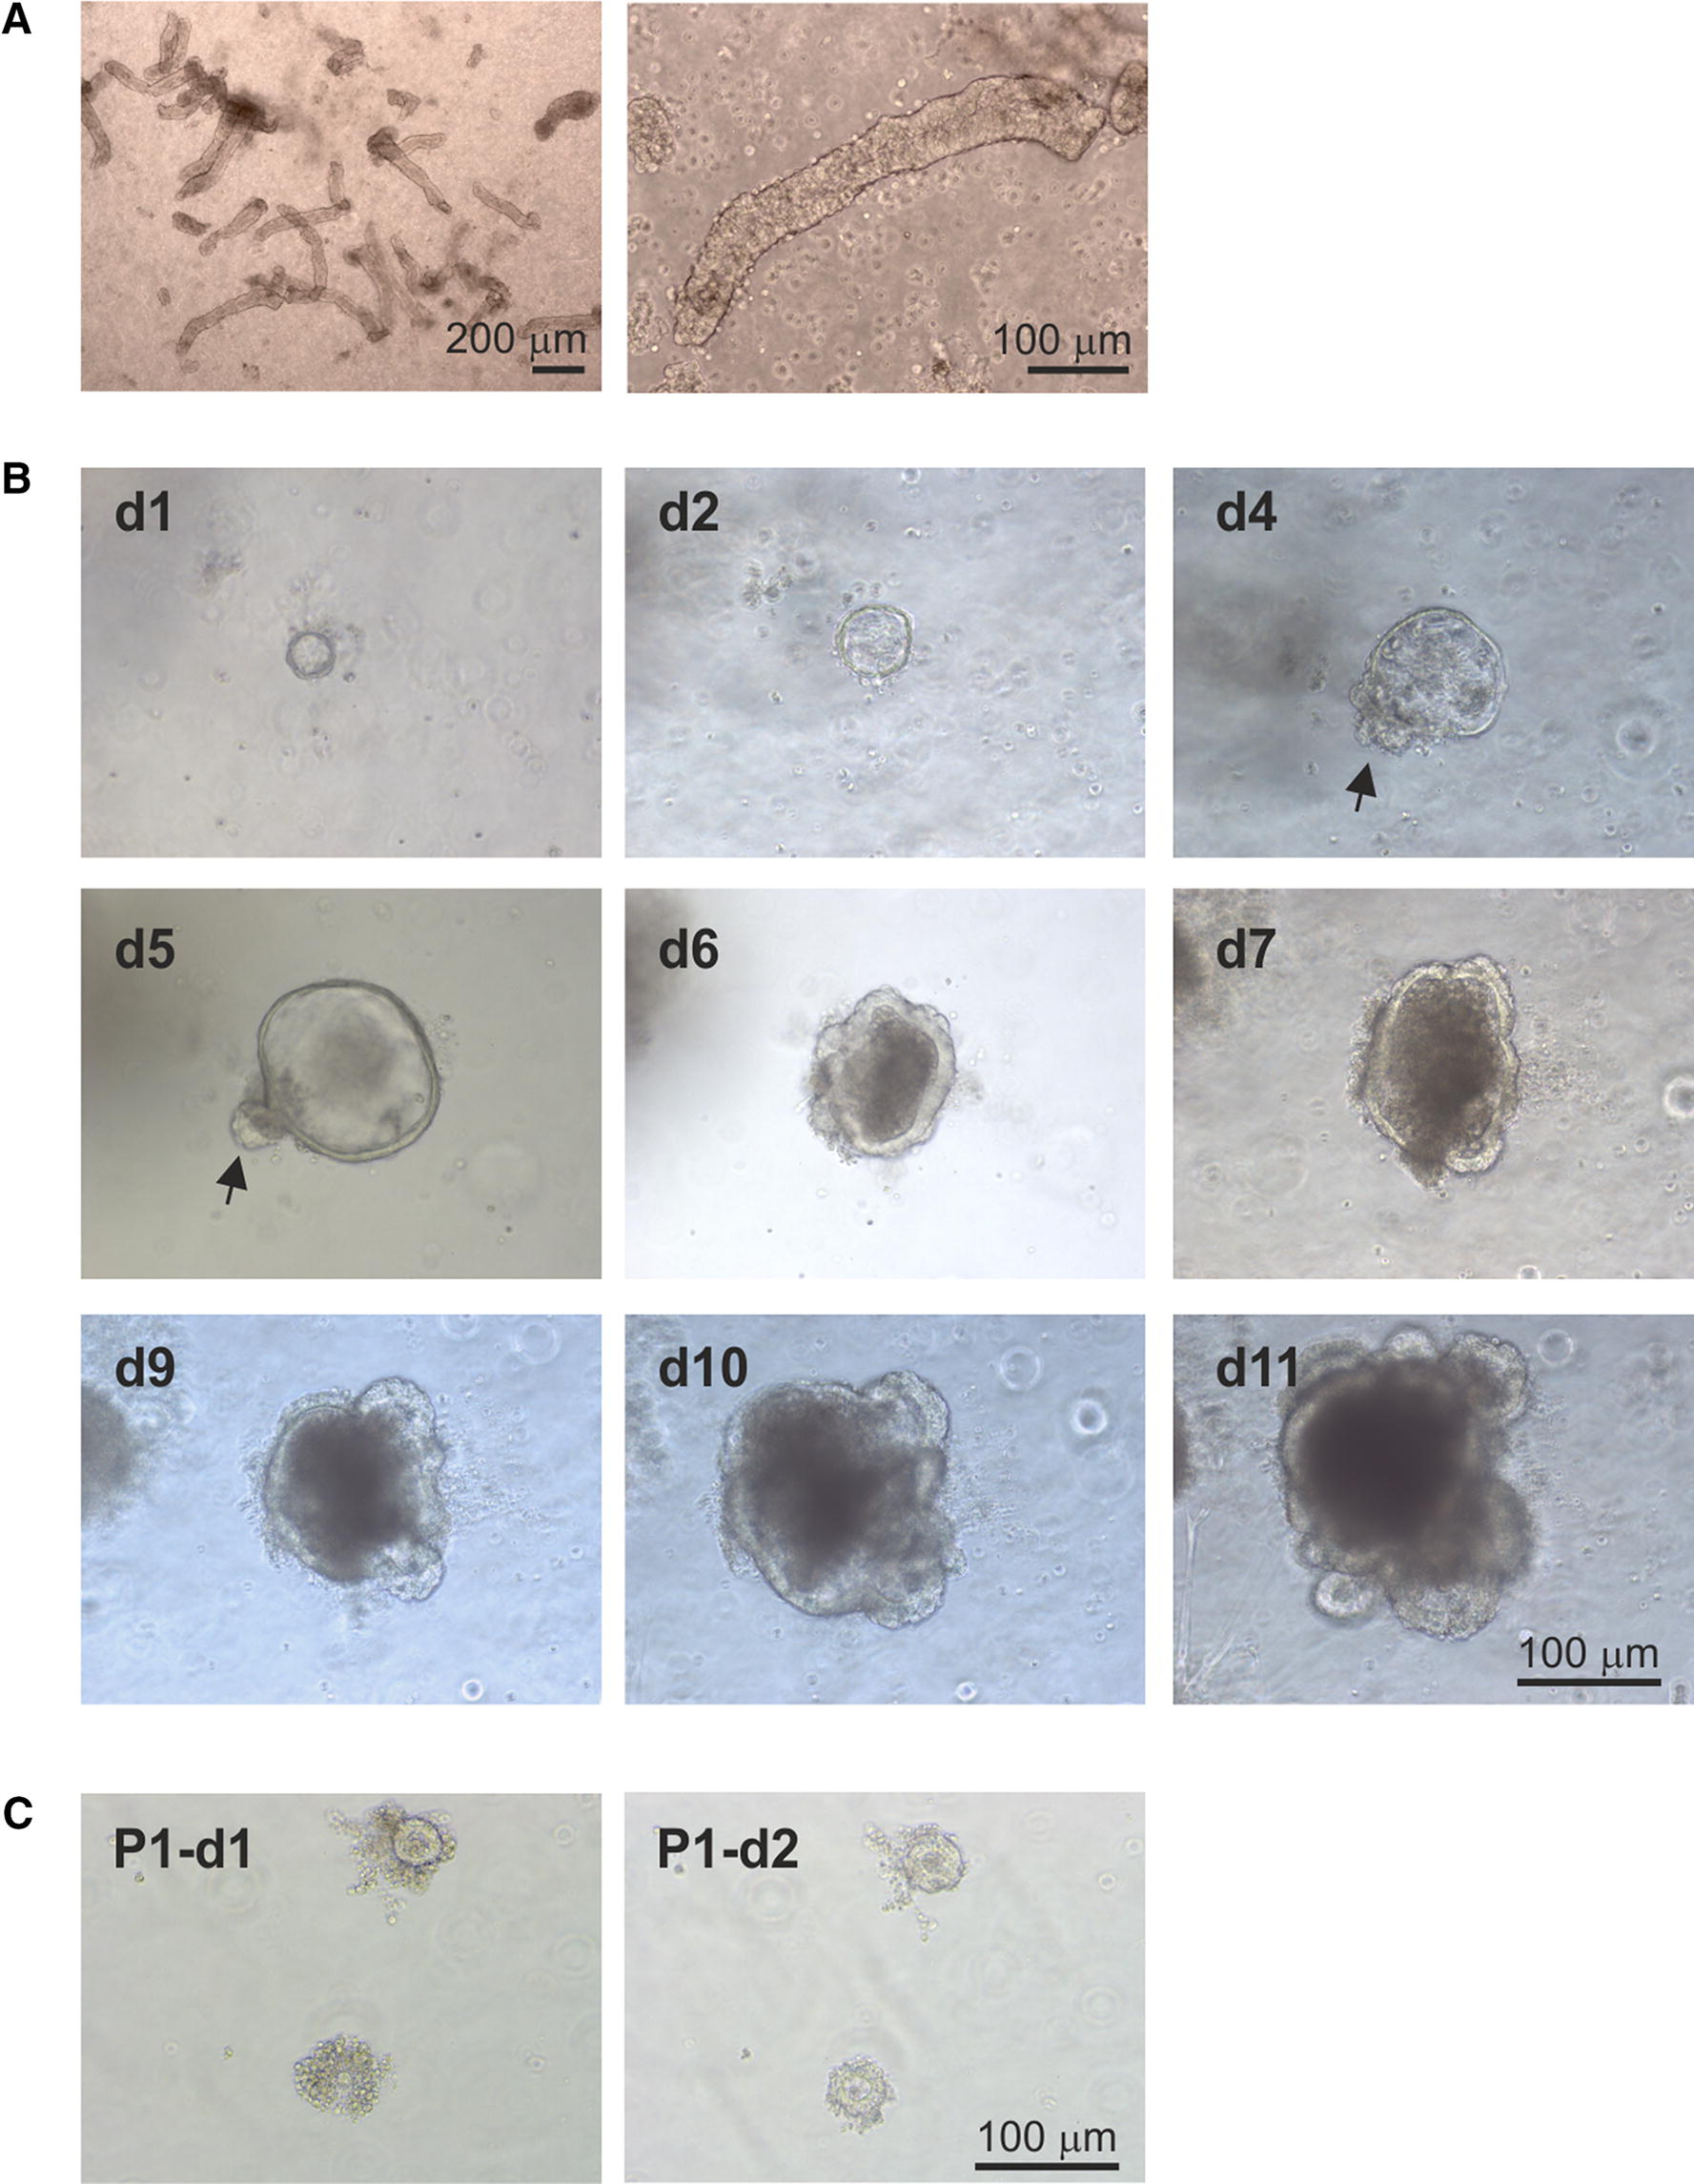
**Bovine enteroids cultivated in Intesticult medium alone. A** Morphology of freshly isolated bovine small intestinal crypts. **B** Representative images showing the growth and development of an individual enteroid cultivated in Intesticult medium alone during 11 days of culture. Arrows, crypt buds. **C** Enteroids cultivated in Intesticult medium alone did not survive after subsequent passage (P1: passage 1; d1: day 1 of culture).

Many studies have shown that enteroid cultures prepared from mice and humans crypts can be maintained for many weeks/months through serial rounds of passage. Here, after 11 days of cultivation the enteroids were mechanically dissociated and the resulting crypt-like domains re-introduced into culture as above. Although the crypts sealed and formed enterospheres within 24 h, they did not survive extended culture (Figure 1C).

Next, we compared the formation and growth of enteroids in medium containing supplements reported to improve the cultivation of those prepared from human and porcine intestinal crypts [15, 39, 40]. Bovine intestinal crypts cultivated in the presence of Rho-associated kinase inhibitor (Y27632), p38 mitogen-activated protein (MAP) kinase inhibitor (SB202190) and TGF-βR inhibitor (LY2157299) similarly sealed over and formed enterospheres within 24 h, and by day 4 had developed numerous crypt bud-like structures surrounding a central lumen (Figure 2A, arrows). The morphology of the enteroids cultivated in the presence of these inhibitors was distinct from those cultivated in medium alone, as they typically possessed many long and slender crypt domains (Figure 2A). The size of the enteroids and the frequency of the crypt buds increased with the increasing culture duration. Importantly, these enteroids could be serially-passaged after mechanical dissociation and re-plating at a 1:4 density every 7 days (Figure 2B). Using this method, the serial cultivation of enteroids from crypts derived from individual donor calves was achieved for at least 5–8 consecutive passages for a period of up to 2 months without any observable changes to their growth characteristics or morphology.

**Figure 2:**
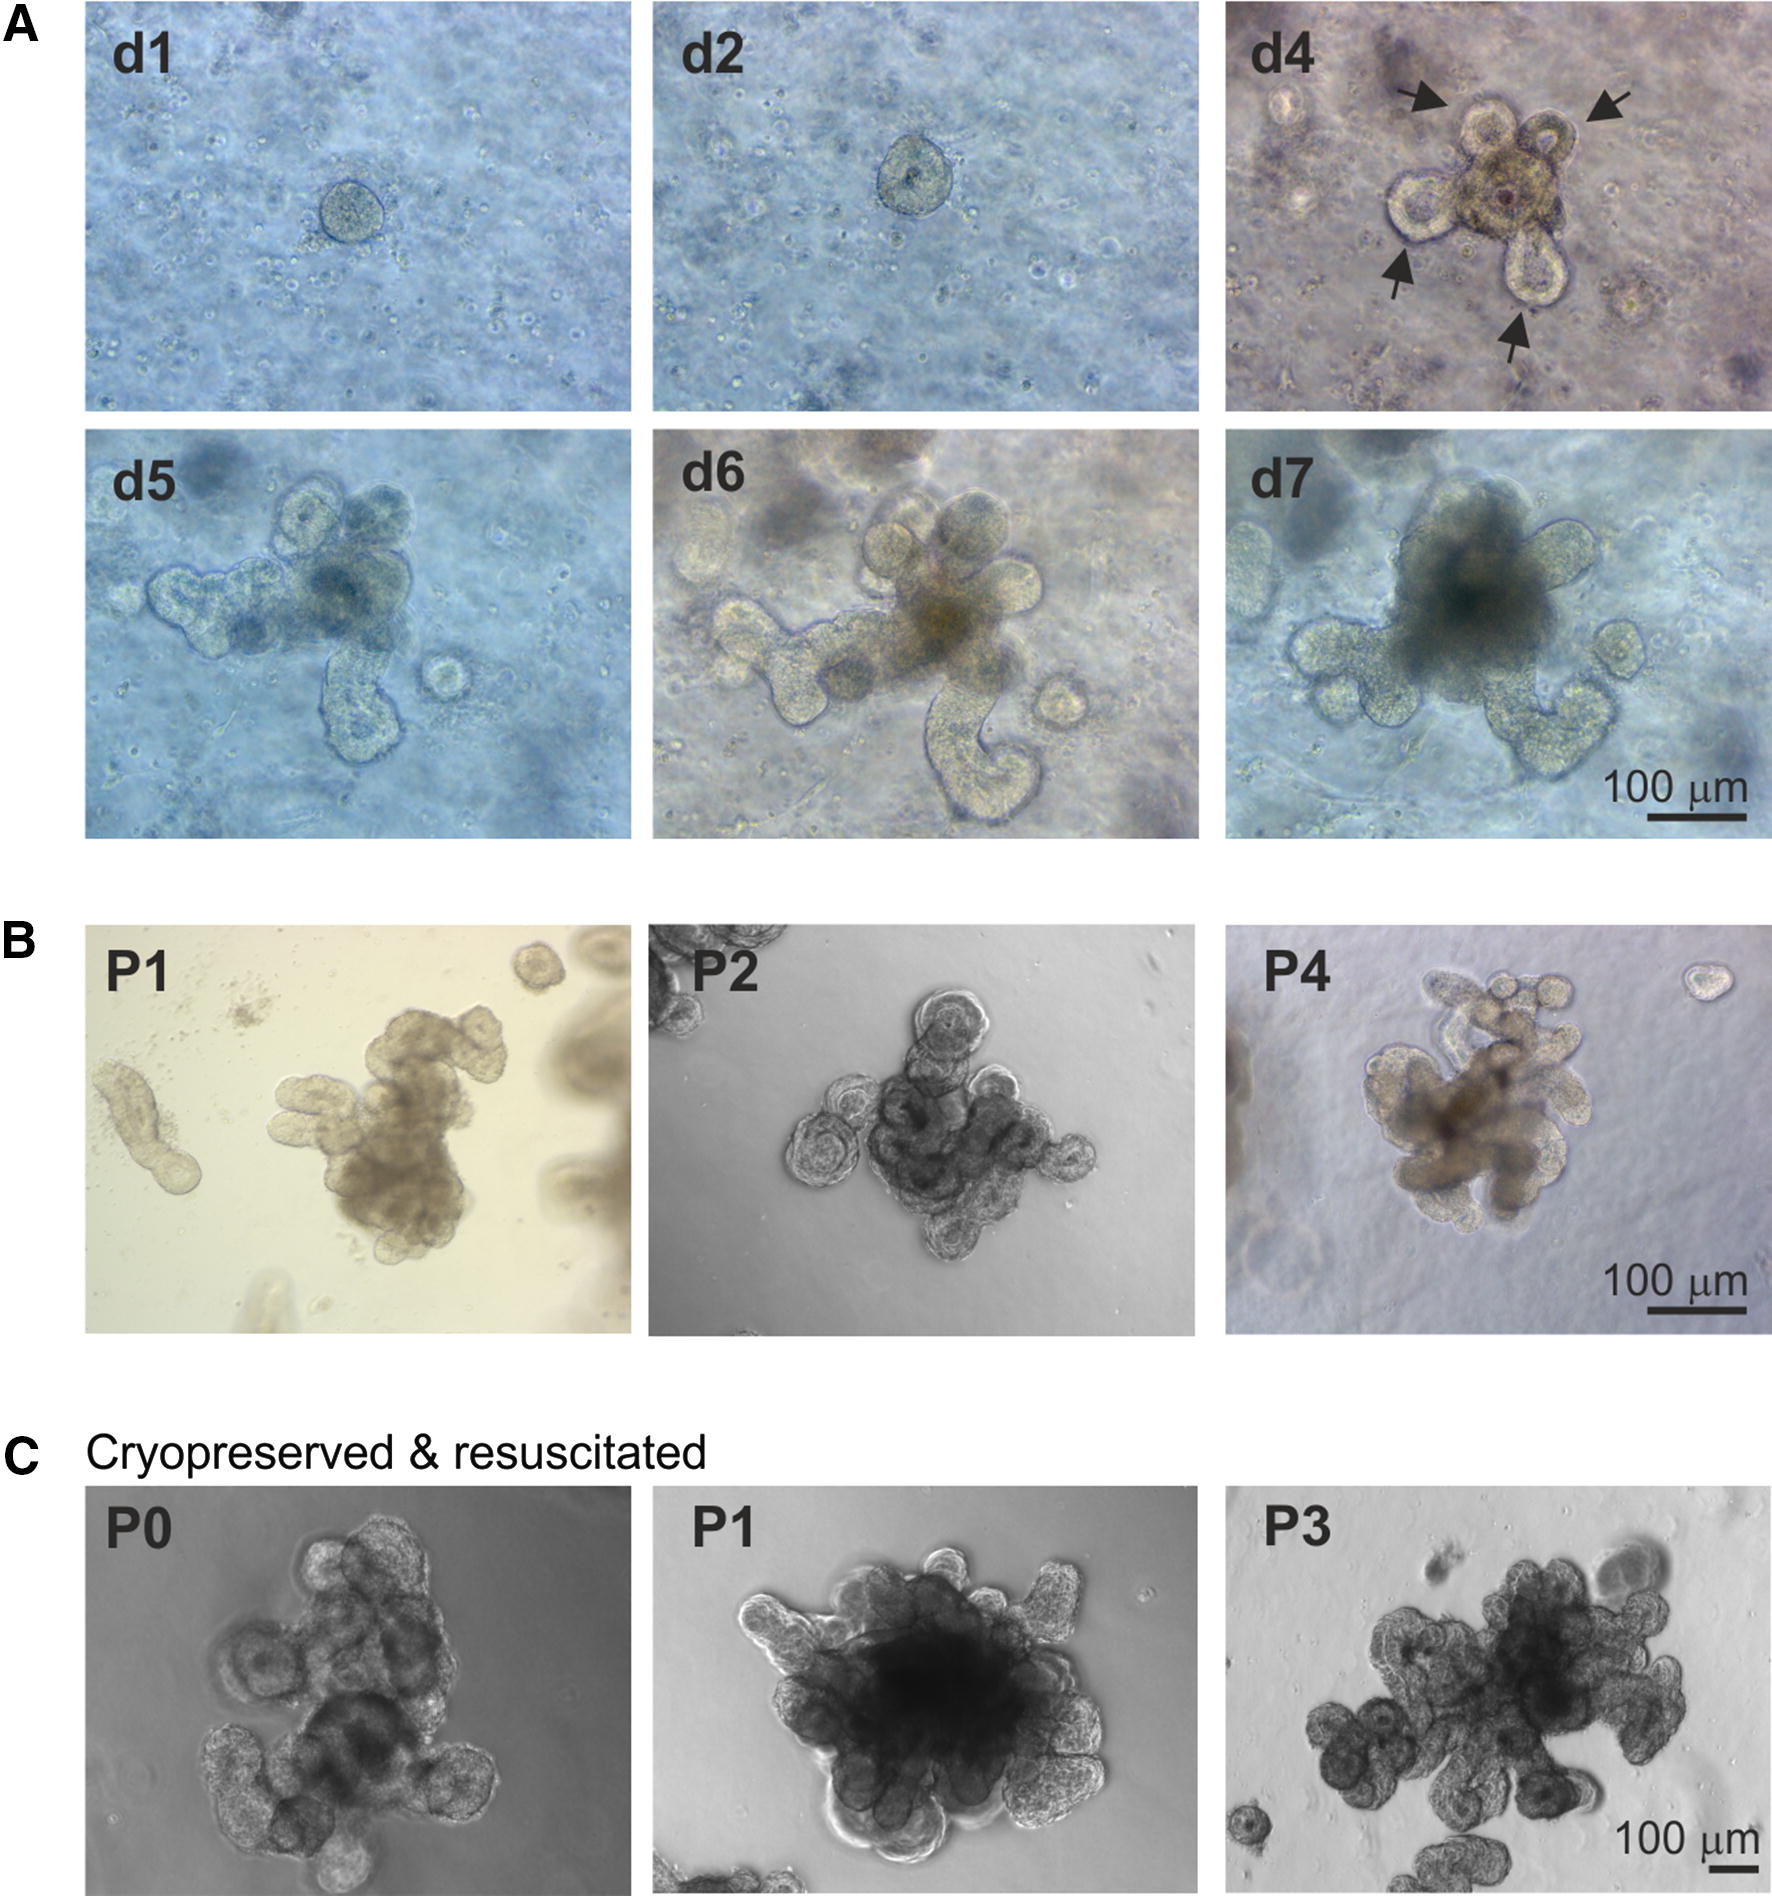
**Bovine enteroids cultivated in the presence of Rho kinase, p38 MAP kinase and TGFβR inhibitors. A** Representative images showing the growth and development of an individual enteroid cultivated in the presence of Rho kinase, p38 MAP kinase and TGFβR inhibitors. Arrows, crypt buds. **B** Representative images showing the development of enteroids following one (P1), two (P2) or four (P4) rounds of serial passage and culture. **C** Representative images showing the development of cryopreserved enteroids following resuscitation and 11 days of culture, and after subsequent rounds of serial passage.

The positive influence of the inhibitors on the enteroid cultures indicated that Rho-associated kinase, p38MAP kinase and TGF-βR signalling negatively regulate the prolonged maintenance of bovine intestinal epithelial cells. The addition of the Rho-associated kinase inhibitor has been shown to promote the in vitro survival of stem cells by preventing Rho-associated kinase-dependent apoptosis [13, 41–44]. Epithelial–mesenchymal transition (EMT) is an important process during embryonic development and tumour progression during which epithelial cells acquire mesenchymal fibroblast-like properties, and display reduced intercellular adhesion and increased motility [45]. This reduced intercellular adhesion induces apoptosis in the epithelial cells (anoikis). Cultivation in the laminin-rich Matrigel matrix [13] and blockade of p38MAP kinase pathway-mediated EMT in human enteroid cultures help to protect the cells within them against anoikis [15, 46, 47]. Stimulation of enteroid cultures with TGF-β inhibits cell proliferation [48] and its blockade is also essential for the long-term cultivation of human and porcine enteroids [15, 39, 40]. Since signaling via TGF-β inhibits also induces EMT [47], the inhibitors LY2157299 and SB202190 act synergistically in enteroid cultures to block EMT.

### Cryopreservation of bovine organoids

Enteroids were prepared from bovine crypts as above and cultivated in the presence of the Rho kinase, p38 MAP kinase and TGFβR inhibitors. On day 7 of culture whole enteroids were cryopreserved and stored at −155 °C. Afterwards, the cryopreserved enteroid suspensions were then thawed and cultured as above in the presence of inhibitors. Viable enteroids were successfully recovered from the cryopreserved stocks (Figure 2C). Furthermore, the cryopreserved enteroids could also be serially cultivated for at least four consecutive passages (Figure 2C).

### Enteroid morphology

Histological and ultrastructural analyses confirmed that the enteroids comprised of a single layer of epithelial cells surrounding a continuous lumen (Figures 3A and B; Additional file 1). The lumen of the enteroids was lined with polarized enterocytes with F-actin- and villin-expressing brush borders (Figures 3B and C) and abundant microvilli on their apical surfaces (Figures 3D and E). Ultrastructural analyses revealed that the apical surfaces between the enterocytes were sealed by tight junctions and connected by desmosomes (Figure 3E, open arrows and closed arrows, respectively). Additional analyses revealed the presence of occasional cells containing dense cytoplasmic vesicles indicative of anti-microbial factor secreting Paneth cells (Figure 3F) and abundant Ki67^+^ proliferating cells (Figure 3G).

**Figure 3:**
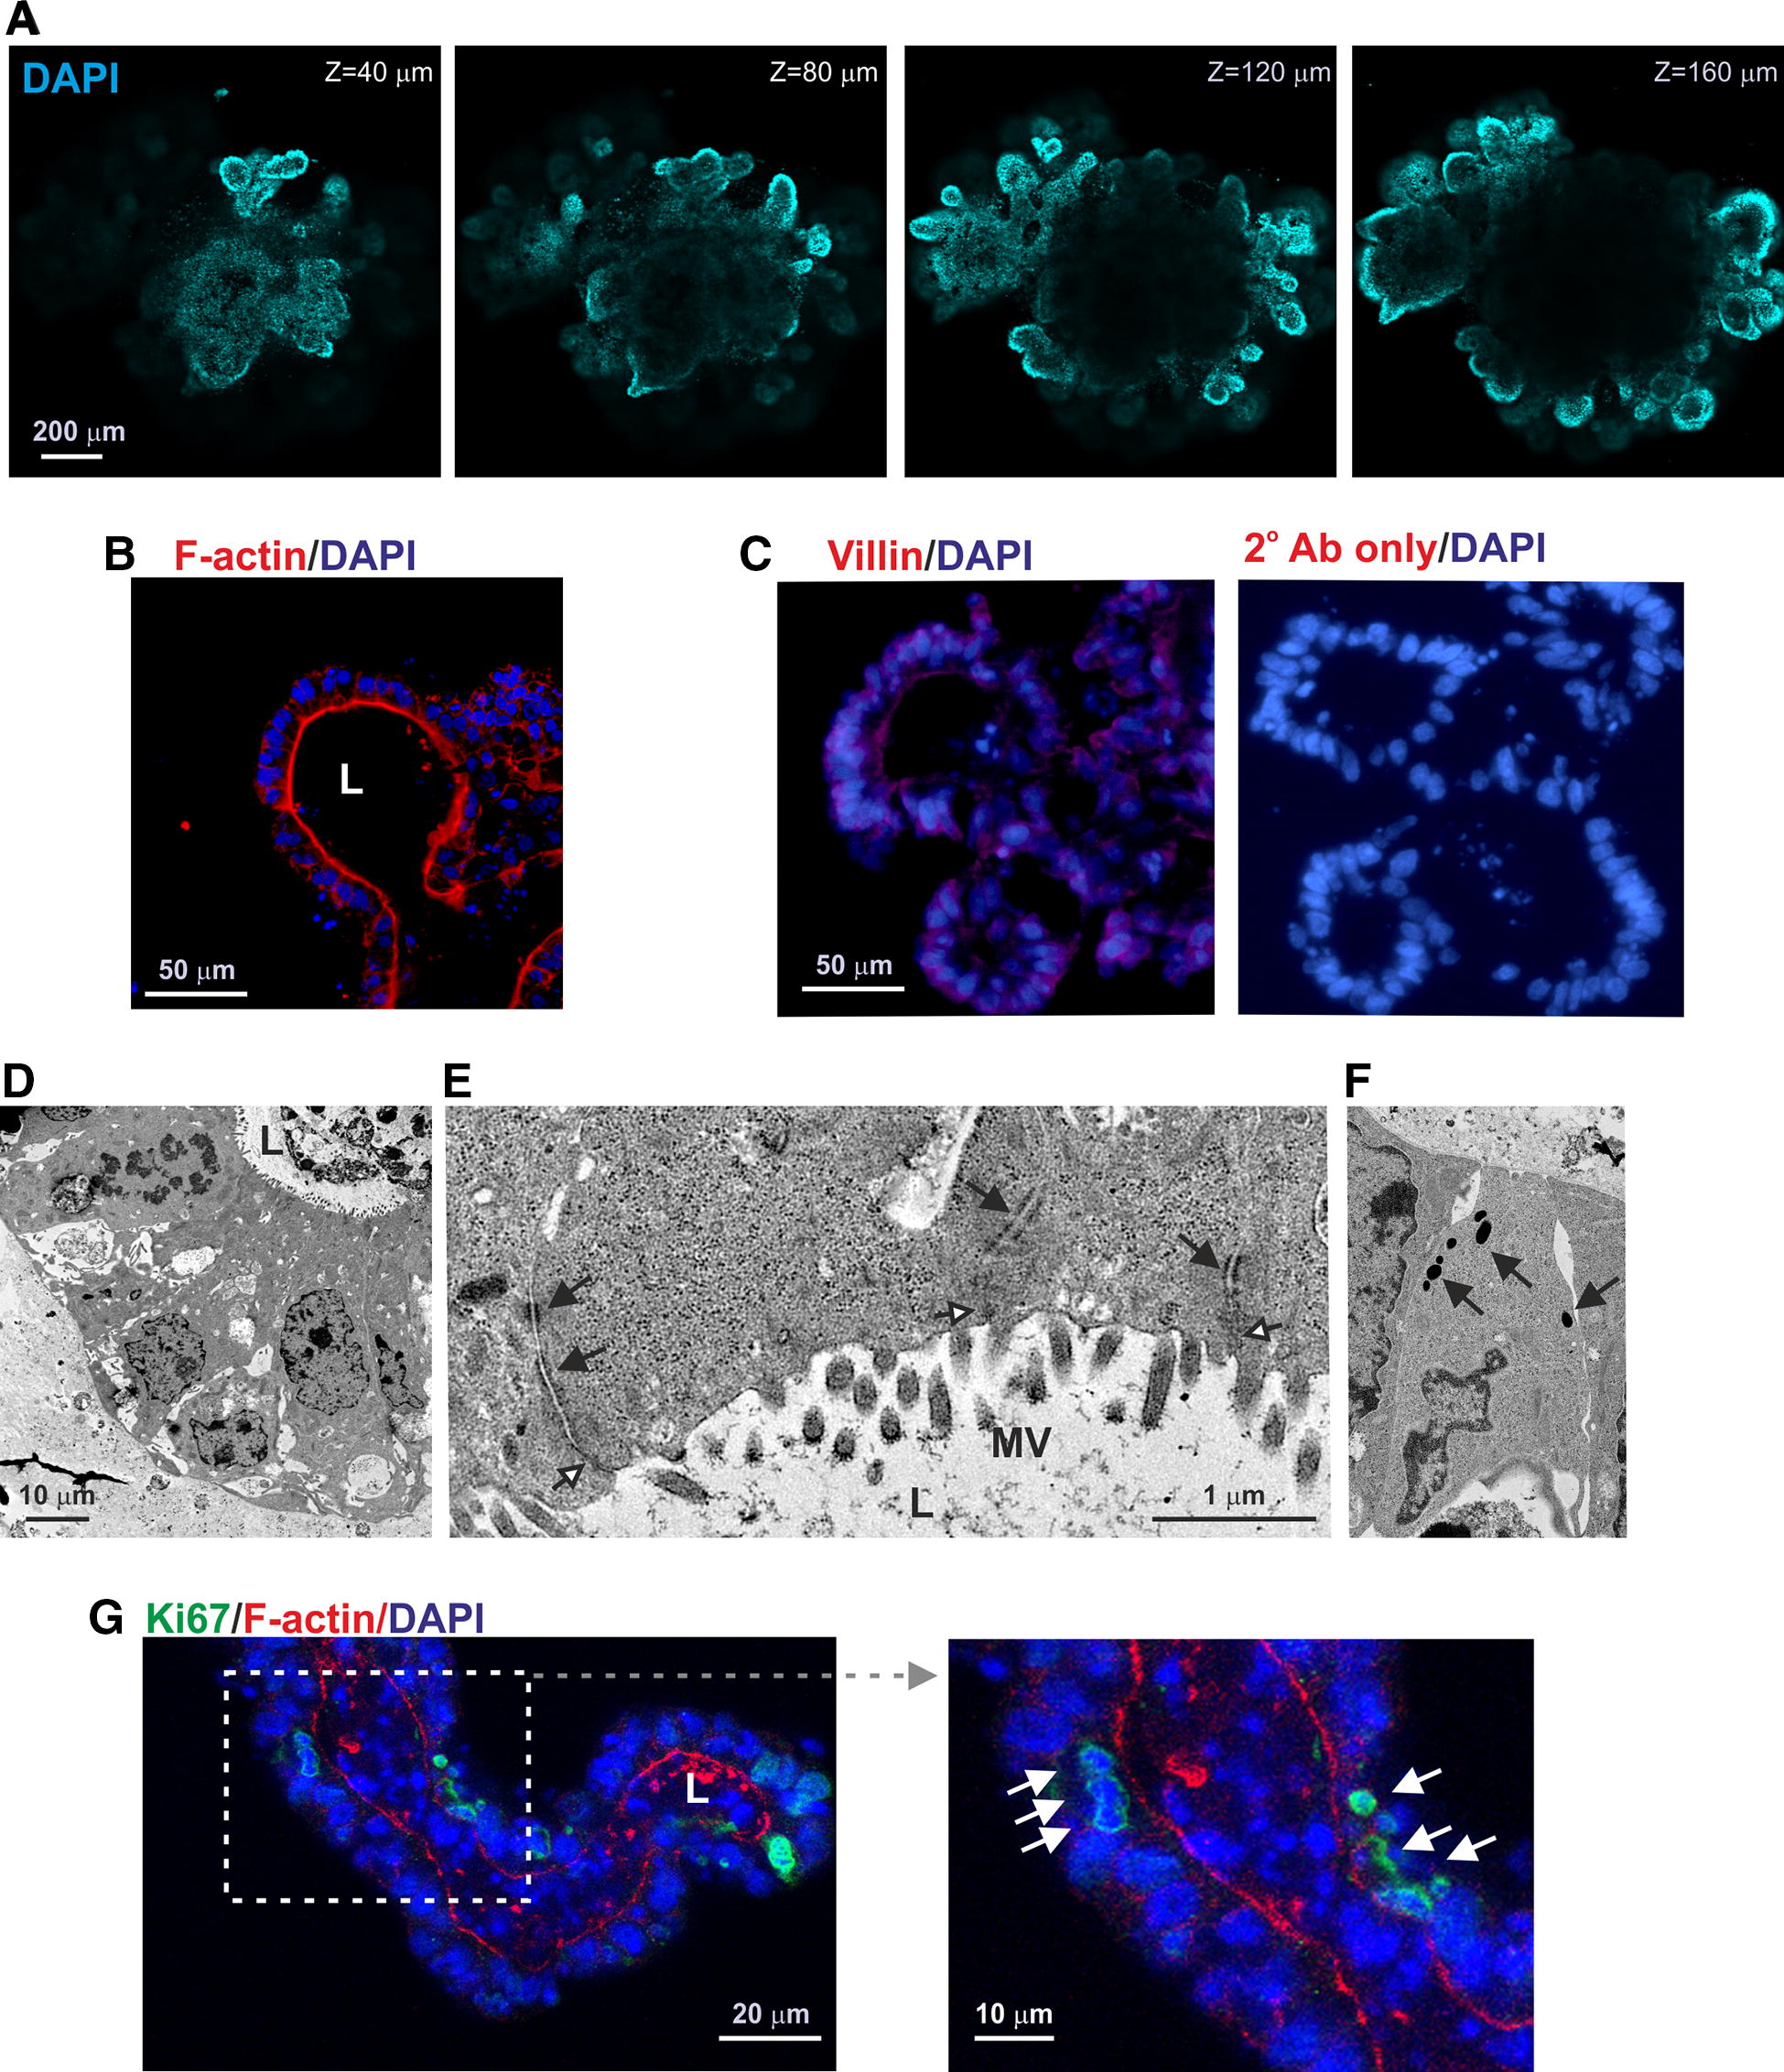
**Histological analysis of bovine enteroids. A** Representative Z axis-projections of enteroids whole-mount stained to detect cell nuclei (DAPI, blue). **B** Detection of F-actin-expressing brush borders at the enteroid lumenal surface (L). **C** IHC analysis of villin expression in bovine enteroids. **D**–**F**, Ulstrastructural analyses of bovine enteroids. **E** Ultrastructural analyses shows the presence of microvilli (MV) on the apical surface of the enterocytes. The enterocytes are sealed by tight junctions (open arrows) and connected by desmosomes (closed arrows). **F** Detection of occasional cells containing dense cytoplasmic vesicles indicative of anti-microbial factor secreting Paneth cells. **G** IHC detect of abundant Ki67^+^ proliferating cells (green).

### Transcriptional analysis of bovine enteroids

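Crypts isolated from the small intestine of 1 calf, the enteroids grown from them (P0) and the enteroids after each of 5 serial passages (P1 to P5) were each sequenced as 1 library, giving 7 libraries. No condition has a replicate library, and the passages are serial samples of a single culture. The authors pseudoaligned the reads to the RefSeq transcripts of *Bos taurus* UMD3.1.1 with Kallisto, which shares each read pair among the transcripts it is compatible with, and their tables hold an estimated count and a value in TPM for each of 60125 transcripts. The estimated counts sum to 99031910 in the crypts, 129499076 in P0, 119558506 in P1, 144778545 in P2, 125964512 in P3, 128608201 in P4 and 127593401 in P5 (median of the enteroids, 128.1 M). The paper states a depth of 147 to 191 M read pairs per sample, and the values given here use the estimated counts. The smallest level that 3 counts can show is 0.03 counts per 1000000 counts in the crypts and 0.021 to 0.025 counts per 1000000 counts in the enteroids. A single transcript (NR_110389.1) took 36.7% of all TPM in the crypts and between 16.4% and 32.2% in the enteroids, and the 100 transcripts of highest TPM took 53.3% to 68.9% of each library. TPM values of all other transcripts depend on this share. For tests, the estimated counts were rounded to whole numbers, normalised by edgeR's TMM method and fitted with its quasi-likelihood model, with Benjamini-Hochberg adjustment over all transcripts tested. The edgeR test gives no standard error. The one printed is the size of the log2 change divided by the square root of the F statistic, and is approximate. Change with passage was fitted as a linear trend over passage number 0 to 5 in the 6 enteroid libraries, on transcripts with at least 10 counts in at least 3 of them. The crypts were compared with the 6 enteroid libraries on transcripts with at least 10 counts in at least 1 library. The spread in that comparison comes from the enteroids alone, because there is 1 crypt library. In this comparison 20101 of 48891 transcripts had an adjusted p-value under 0.05, of which 10091 were higher in the crypts and 10010 lower. With passage number as a covariate the number was 14910. In the fit with that covariate the crypts were set to passage 0, so it compares them with the enteroids as fitted at P0. The crypts and P0 to P2 carry one i5 sequencing index and P3 to P5 another, so index group and passage order cannot be told apart. The tables identify transcripts only by RefSeq accession. A gene is named below only where a supplementary table of the paper pairs its transcript with the gene symbol. For most genes that table is the list of network cluster 1, in the part of it that could be read (1997 transcripts of 1557 genes). All 1997 listed transcripts have their highest TPM in the crypts. A transcript named from this list is therefore one that is higher in crypts by the way the list was made, and other transcripts of the same gene are not included in its values.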

We next extracted mRNA from isolated small intestinal crypts, freshly prepared enteroids (P0) and enteroids after multiple serial passages (P1–5) and compared gene expression in these samples by mRNA-seq. Expression of a wide range of genes encoding components of tight junctions, gap junctions, adherens junctions and desmosomes was detected in the isolated crypts and enteroids data sets (Figure 4), consistent with the detection of these structures by TEM (Figure 3E). 

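Of the 23 junction-related genes shown in Figure 4, 1 could be matched to a transcript. This was *JUP* (plakoglobin, transcript variant X3, XM_010816222.1), at 7.331 TPM in the crypts from 2819 estimated counts. In the enteroids the same transcript was at 0.379 ± 0.209 TPM (SD over the 6 passages, 1 library each), from 201 counts or fewer per library. The log2 fold change of the crypts over the enteroids was 4.64 (standard error 1.18, adjusted p = 0.018 from edgeR), without a replicate of the crypts. In DESeq2 the log2 fold change was 4.74, with an adjusted p of 0.05. Detection of the remaining genes, and of the other transcripts of *JUP*, could not be read from the files by name. At the level of whole libraries, 20998 transcripts reached 1 TPM in the crypts and between 20331 and 22560 in the enteroids. The paper sets the expression of the genes in Figure 4 beside the junctions and desmosomes it saw by TEM.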

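The *JUP* transcript was at 0.465 TPM in P0, 0.484 in P1, 0.273 in P2, 0.486 in P3, 0.00035 in P4 and 0.564 in P5 (no replicates). Its low value in P4 came from 0 estimated counts after rounding, against 112 to 201 counts in the other enteroid libraries. The fitted change was -0.13 on the log2 scale per passage (standard error 0.36, adjusted p = 0.97 from edgeR), and no trend was detectable at this spread. Over all 39274 transcripts tested, 3 had an adjusted p-value under 0.05 for a trend with passage, and with DESeq2 in place of edgeR the number was 956. From the heat map of the 23 genes across passages in Figure 4, the paper concludes that junction gene expression stayed similar over passage.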

The expression of these genes remained similar in the enteroids after serial rounds of passage.

**Figure 4:**
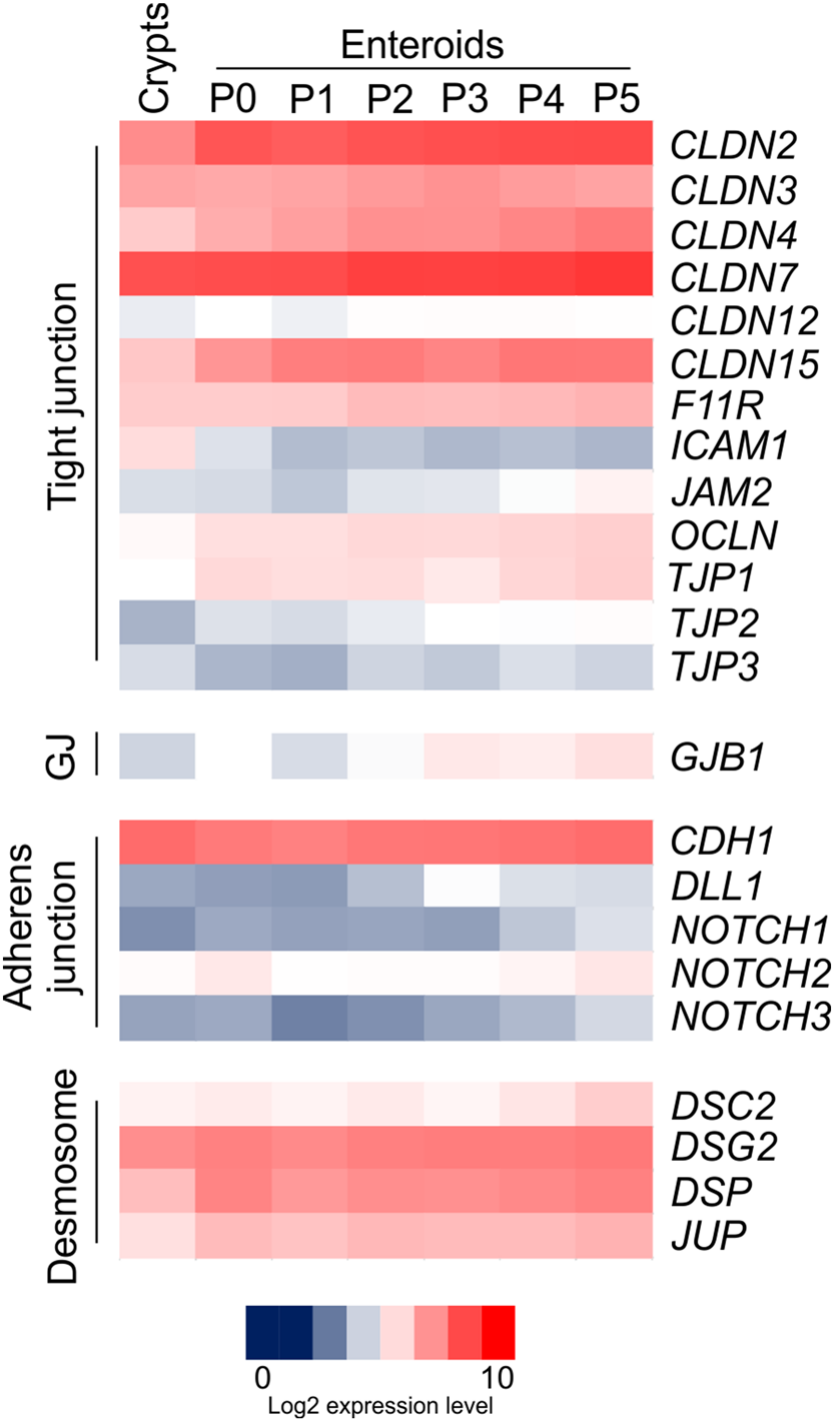
**Expression of mRNA encoding cell junction-related genes in isolated bovine intestinal crypts and enteroids.** Gene expression in isolated crypts and enteroids was compared by mRNA-seq analysis. Heat maps show the relative expression levels (log_2_ transcripts/million reads) of a range of epithelial cell junction-related genes. GJ: gap junction. P: enteroid passage number.

The mRNA-seq data sets were next analysed using Miru, a bioinformatics tool which enables the visualisation of network graphs from multiple gene expression data sets, allowing the identification of the relationships between these data sets and the sets of genes that are robustly co-expressed across them [32–34]. The global gene expression profiles of the individual data sets were first compared by performing a sample-to-sample correlation using a Pearson correlation threshold of *r* ≥ 0.96. This analysis showed that all the data sets were included in a single cluster, irrespective of their origin (Figure 5A), suggesting they each share highly similar overall transcriptional profiles. 

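Across the 60125 transcripts, Pearson's r of the TPM values between the crypts and an enteroid library lay between 0.9447 (P4) and 0.9659 (P1). It reached the threshold of 0.96 with 3 of the 6 enteroid libraries, which were P0 (0.9607), P1 (0.9659) and P5 (0.9653). All 15 pairs of enteroid libraries passed the threshold, so 18 of the 21 pairs were joined and the 7 data sets formed a single group. These are correlations over transcripts, which are not independent replicates, and each data set is 1 library. The value depended on the most abundant transcripts. On log2(TPM + 1) the highest r between the crypts and an enteroid library was 0.9005, by Spearman's rank correlation it was 0.8446, and without the 100 transcripts of highest mean TPM it was 0.5783. Leaving out only the most abundant transcript (NR_110389.1), a setting chosen after seeing the data, moved it most, to 0.3466. From the single cluster at the threshold of 0.96, the paper proposes that the crypts and enteroids have very similar transcriptional profiles.

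**Figure D1:**
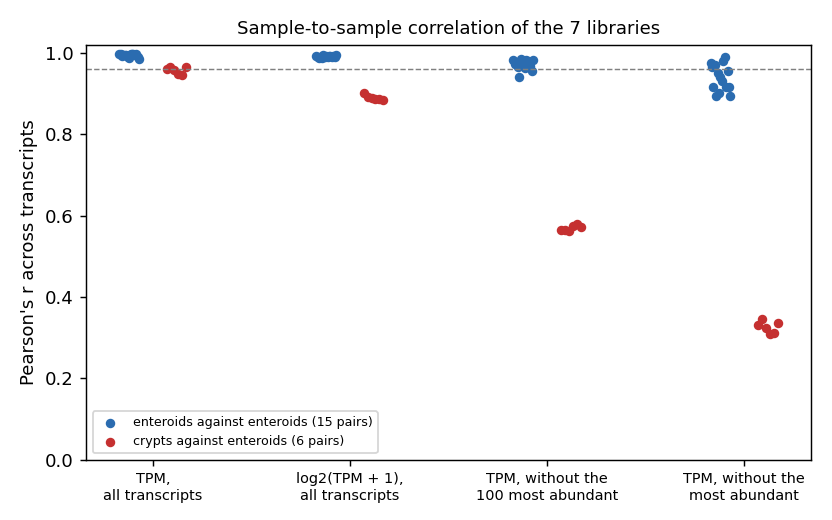
Pearson's r across transcripts (vertical axis, no unit) for each pair of the 7 libraries, for 4 ways of taking the TPM values (horizontal axis). Blue points are the 15 pairs of enteroid libraries, red points the 6 pairs of crypts and enteroids, and the dashed line is the threshold of 0.96. The enteroid pairs stay between 0.893 and 0.9981 in all 4, while the highest crypt pair goes from 0.9659 with all transcripts to 0.3466 without the most abundant transcript.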

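Between enteroid libraries r ranged from 0.9858 (P4 and P5) to 0.9981 (P0 and P1), with a median of 0.9951. Libraries of consecutive passages had a mean r of 0.9946 (5 pairs), libraries 2 passages apart 0.9936 (4 pairs), libraries 3 passages apart 0.9917 (3 pairs), libraries 4 passages apart 0.996 (2 pairs), and P0 and P5 had an r of 0.9951. On untransformed TPM, the r between enteroids therefore did not fall steadily with the number of passages between them. On that scale every enteroid pair was above the highest r of the crypts with an enteroid library, 0.9659. On log2(TPM + 1) and by Spearman's rank correlation, the mean r did fall with each added passage between libraries. P0 and P5, the pair furthest apart, had the lowest r on log2(TPM + 1), 0.9872. They also had the lowest without the 100 transcripts of highest mean TPM, 0.9408. Without those 100, or without the most abundant transcript, the mean did not fall at every step. The lowest enteroid r was 0.9872 on log2(TPM + 1), and it moved most, to 0.893, when the most abundant transcript was left out (chosen after seeing the data). The paper reasons from the r of these pairs that the transcriptomes of the cultures were preserved over passage.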

Importantly, this analysis also indicated that the overall transcriptomes of the enteroid cultures remained similar over serial rounds of passage.

**Figure 5:**
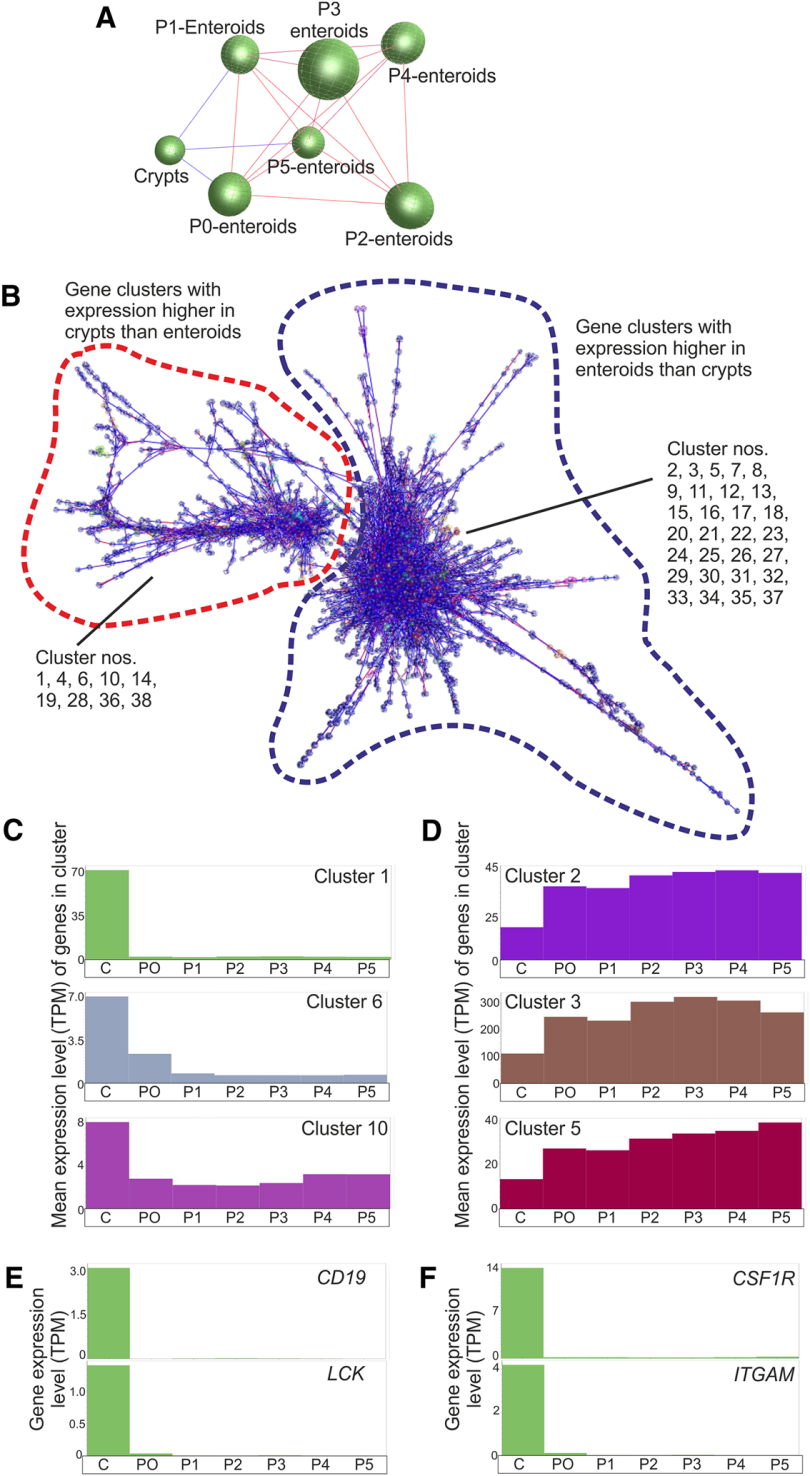
**Network analysis of mRNA-seq expression data derived from isolated bovine intestinal crypts and enteroids. A** Clustering of samples based on their global gene expression profile. A Pearson correlation matrix was prepared by comparing data derived from all seven data sets samples. A network graph was then constructed using sample-to-sample Pearson relationships greater than r ≥ 0.96. Here, the nodes represent individual mRNA-seq data sets. The edges represent the connections between data sets and are coloured according to the strength of the correlation (red, r = 1.0; blue, r ≥ 0.96). P, enteroid passage number. **B** Main component of the network graph derived from all seven data sets samples. Here, the nodes represent transcripts (genes) and the edges represent correlations between individual expression profiles above r ≥ 0.99. Red broken line, region of network graph containing clusters of genes predominantly expressed at higher levels in isolated intestinal crypts. Blue broken line, region of network graph containing clusters of genes predominantly expressed at higher levels in enteroids. **C**, **D** The mean expression profiles of the genes in selected clusters across the seven data sets. The *x* axis shows the samples ordered as follows: C, isolated intestinal crypts; P0, freshly prepared enteroids; P1, passage 1 enteroids, etc. The *y* axis shows the mean expression intensity (transcripts/million reads, TPM) for the cluster. **C** Clusters with mean expression high crypts compared to enteroids. **D** Clusters with mean expression high enteroids compared to crypts. **E**, **F** Comparison of *CD19*, *CSF1R*, *LCK* and *ITGAM* expression across the individual data sets.

Next, a full transcript-to-transcript correlation was performed using a Pearson correlation threshold of *r* ≥ 0.99. 

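Of the transcripts, 56017 had a TPM above 0 in at least 1 of the 7 libraries and entered the network. At r of at least 0.99 over the 7 libraries, 43478 of them had at least 1 partner, with 41292761 correlated pairs. Markov clustering of this network with an inflation of 2.2 gave 224 clusters of at least 15 transcripts, which held 21069 transcripts. In 68 of these clusters the mean TPM was higher in the crypts than in every enteroid library, in 127 it was lower than in every enteroid library, and in the other 29 it lay between them. Each r rests on 7 values with no replicates. The filter on low values and the threshold changed the number. Restricting the network to transcripts with at least 1 TPM in at least 1 library gave 119 clusters, an r of at least 0.98 gave 354, and clustering of the 6 enteroid libraries without the crypts moved it most, to 471.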

This analysis generated a network graph comprising 130 distinct clusters containing ≥ 15 transcripts (Figure 5B). Details of the genes found in each cluster are listed in Additional file 2, and the mean gene expression profiles and representative GO term enrichment annotations for the largest 50 clusters are provided in Additional files 3, 4, respectively. The graph’s structure is derived from the grouping of genes that are correlated in their expressing profiles of *r* ≥ 0.99, and are connected by a large number of edges forming cliques within the network. Clusters of genes with similar expression profiles typically occupied similar regions of the network graph. For example, those clusters which containing genes that were predominantly expressed at higher levels in isolated crypts than in enteroids (e.g. clusters 1, 4, 6, 10, 14) were situated adjacent to each other in the same region of the network graph (Figure 5B, within red broken line; Figure 5C). 

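Of the 5 largest clusters, 3 had a mean TPM that was higher in the crypts than in every enteroid library (no replicates). The largest, of 5704 transcripts, had a mean of 22.447 TPM in the crypts and of 0.041 to 0.108 TPM in the enteroids. The second largest, of 3527 transcripts, had 10.722 TPM in the crypts and 0.99 to 1.43 TPM in the enteroids, and held 1325 of the 1997 transcripts that the paper lists for its cluster 1. In the cluster of 541 transcripts the mean fell from 2.834 TPM in the crypts to 0.861 in P0 and 0.293 in P1, and lay between 0.249 and 0.267 from P2 to P5. In all, 68 clusters holding 13188 transcripts were higher in the crypts than in every enteroid library. The composition of these clusters changed with the filter on low values. With transcripts of at least 0.75 TPM in at least 1 library, a filter chosen after seeing the data, 26 clusters holding 3359 transcripts were of this kind, out of 126. The largest of them had 2347 transcripts, 1996 of the 1997 listed ones among them, and a mean of 70.542 TPM in the crypts against 1.739 to 2.399 TPM in the enteroids. The paper groups these clusters by their shared profile and their neighbouring position in the graph.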

The clusters that contained genes which were predominantly expressed at higher levels in enteroids (e.g. clusters 2, 3, 5, 7) were similarly situated adjacent to each other in a distinct region of the network graph (Figure 5B, within blue broken line; Figure 5D).

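The 2 largest clusters with a lower mean TPM in the crypts than in every enteroid library held 1415 and 726 transcripts. The mean of the cluster of 1415 transcripts was 15.516 TPM in the crypts and 34.429 to 42.973 TPM in the enteroids, so the crypts had 0.393 times the enteroid mean. The cluster of 726 transcripts had a mean of 117.017 TPM in the crypts and of 246.237 to 339.548 TPM in the enteroids. In both, the gap between the crypts and the nearest enteroid library was larger than the range over the 6 passages, but the crypts have no replicate. In all, 127 clusters holding 5859 transcripts were of this kind. With at least 0.75 TPM in at least 1 library, a filter chosen after seeing the data, there were 99 such clusters of the 126. From these profiles and the position of the clusters, the paper sets the enteroid-related clusters apart from the crypt-related ones.

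**Figure D2:**
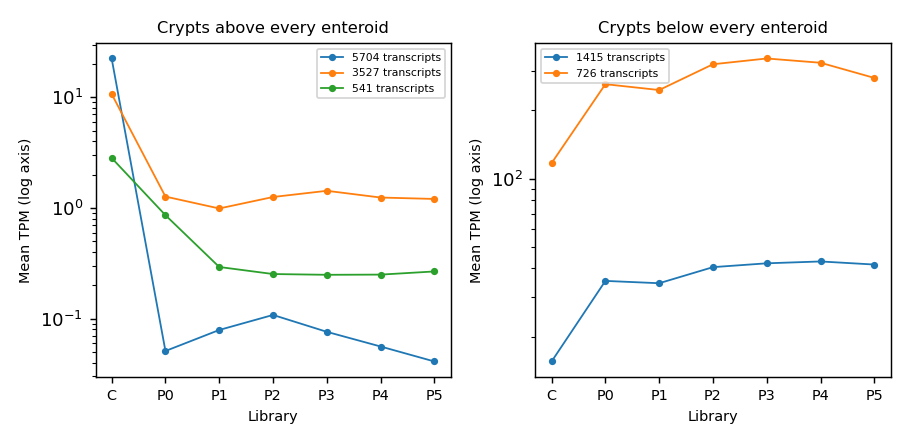
Mean TPM (vertical axis, log scale) of the 5 largest network clusters in the crypts (C) and the enteroids P0 to P5 (horizontal axis), 1 library each, with no error bars because there are no replicates. Left, the 3 clusters with the crypts above every enteroid library, and right, the 2 with the crypts below, each line labelled with its number of transcripts. The cluster of 5704 transcripts falls from 22.447 TPM in the crypts to 0.108 TPM or less in the enteroids, and that of 1415 transcripts rises from 15.516 to at least 34.429 TPM.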

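The part of the paper's list of cluster 1 that could be read holds 1997 transcripts of 1557 genes. Their mean expression was 79.12 TPM in the crypts, 2.10 TPM in P0, 1.74 in P1, 2.24 in P2, 2.44 in P3, 2.10 in P4 and 1.95 in P5 (no replicates). Together these transcripts took 15.8% of all TPM in the crypts and 0.35% to 0.49% in the enteroids. The mean in the crypts was 37.8 times the mean of the enteroids (32.4 to 45.4 times the mean of each enteroid library, SD 4.48). All 1997 transcripts were at their highest in the crypts. The mean is carried by a few abundant transcripts, since without the 10 of highest TPM the ratio was 18.2, and the median of the ratios of single transcripts, taken on TPM + 0.1, was 14.2. The paper reads this profile as expression predominantly in the crypts.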

The mean expression profile of the genes within cluster 1 indicated that they were predominantly expressed in isolated intestinal crypts (Figure 5C). Many of the genes present within this cluster are known to be expressed by lymphocytes and leukocytes (GO:Immune response, *P* < 7.83 × 10^−181^; Additional file 4). For example, numerous lymphocyte-related genes such as *CD2*, *CD19*, *LAT*, *LCK* and *ZAP70* (Figure 5E), mononuclear phagocyte-related genes such as *CSF1R*, *ITGAM*, *MAFB* and *SPI1*, as well as several genes encoding the major histocompatibility complex, class II, were represented in this cluster (Figure 5F). 

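Of 13 immune-related genes the paper names or shows for this cluster, 11 had a transcript in the readable part of its list. *ZAP70* and *SPI1* were not in that part. In the crypts, *CD2* (NM_001011676.3) was at 6.734 TPM from 1213 estimated counts. *LAT* (XM_005224905.3) was at 1.471 TPM, and the 3 listed transcripts of *LCK* (NM_001034334.1, XM_010802403.2 and XM_015459418.1) at 1.206, 3.842 and 2.602 TPM. Of the mononuclear phagocyte-related genes, *CSF1R* (NM_001075403.2) was at 13.14 TPM and the 3 listed transcripts of *ITGAM* (NM_001039957.1, XM_005224843.3 and XM_010819391.2) at 4.203, 1.424 and 2.684 TPM. The class II genes *BOLA-DRA* (NM_001012677.1) and *BOLA-DRB3* (XM_015475270.1) were far higher, at 458.5 and 348.9 TPM. *BOLA-DMB* (NM_001040481.3) was at 48.42 TPM, *BOLA-DMA* (NM_001012674.2) at 26.96 TPM and *BOLA-DOB* (NM_001013600.1) at 2.67 TPM. The 2 listed transcripts of *BOLA-DOA* were at 7.278 (NM_001205920.1) and 0.9582 TPM (XM_010818051.2). *BOLA-DRB3* belongs to a family of near-identical genes, among which Kallisto divides shared reads, so its value is uncertain. There is 1 crypt library, so these values have no replicate check.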

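All 16 immune-related transcripts had a higher TPM in the crypts than in each of the 6 enteroid libraries, as does every transcript of that list. Their log2 fold changes in edgeR were between 3.84 and 13.11. For *CD2* the log2 fold change was 10.66 (standard error 0.96, adjusted p = 0.0003) and for *CSF1R* 6.77 (standard error 0.25, adjusted p = 1.5e-05). The large fold changes rest on enteroid values near 0, and limma on log2(TPM + 1) gave 2.94 for *CD2* and 3.61 for *CSF1R*. With each enteroid library left out in turn, the log2 fold change of *CD2* lay between 10.41 and 12.23. The spread in these fits comes only from the enteroids. From expression in the crypts of genes that gut epithelial cells do not express, the paper infers that a few lymphocytes and leukocytes were present in the crypt preparations.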

Since these genes are not expressed in gut epithelial cells, the expression profiles of these genes across the data sets suggested the presence of low numbers of lymphocytes/leukocytes in the crypt preparations. The expression of these genes was lost upon enteroid cultivation, as shown previously (Figures 5E and F; [49]).

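In the enteroids, the 16 immune-related transcripts kept between 0.0% and 9.46% of their TPM in the crypts (median 0.611%). *LCK* NM_001034334.1 and *BOLA-DOA* NM_001205920.1 had no estimated counts in any enteroid library, where 3 counts would correspond to 0.021 to 0.025 counts per 1000000 counts. *CD2* had 4 counts in P0, 1 in P3 and 0 in the others. *BOLA-DRA* went from 66794 counts in the crypts to 51 in P0, 18 in P1, 32 in P2, 69 in P3, 1 in P4 and 0 in P5. Other transcripts stayed above the floor at each passage. *BOLA-DMA* was at 2.05 ± 0.163 TPM (SD over the 6 passages, 1 library each), *BOLA-DMB* at 1.38 ± 0.293 TPM, *LCK* XM_010802403.2 at 0.313 ± 0.0453 TPM and *LAT* at 0.112 ± 0.0283 TPM, which was 7.62% of its level in the crypts. *CSF1R* was at 0.158 ± 0.0427 TPM, from 52 to 107 counts per library. Of the 9 transcripts with enough counts to test over the passages, none had an adjusted p-value under 0.05 in edgeR (lowest 0.74). For *BOLA-DMA* the log2 fold change of the crypts over the enteroids was 4.12 in the main fit and moved most, to 3.20, with limma on log2(TPM + 1). The paper concludes from the profiles in Figure 5E and F that expression of these genes was lost when the crypts were cultured as enteroids.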

Consistent with the proliferative activity of the crypt buds within the enteroid cultures, many of the enteroid-related clusters were enriched with genes involved in transcriptional regulation and the cell cycle (e.g. cluster 2, GO:RNA binding, *P* < 2.75 × 10^−160^; cluster 3, GO:Ribosomal subunit, *P* < 6.66 × 10^−122^; cluster 15, GO:Cell cycle, *P* < 5.99 × 10^−9^; Additional file 4). Cluster 16, in contrast, was enriched in genes encoding components of the cytoskeleton (GO:Cytoskeleton, *P* < 3.67 × 10^−7^; Additional file 4), whereas clusters 17 and 20 were enriched in mitochondrion-related genes (cluster 17, GO:Mitochondrion, *P* < 1.71 × 10^−7^; cluster 20, GO:Mitochondrial part, *P* < 5.02 × 10^−11^; Additional file 4). Comparison of the mean expression profiles of the genes within the enteroid-related clusters revealed that the expression level of the genes within them was not influenced by serial passage (Figure 5D). 

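Over the 127 clusters that were higher in every enteroid library than in the crypts, the mean TPM in P5 was 1.18 times that in P0 at the median. In 8 of them the mean changed at least 2-fold from P0 to P5, and in 16 the highest and lowest passages differed at least 2-fold. At the median cluster the highest passage was 1.39 times the lowest. The cluster of 1415 transcripts had a mean of 35.254 TPM in P0, 34.429 in P1, 40.555 in P2, 42.17 in P3, 42.973 in P4 and 41.643 in P5. The cluster of 726 transcripts had 261.353 TPM in P0, 246.237 in P1, 320.174 in P2, 339.548 in P3, 325.075 in P4 and 278.541 in P5. There is 1 library per passage, so a difference between passages has no replicate check. The number of clusters depended on the processing, from 224 in all to 471 when the crypts were left out. Of the latter, 272 were lower in the crypts than in every enteroid library. Their P5 to P0 ratio was 1.2 at the median, with 8 changing at least 2-fold. With transcripts of at least 1 TPM in at least 1 library, 1 of 95 such clusters changed at least 2-fold from P0 to P5. With at least 0.75 TPM, a filter chosen after seeing the data, 1 of 99 did. With an r of at least 0.98 the number was higher, 12 of 205. From the profiles of the enteroid-related clusters, the paper concludes that serial passage did not influence expression.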

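Of the 39274 transcripts with at least 10 estimated counts in at least 3 enteroid libraries, 3 had an adjusted p-value under 0.05 for a linear trend with passage, and all 3 fell. They are given by accession, since no table available pairs them with a gene name. Transcript XM_005207504.3 fell from 1.56 TPM in P0 to 0.209 TPM in P5, a change of -0.63 on the log2 scale per passage (standard error 0.04, adjusted p = 0.026 from edgeR). NM_174484.1 fell from 9.13 TPM in P0 to 1.22 in P1 and 0.00335 in P5, with a change of -2.99 per passage (standard error 0.19, adjusted p = 0.026). XM_005222080.3 fell from 6.28 to 2.07 TPM, with a change of -0.35 per passage (standard error 0.02, adjusted p = 0.026). Before adjustment, 3342 transcripts (8.5%) had a p-value under 0.05. With each enteroid library left out in turn the number with an adjusted p-value under 0.05 was 0, and DESeq2 moved it most, to 956 (450 rising and 506 falling). The fit has 1 library per passage and estimates its spread from the scatter around the trend (biological coefficient of variation 0.396). Counts were also simulated with each transcript's own spread, not the common 0.396. There the fit recovered 99% of 200 transcripts of high count changing by 1 on the log2 scale per passage. It recovered 77.5% of those changing by 0.4 and 0% of those changing by 0.2, which is 2-fold from P0 to P5. Only linear trends were simulated, so recovery of a change confined to the first passages was not tested. The paper takes the stable profiles as evidence that the transcriptome was preserved in long-term culture.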

This provided additional evidence that the overall transcriptome of the enteroids remained similar during the long-term culture period. 

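Additional file 5 lists 176 rows of stress-related transcripts with their expression ratios over the passages. Of these, 116 could be matched to 1 transcript with values for all passages, and in 98 rows, for 97 transcripts, the listed ratio of P1 to P0 equalled the ratio of the TPM values within 1%. Of these transcripts, 85 had at least 1 TPM in P0. Their ratio of P5 to P0 was 1.08 at the median, and 90.8% of all their ratios to P0 lay within 1.5-fold. At some passage 5 of the 85 differed at least 2-fold from P0. *VIM* (NM_173969.3) was at 38.2 TPM in P0, 6.2 in P1, 0.465 in P2, 0.971 in P3, 0.656 in P4 and 0.585 in P5. *PPARG* (NM_181024.2) rose from 1.4 TPM in P0 to 7.07 in P2 and was at 6.38 TPM in P5. One transcript of *EPHX2* (XM_005210301.3) fell from 1.56 to 0.424 TPM, and *MYO1A* (NM_174395.3) was at 7.97 TPM in P2 against 2.77 to 3.84 TPM in the other passages. XM_005219336.3, read as *ERCC3*, fell from 1.52 to 0.869 TPM. Its number lies between those of XM_005219335.2 and XM_005219337.2, both read as *ERCC1*, so its symbol may be misread. Another transcript read as *ERCC3* (NM_001045988.1) was at 15.0 TPM in P0 and 16.9 TPM in P5. These ratios have no replicates. In the linear trend over the 6 enteroid libraries, 0 of the 97 transcripts had an adjusted p-value under 0.05 in edgeR (lowest 0.19), and for *VIM* the change was -1.27 on the log2 scale per passage (standard error 0.25, adjusted p = 0.29). With DESeq2 in place of edgeR, 4 of the 97 passed, and with a minimum of 0.1 TPM in P0, 8 of 97 differed at least 2-fold from P0. From the ratios in Additional file 5, the paper reports no significant evidence that passage modulated the stress-related genes.

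**Figure D3:**
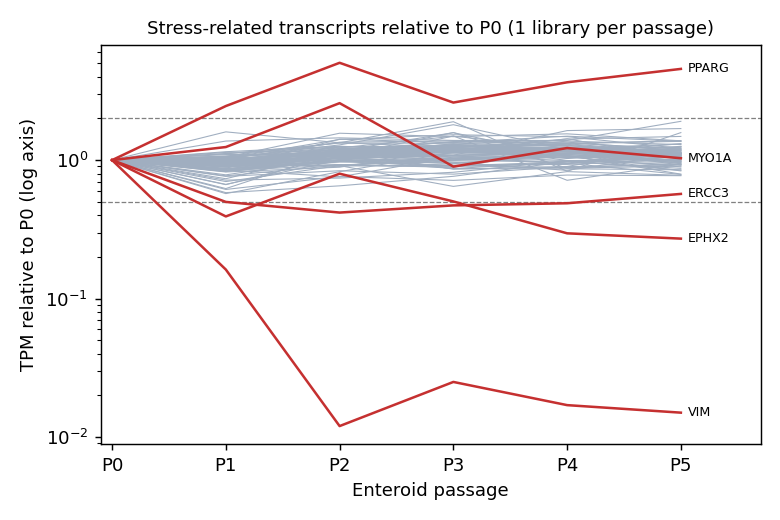
TPM relative to P0 (vertical axis, log scale) at each enteroid passage (horizontal axis) for the 85 stress-related transcripts with at least 1 TPM in P0, 1 library per passage and no error bars. Each line is a transcript, red where it differs at least 2-fold from P0 at some passage (dashed lines mark 2-fold), and most lines stay near 1 while *VIM* falls to 0.0153 and *PPARG* rises to 4.56 in P5.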

Further scrutiny of the enteroid data sets indicated that there was no significant evidence of modulation of the expression level of a range of stress-related genes [13] during the subsequent rounds of passage (Additional file 5).

### Expression of gut epithelial cell sub-population specific genes in bovine enteroid cultures

Little is known of the transcriptomes of the major differentiated cell populations within the bovine intestine, and few cell-specific markers have been identified. mRNA-seq analyses of hundreds of single cells derived from murine crypts and enteroids have been used to characterise the transcriptomes of the distinct cell populations found within the small intestinal epithelium [16–18]. These analyses have helped to identify novel cell markers even for rarer cell types such as enteroendocrine cells [16]. We therefore used the murine intestinal cell lineage-specific gene sets reported in the study by Grün et al. [16], to help gain further insights into the cellular composition of the bovine enteroids. Where annotated homologous bovine genes could be identified in our mRNA-seq data sets, their expression levels in isolated bovine small intestinal crypts and enteroids were compared.

The enteroid bud structures contain intestinal stem cells that continuously differentiate into all the distinct epithelial cell lineages [1, 13]. Our analyses confirmed abundant expression of the intestinal stem cell-related genes *BMI1*, *HOPX*, *LGR5*, *LTRIG1*, *OLFM4* and *MKI67* in mRNA prepared from our bovine enteroid cultures (Figure 6A). 

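Of the genes shown in Figure 6A to H, 13 of 51 had a transcript that could be named, all from the list of cluster 1. In Figure 6B these were *DMBT1*, *OAT* and *REG3G*. *DMBT1* (XM_015460778.1) was at 884.7 TPM in the crypts and 53.4 ± 21.3 TPM in the enteroids (SD over the 6 passages, 1 library each), a log2 fold change of 4.41 (standard error 0.49, adjusted p = 0.00067 from edgeR). *OAT* (NM_001034240.1) kept the largest share of its level in the crypts of all the genes named, 34.8%, at 118.7 TPM in the crypts and 41.3 ± 2.68 TPM in the enteroids. *REG3G* (NM_001024534.3) was at 2364 TPM in the crypts and 1.42, 0.88, 1.51, 16.0, 3.51 and 2.27 TPM in P0 to P5, which is 0.18% of the level in the crypts on average. All 3 stayed above the smallest level the depth can show, with at least 80 counts in every enteroid library. Leaving out each enteroid library in turn moved the log2 fold change of *REG3G*, 9.59 in the main fit, over 9.39 to 10.72. From the expression of these and the other genes in Figure 6B, the paper infers that transit-amplifying cells and enterocyte precursors were present.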

Genes indicative of the presence of transit-amplifying cells, early enterocyte precursor cells and late enterocyte precursor cells were also expressed (Figure 6B). 

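The enterocyte-related genes that could be named were low in the enteroids and measurable in the crypts. *APOA1* (NM_174242.3) was at 190.1 TPM in the crypts and 1.34 ± 0.989 TPM in the enteroids (SD over the 6 passages, 1 library each), a log2 fold change of 7.54 (standard error 0.67, adjusted p = 0.0003 from edgeR). *APOC3* (NM_001001175.2) was at 34.33 TPM in the crypts and 0.308 ± 0.0745 TPM in the enteroids, from 13 to 28 counts per library. The 2 listed transcripts of *APOA4* were at 10.32 TPM (NM_001037480.1) and 14.46 TPM (XM_015474619.1) in the crypts and at 0.194 TPM or less in every enteroid library. *PRAP1* (XM_005225715.3) went from 14.01 TPM to 1.89 ± 0.403 TPM. None of these transcripts could be compared with *VIL1*, which is not in the readable part of the list. For *APOA4* XM_015474619.1 the difference depended on the tool, with an adjusted p of 0.0038 in edgeR and 0.13 in DESeq2 (log2 fold changes 8.86 and 8.93). From the low values of the enterocyte-related genes other than *VIL1* in Figure 6C, the paper leaves open whether the species or the culture accounts for them.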

However, although abundant expression of enterocyte-related *VIL1* (encoding villin) was observed in crypts and enteroids (consistent with our IHC analysis; Figure 3C), the expression of a range of other enterocyte-related genes was low or absent (Figure 6C). Whether these differences are due to species-specific differences between bovine and murine enterocytes, or are a consequence of the effects of in vitro cultivation are uncertain.

**Figure 6:**
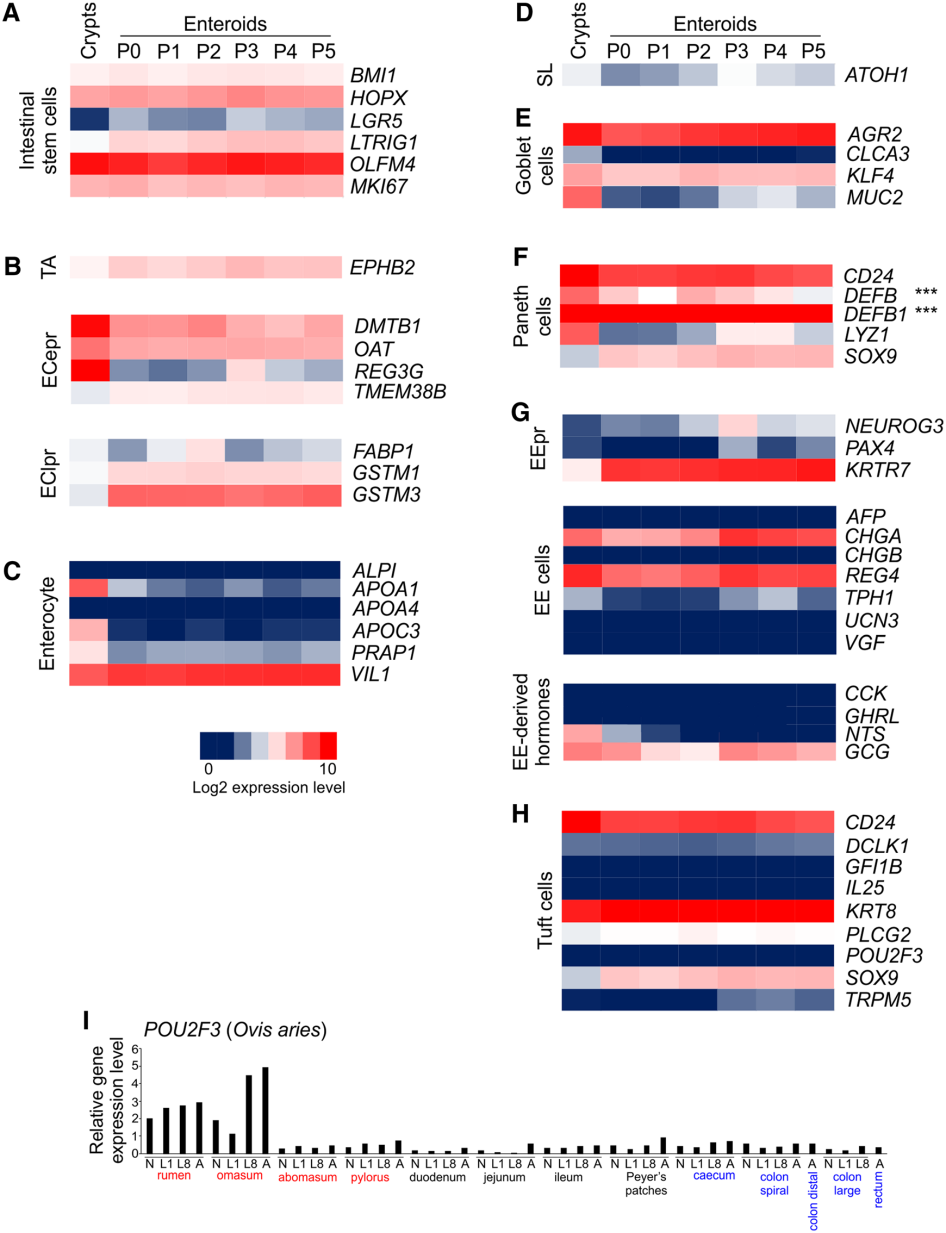
**Expression of intestinal epithelial cell lineage-specific genes in bovine small intestinal crypts and enteroids. A**–**H** Heat maps showing the relative expression levels (log_2_ transcripts/million reads, TPM) of cell lineage-specific genes: **A** intestinal stem cell; **B** transit-amplifying (TA) cells, early enterocyte precursor (ECepr) cells, late enterocyte precursor (EClpr) cells; **C** enterocytes; **D** SL, secretory lineage; **E** goblet cells; **F** Paneth cells; **G** enteroendocrine precursor (EEpr) cells, enteroendocrine (EE) cells, enteroendocrine cell derived hormones; **H** tuft cells. P, enteroid passage number; ***α-defensin genes are not represented in the bovine genome. **I** Expression of *POU2F3* in mRNA-seq data sets derived from distinct regions of the sheep gastrointestinal tract [59]. N, neonate; L1, 1 week old lamb; L8, 8 week old lamb; A, adult.

In mice and humans expression of the transcription factor ATOH1 is required for the differentiation of epithelial progenitor cells into secretory lineages including goblet cells, Paneth cells, enteroendocrine cells and tuft cells [50, 51]. The bovine homologue of *ATOH1* was also expressed in the crypt and enteroid data sets (Figure 6D). In addition to this, the subsequent expression of KLF4 is required for goblet cell maturation [52]. 

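*MUC2* (XM_015461559.1) was at 152.6 TPM in the crypts and at 0.635 TPM in P0, 0.484 in P1, 0.931 in P2, 4.02 in P3, 5.42 in P4 and 2.52 in P5, from 160 to 1561 estimated counts per enteroid library (no replicates). The log2 fold change of the crypts over the enteroids was 6.51 (standard error 0.9, adjusted p = 0.0016 from edgeR). Its rise over the passages was 0.64 on the log2 scale per passage (standard error 0.19), with an adjusted p of 0.46 in edgeR and of 0.008 in DESeq2. The listed transcript of *KLF4* (NM_001105385.1) was at 8.592 TPM in the crypts and 0.165 ± 0.233 TPM in the enteroids (SD over the 6 passages, 1 library each), with 186 counts in P0 and between 0 and 63 in the later passages. *CLCA3* (NM_181018.2), also shown in Figure 6E, went from 2.11 TPM to 0.187 ± 0.068 TPM. No transcript of *AGR2* could be named. From expression of these genes in the enteroids the paper reasons to goblet cells.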

The expression of *KLF4*, *AGR2* and *MUC2* (encoding mucin 2) in the enteroid data sets implied presence of mucin-secreting goblet cells in these cultures (Figure 6E).

Murine studies show that expression of the transcription factor SOX9 is important for Paneth cell maturation [53, 54]. Paneth cells within the base of murine and human intestinal crypts release antimicrobial products such as lysozyme which help to prevent bacterial translocation across the gut epithelium to protect the crypts from bacterial infection [6]. 

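*CD24* (XM_002690126.3) was at 1815 TPM in the crypts and 306 ± 64.9 TPM in the enteroids (SD over the 6 passages, 1 library each), a log2 fold change of 2.98 (standard error 0.28, adjusted p = 0.00037 from edgeR). *LYZ1* (NM_001077829.1) was at 181.5 TPM in the crypts. In the enteroids it was at 0.891 TPM in P0, 0.956 in P1, 2.13 in P2, 11.5 in P3, 11.6 in P4 and 3.73 in P5, from 136 to 1564 counts per library, so it was detected at every passage. Its change over the passages was 0.75 on the log2 scale per passage (standard error 0.28, adjusted p = 0.54 from edgeR). DESeq2 moved the adjusted p to 0.014, for a change of 0.76. Lysozyme genes form a multigene family in which Kallisto divides shared reads, so the value of this transcript is uncertain. No transcript of *SOX9* could be named. The paper takes expression of these genes in crypts and enteroids as a sign that Paneth cells were present.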

The expression of *SOX9*, *CD24* and *LYZ1* in the crypt and enteroids suggested the presence of Paneth cells (Figure 6F). Murine Paneth cells also express α-defensins which have selective antimicrobial activity against pathogenic bacteria [4]. 

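In the readable part of the list of cluster 1, 6 transcripts of 5 β-defensin genes appear. Each was higher in the crypts than in every enteroid library, as is every transcript of that list. *DEFB7* (NM_001102362.2) was at 58.96 TPM in the crypts and at 1.54 TPM in P0, 0.0948 in P1, 0.204 in P2 and 0.614 in P3, with no estimated counts in P4 and P5 (no replicates). The 2 transcripts of *DEFB5* were at 22.97 TPM (XM_005225939.2) and 2.592 TPM (NM_001130761.1) in the crypts and had 5 counts or fewer in every enteroid library. *DEFB4A* (NM_174775.1) went from 11.86 TPM to 0.0712 ± 0.0355 TPM (SD over the 6 passages, 1 library each), from 1 to 4 counts per library. *DEFB132* (XM_005214972.3) was at 1.851 TPM in the crypts and 0.0643 ± 0.0274 TPM in the enteroids. *DEFB10* (NM_001115084.1) had 14 counts in the crypts and 0 in the enteroids, and its difference was not past the threshold (log2 fold change 7.14, adjusted p = 0.08 from edgeR), while the other 5 transcripts had adjusted p-values of 0.0057 or less. Counts this low leave little precision in the enteroids, and reads shared within the family are divided by Kallisto. *DEFB1* and the other β-defensin genes could not be named. The paper infers from β-defensin expression in both kinds of data set that these peptides may take the place of α-defensins in cattle.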

Although the bovine genome does not contain α-defensin genes to our knowledge, a range of β-defensin genes (e.g. *DEFB*, *DEFB1*) were expressed in the crypt and enteroid data sets implying that they may play a similar role in the bovine intestine.

Enteroendocrine cells are a heterogeneous population of cells that help to control metabolism through the secretion of distinct hormones [16, 55–57]. The maturation of enteroendocrine cells in mice is dependent upon the expression of neurogenin 3 [58], and the expression of *NEUROG3* in the enteroid cultures implied the presence of enteroendocrine precursor cells (Figure 6G). Furthermore, abundant expression of the enteroendocrine cell-related genes *CHGA* (encoding chromogranulin A) and *REG4* was also detected. Individual enteroendocrine cells differ in the range of hormones they express. Analysis of genes encoding several enteroendocrine cell-derived hormones revealed specific expression of glucagon (*GCG*) in the bovine crypts and enteroids. Expression of neurotensin (*NTS*) was detected in the crypts which was lost upon enteroid cultivation suggesting that the culture conditions were unable to support the differentiation of neurotensin-secreting enteroendocrine cells.

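*NTS* (NM_173945.4) was at 44.87 TPM in the crypts, from 6253 estimated counts. In the enteroids it was at 2.28 TPM in P0 (324 counts), 0.438 in P1 (63 counts), 0.0472 in P2 (7 counts), 0.105 in P3 (13 counts), 0.135 in P4 (17 counts) and 0.078 in P5 (10 counts), with no replicates. From P2 on it had 17 counts or fewer per library, near the lowest the depth can show. The log2 fold change of the crypts over the enteroids was 6.79 (standard error 1.46, adjusted p = 0.0098 from edgeR). With each enteroid library left out in turn, that log2 fold change lay between 6.54 and 8.49. Over the passages the change was -0.96 on the log2 scale per passage (standard error 0.23). It lay between -1.11 and -0.57 with each library left out. Its adjusted p was 0.37 in edgeR and 0.036 in DESeq2, the alternative that moved the adjusted p most. From expression in the crypts and its loss in the enteroids, the paper proposes that the culture conditions did not allow neurotensin-secreting cells to form.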

Tuft cells are a rare epithelial cell population which help initiate type 2 mucosal immunity to helminth parasites through secretion of interleukin (IL)-25 [20]. In mice the differentiation of tuft cells is dependent upon expression of the transcription factor POU2F3 [20]. However, the crypt and enteroid cultures lacked detectable expression of *POU2F3* and other tuft cell-related genes including *DCLK1*, *GFI1B*, *IL25* and *TRPM5* [20] suggesting little if any representation of these cells (Figure 6H). The density of tuft cells is very low in the intestinal epithelium in the steady-state, but their abundance significantly increases upon helminth infection. These cells are similarly rare in the epithelium of murine enteroids, but expand upon stimulation with IL-4 and/or IL-13 [20]. Whether tuft cells can be also be induced in bovine enteroids remains to be determined. Differences between ruminant and monogastric species in the representation of these cells in the ileum also cannot be excluded. A comparison of *POU2F3* expression in mRNA-seq data derived from distinct regions of the sheep gastrointestinal tract [59] shows relatively high expression of this gene in the rumen and omasum, but little if any expression throughout the small and large intestines (Figure 6I).

## Discussion

Here we describe a simple and reliable procedure to establish in vitro enteroid cultures from bovine small intestinal (ileal) crypts. Furthermore, we show that these enteroid cultures can be successfully maintained long-term through multiple serial passages with little influence on their growth characteristics, morphology or transcriptome. The ability to serially cultivate and expand these enteroid cultures has important ethical implications as they reduce the reliance upon tissues from multiple donor calves to establish additional batches of enteroids for individual sets of experiments. We also demonstrate that it is possible to cryopreserve these bovine enteroids and recover viable cultures from frozen stocks after resuscitation, as has been shown in other host species [39, 43, 60]. Thus large numbers of enteroids could be prepared and expanded from the intestine of a single calf and then cryopreserved for future use in many independent studies.

Substantial progress has been made in the identification of genes and markers that can identify specific murine and human intestinal cell lineages. Unfortunately the limited availability of useful IHC reagents such monoclonal or polyclonal antibodies with specificity to bovine cells has hindered the identification of similar markers in the bovine intestine. However, independent research groups have shown how detailed mRNA-seq analyses of the transcriptomes of individual enteroid cells and cell lineages in the murine intestine, can help identify novel epithelial cell markers [16–18]. Gene expression analyses of our bovine enteroid cultures indicated that they comprised a mixed population of intestinal epithelial cell lineages including intestinal stem cells, enterocytes, Paneth cells, goblet cells and enteroendocrine cells.

Enteroid cultures have been shown to have useful practical application in the study of the signalling pathways which modulate the differentiation and maintenance of distinct epithelial cell lineages in the murine intestine including Lgr5^+^ intestinal stem cells [6, 61], tuft cells [20] and antigen-sampling M cells [3, 19, 21, 22]. The 3D nature of the enteroids with a layer of epithelial cells surrounding a central, closed, lumen has also been shown to be an effective system in which to model mucosal permeability [62] and the interactions of mucosally-acquired pathogenic bacteria [24], viruses [25] and protozoa [26] with the gut epithelium. Our data suggest that these 3D bovine enteroid cultures represent a novel, physiologically-relevant and tractable in vitro system in which epithelial cell differentiation and function, and host–pathogen interactions in the bovine small intestine can be studied.

## Additional files

**Additional file 1.** **Video projection showing Z axis-projection of an enteroid whole-mount stained to detect cell nuclei.** Video projection showing Z axis-projection of an enteroid whole-mount stained to detect cell nuclei. DAPI, blue.

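For each transcript in the network, this table gives the gene symbol, the transcript's accession, its description, the number of its partners in the graph (connections) and its cluster. The full table has 22031 rows, of which 1997, all of cluster 1, could be read here. Without a filter on low values, 43478 transcripts had at least 1 partner at r of at least 0.99 over the 7 libraries, and the listed transcripts had a median of 4.019 times the listed number of connections. With only transcripts of at least 0.75 TPM in at least 1 library, 22030 had a partner, and 1980 of the 1997 listed transcripts (99.1%) had exactly the listed number of connections. This filter was picked after seeing the data, out of 21 filters compared on this column, because it matched. The next best of the 21 matched 0.0%. The lowest value that a listed transcript reached in its highest library was 0.7517 TPM.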

**Additional file 2.** **Details of the genes found in each co-expression cluster derived from the mRNA-seq analysis data.** Table providing details of the genes found in each co-expression cluster in the network graph derived from the mRNA-seq analysis data.

**Additional file 3.** **Mean expression profiles of the genes in each of the largest 50 co-expression clusters.** Individual mean expression profiles of the genes in each of the largest 50 co-expression clusters derived from the network graph. The *x* axis shows the samples ordered as follows: C, isolated intestinal crypts; P0, freshly prepared enteroids; P1, passage 1 enteroids, etc. The *y* axis shows the mean expression intensity (transcripts/million reads, TPM) for the cluster.

**Additional file 4.** **Representative GO term enrichment annotations for the genes in the largest 50 co-expression clusters.** Table listing the representative GO term enrichment annotations for the genes in the largest 50 co-expression clusters derived from the network graph.

**Additional file 5.** **Comparison of stress-related gene expression in bovine enteroid cultures.** Table comparing the relative expression level of a range of stress-related genes [13] in the enteroid cultures during serial subsequent rounds of passage. 

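Each row of this table gives a transcript of a stress-related gene and 5 ratios of its expression, headed P1 to P5 and described as relative to P0. For the 97 transcripts whose first ratio equalled the ratio of the TPM values of P1 and P0 within 1%, the 388 ratios listed for P2 to P5 were compared with the TPM values. Of these, 377 equalled the ratio of a passage to the passage before it, and 20 equalled the ratio to P0, some being equal to both. For 86 of the 97 transcripts all 4 later ratios equalled the ratio to the passage before, and for 0 all 4 equalled the ratio to P0. For *VIM* (NM_173969.3), the ratio listed for P5 is 0.893 in the paper's table, while P5 was at 0.585 TPM, P4 at 0.656 TPM and P0 at 38.2 TPM (no replicates), which gives a ratio of 0.893 to P4 and of 0.0153 to P0.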

P0, freshly prepared enteroids; P1, passage 1 enteroids, etc.

## Abbreviations

EGF: epidermal growth factor
EMT: epithelial–mesenchymal transition
GO: gene ontology
IHC: immunohistochemistry
LGR5: leucine-rich repeat-containing G protein-coupled receptor 5
MAP: mitogen-activated protein
RANK: cytokine receptor activator of NF-κB
RANKL: receptor activator of NF-κB ligand
REG4: regenerating islet-derived family member 4
TEM: transmission electron microscopy
TGF: transforming growth factor
TPM: transcripts/million reads

# Supplementary material for: Development of in vitro enteroids derived from bovine small intestinal crypts
**Source:** Vet Res. 2018 Jul 3;49:54. doi: 10.1186/s13567-018-0547-5

*Cluster0001 (2339 nodes)*

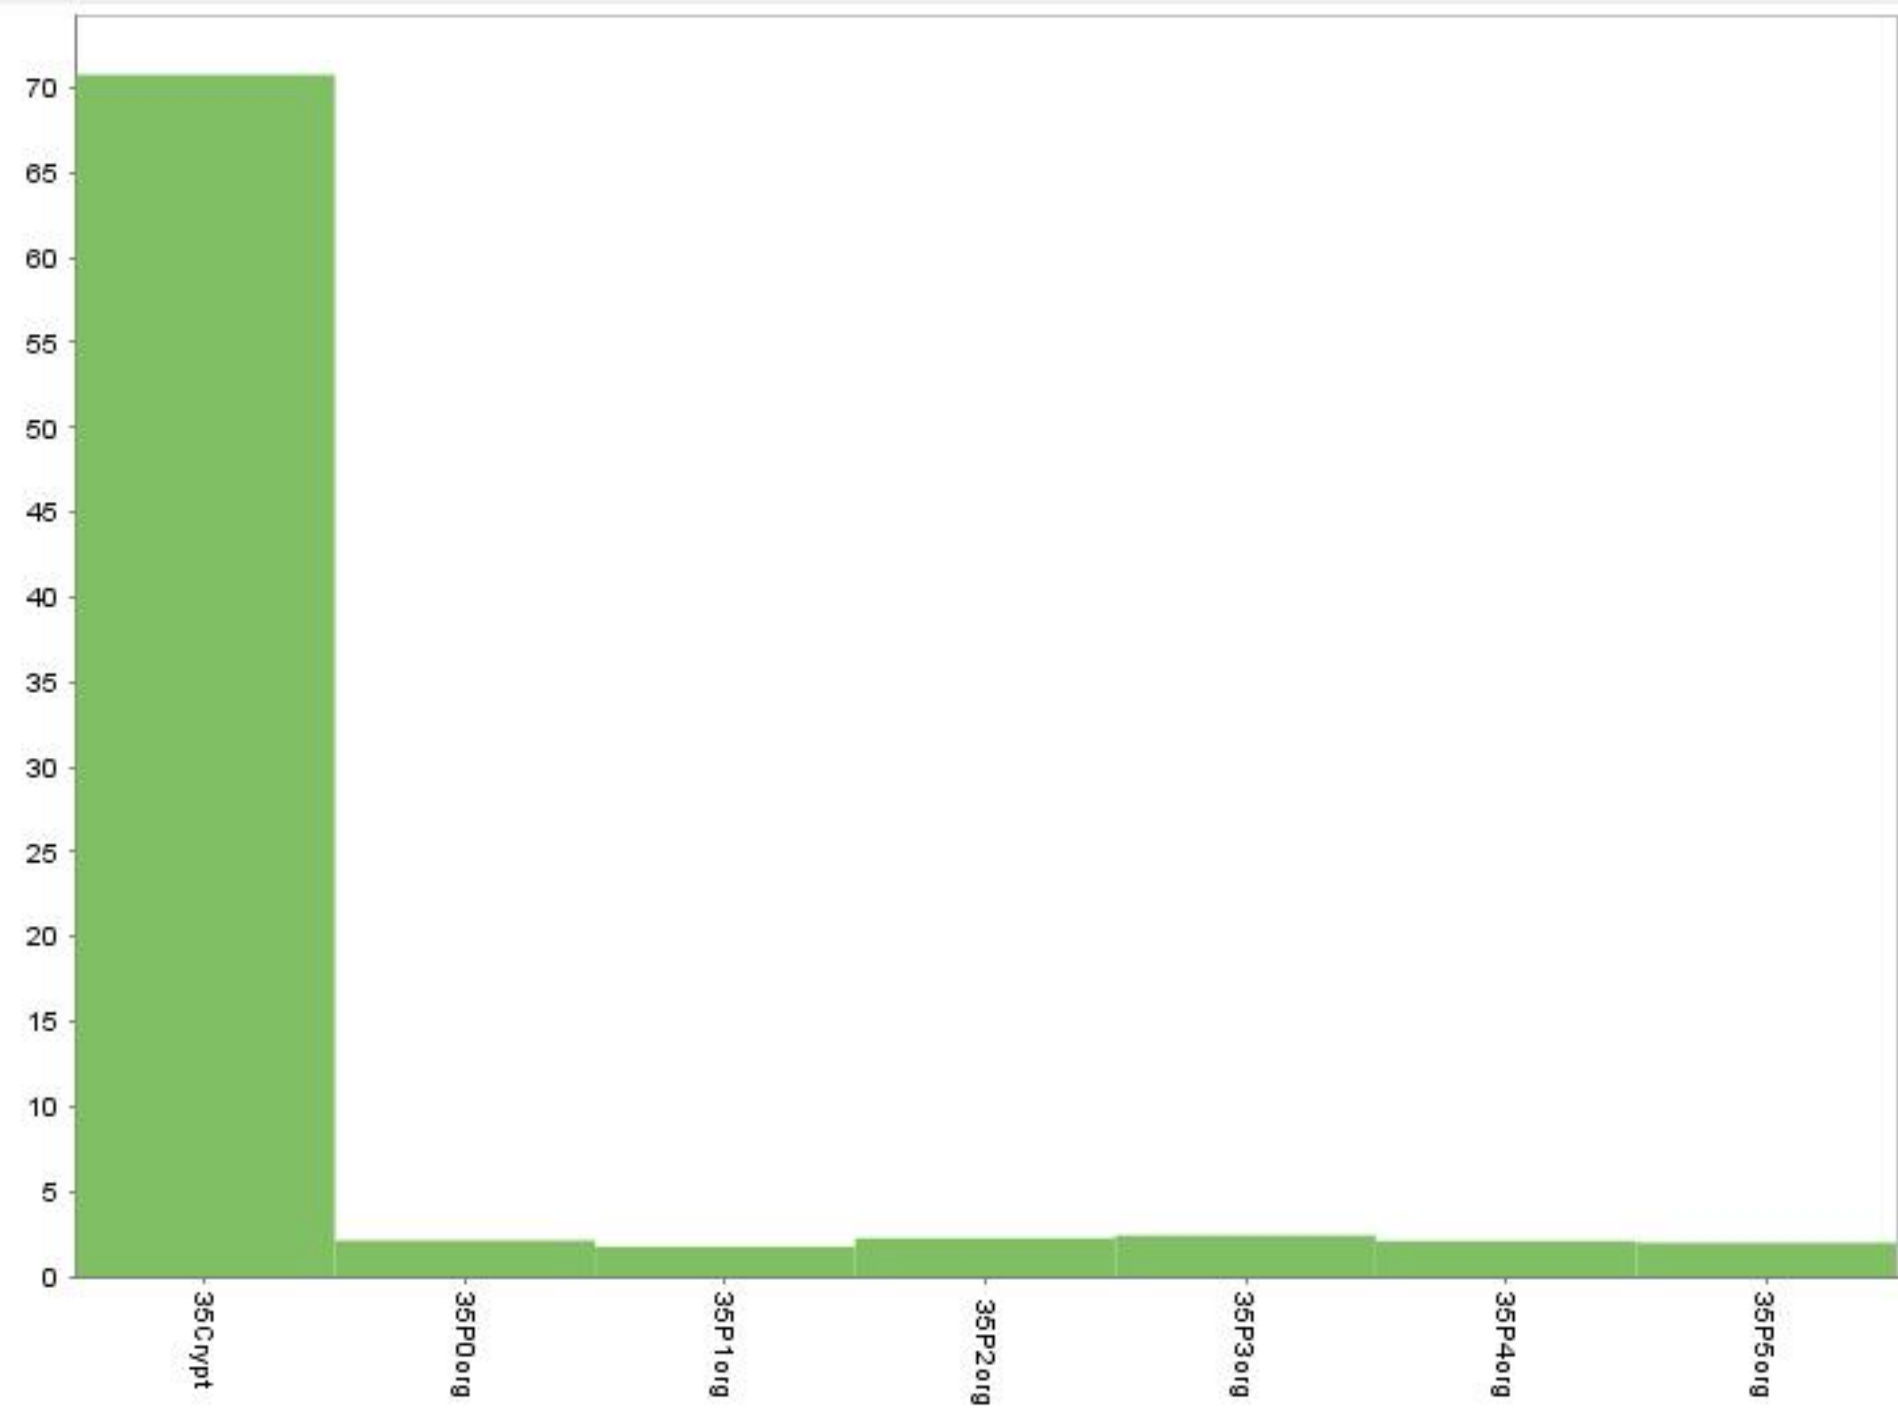

*Cluster0002 (1404 nodes)*

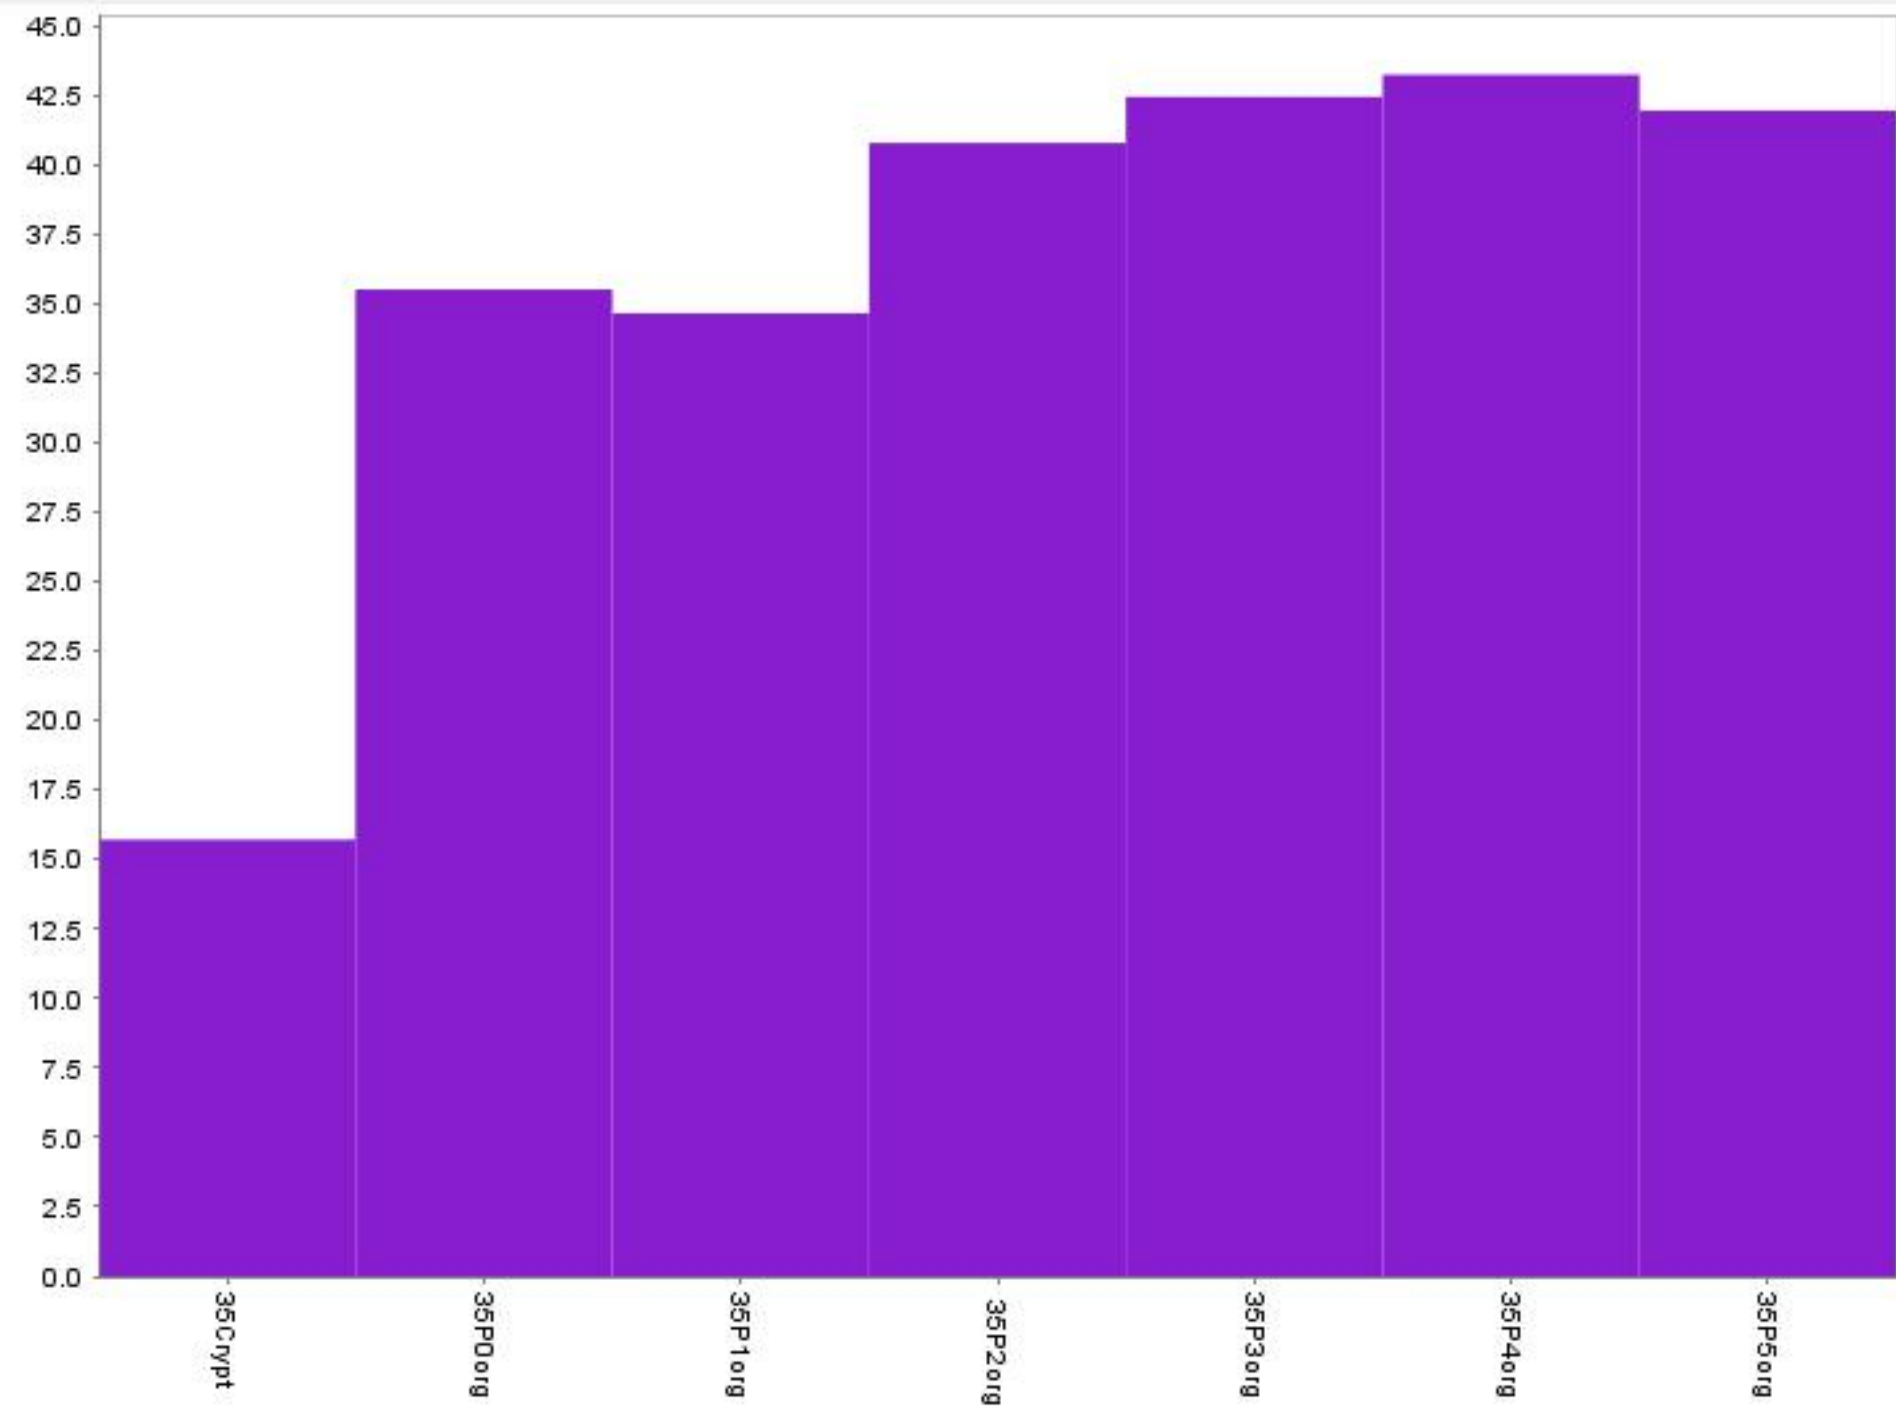

*Cluster0003 (778 nodes)*

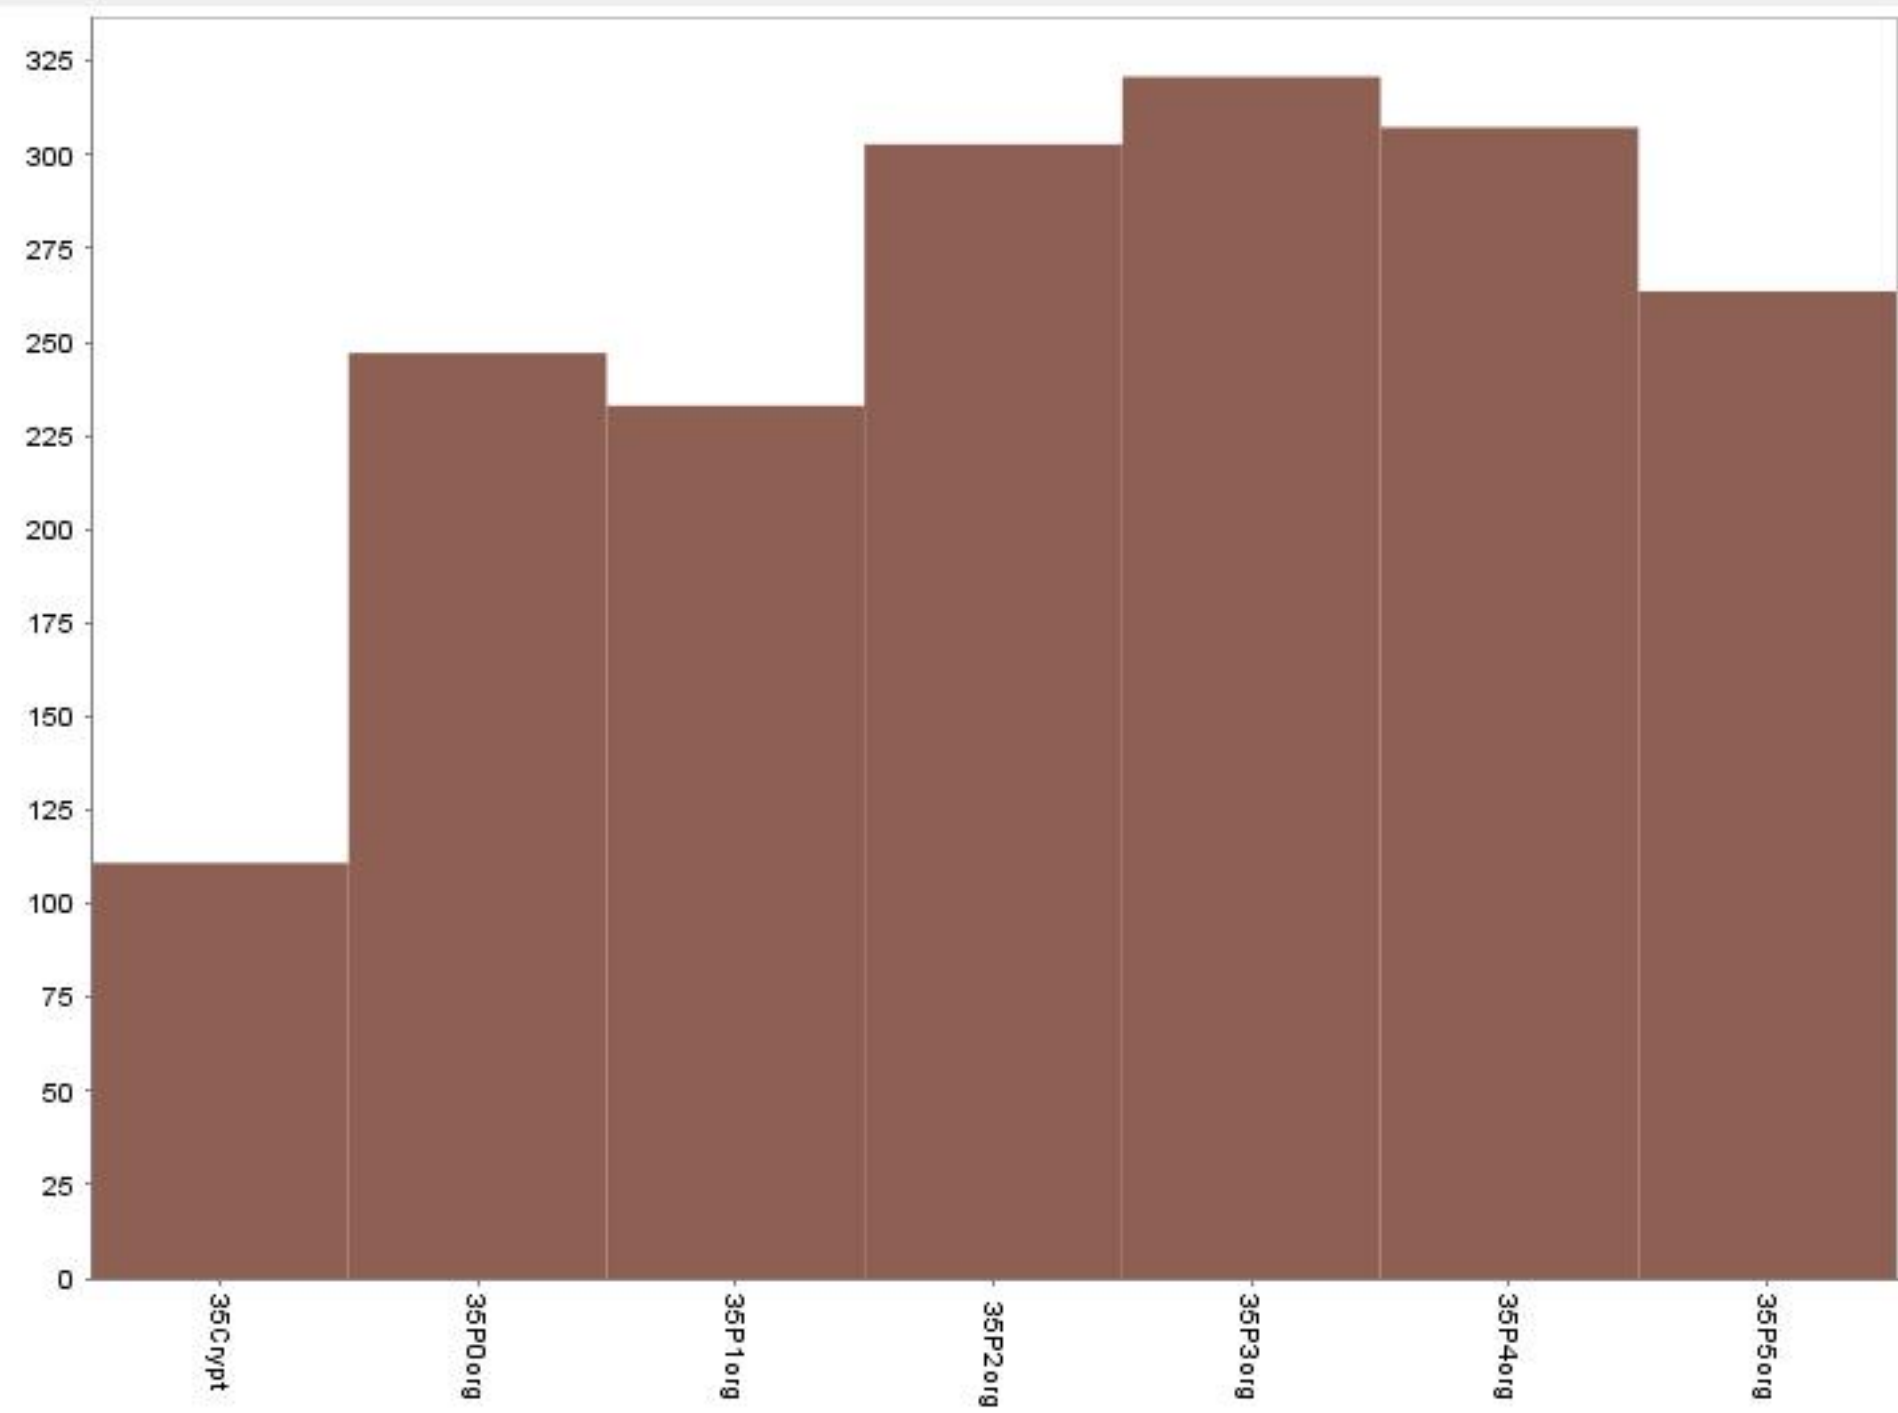

*Cluster0004 (251 nodes)*

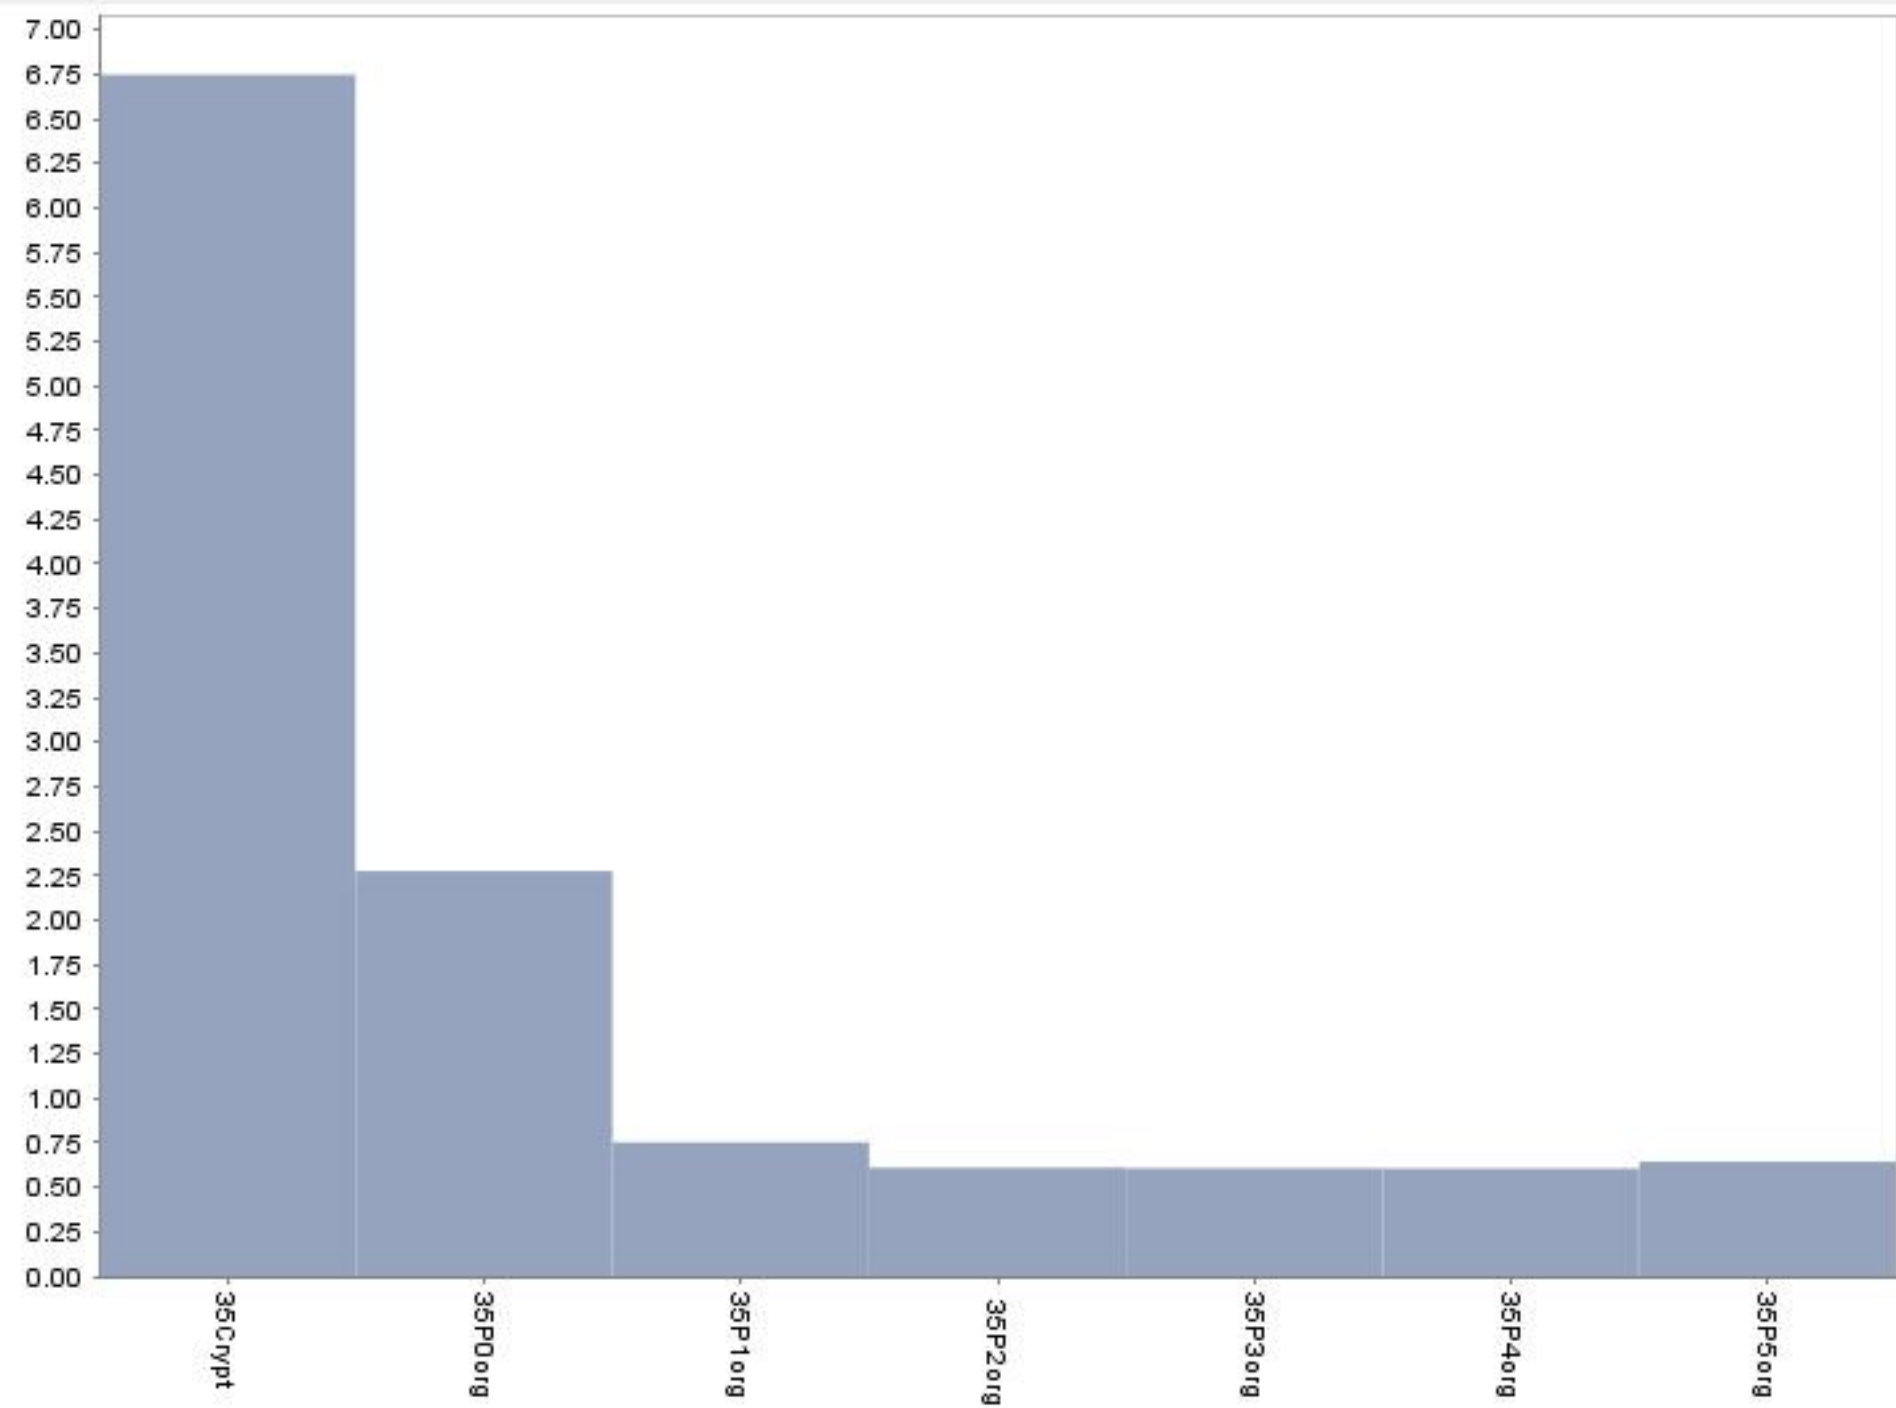

*Cluster0005 (196 nodes)*

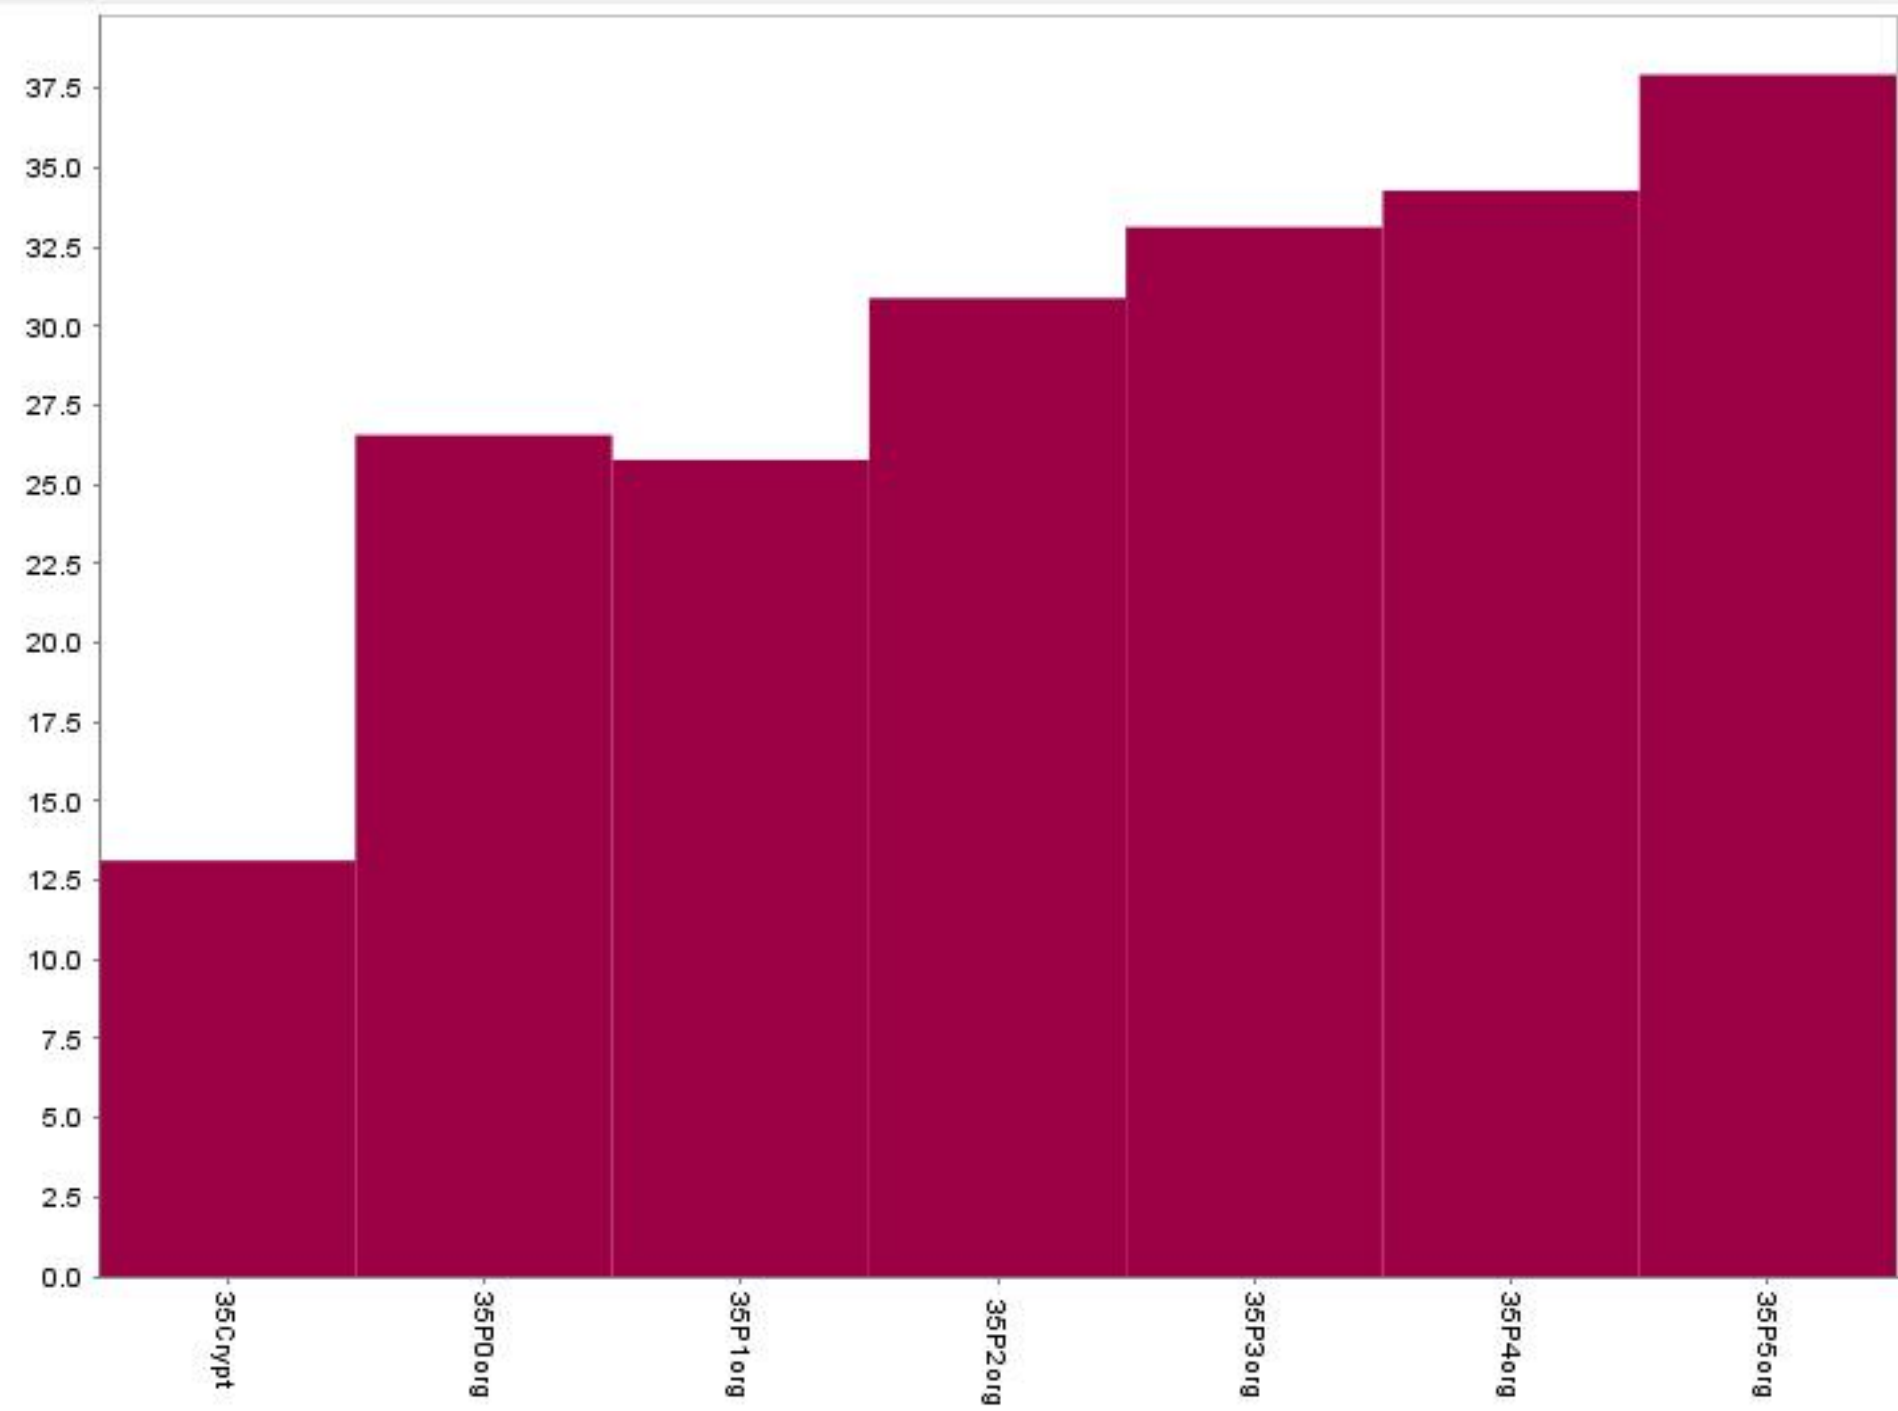

*Cluster0006 (145 nodes)*

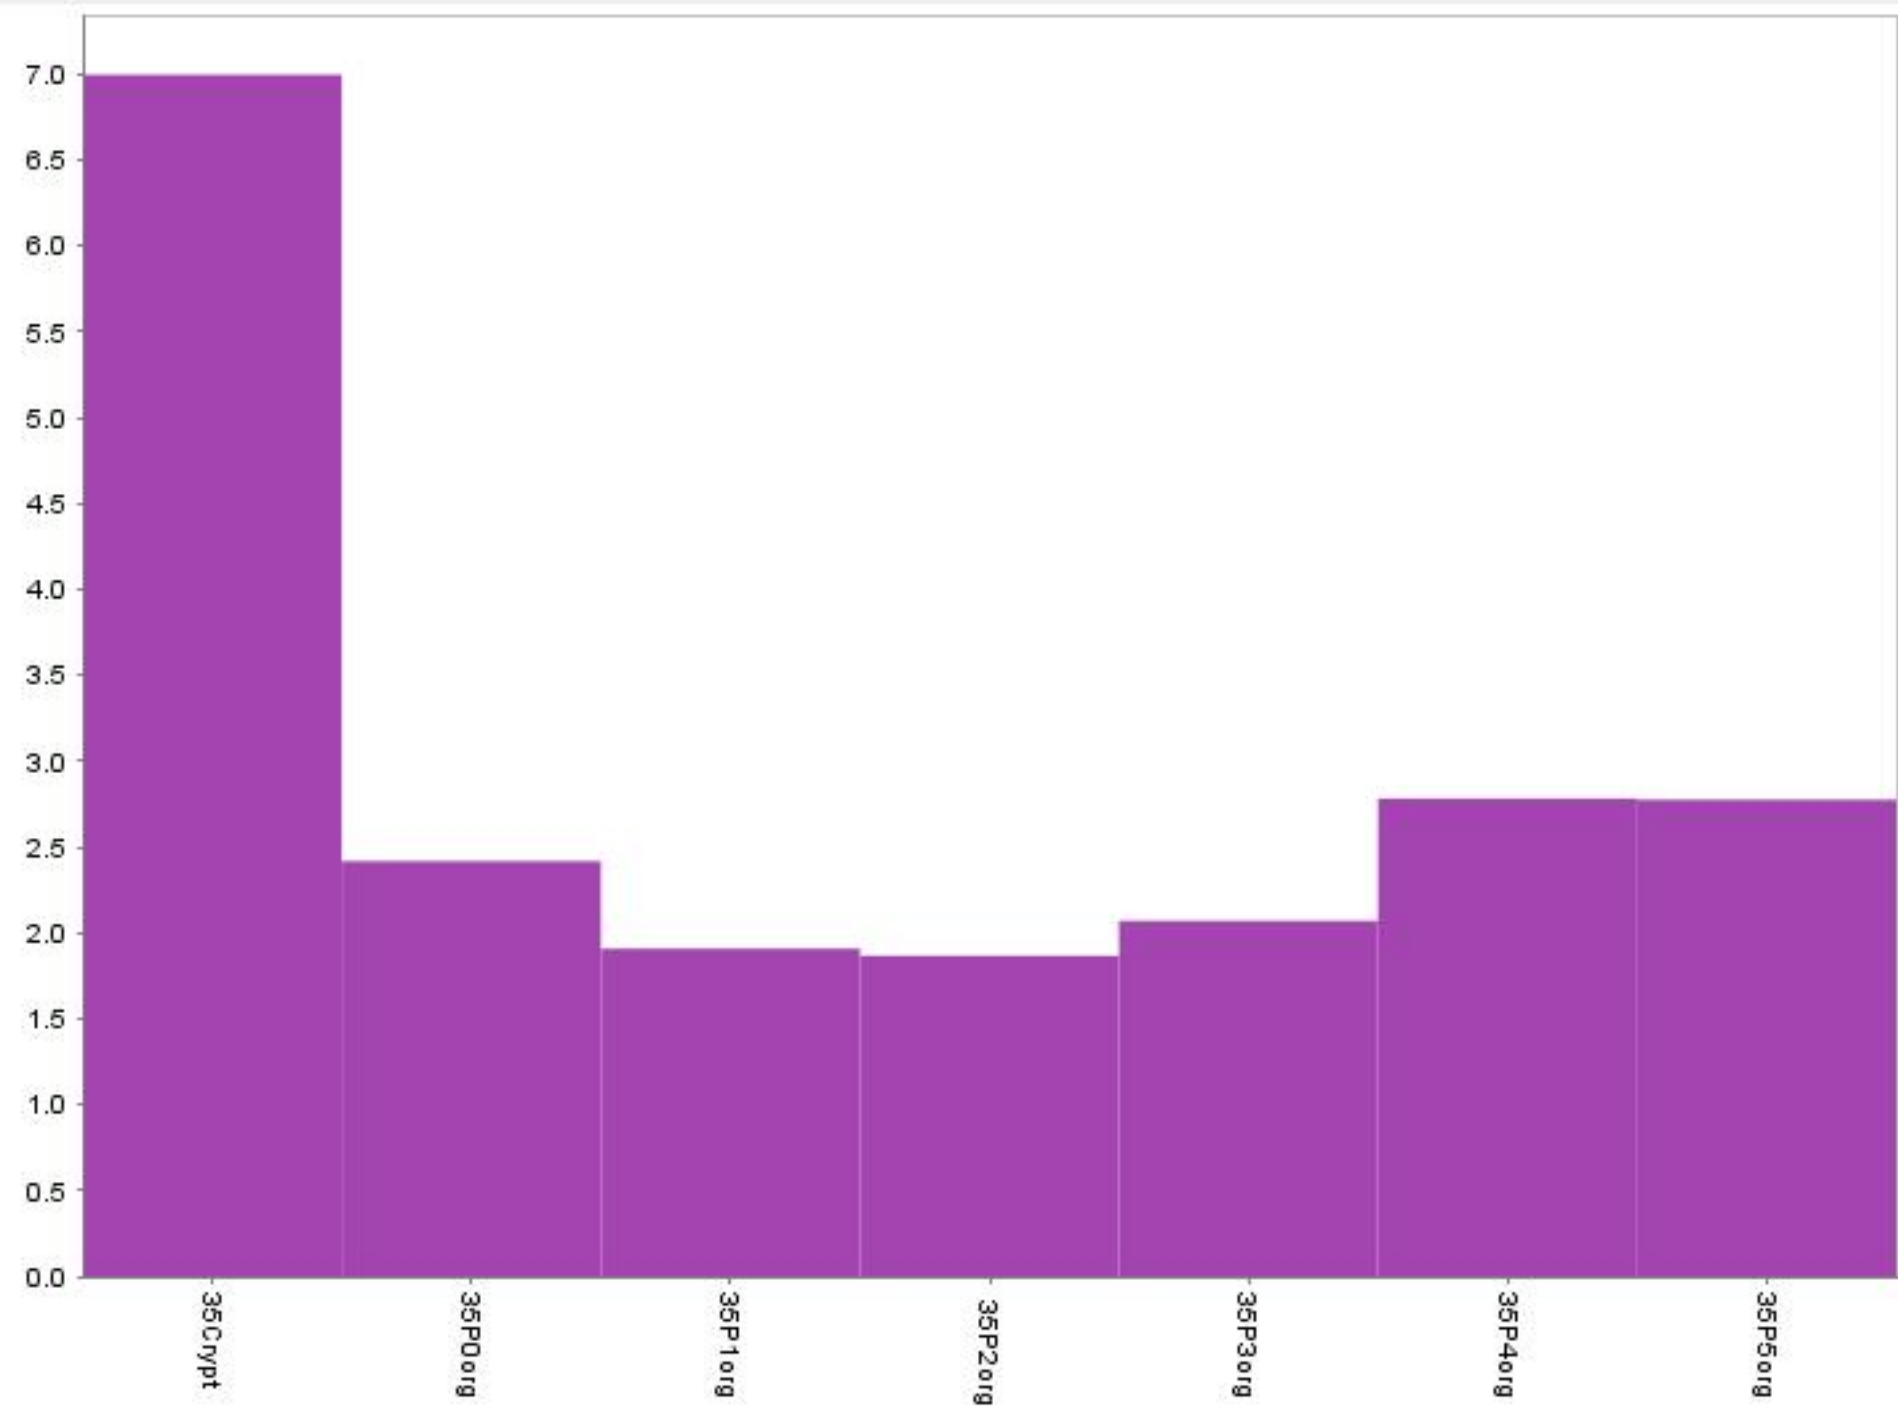

*Cluster0007 (90 nodes)*

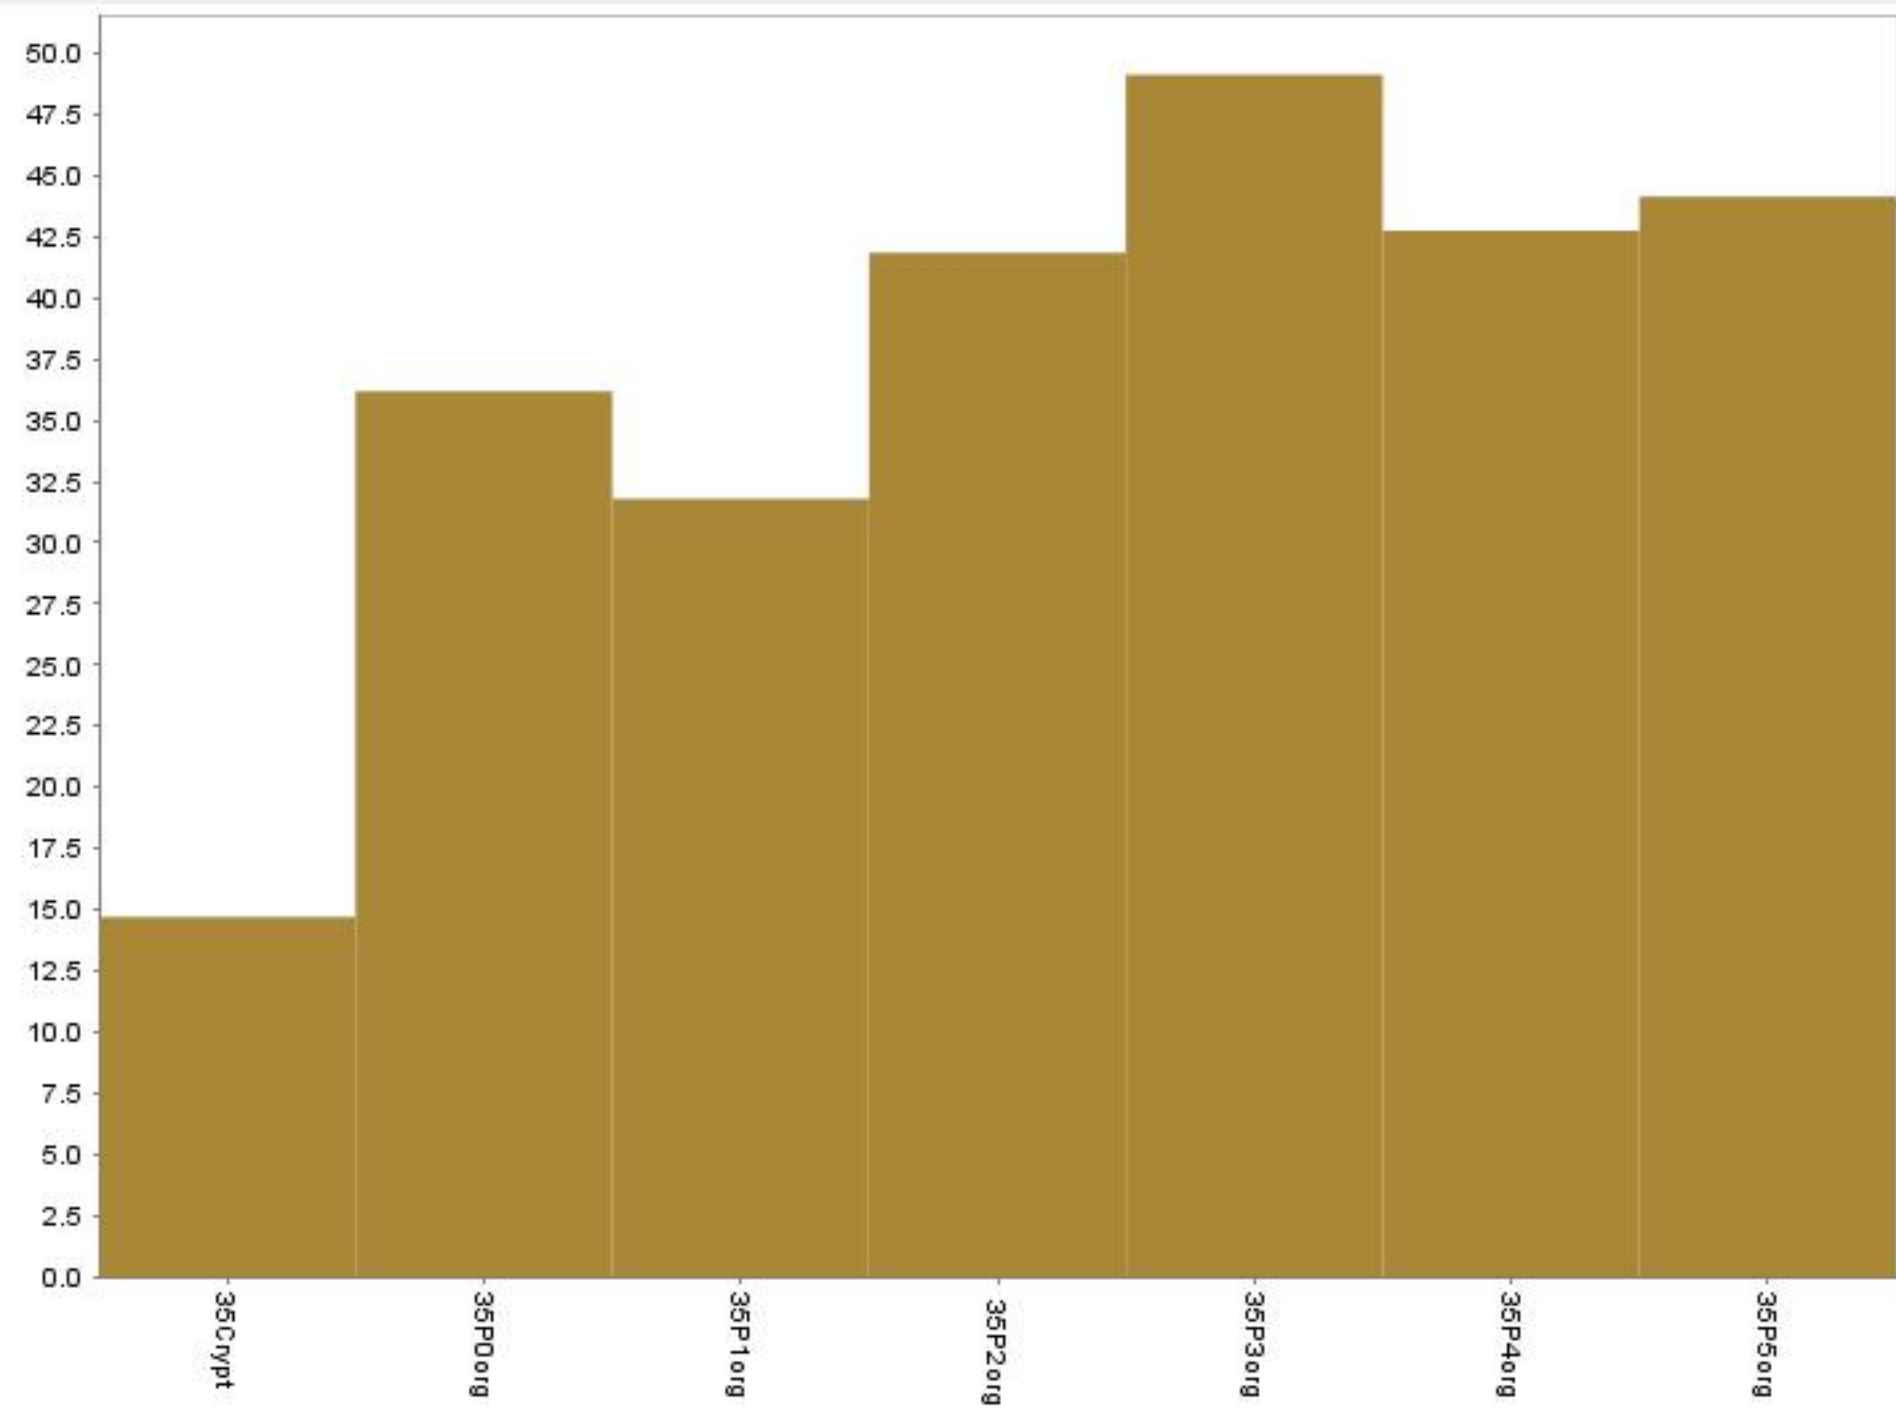

*Cluster0008 (72 nodes)*

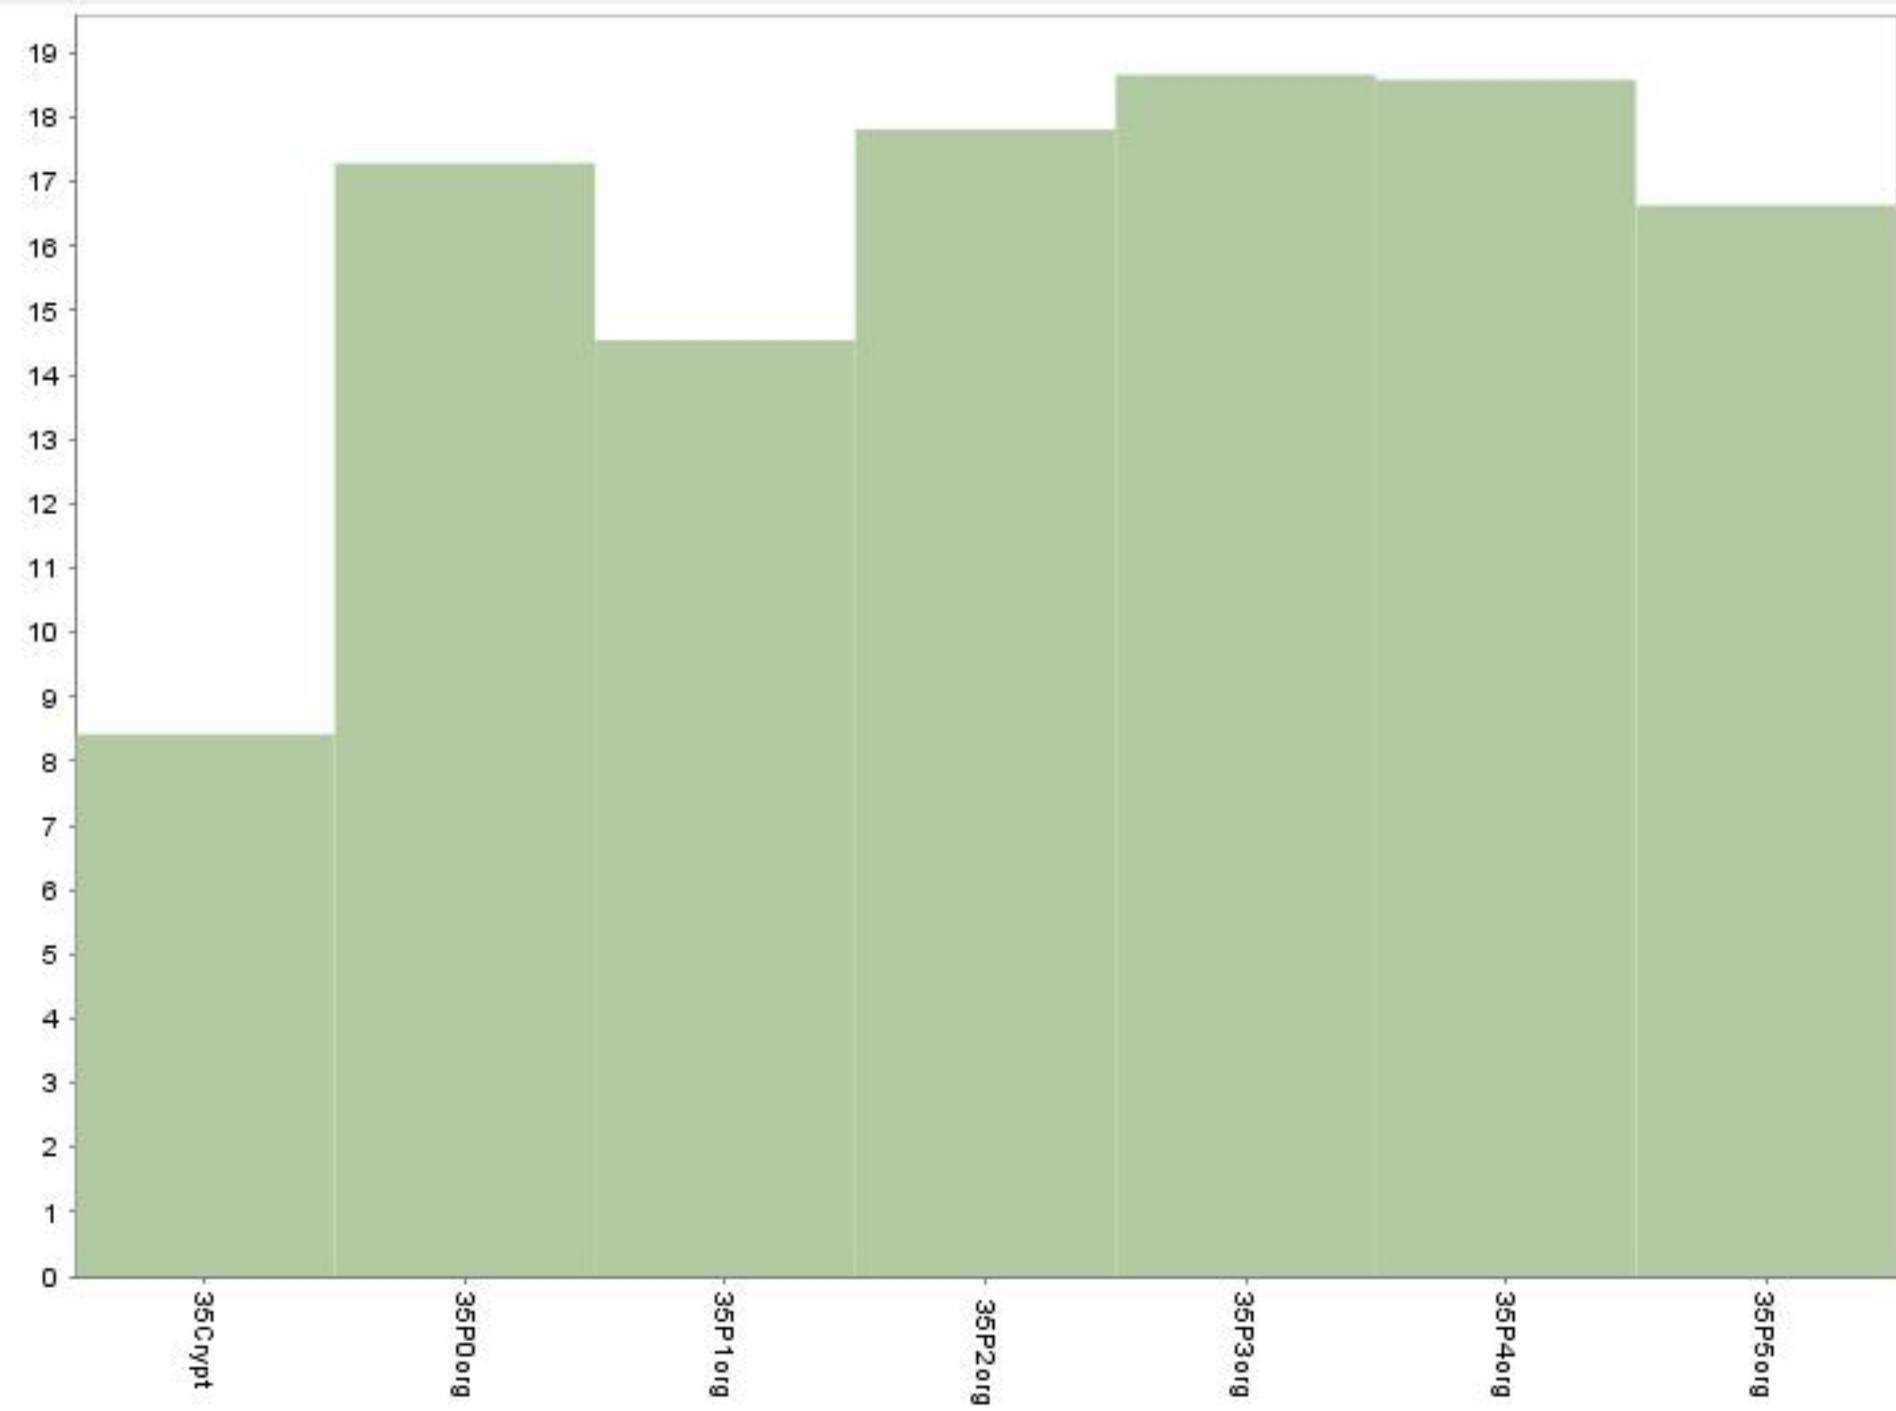

*Cluster0009 (69 nodes)*

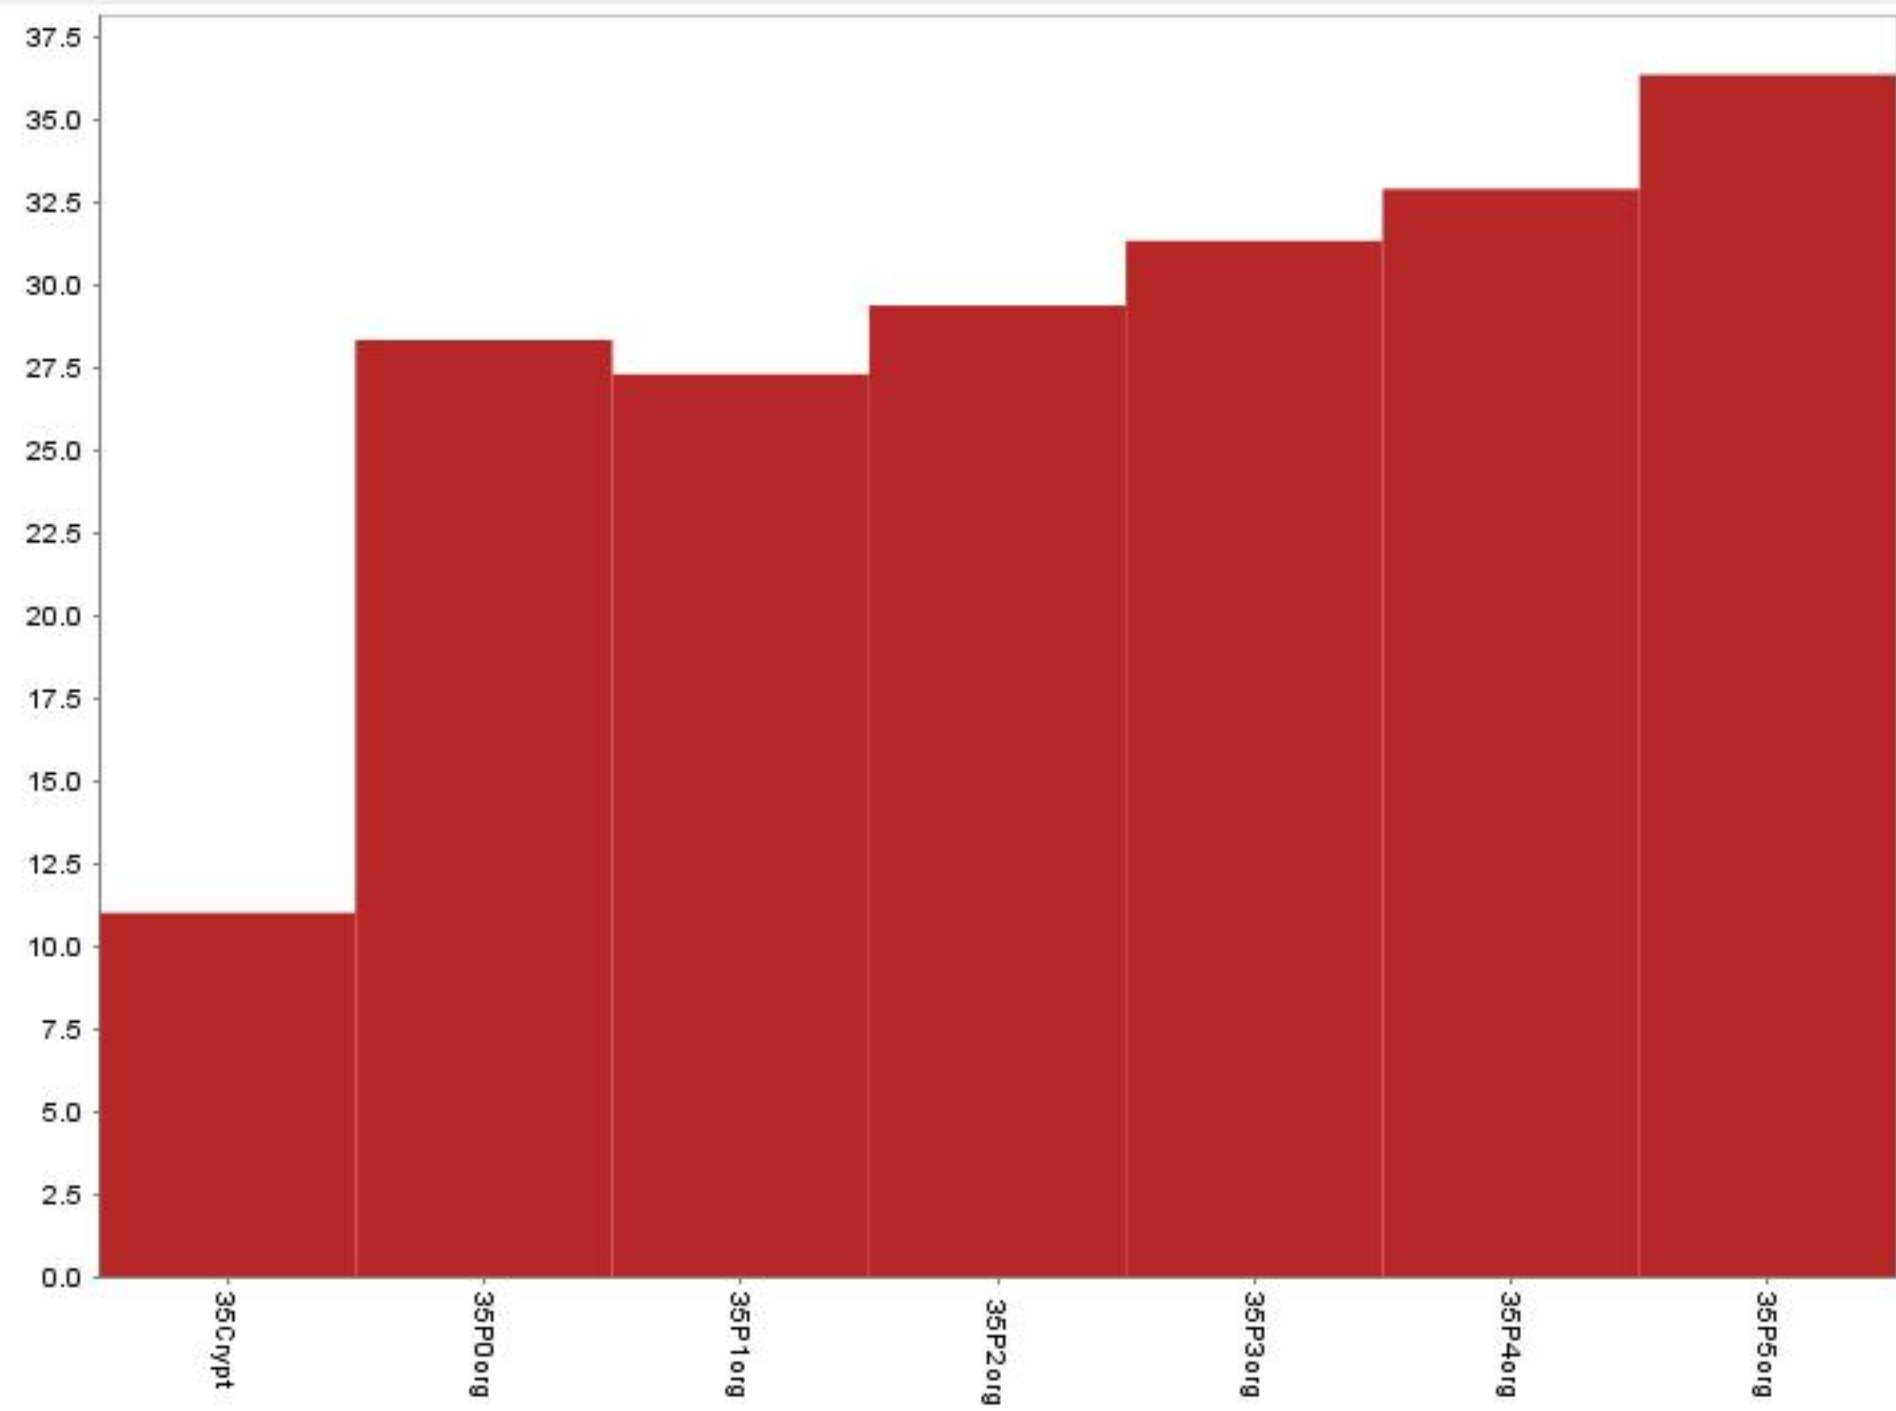

*Cluster0010 (61 nodes)*

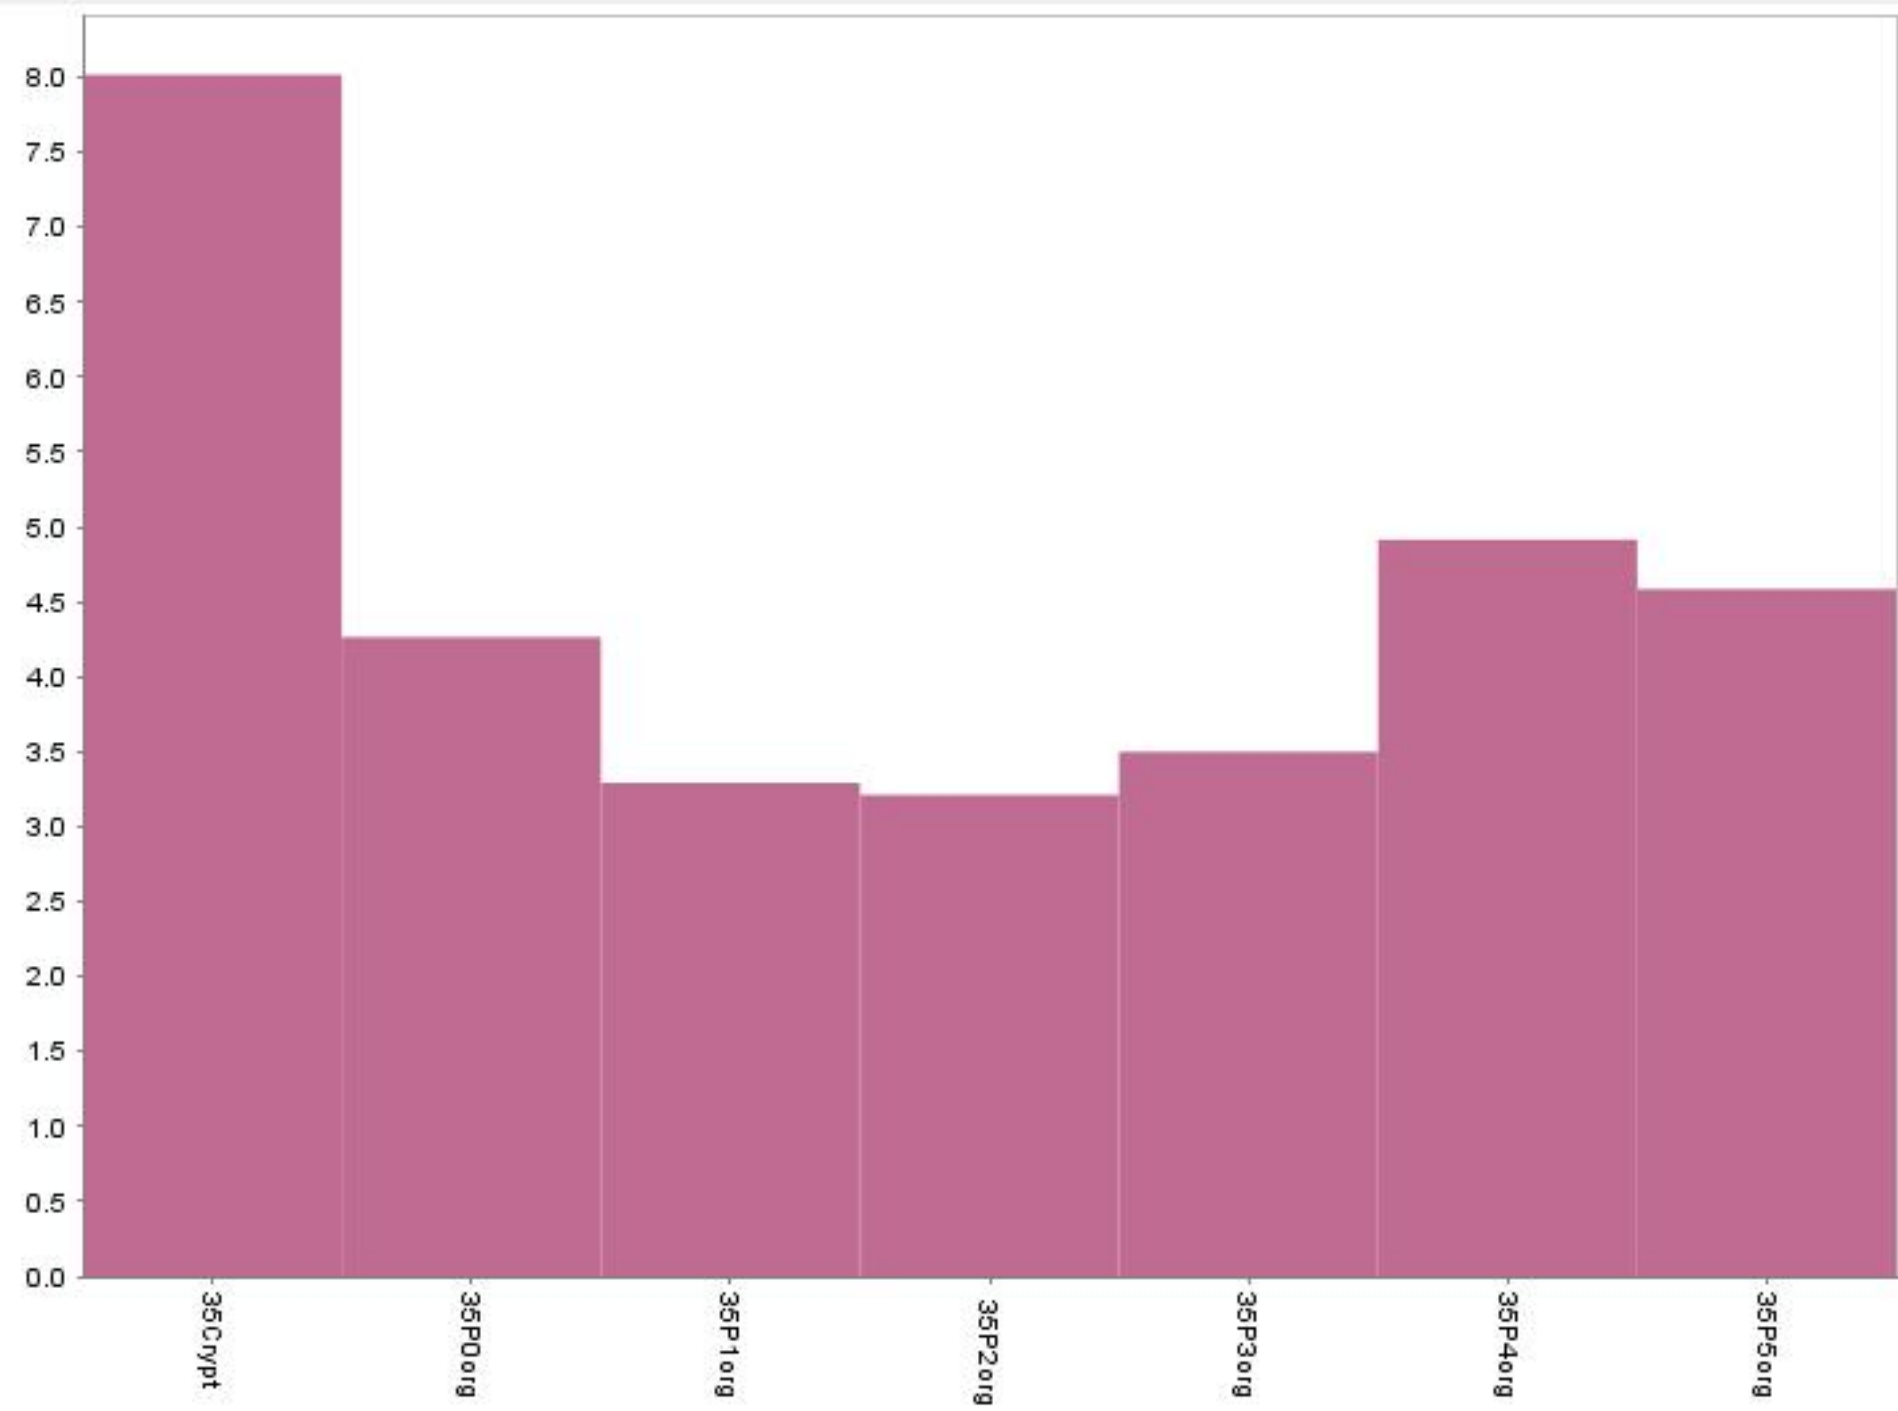

*Cluster0011 (60 nodes)*

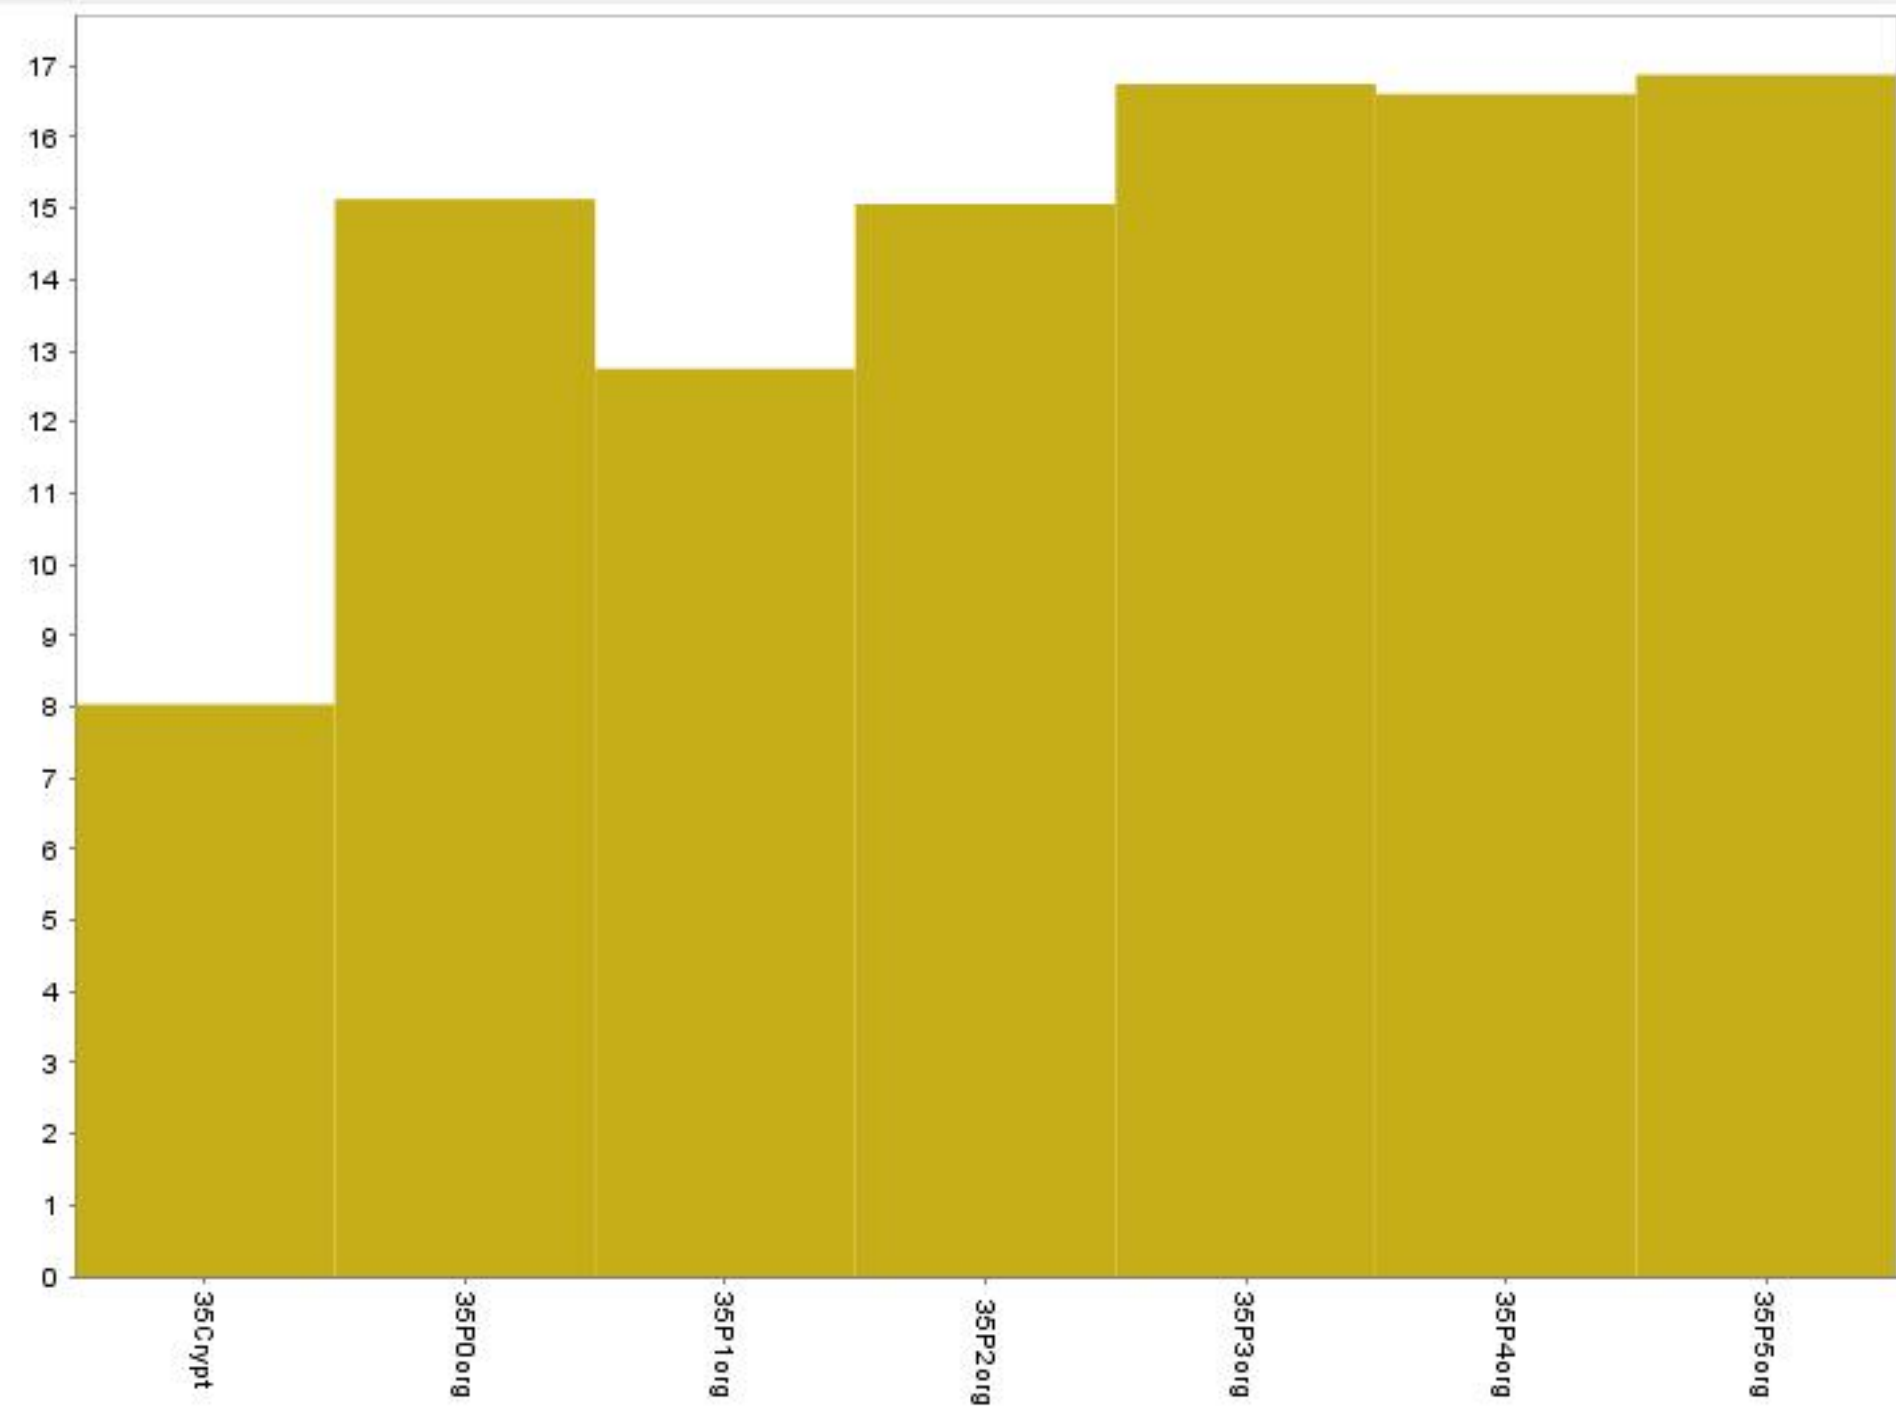

*Cluster0012 (59 nodes)*

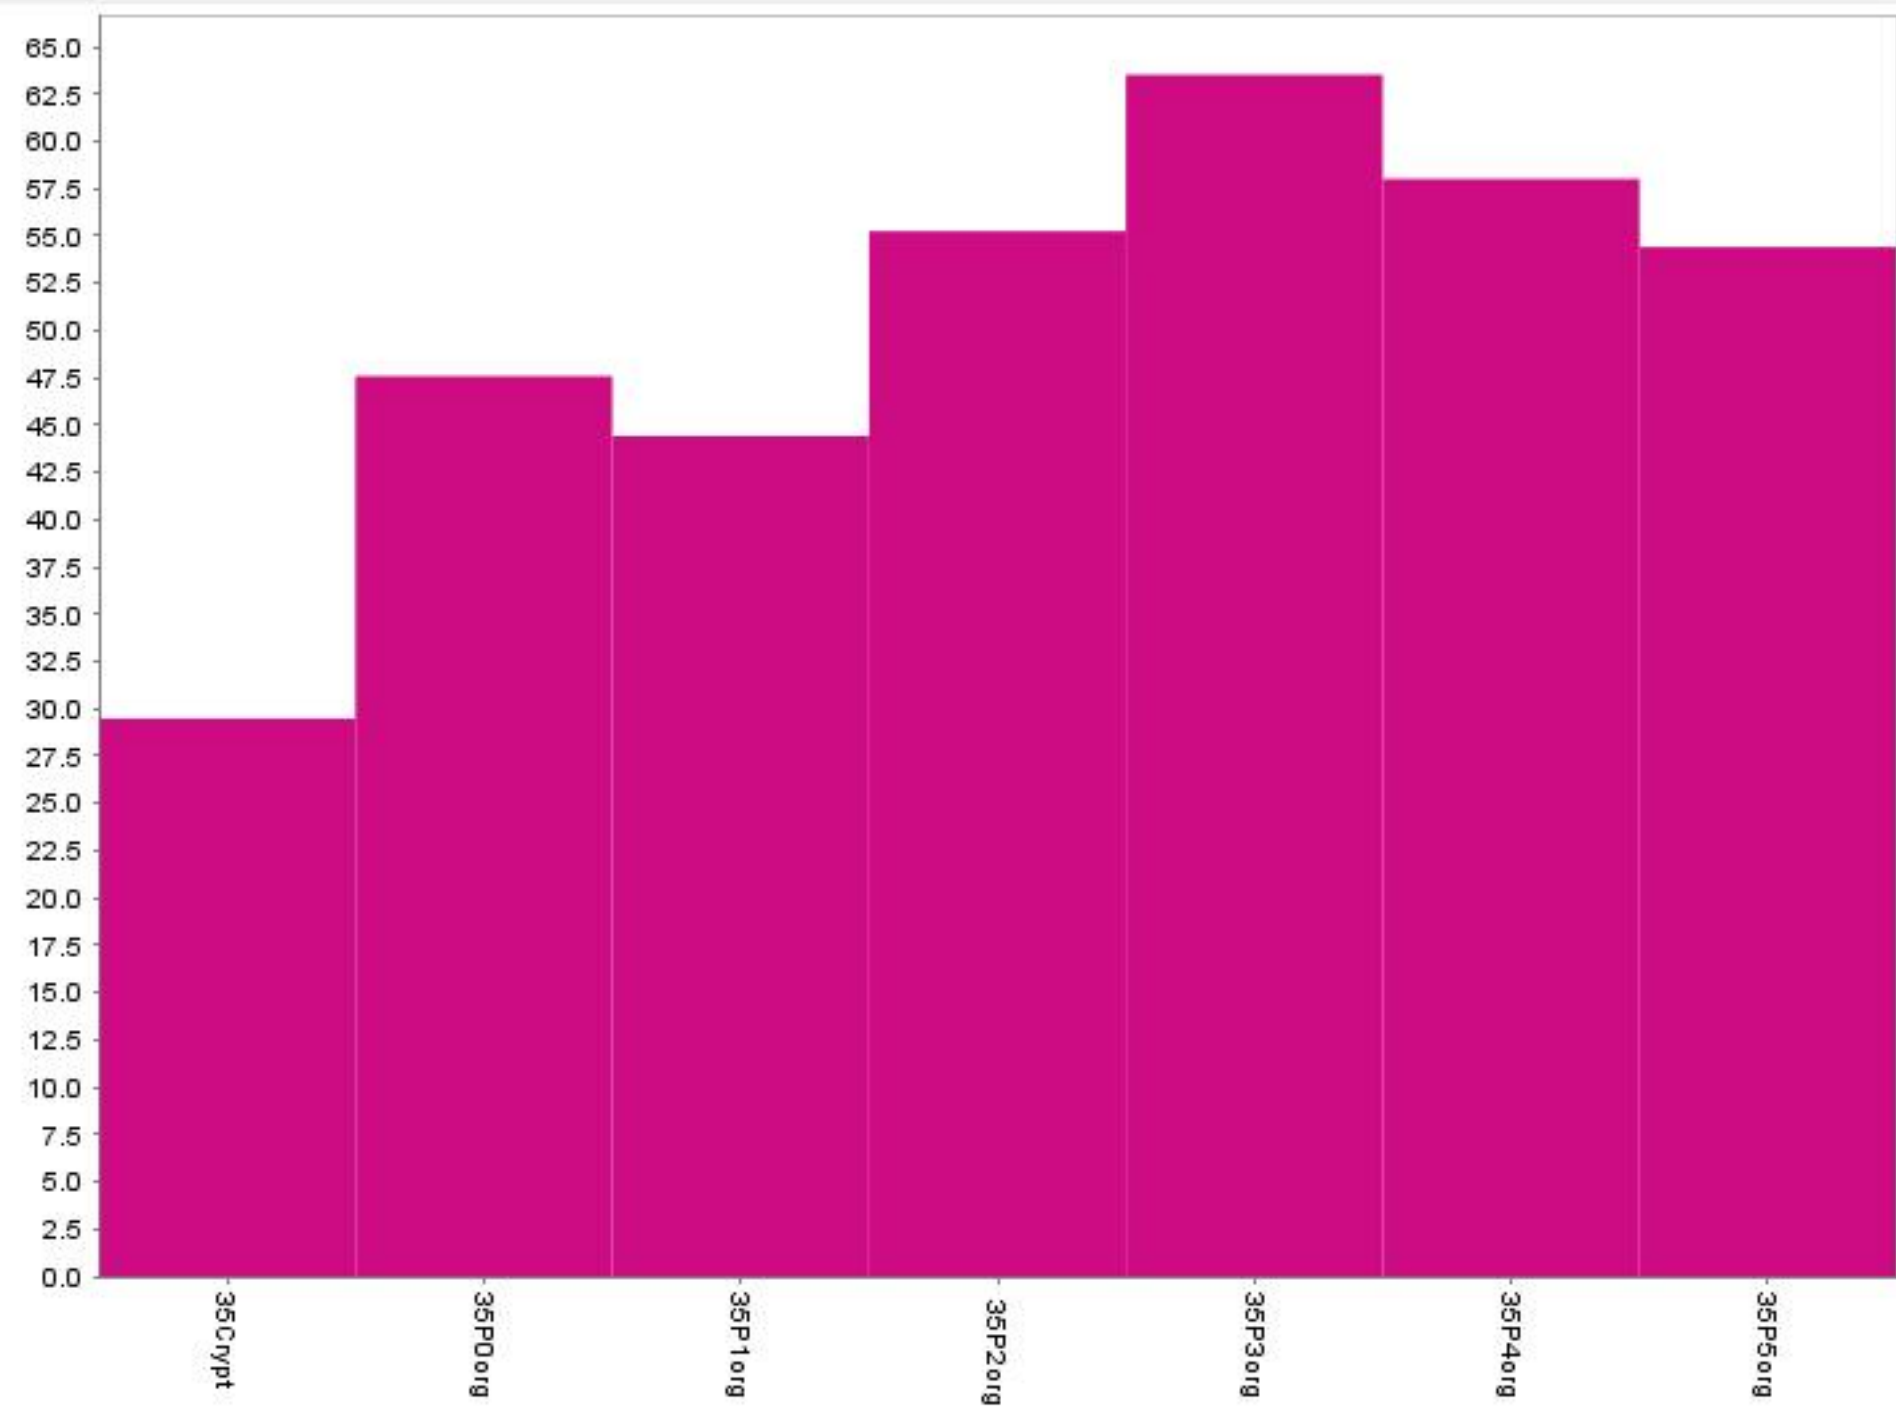

*Cluster0013 (57 nodes)*

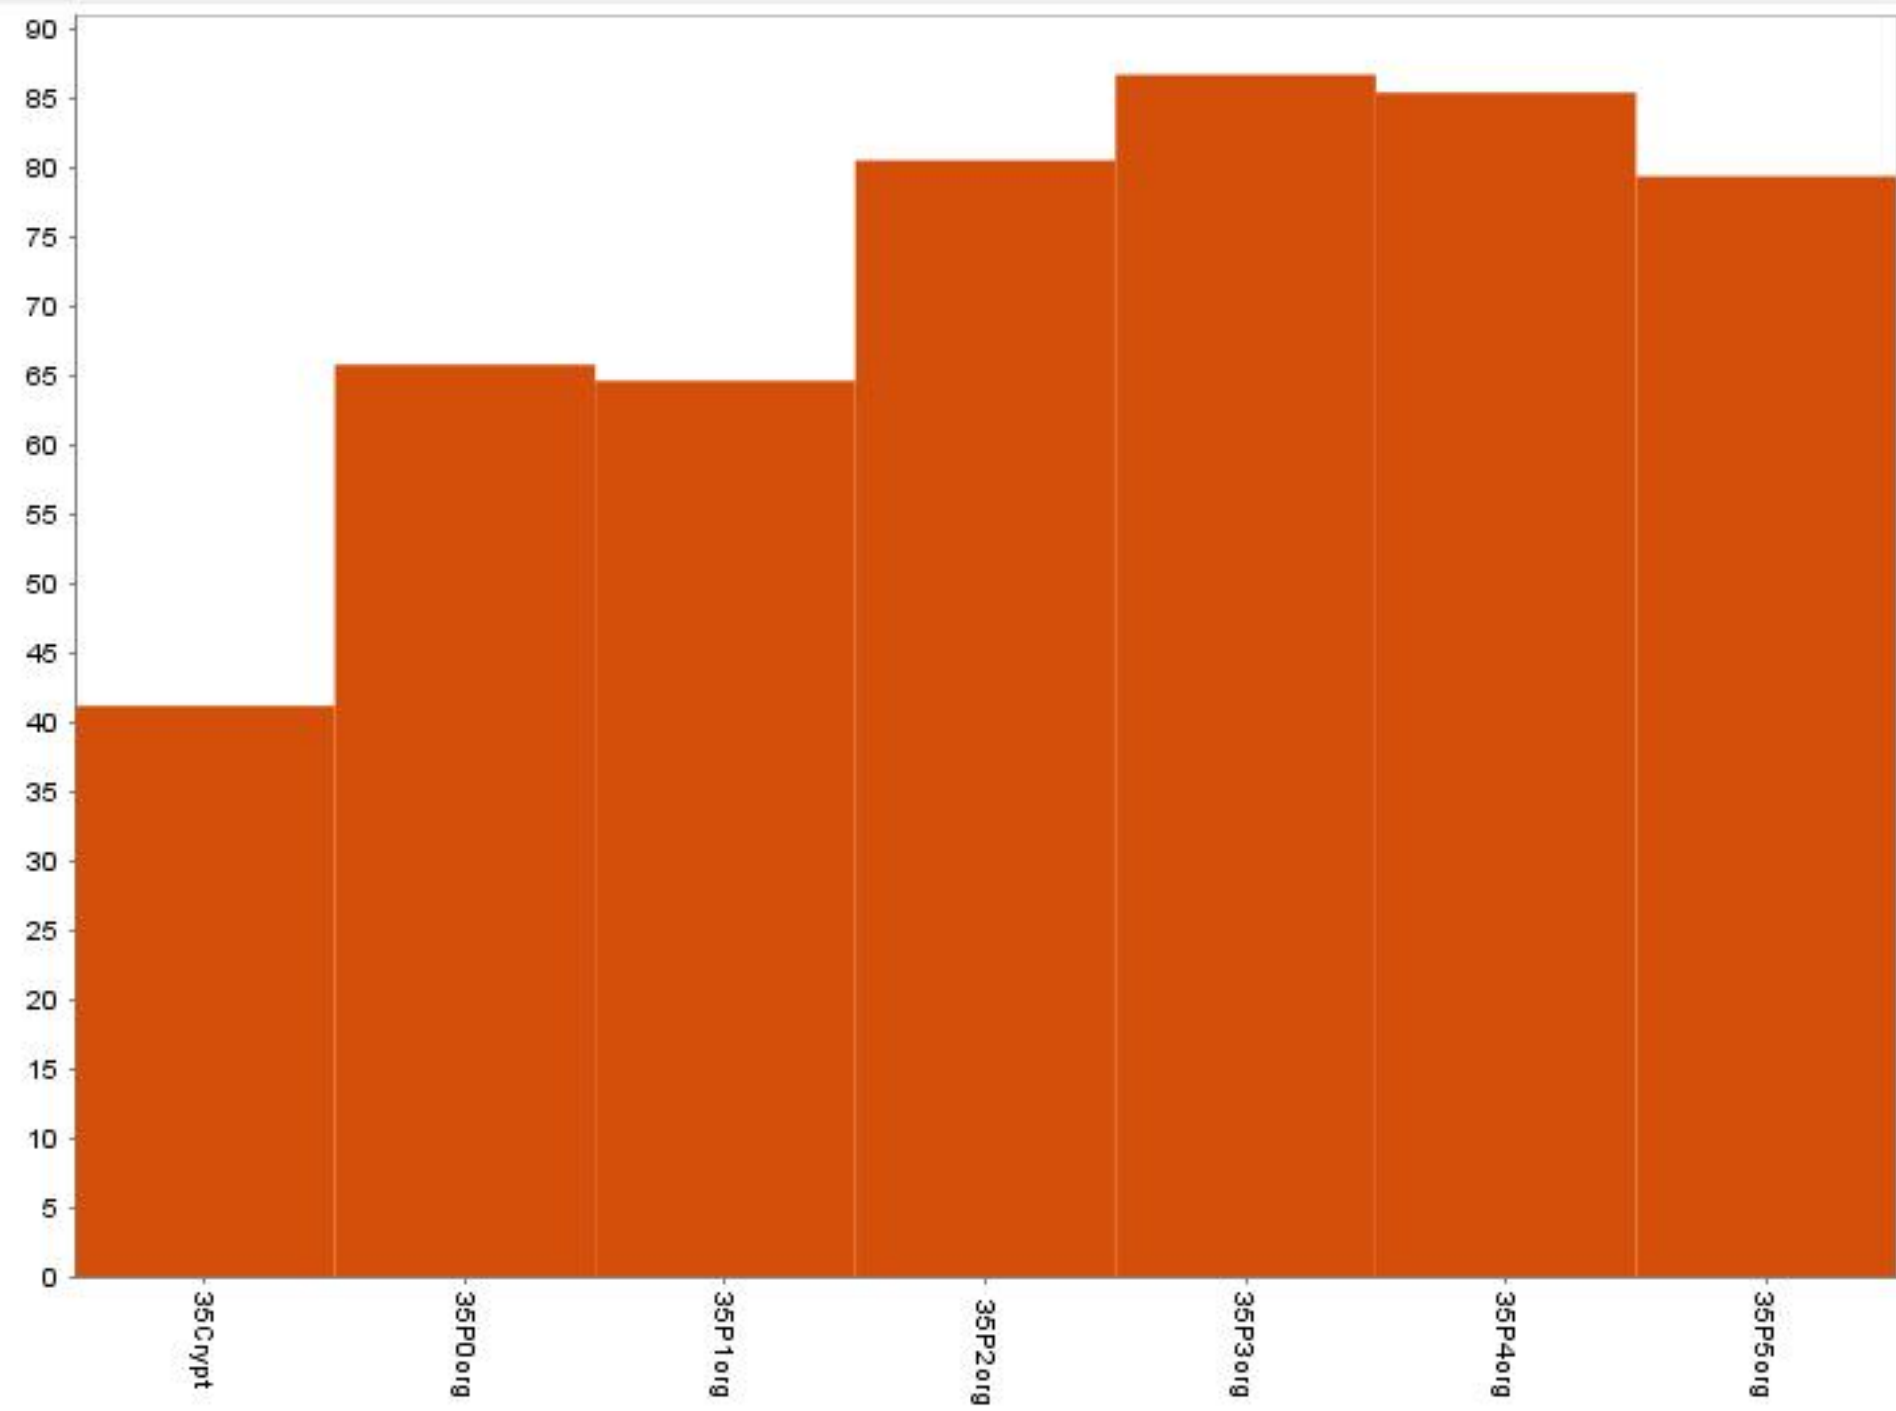

*Cluster0014 (56 nodes)*

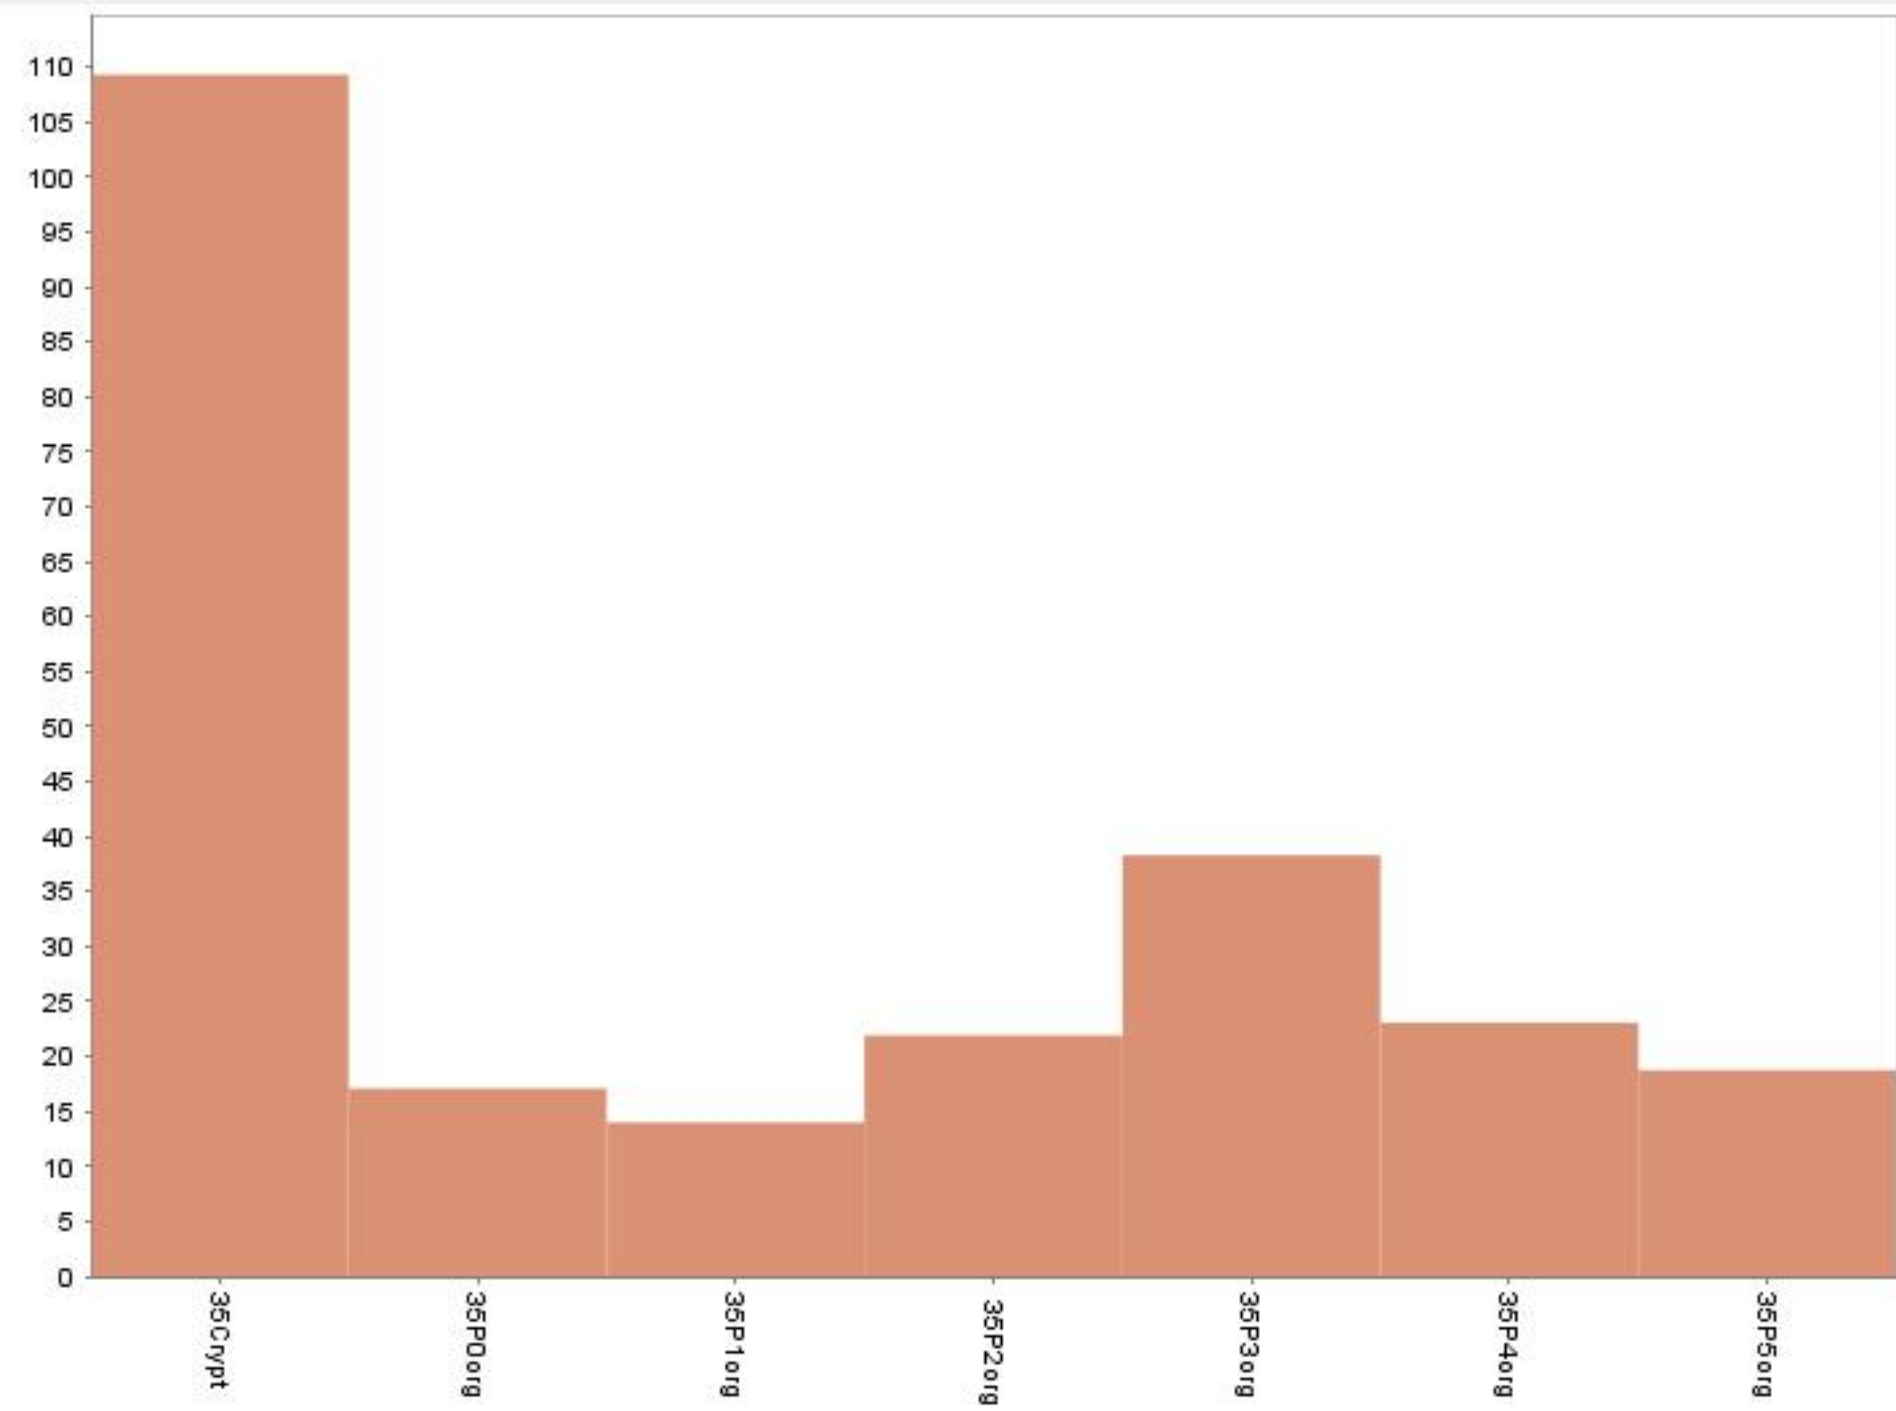

*Cluster0015 (56 nodes)*

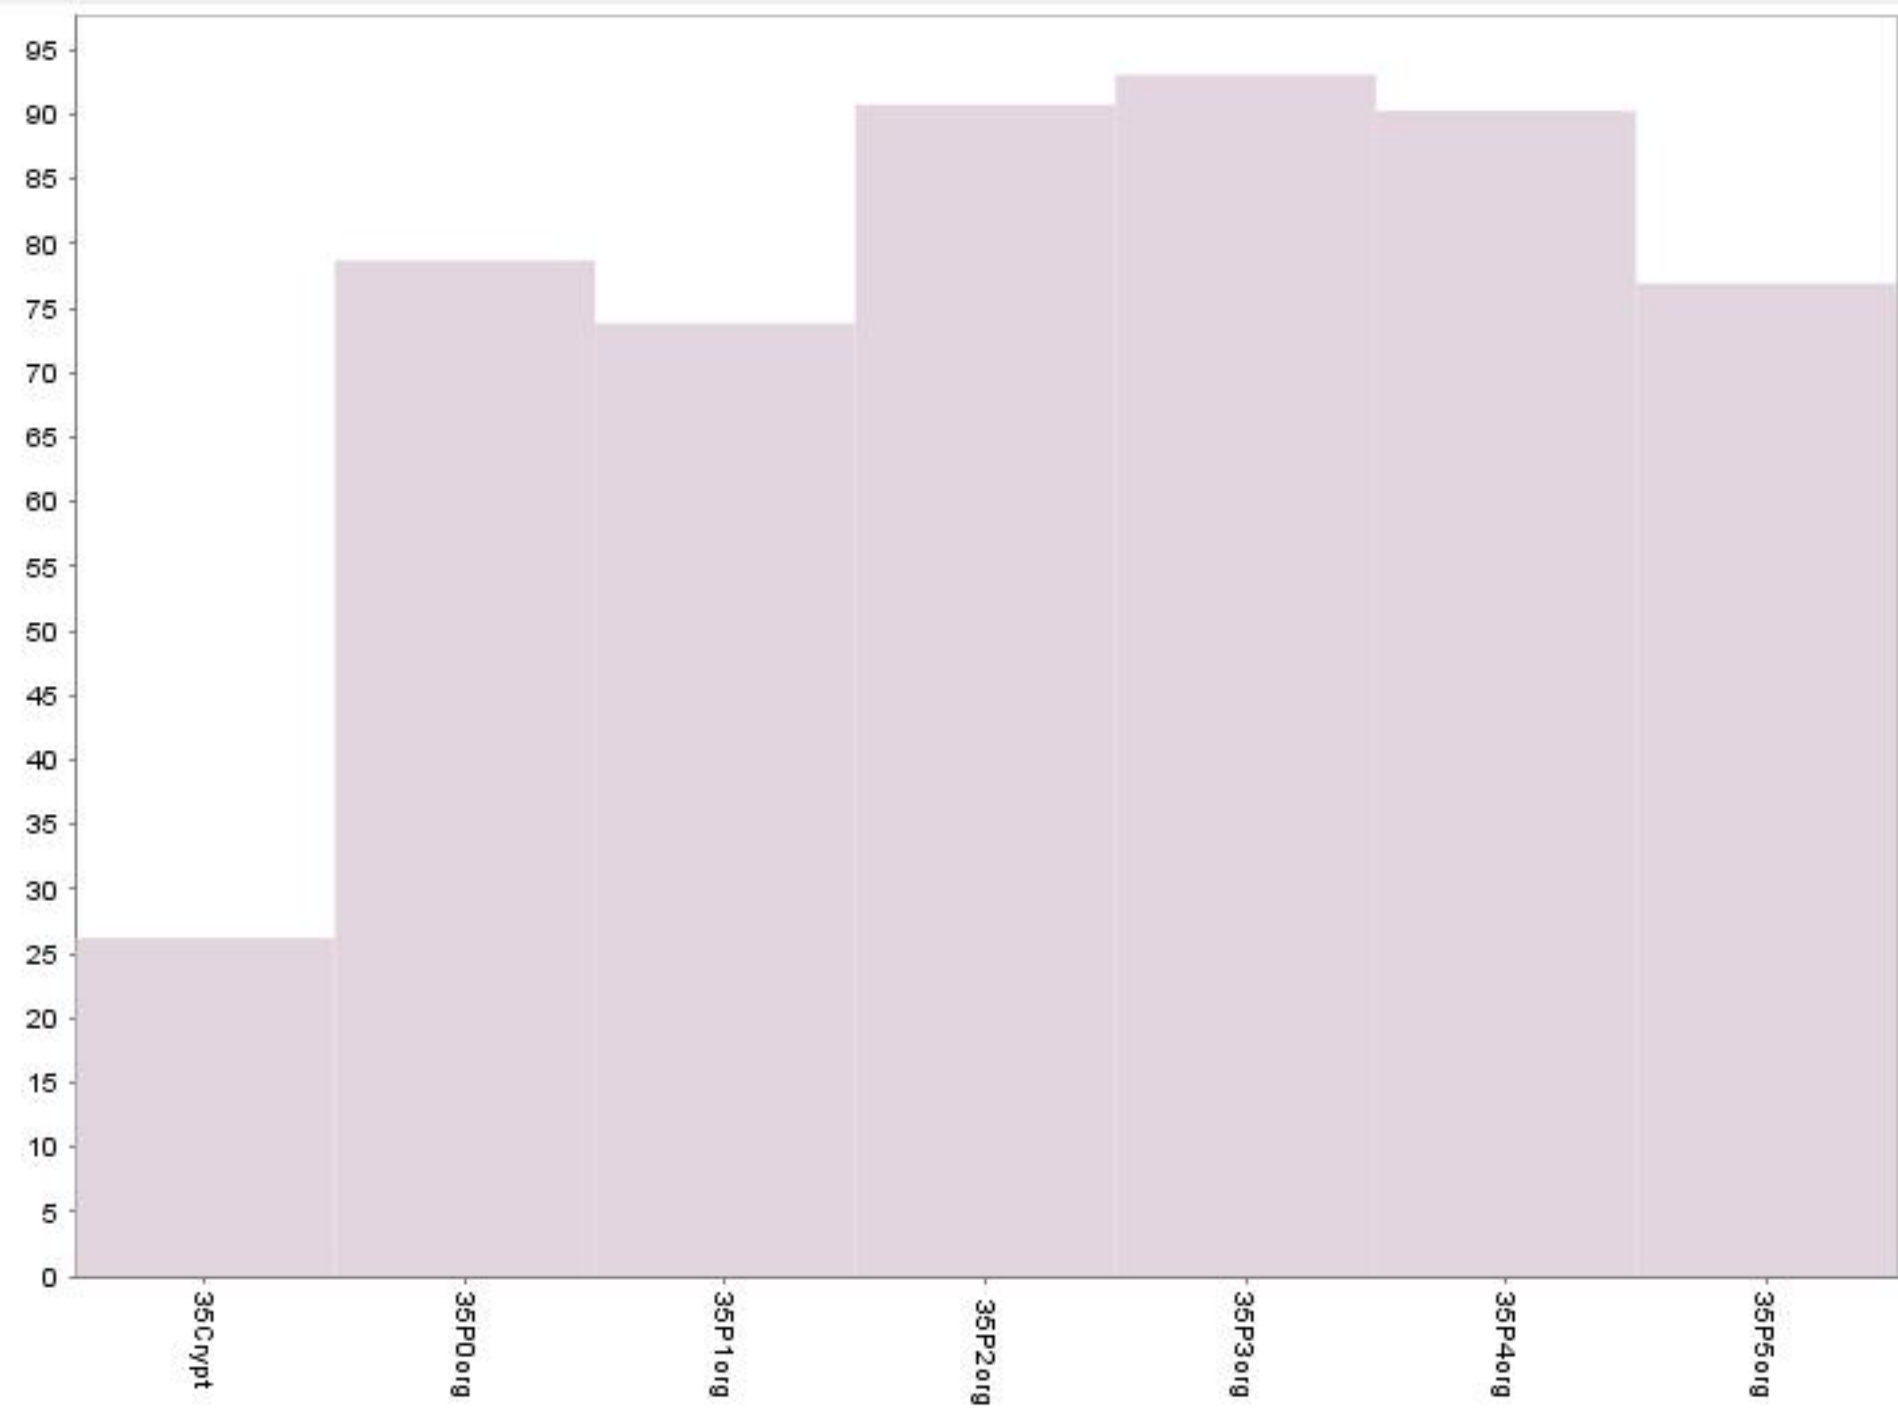

*Cluster0016 (55 nodes)*

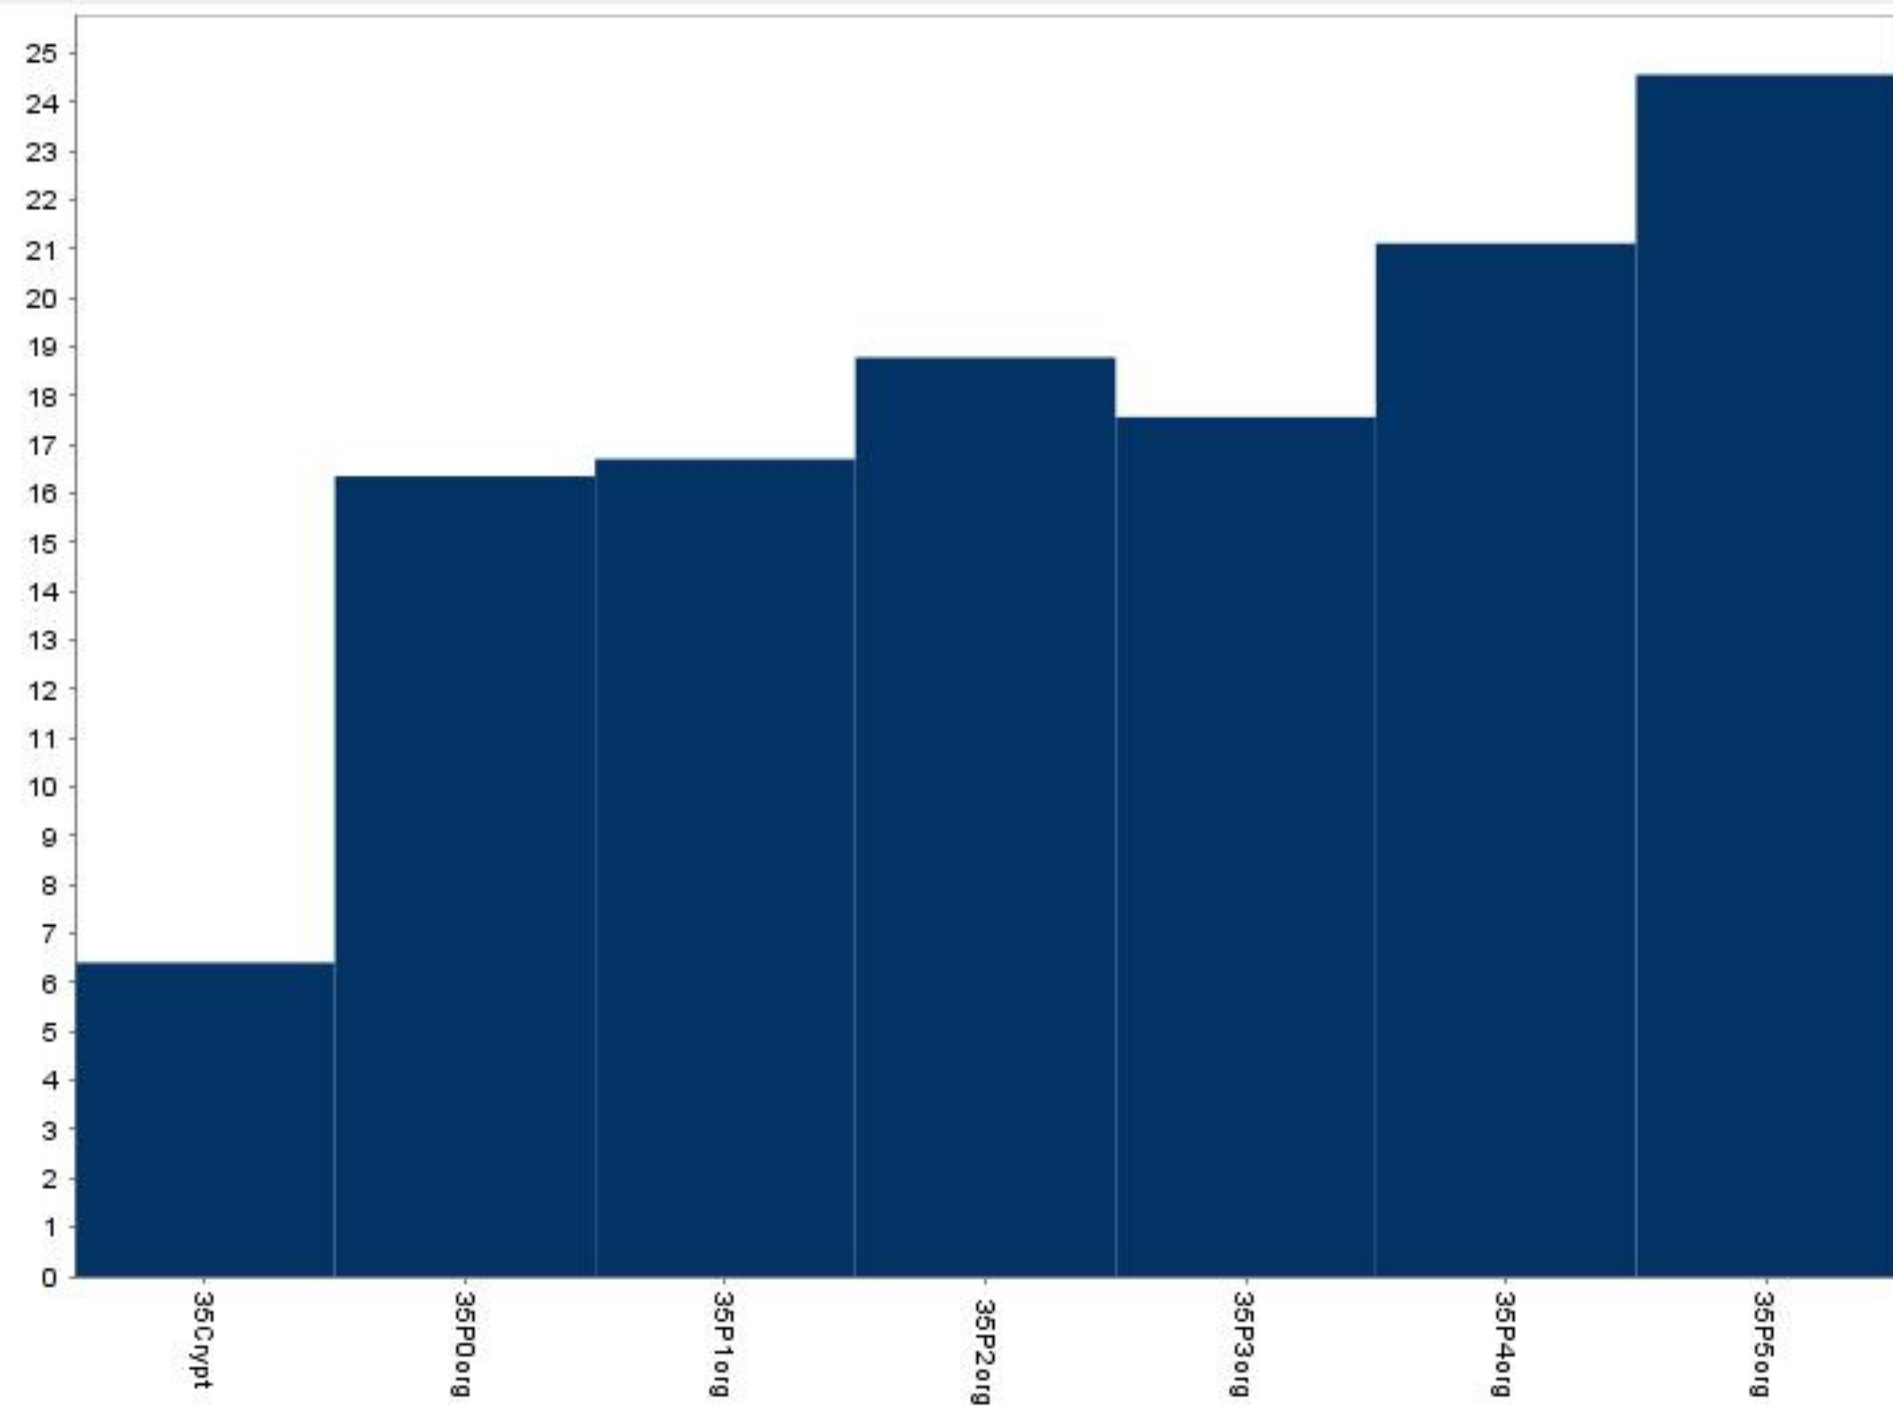

*Cluster0017 (52 nodes)*

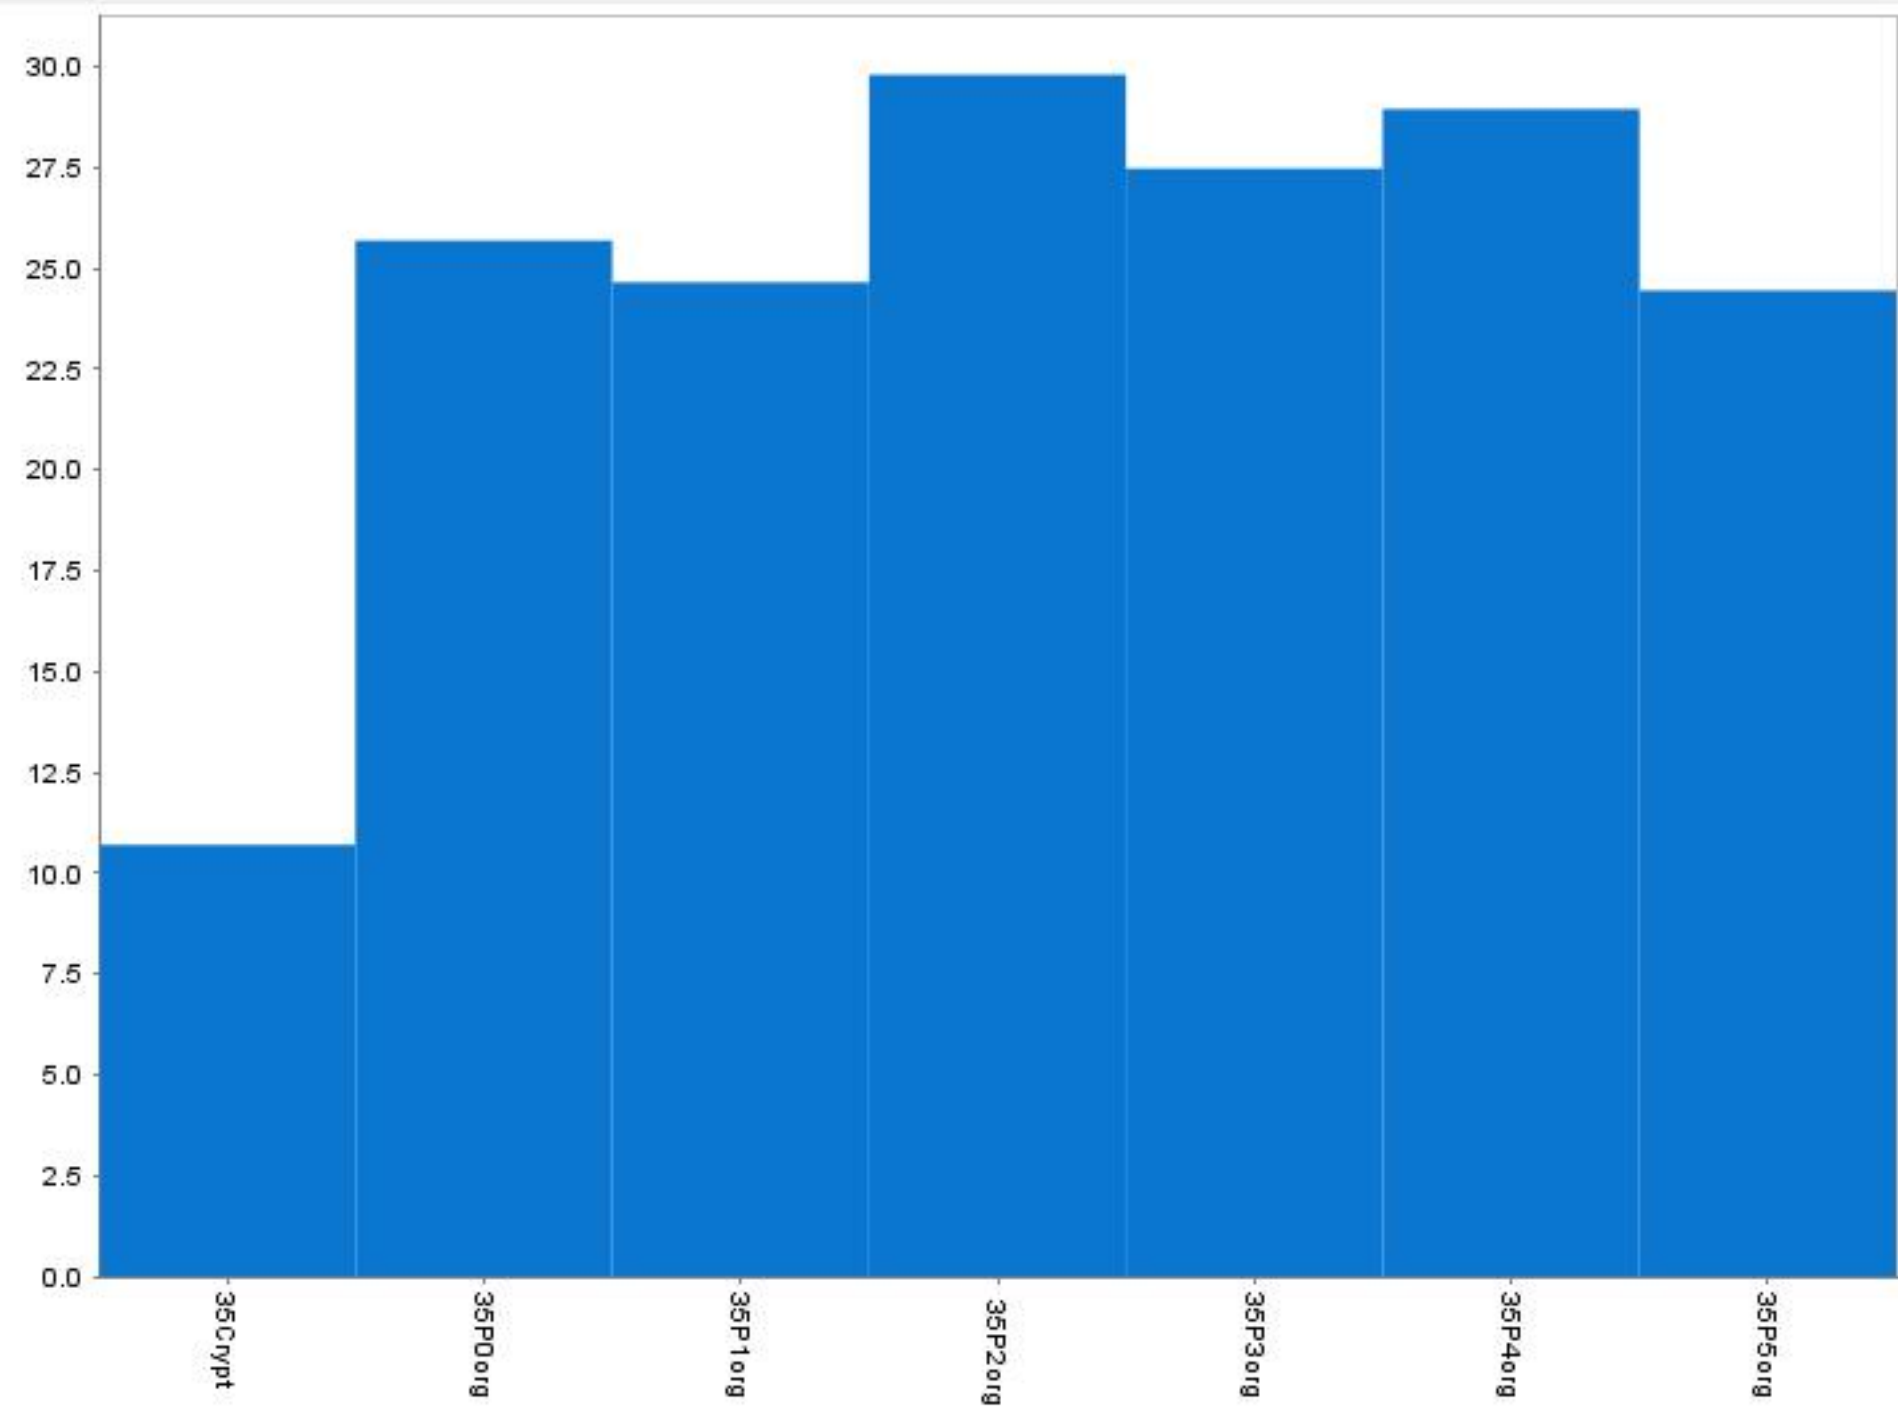

*Cluster0018 (50 nodes)*

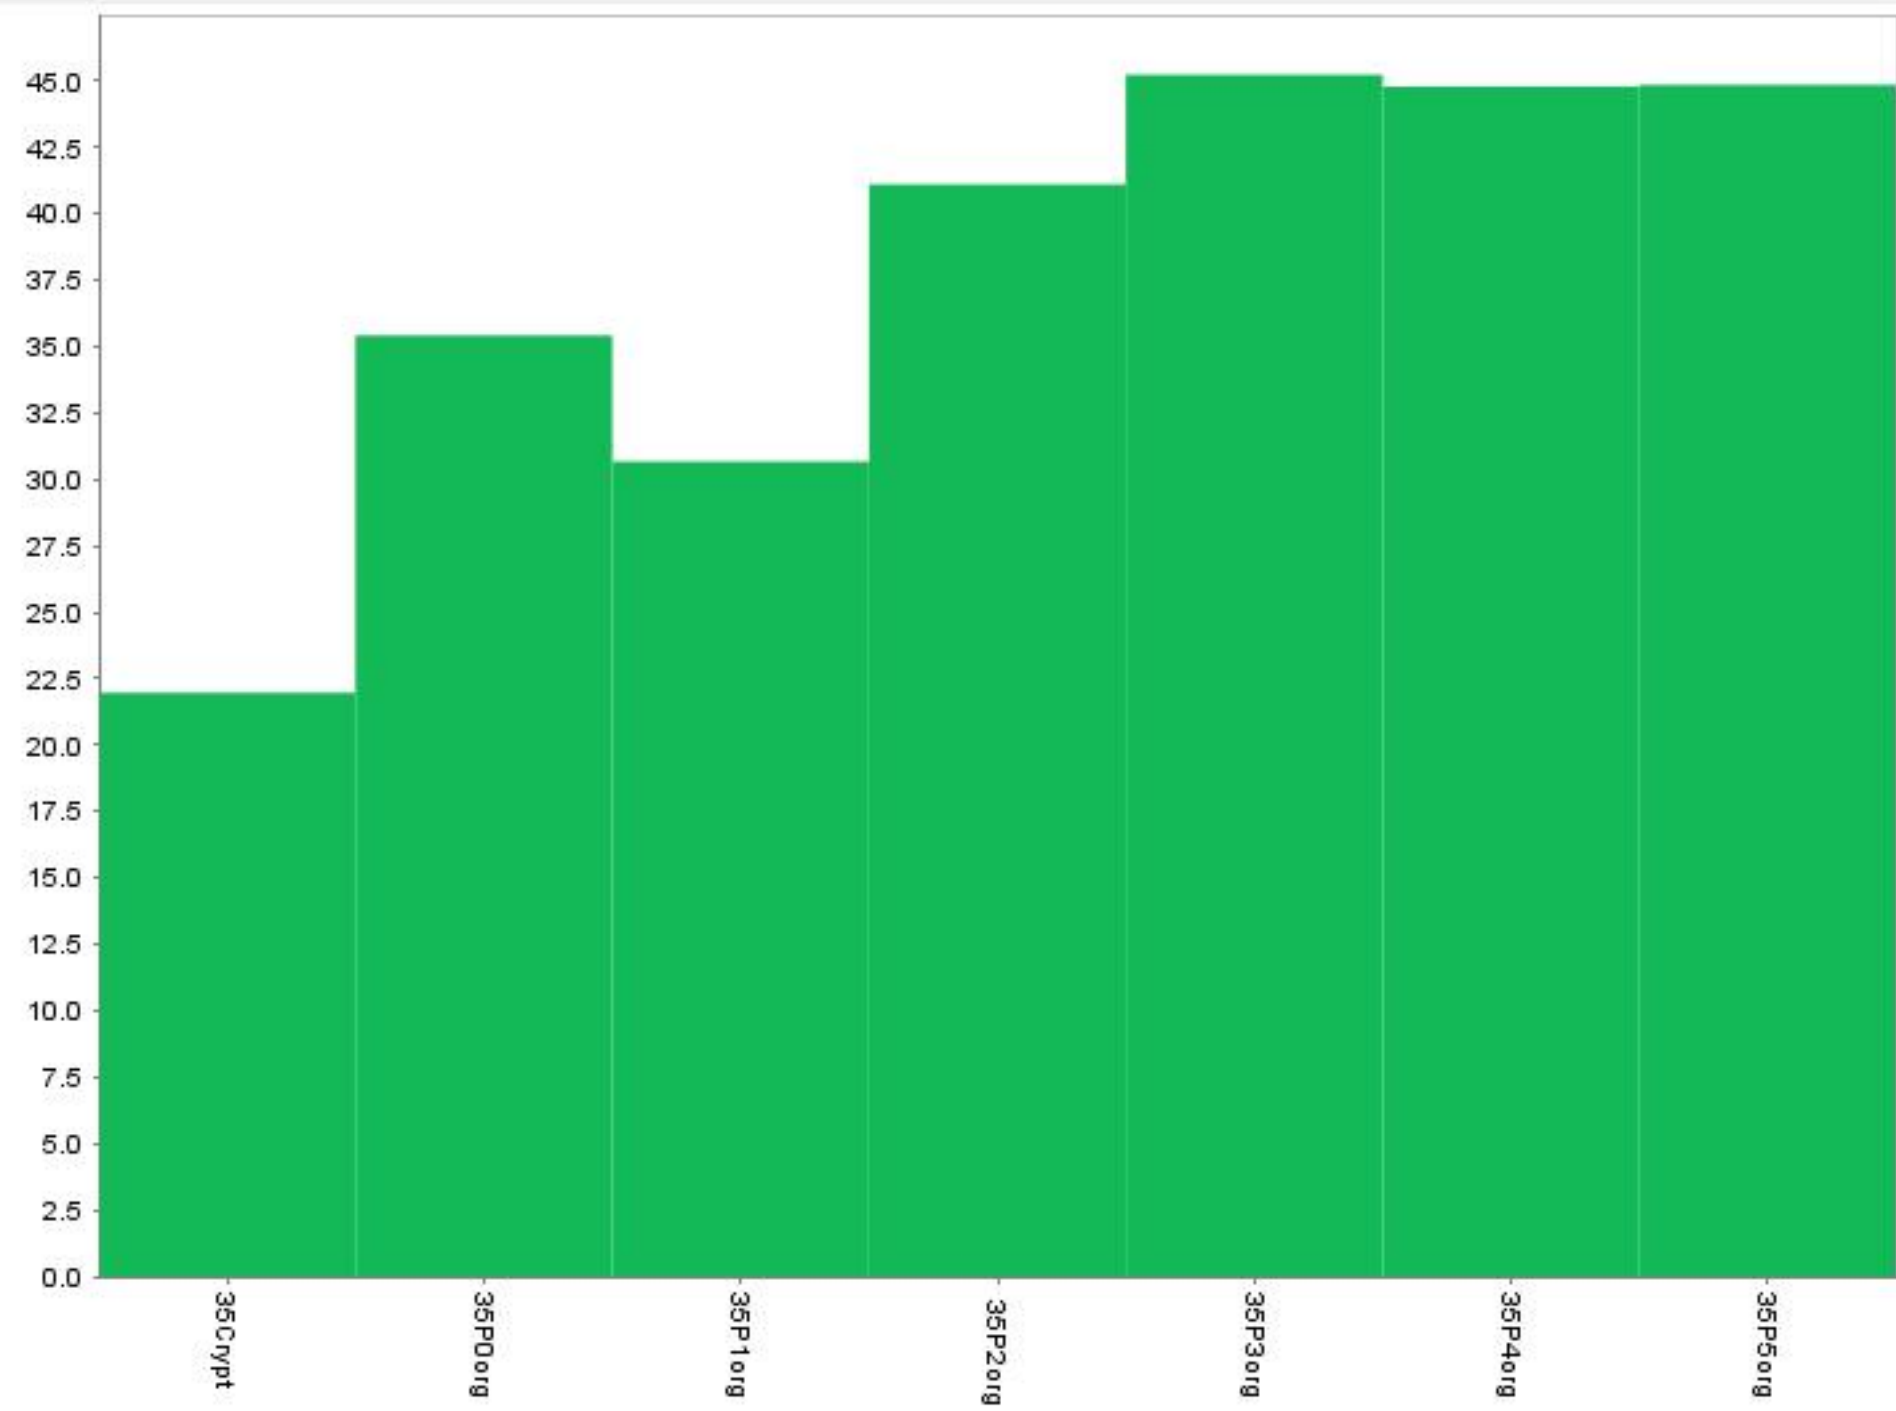

*Cluster0019 (50 nodes)*

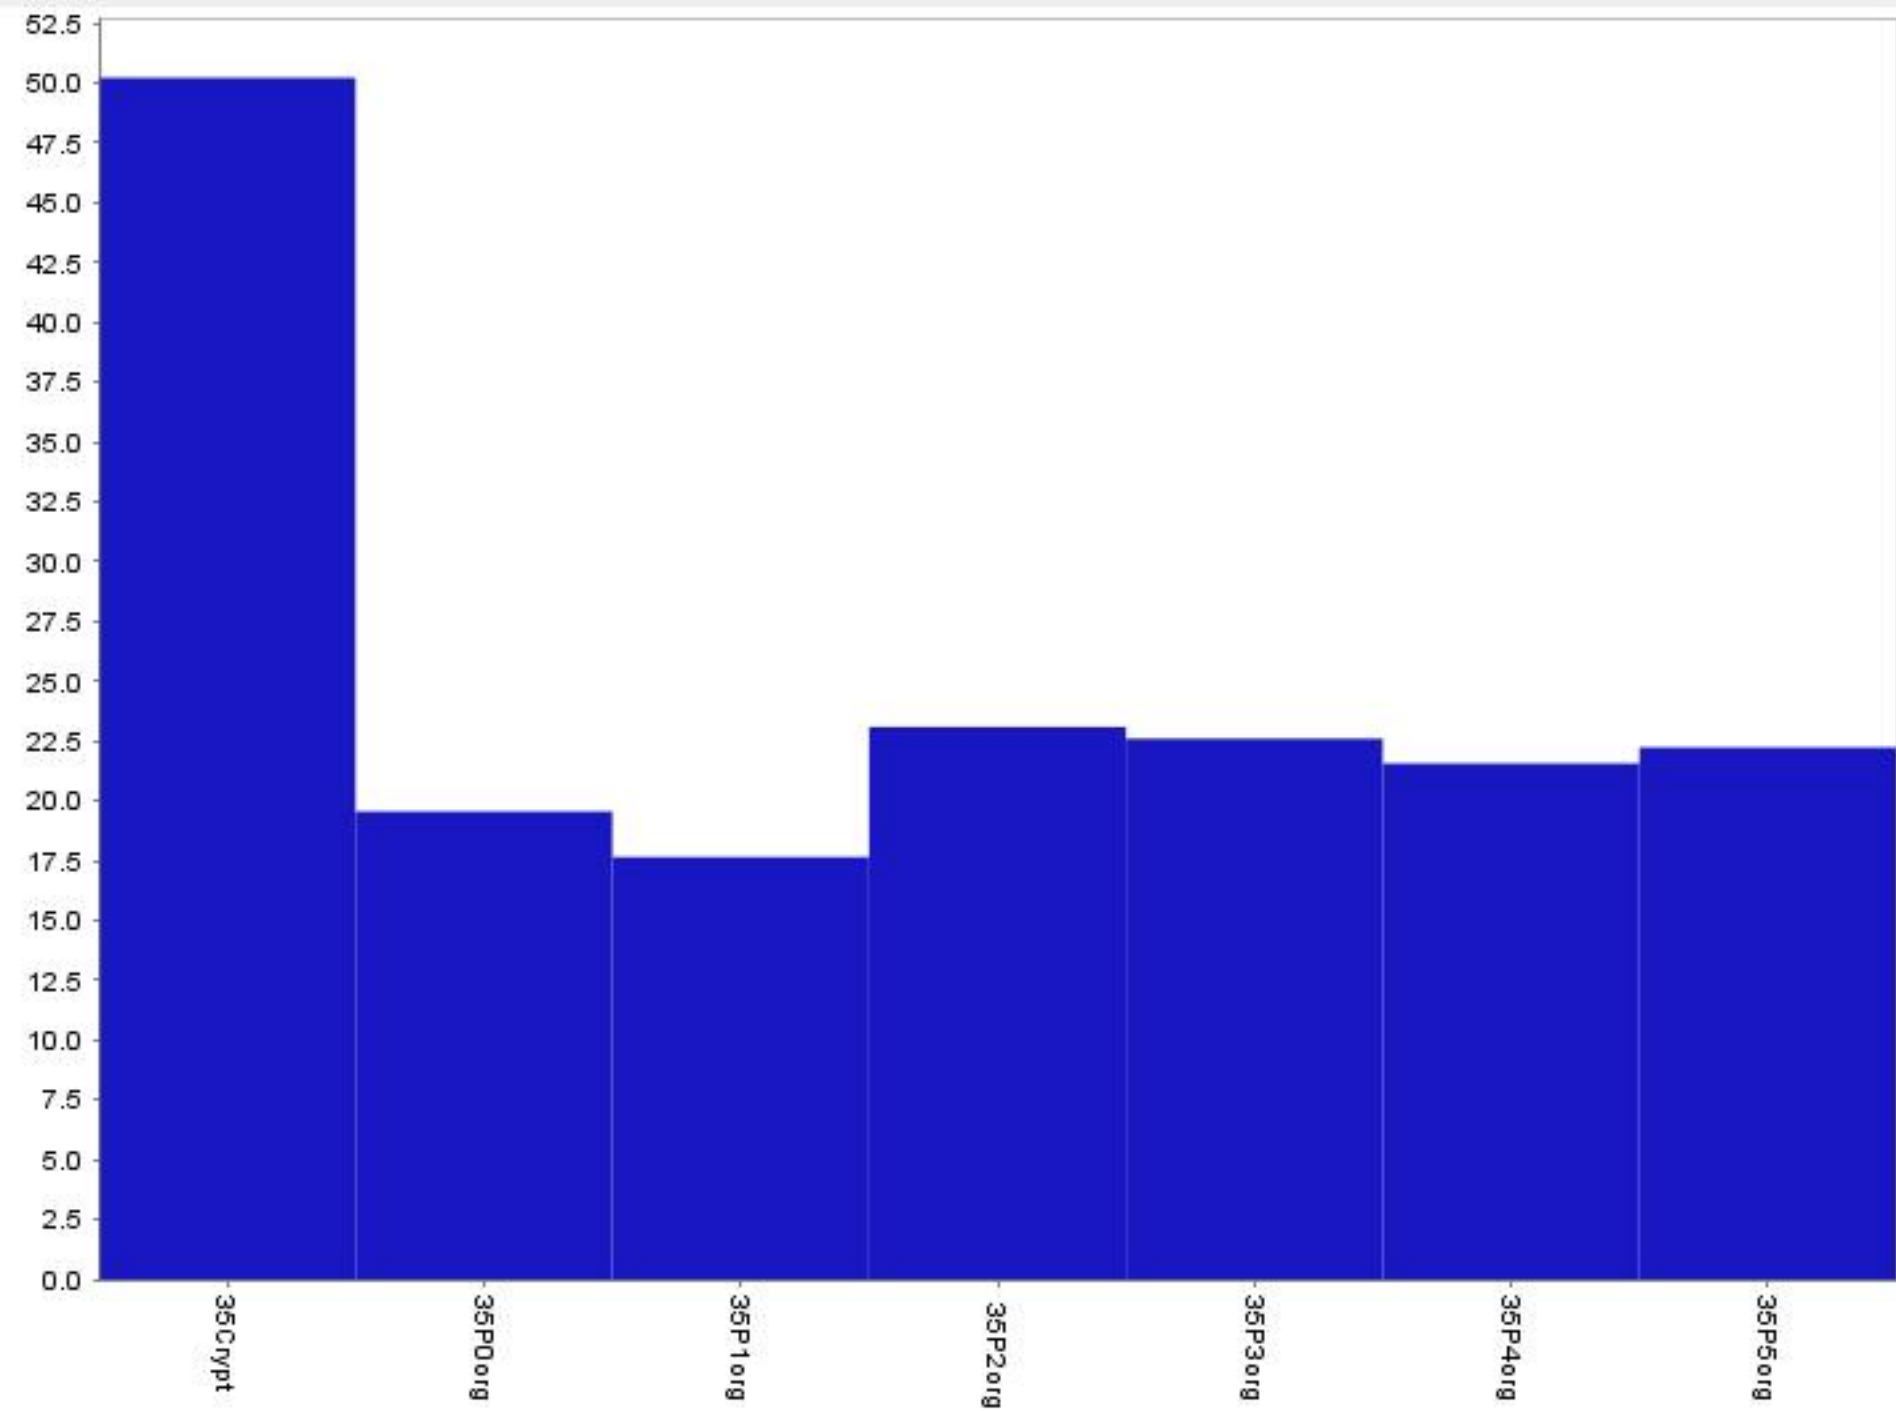

*Cluster0020 (49 nodes)*

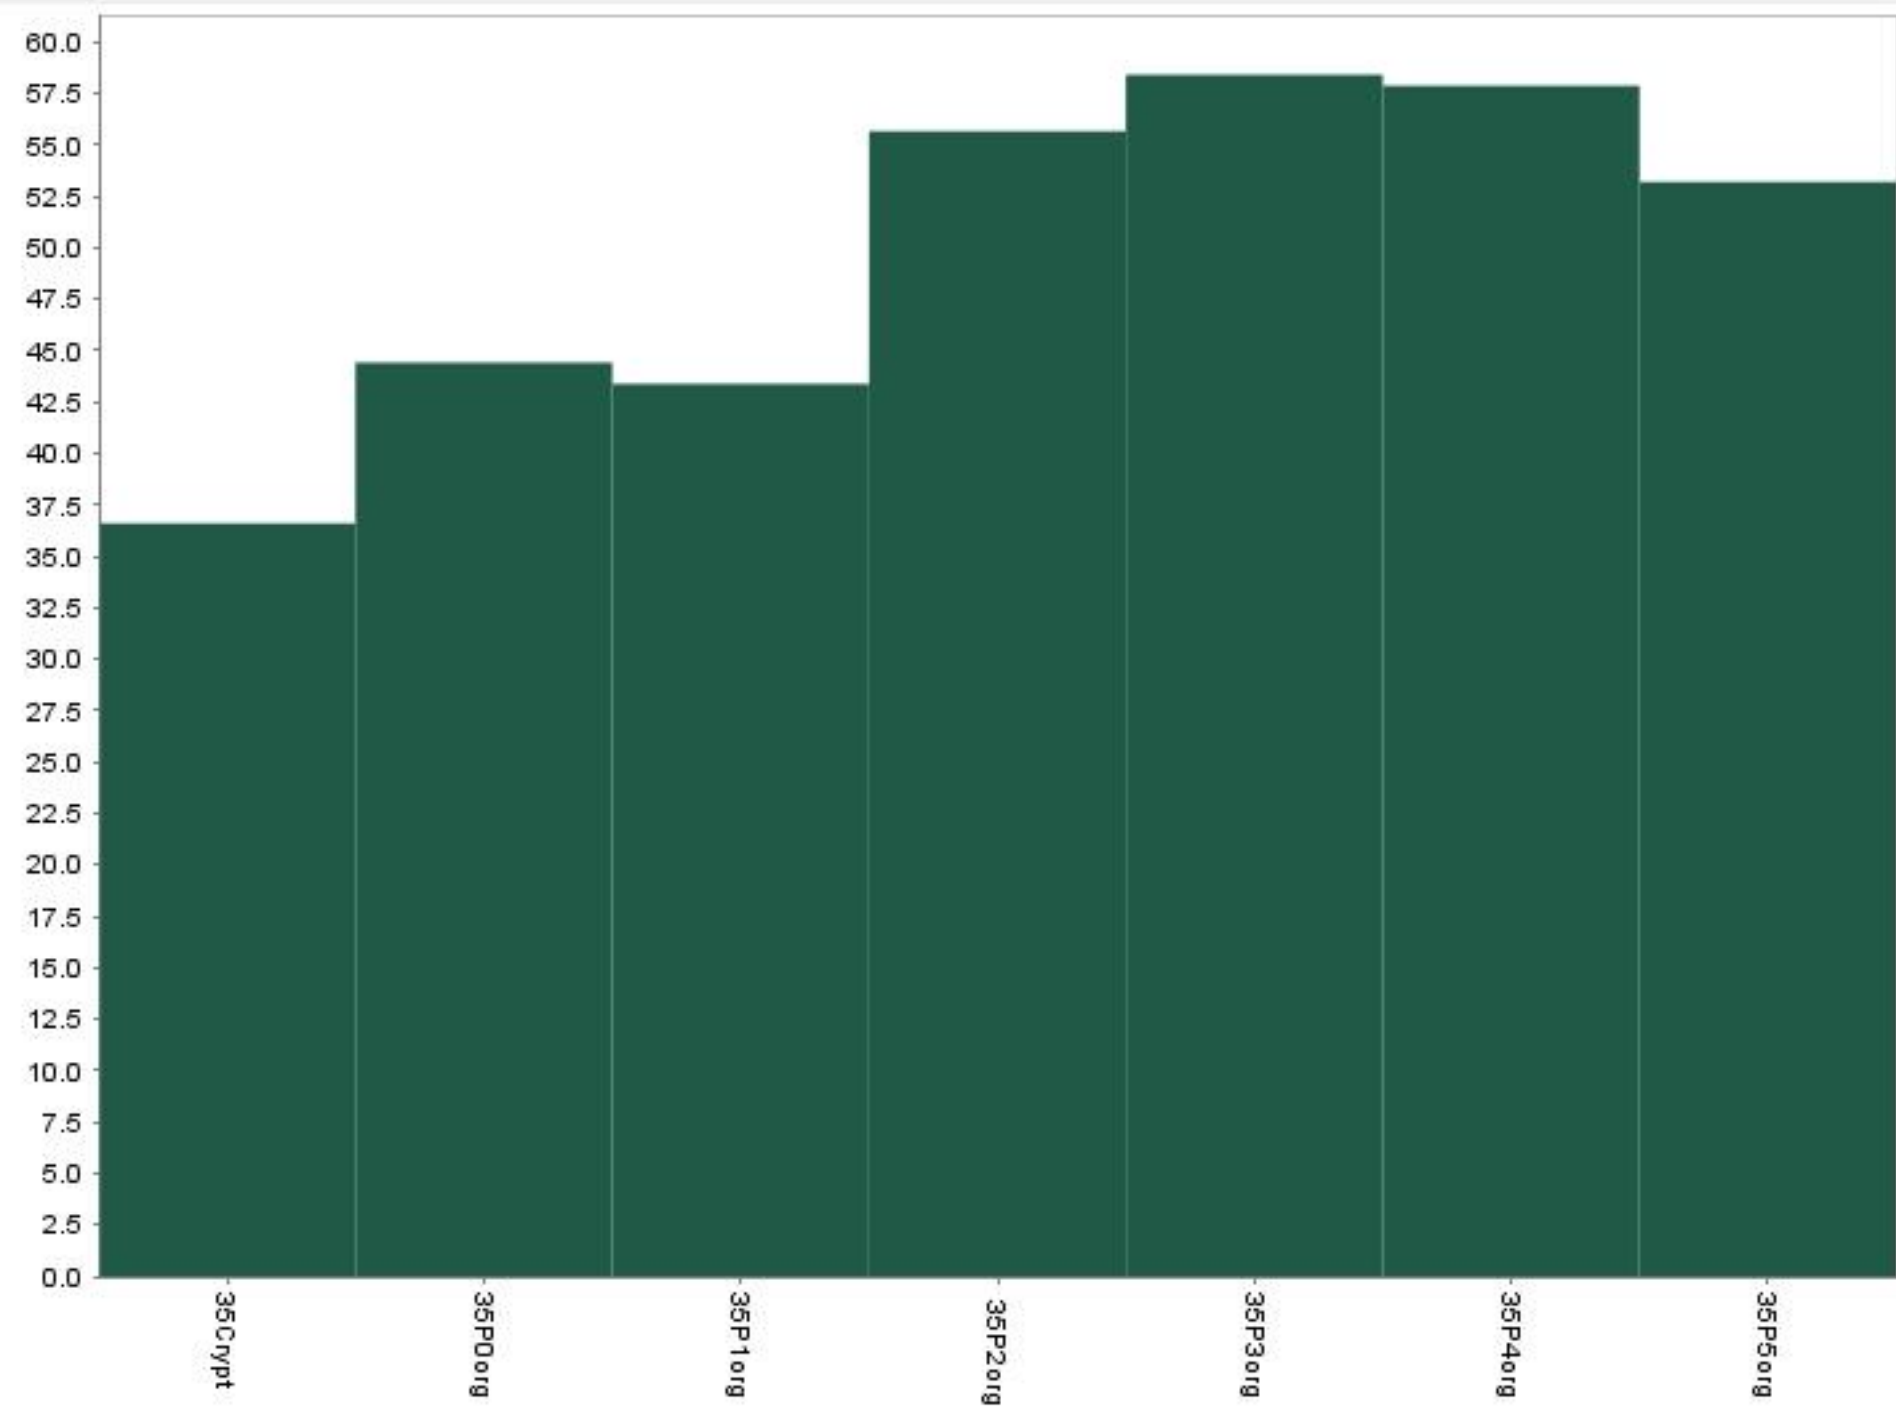

*Cluster0021 (47 nodes)*

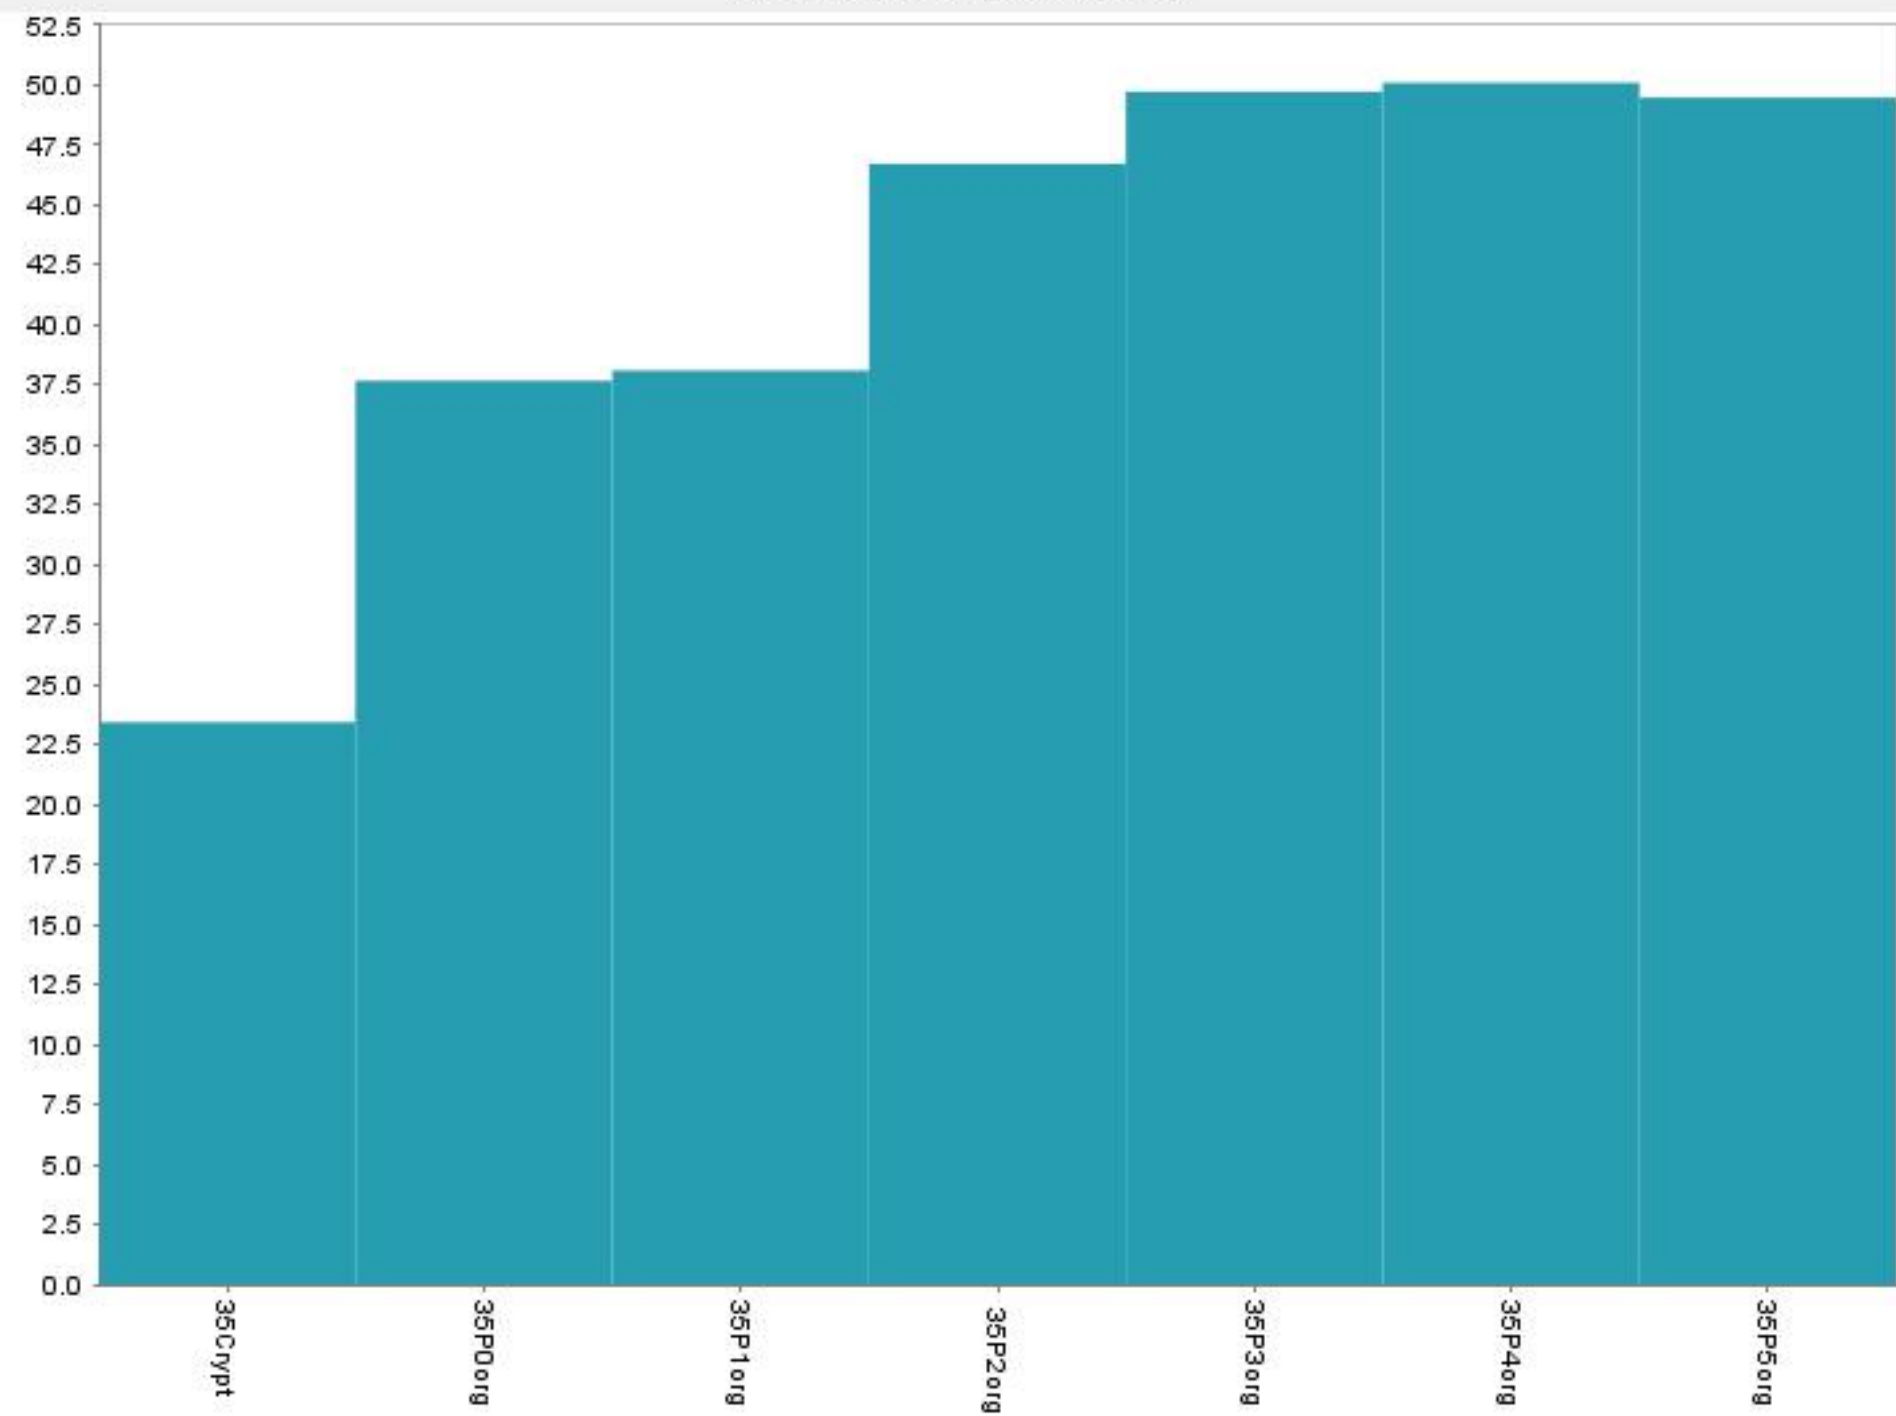

*Cluster0022 (45 nodes)*

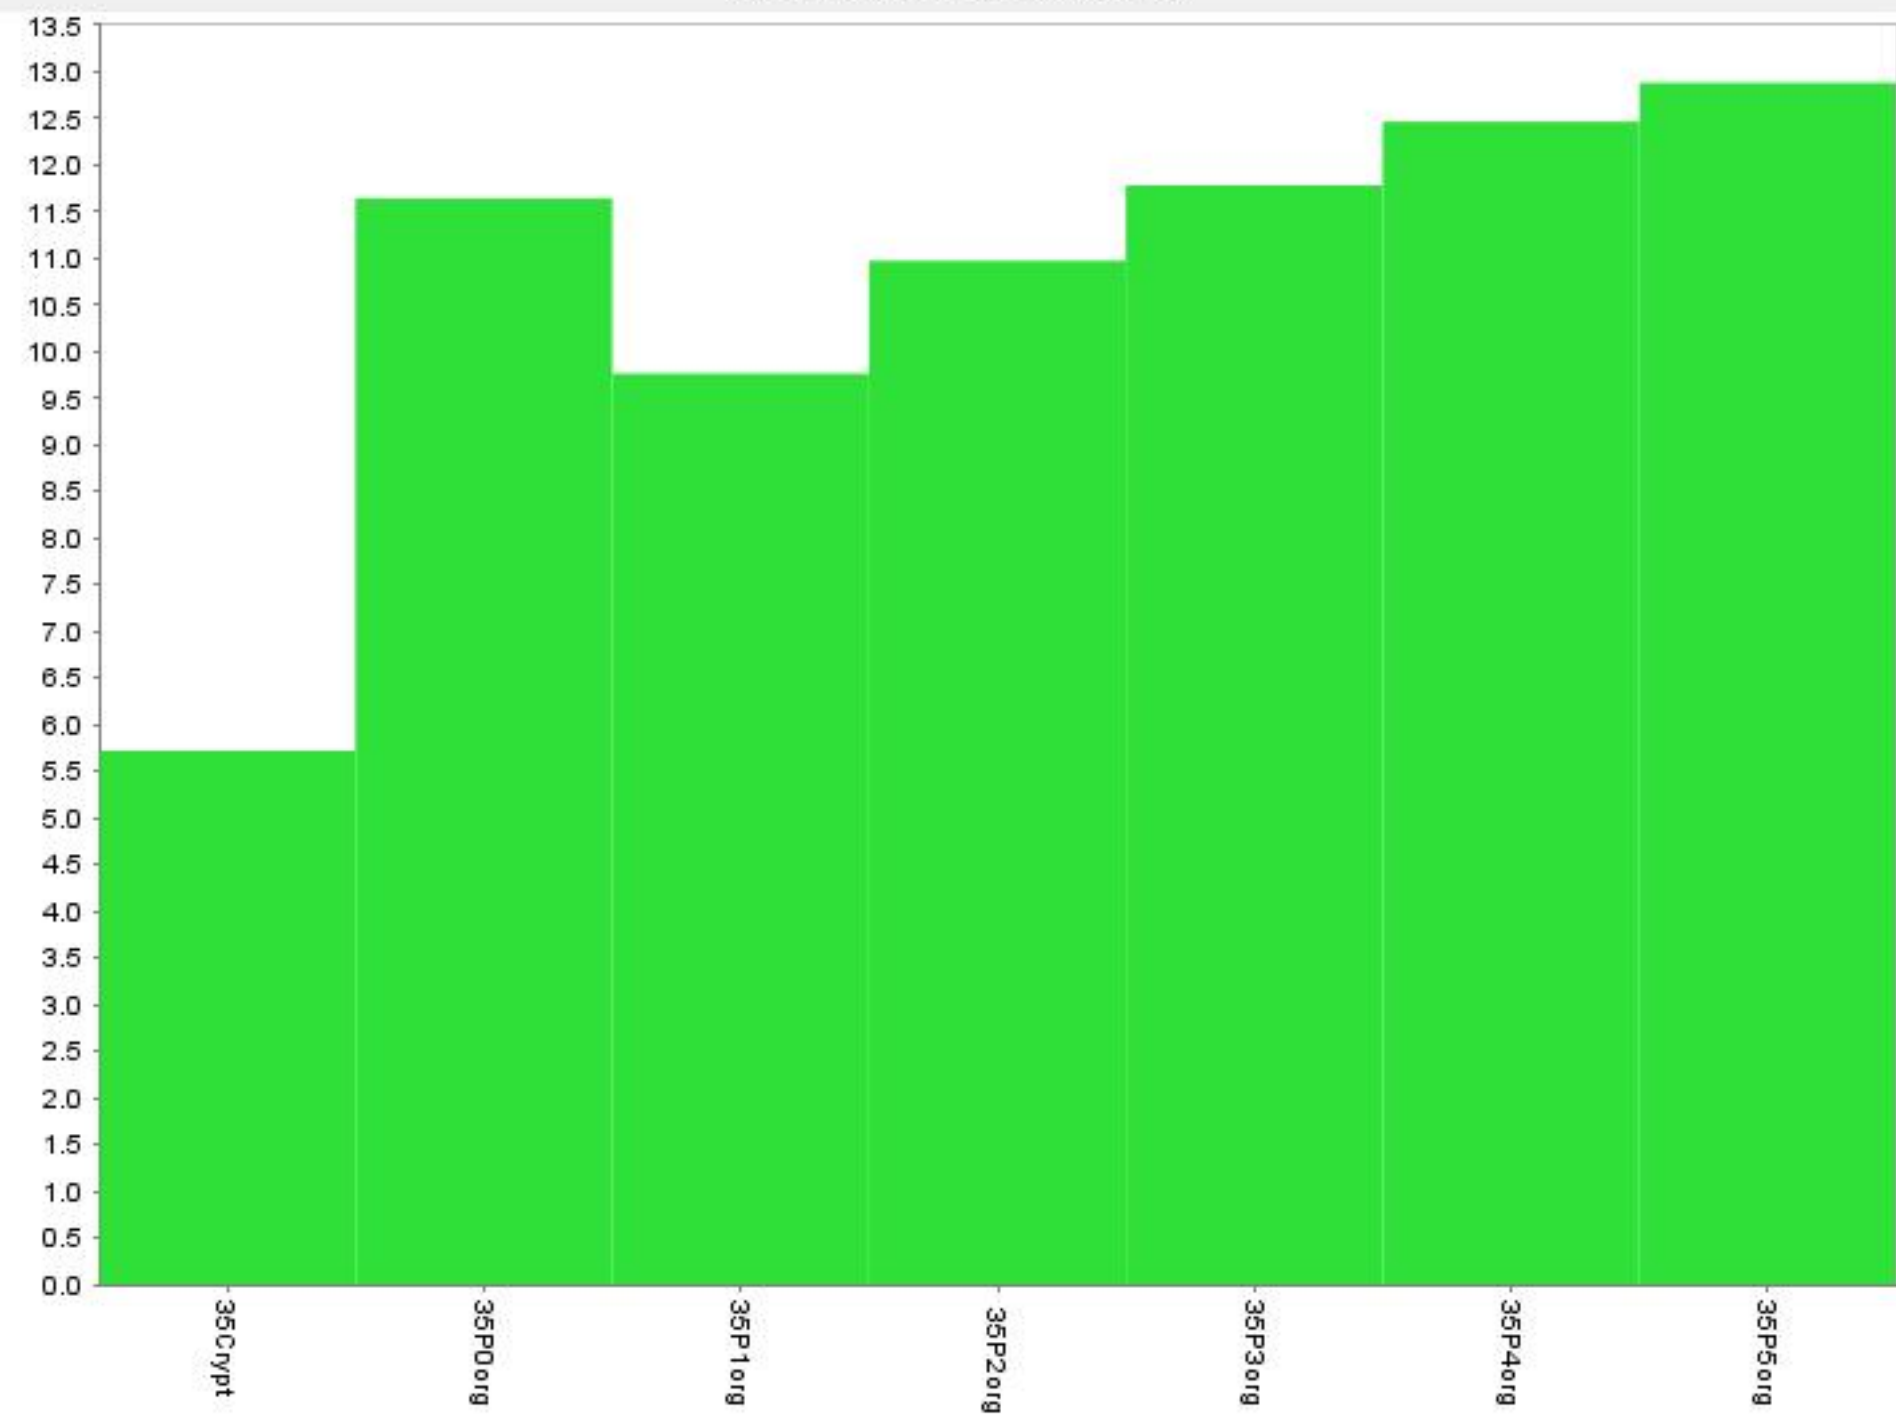

*Cluster0023 (45 nodes)*

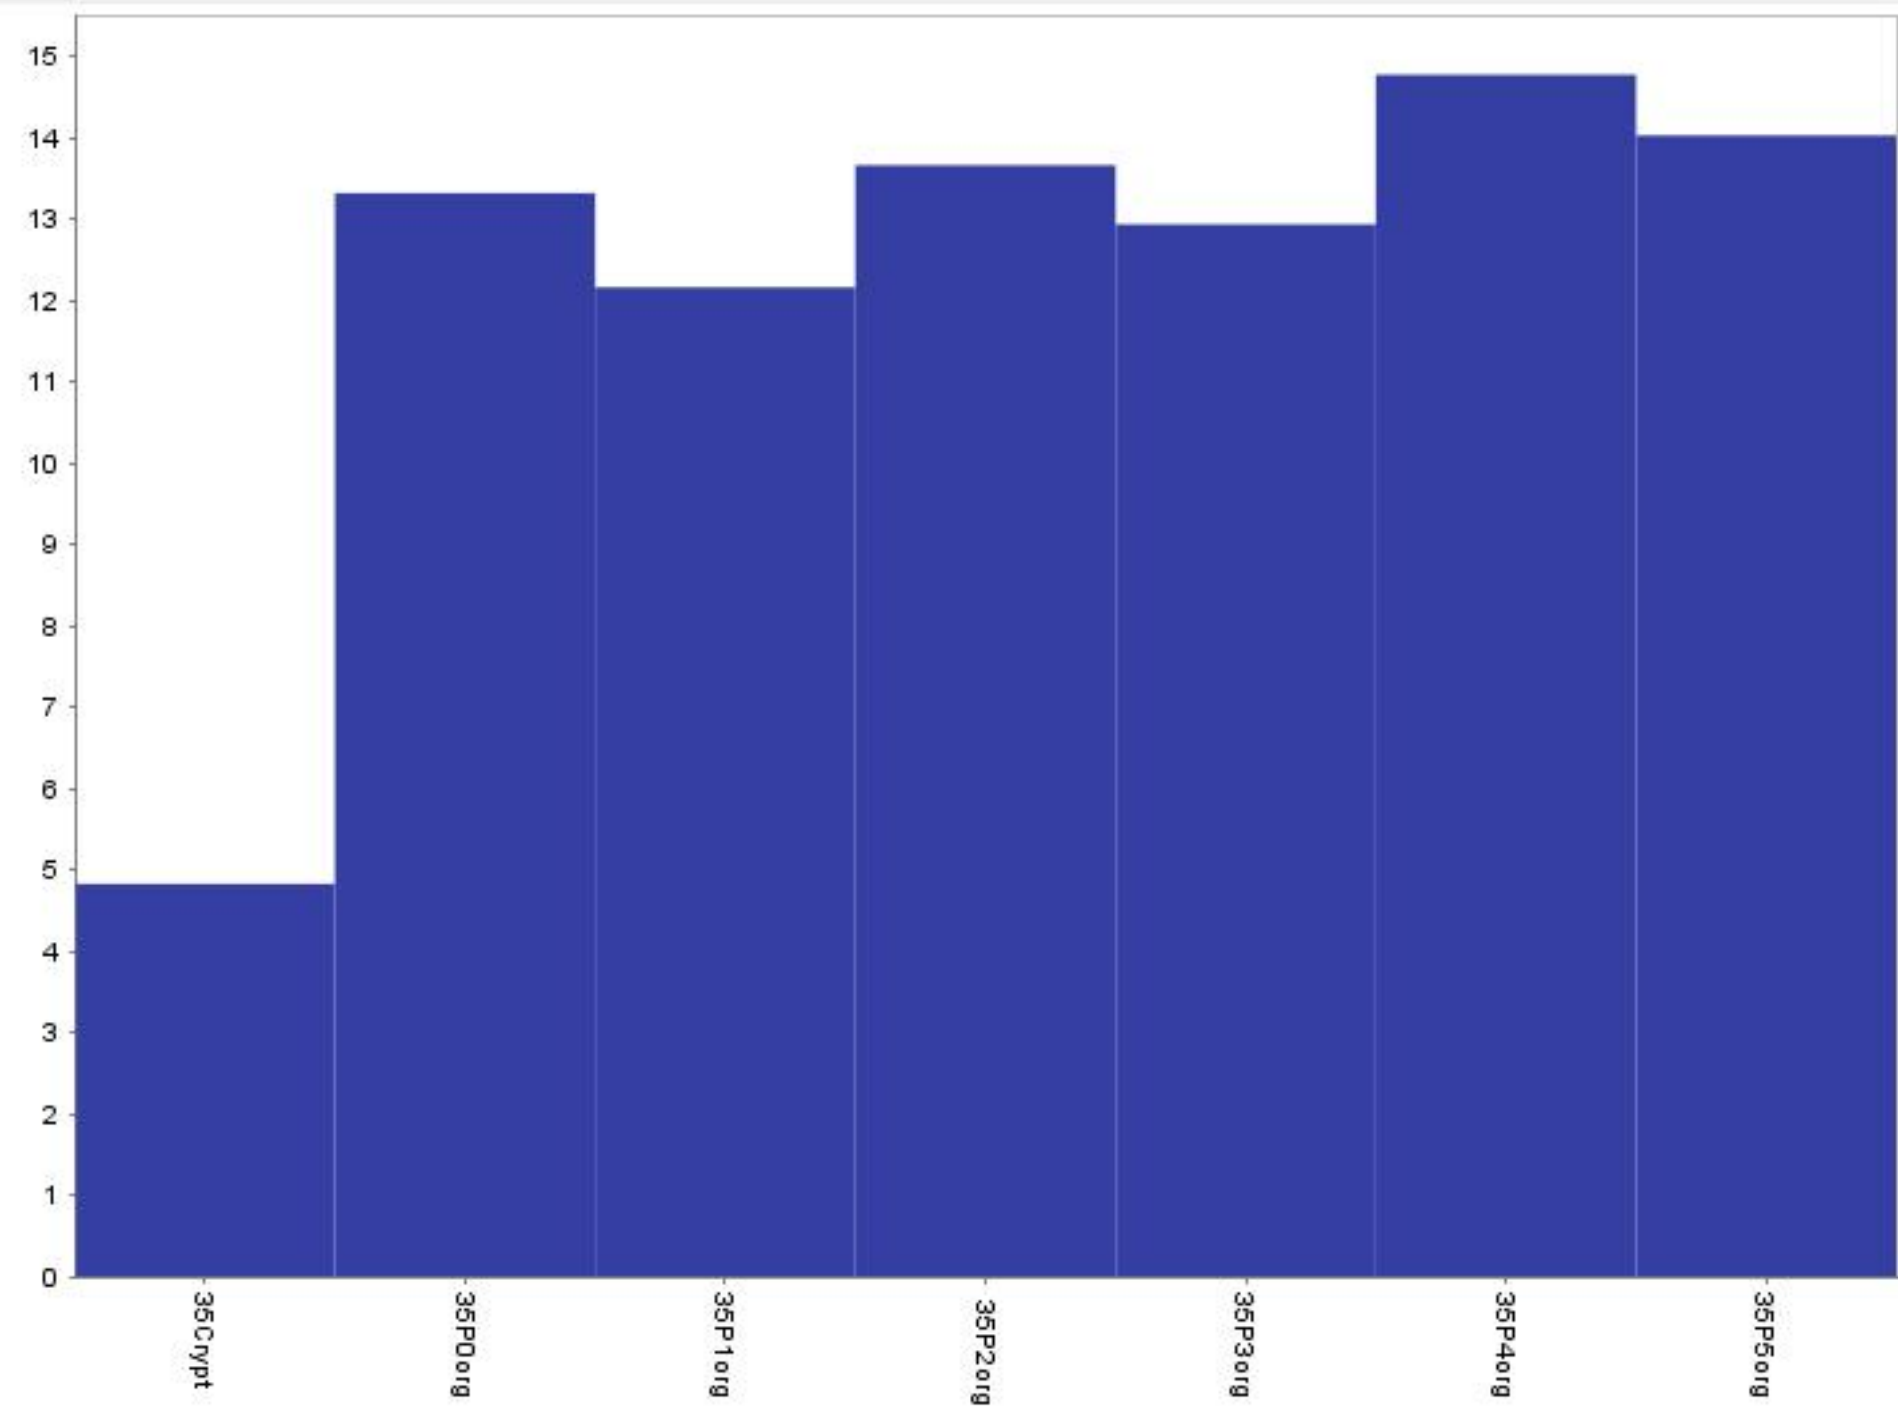

*Cluster0024 (43 nodes)*

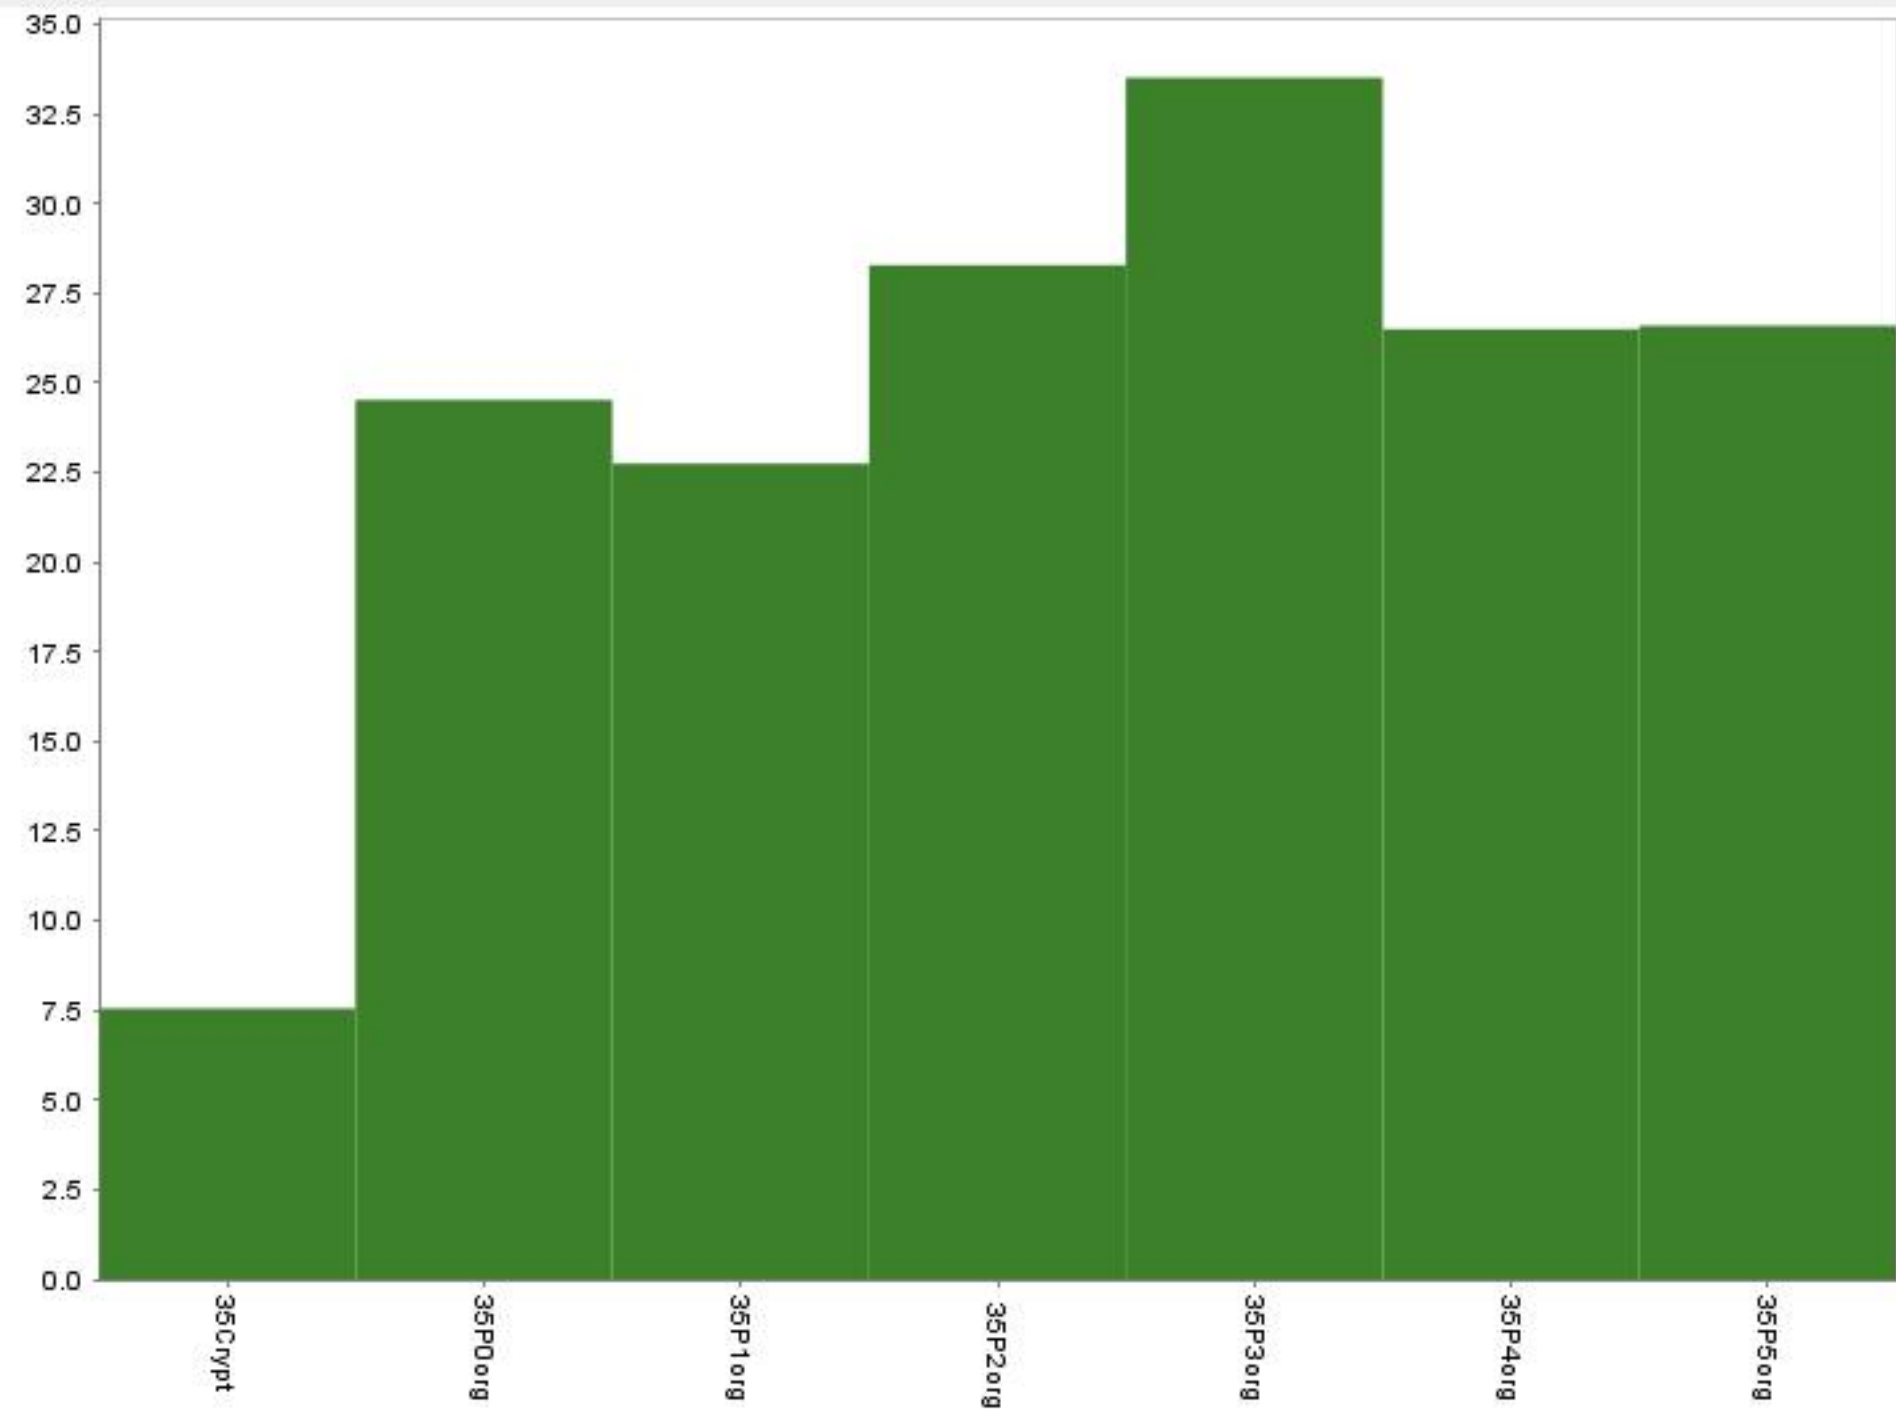

*Cluster0025 (43 nodes)*

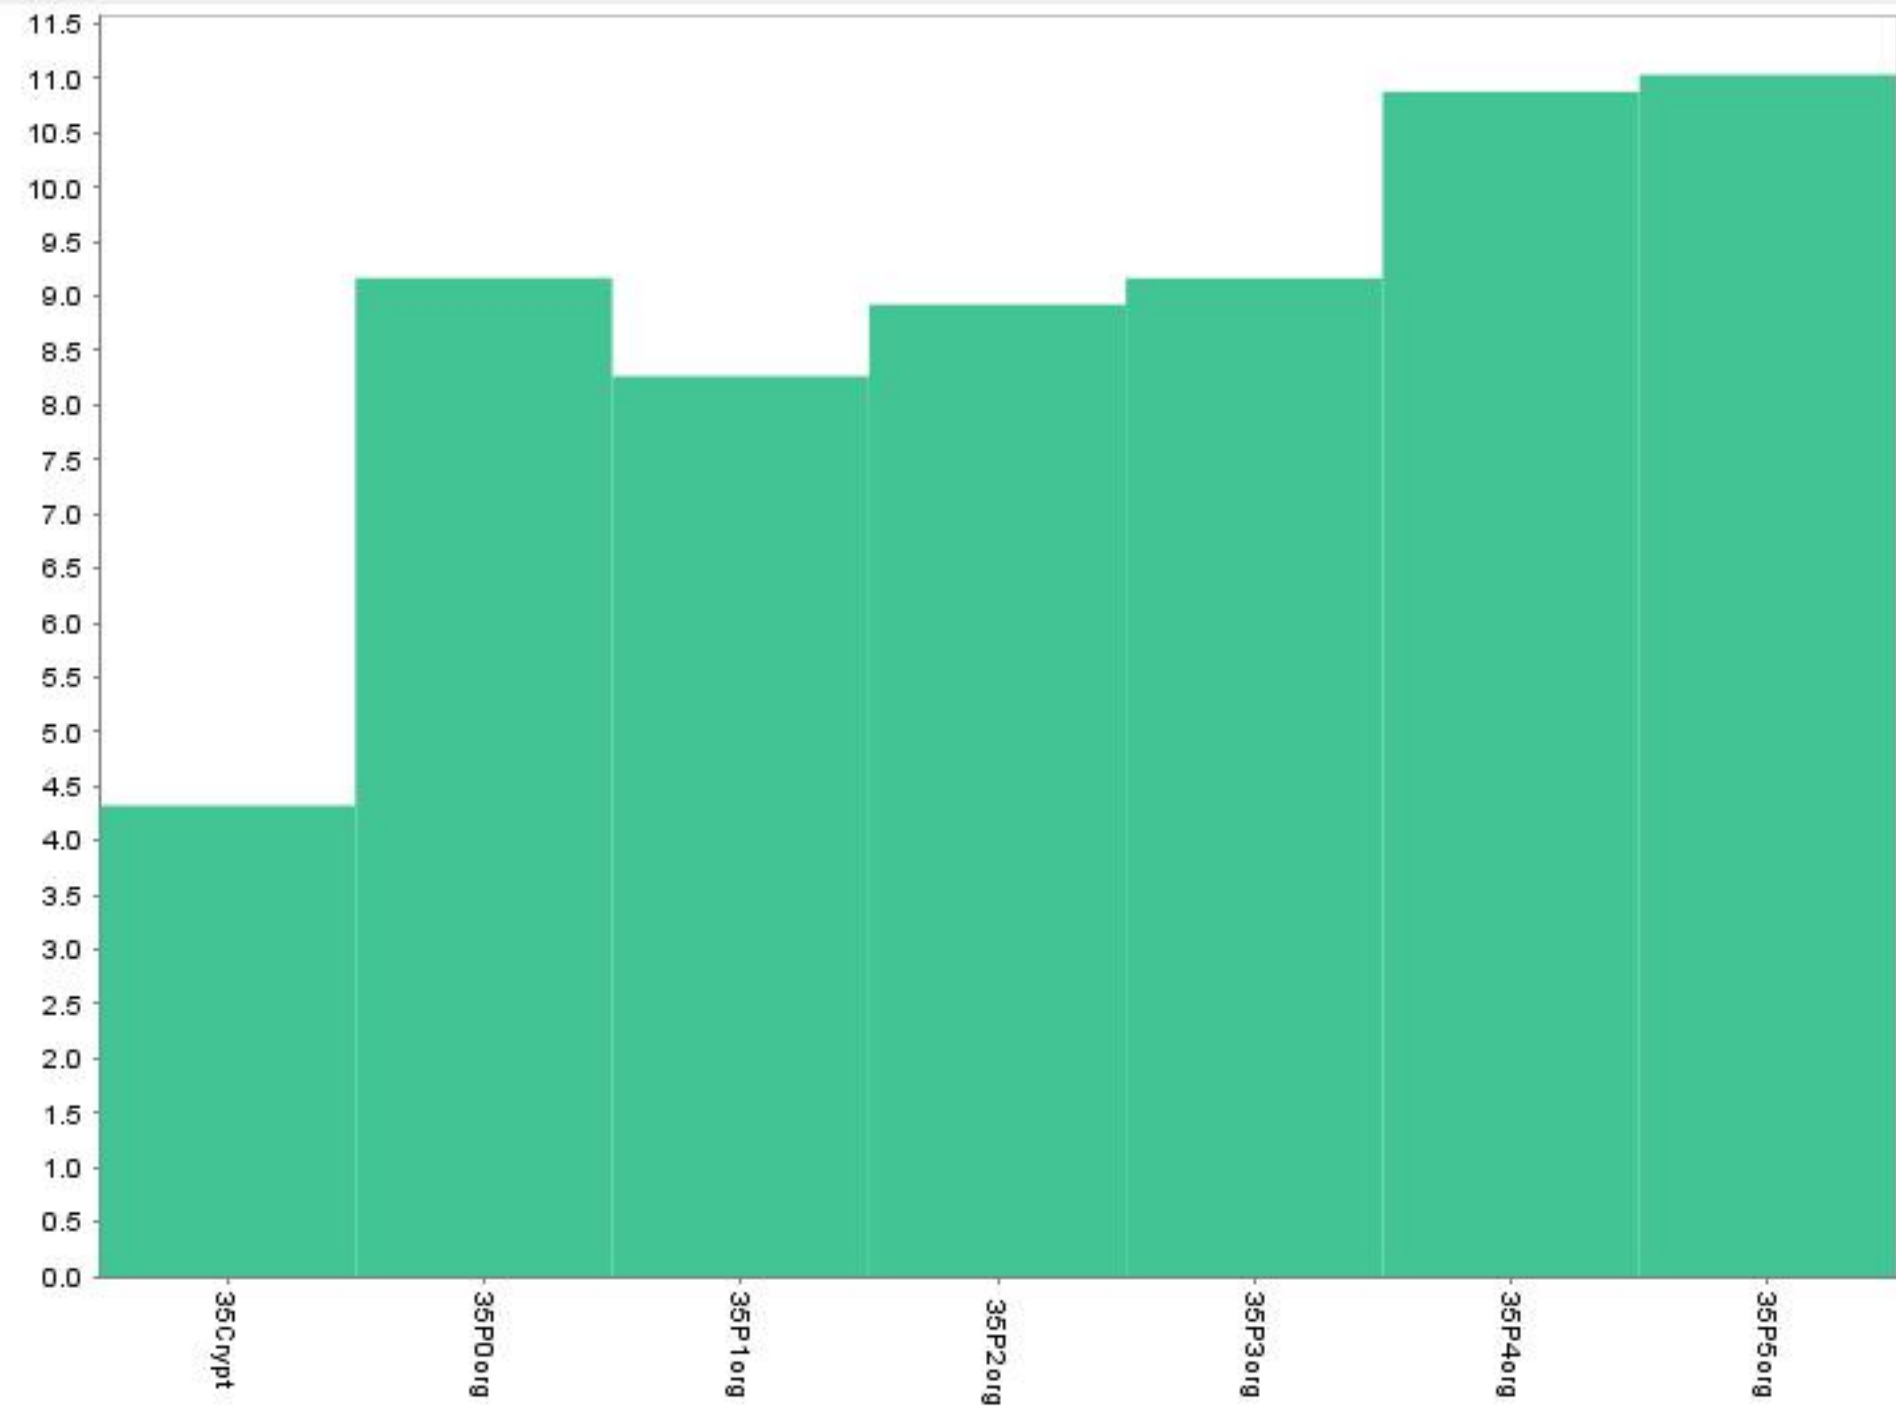

*Cluster0026 (43 nodes)*

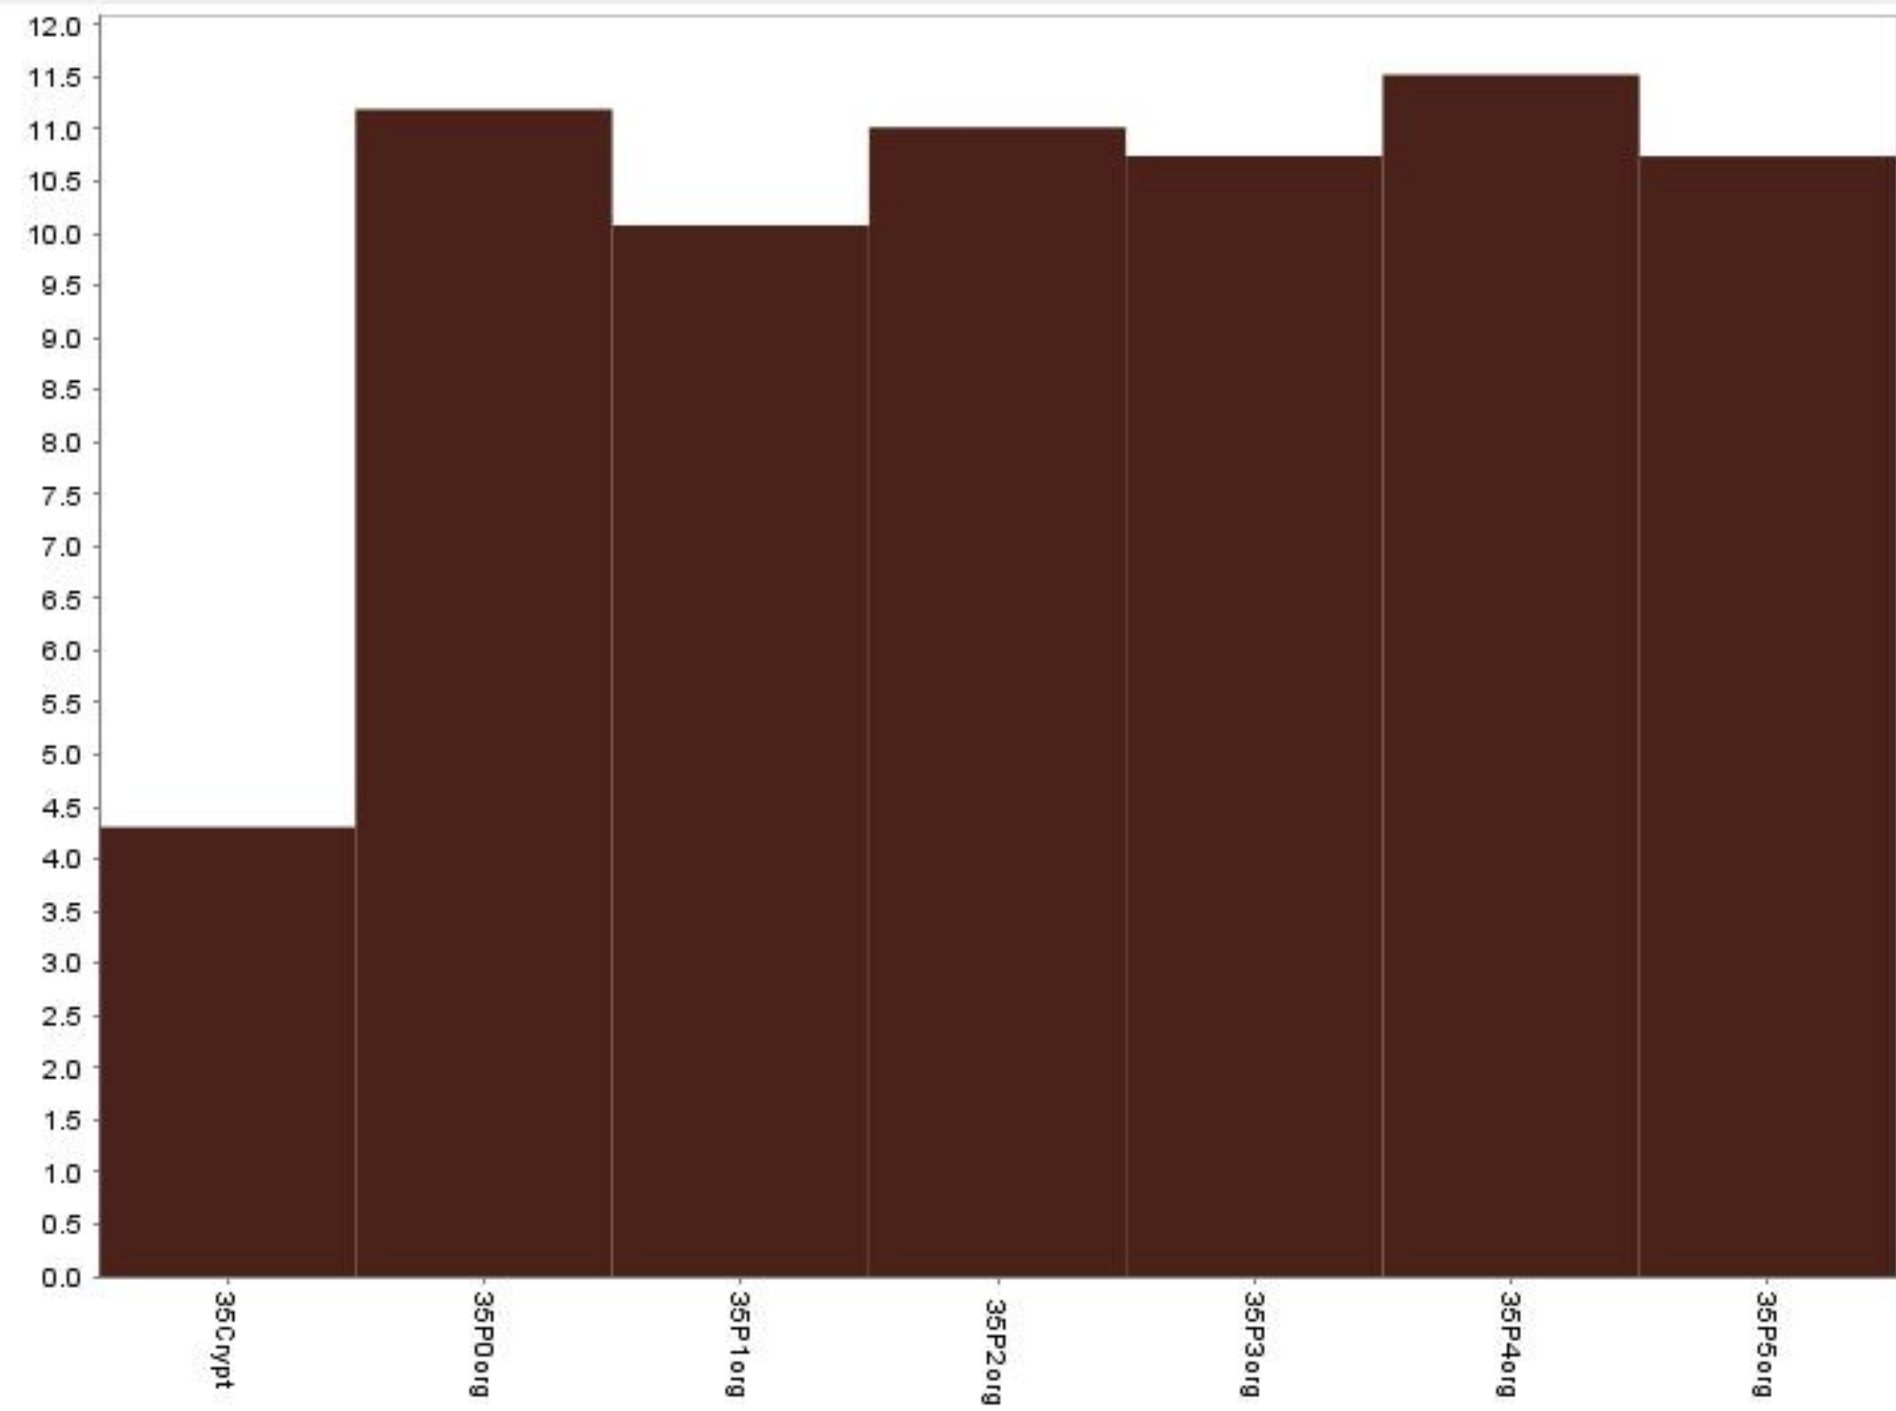

*Cluster0027 (42 nodes)*

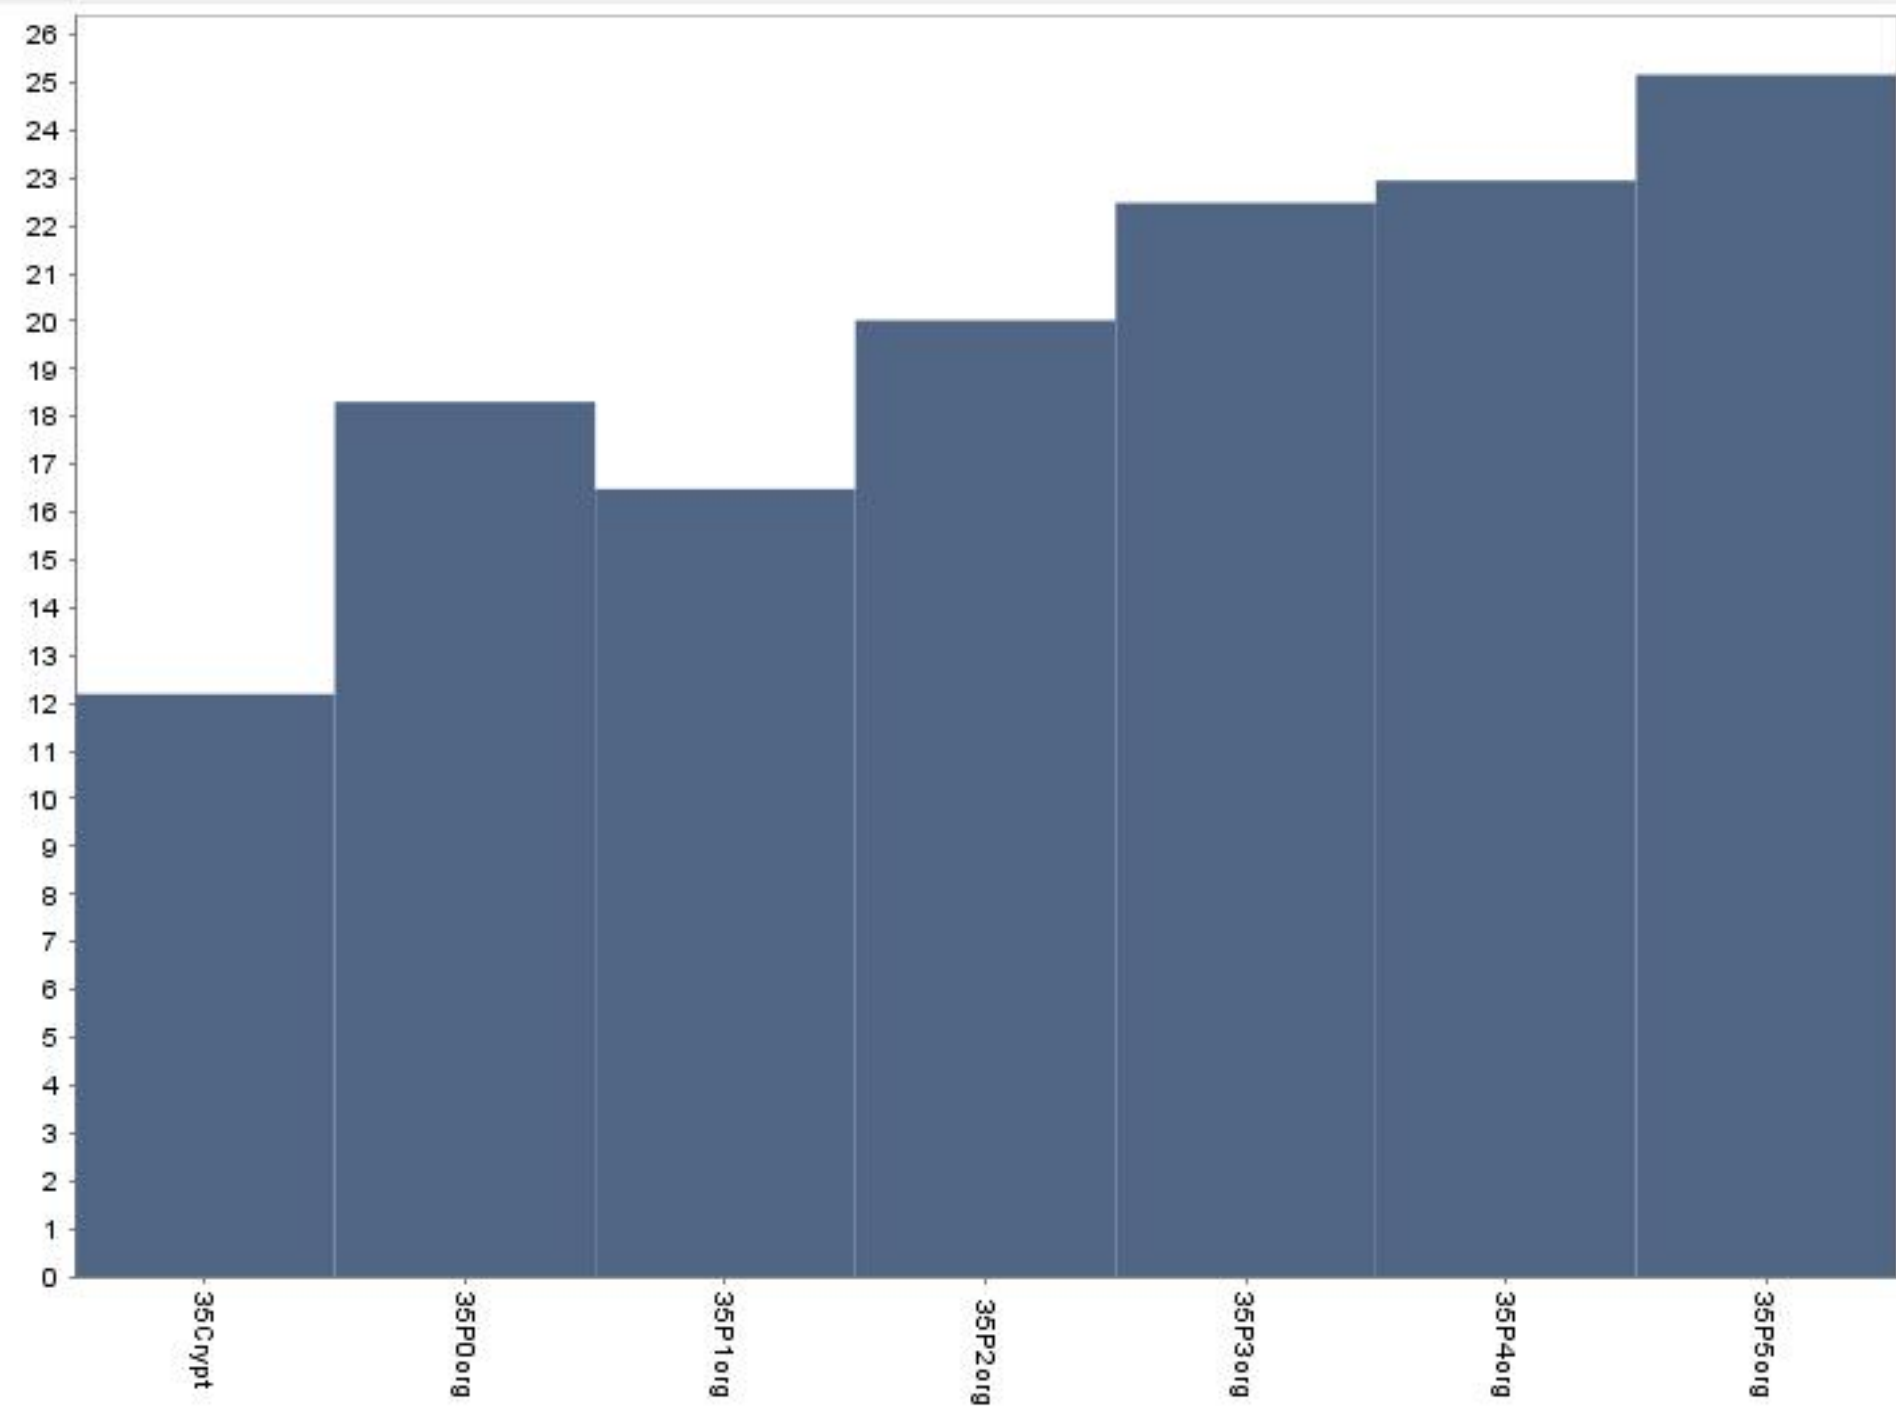

*Cluster0028 (39 nodes)*

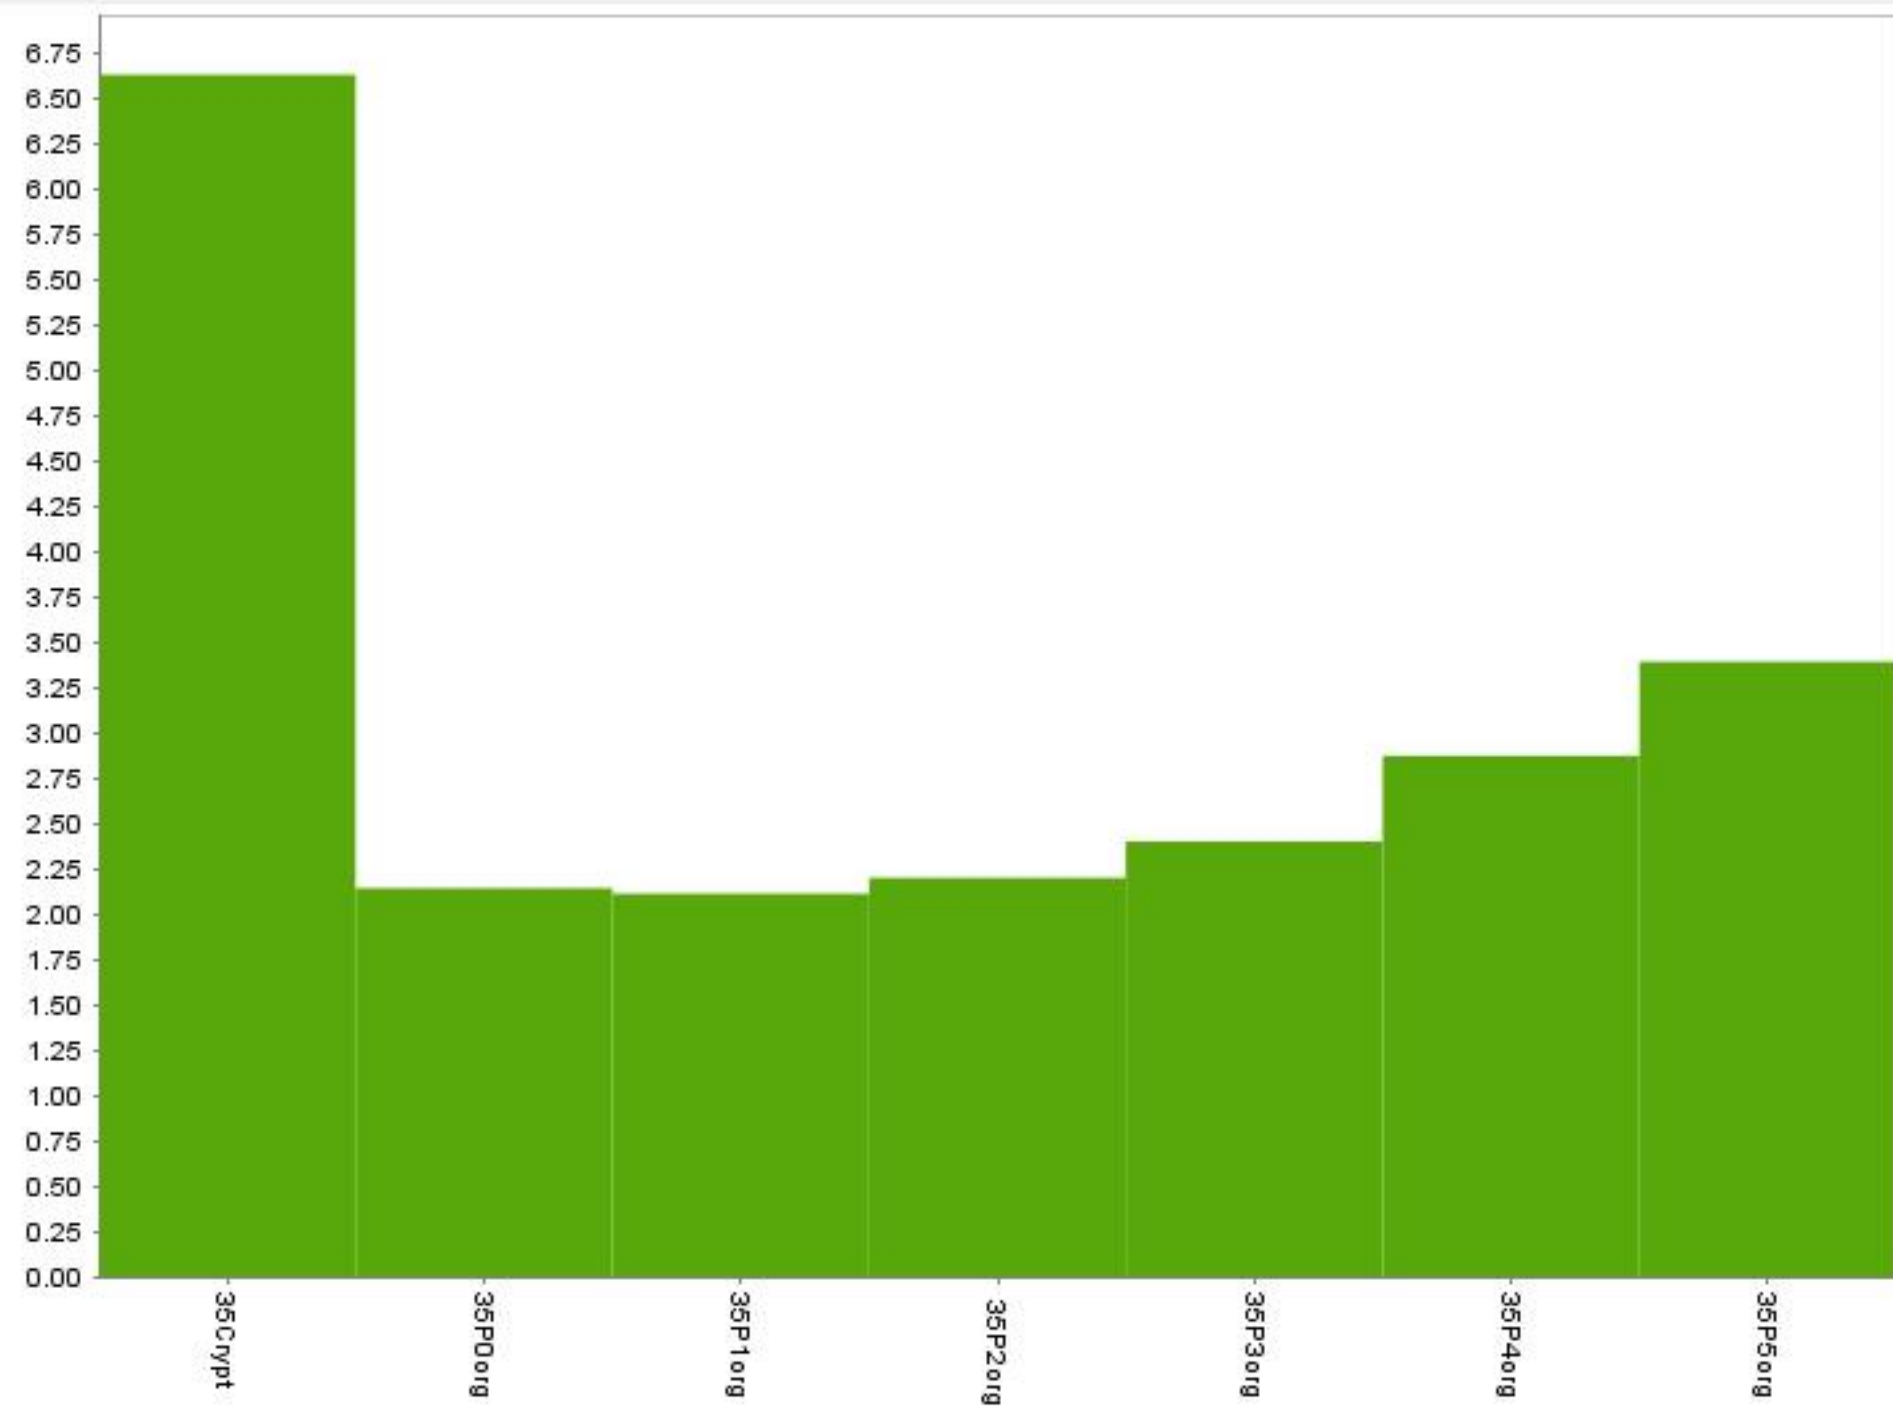

*Cluster0029 (38 nodes)*

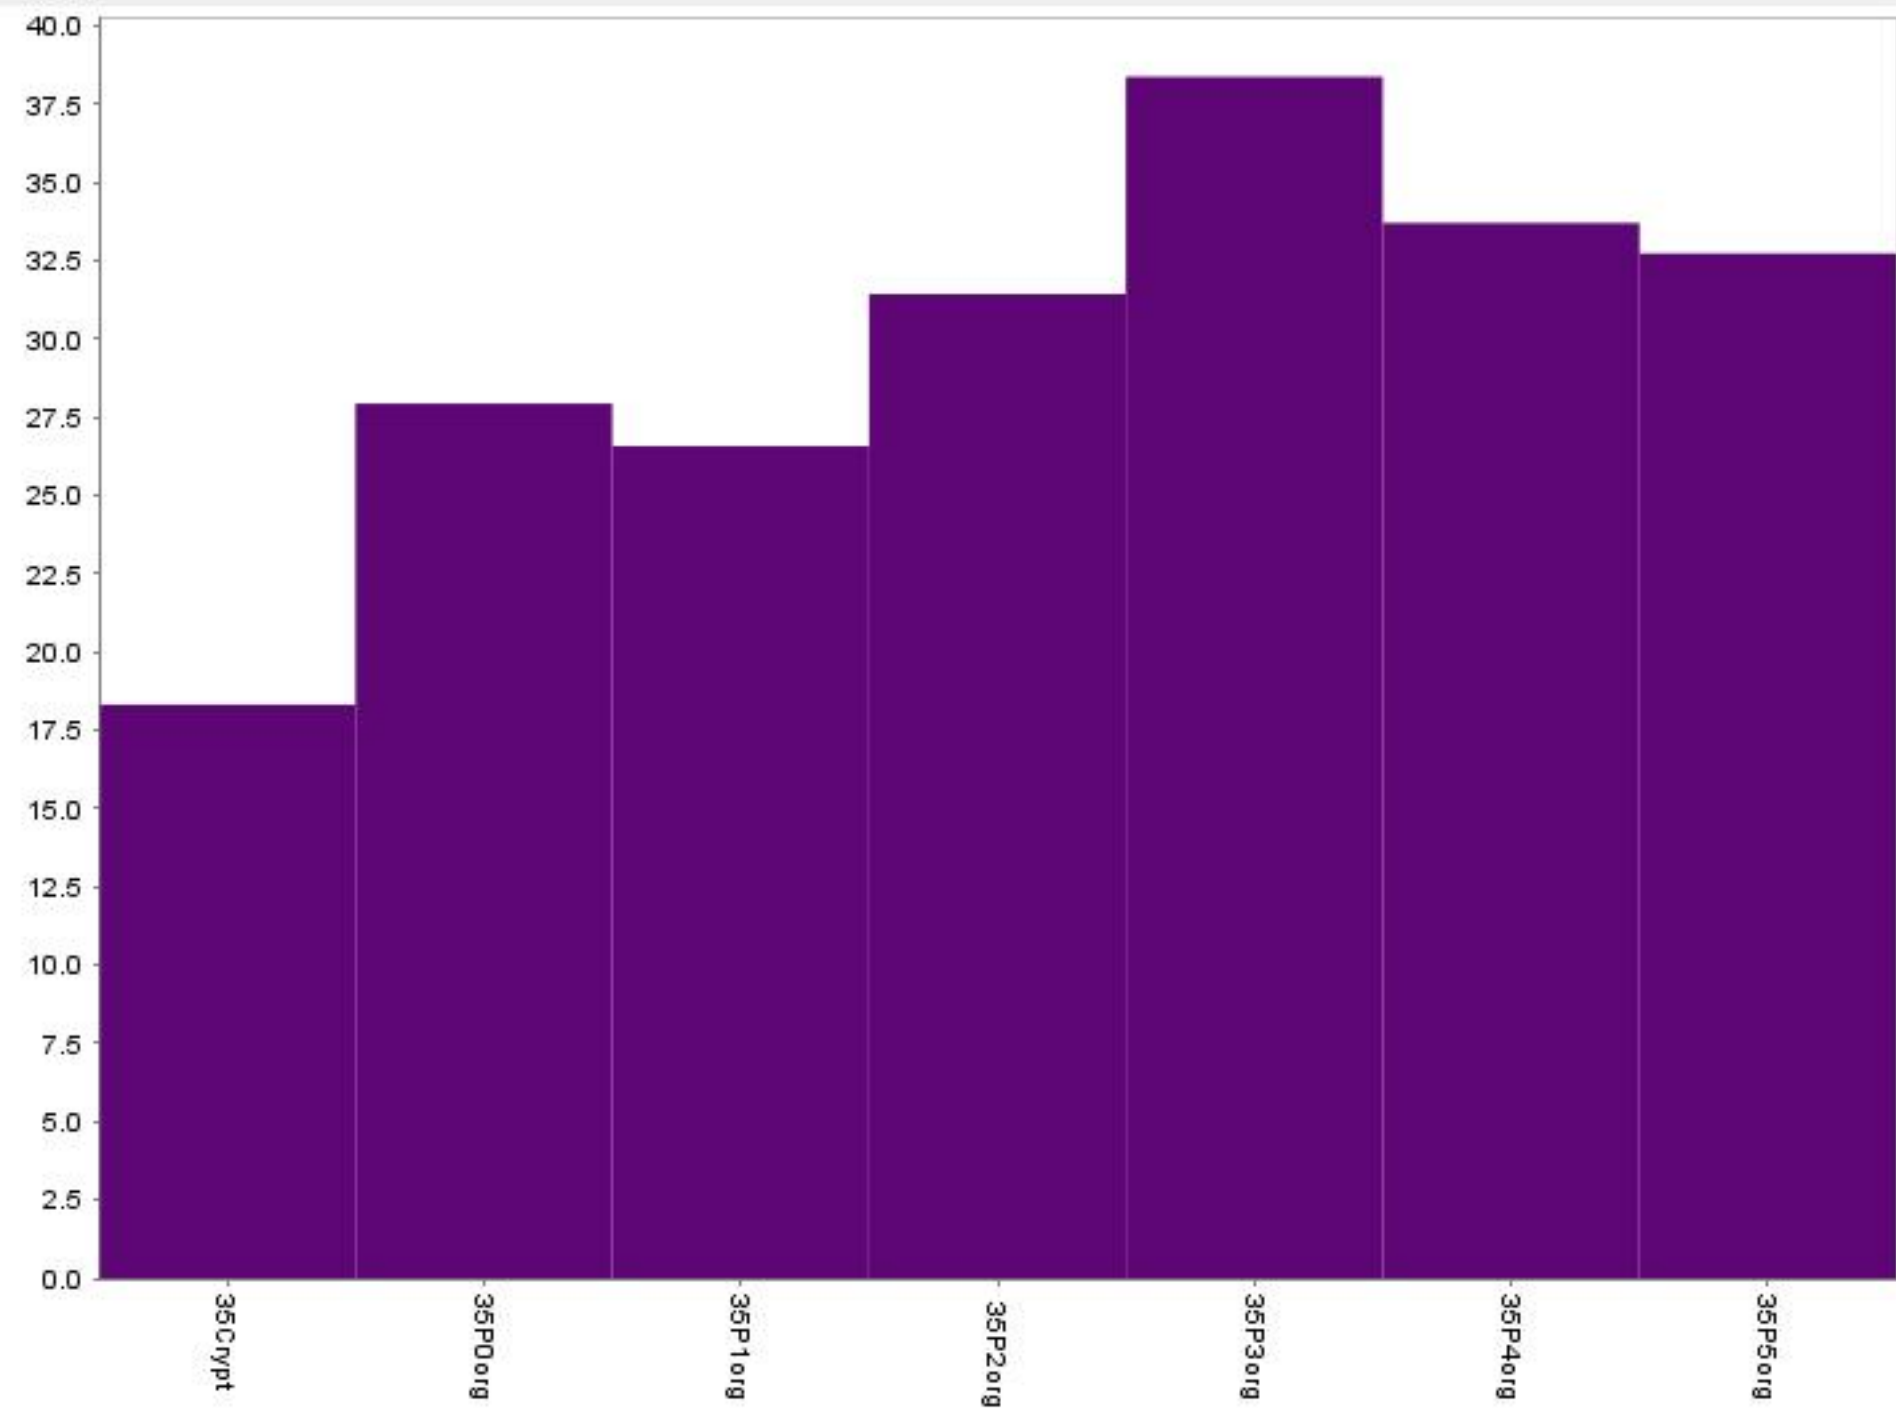

*Cluster0030 (37 nodes)*

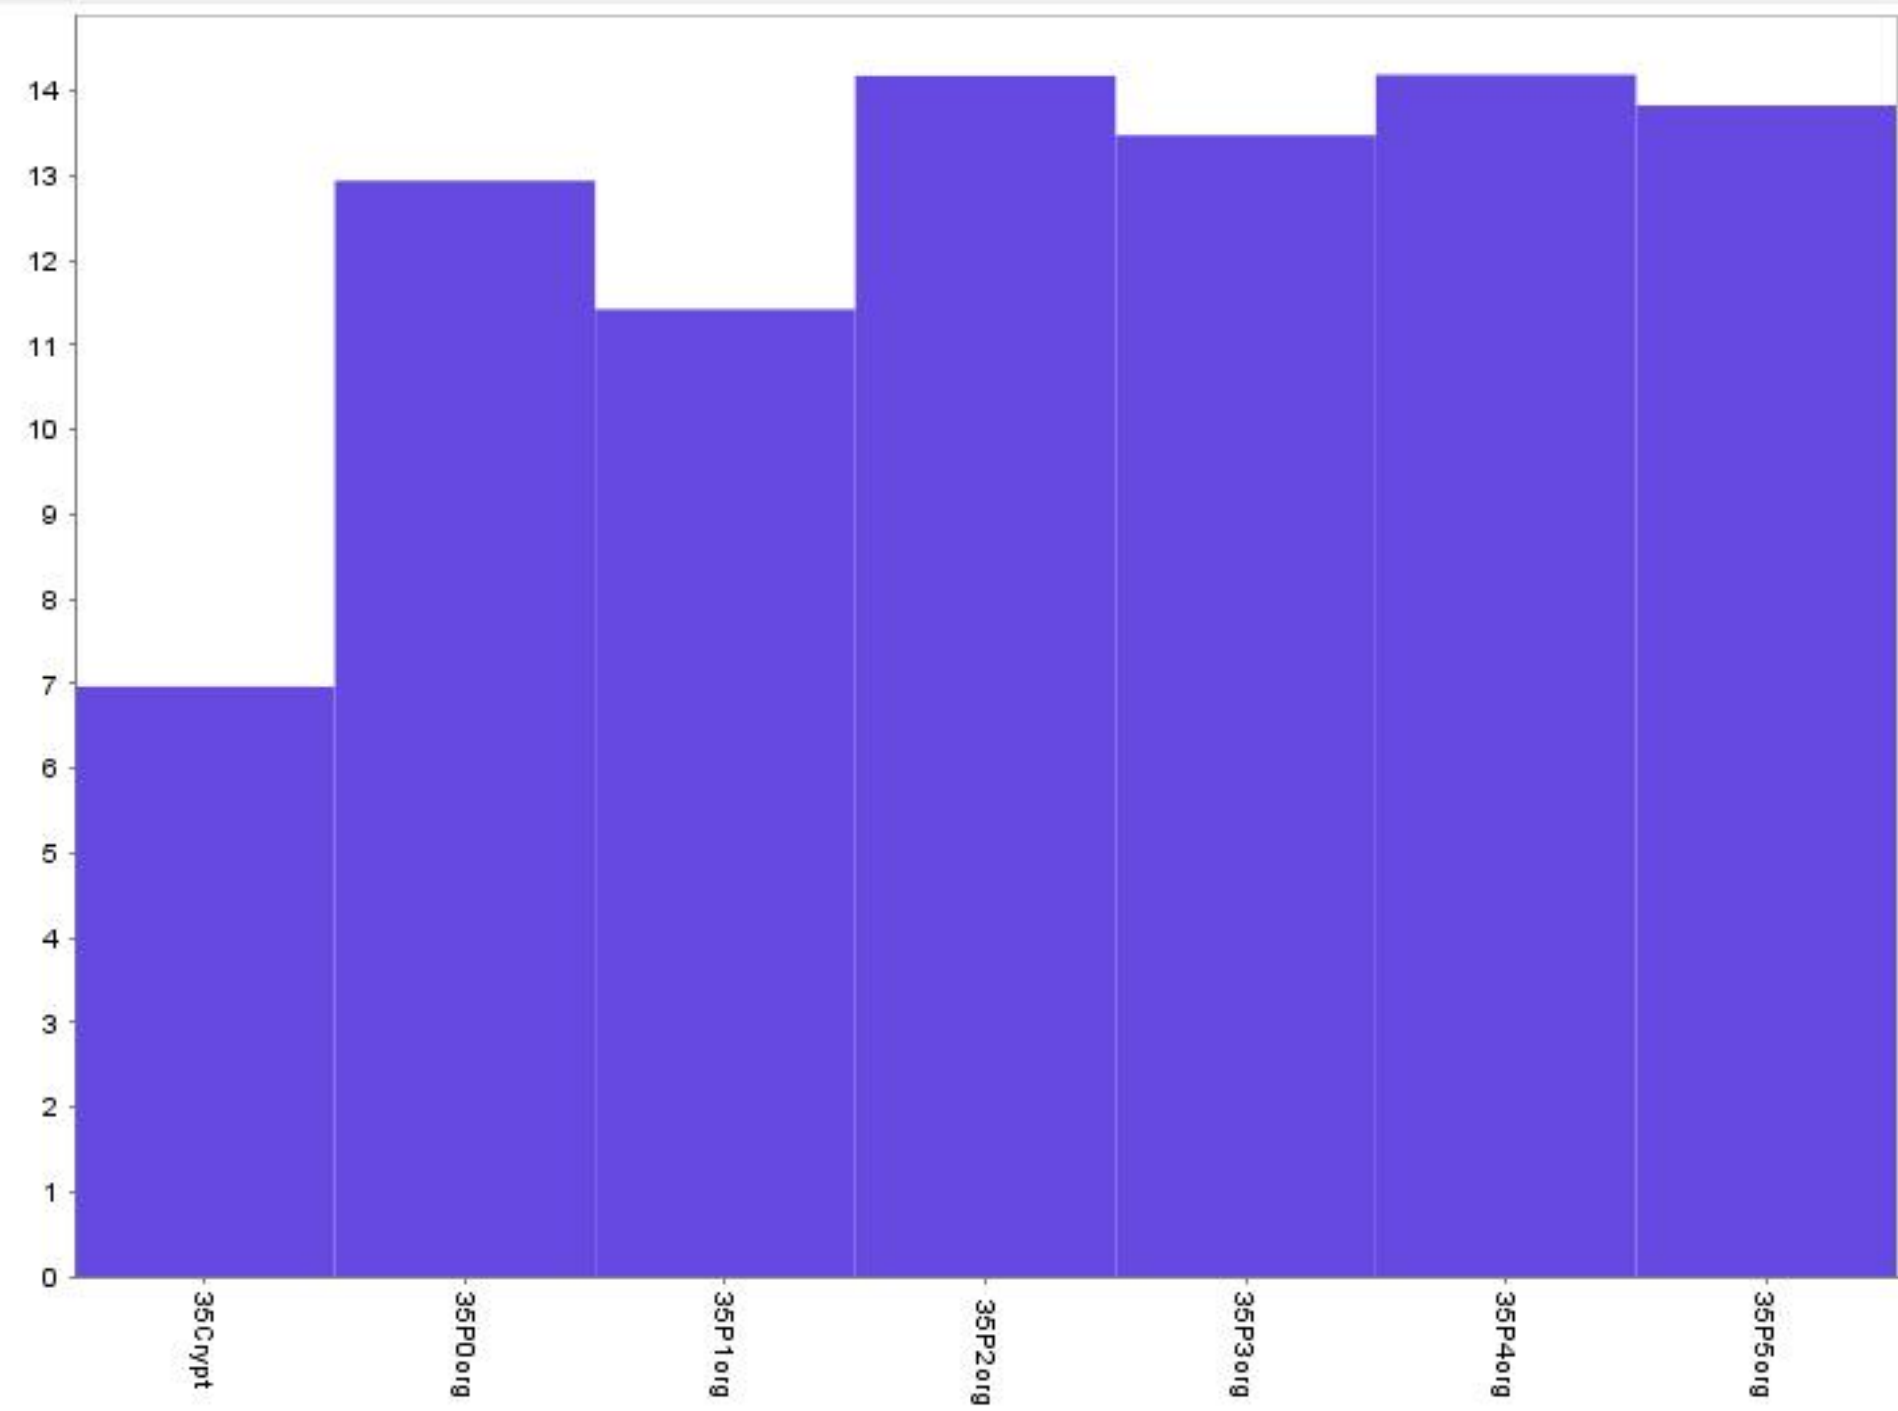

*Cluster0031 (37 nodes)*

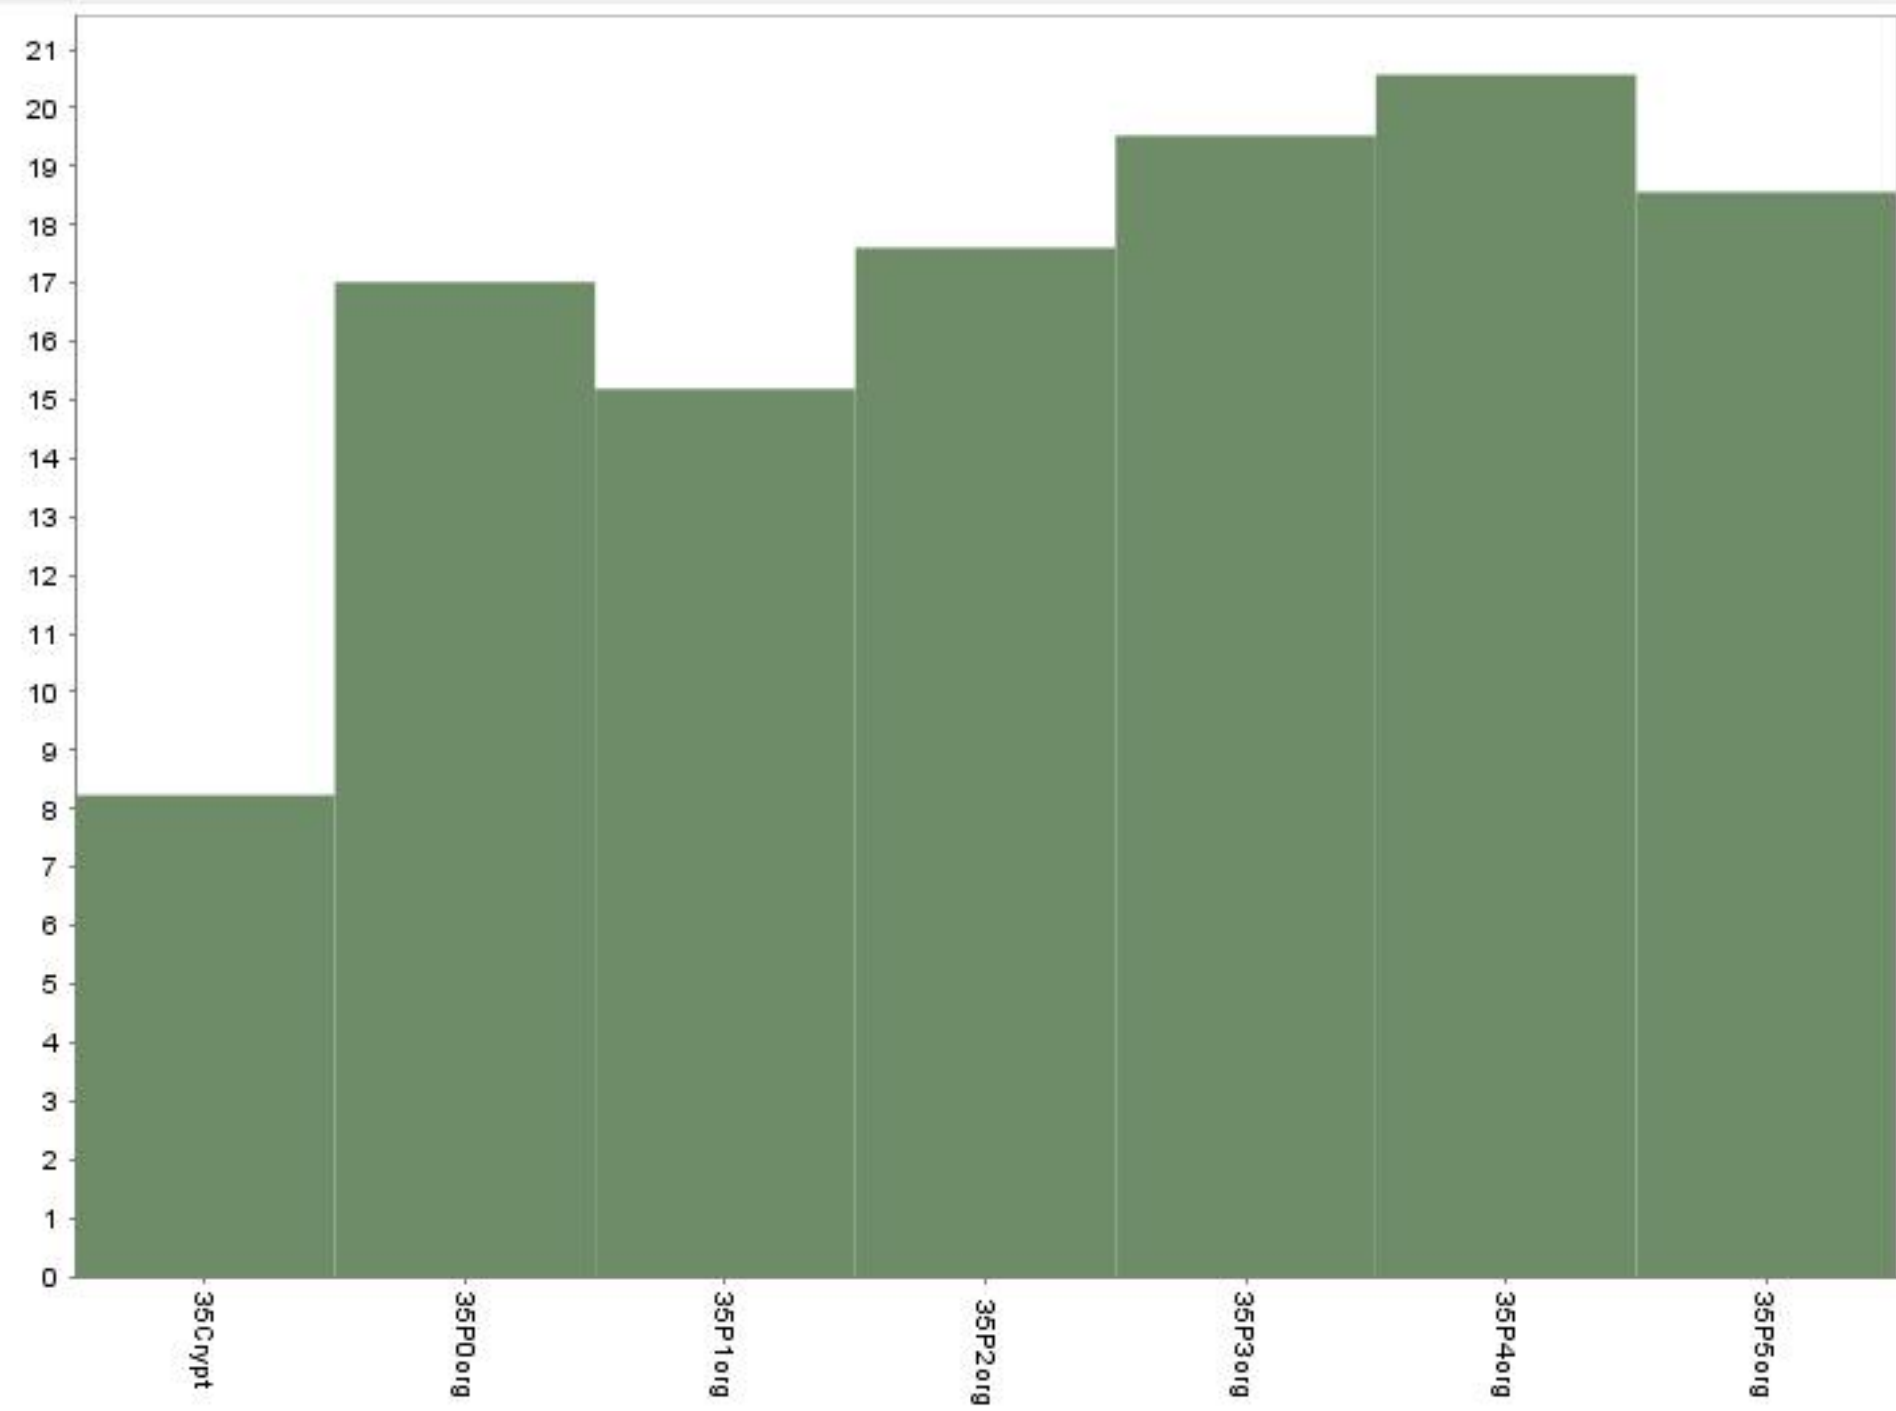

*Cluster0032 (35 nodes)*

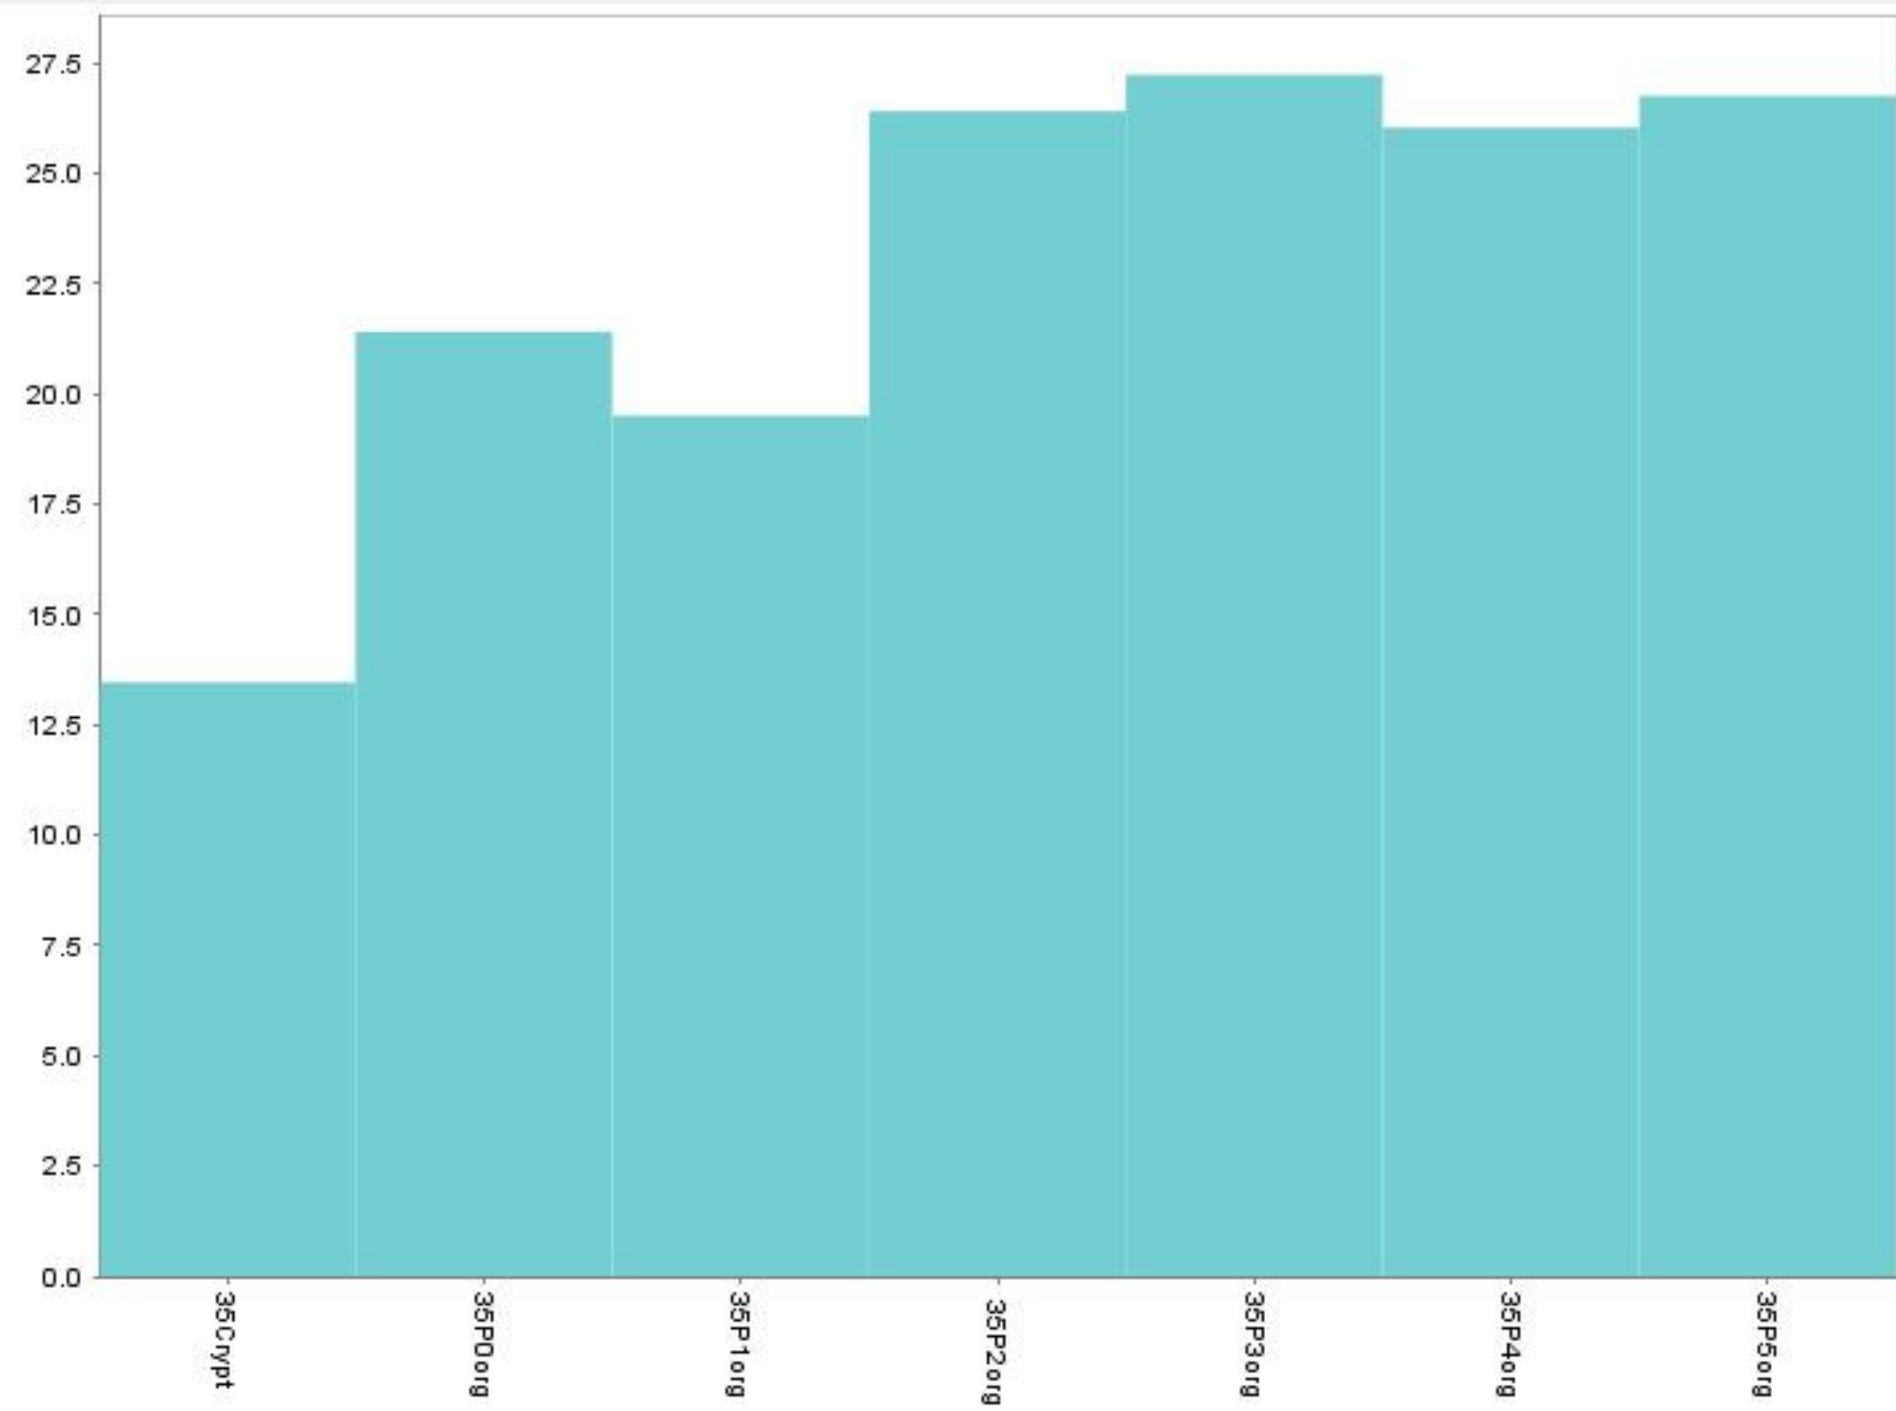

*Cluster0033 (35 nodes)*

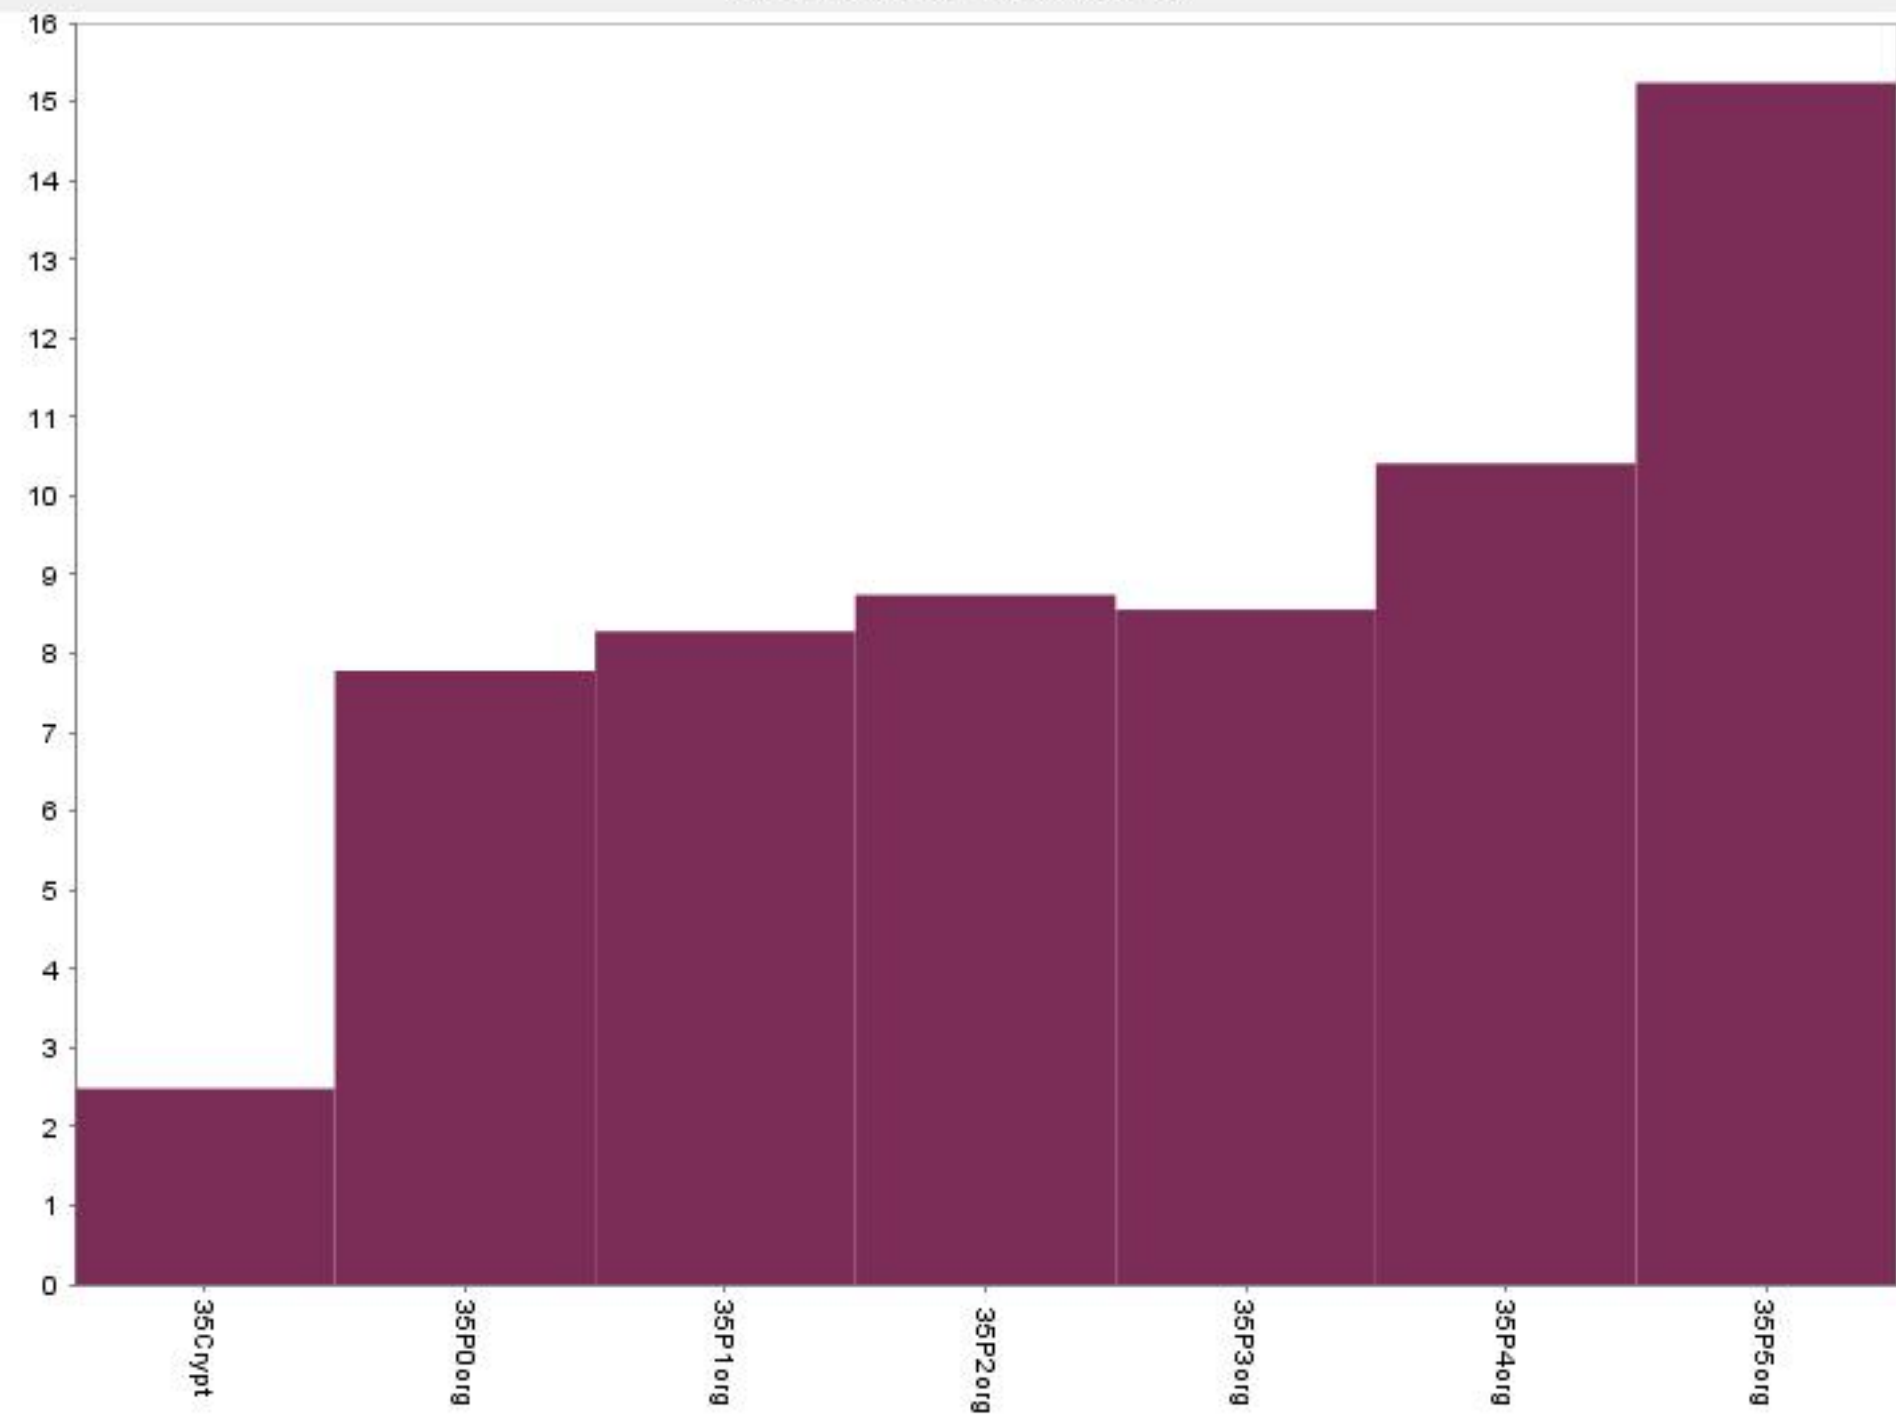

*Cluster0034 (34 nodes)*

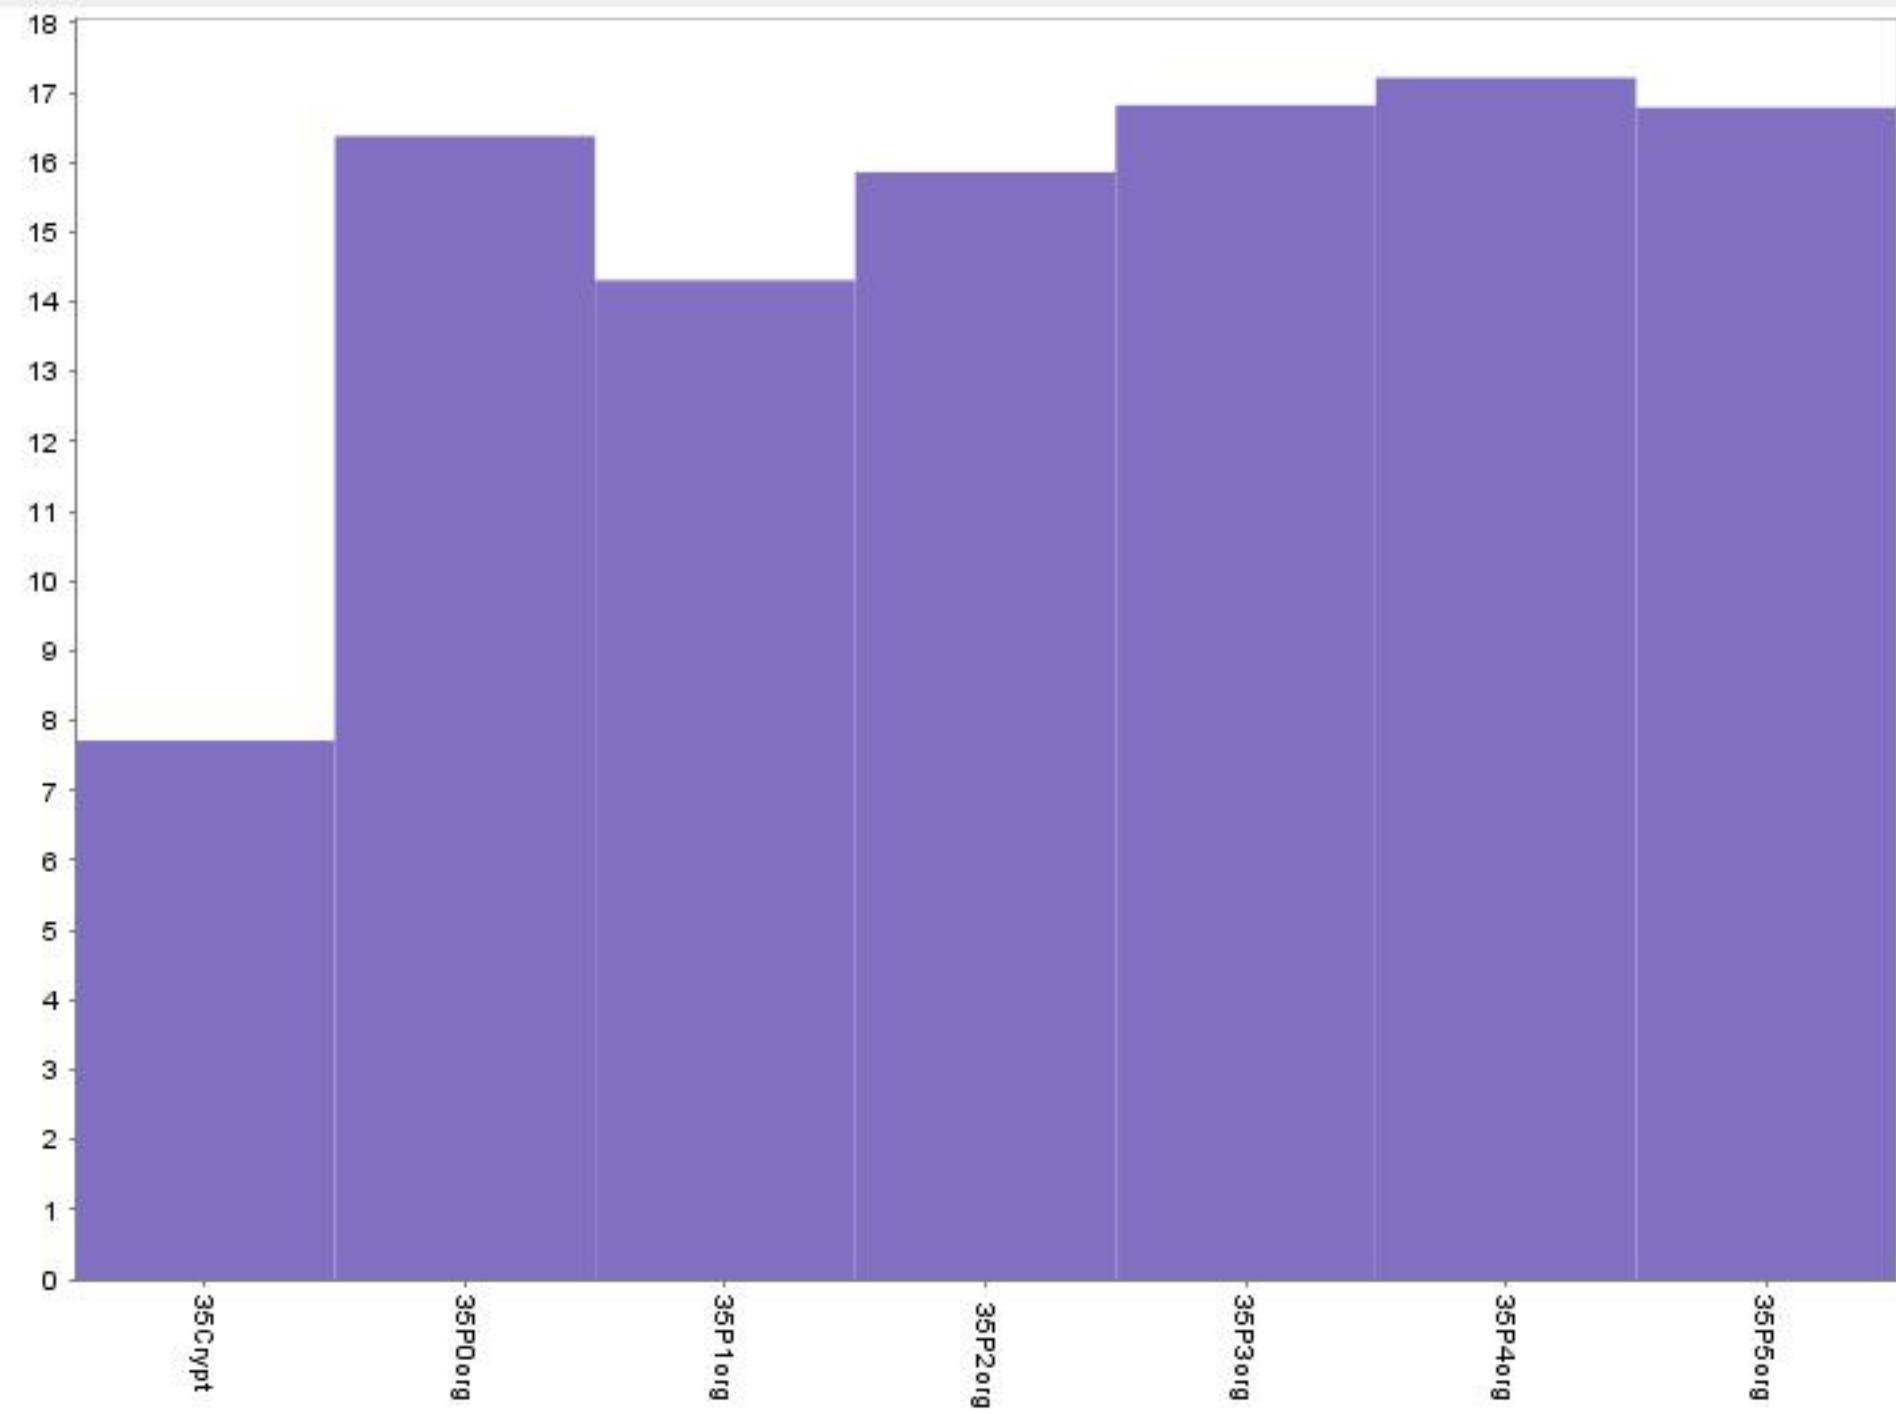

*Cluster0035 (34 nodes)*

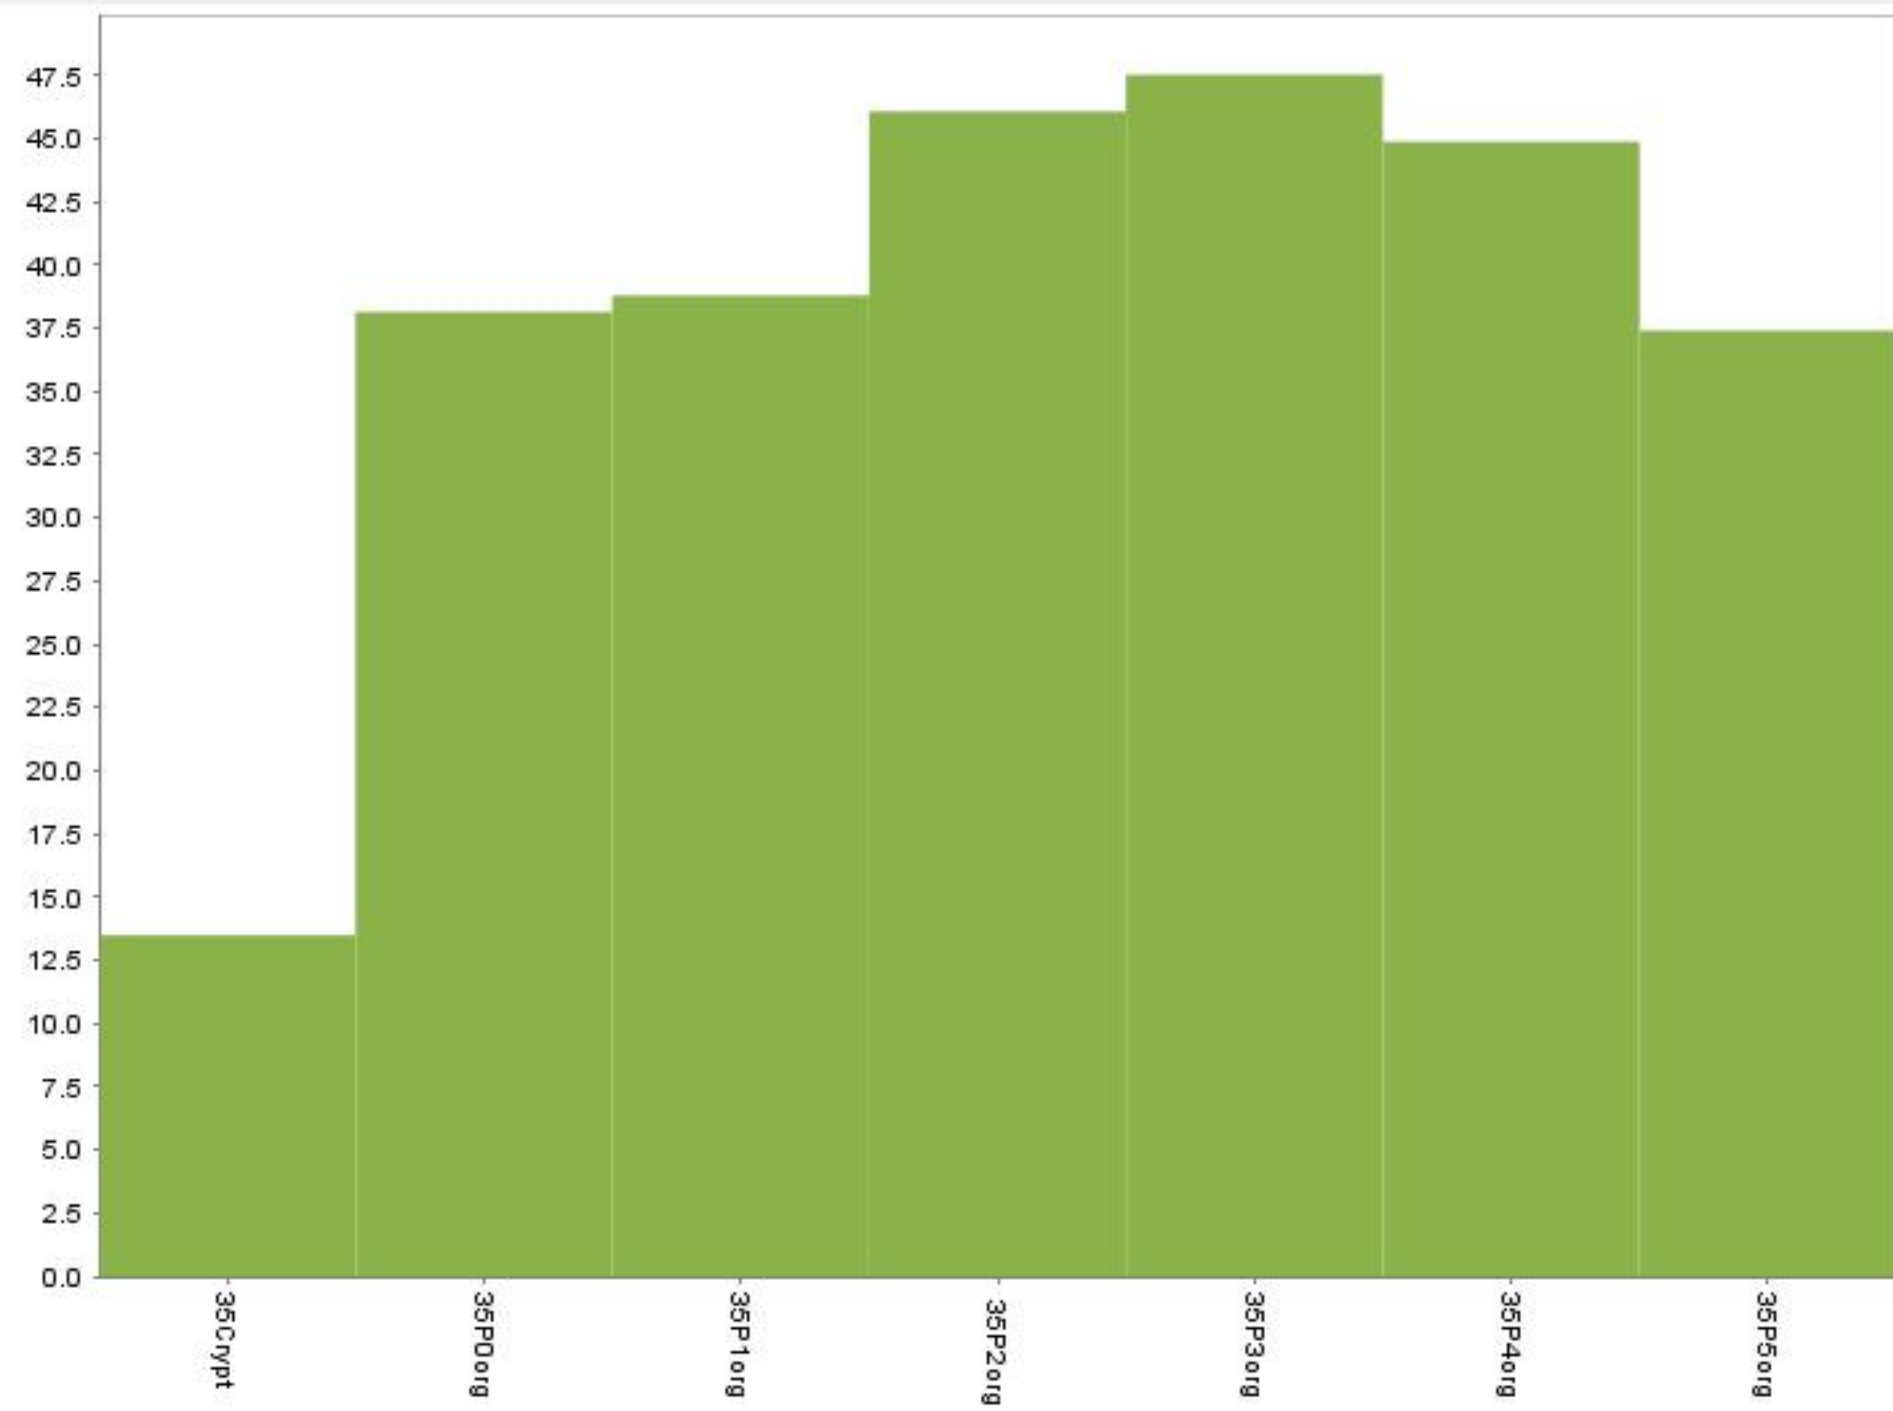

*Cluster0036 (34 nodes)*

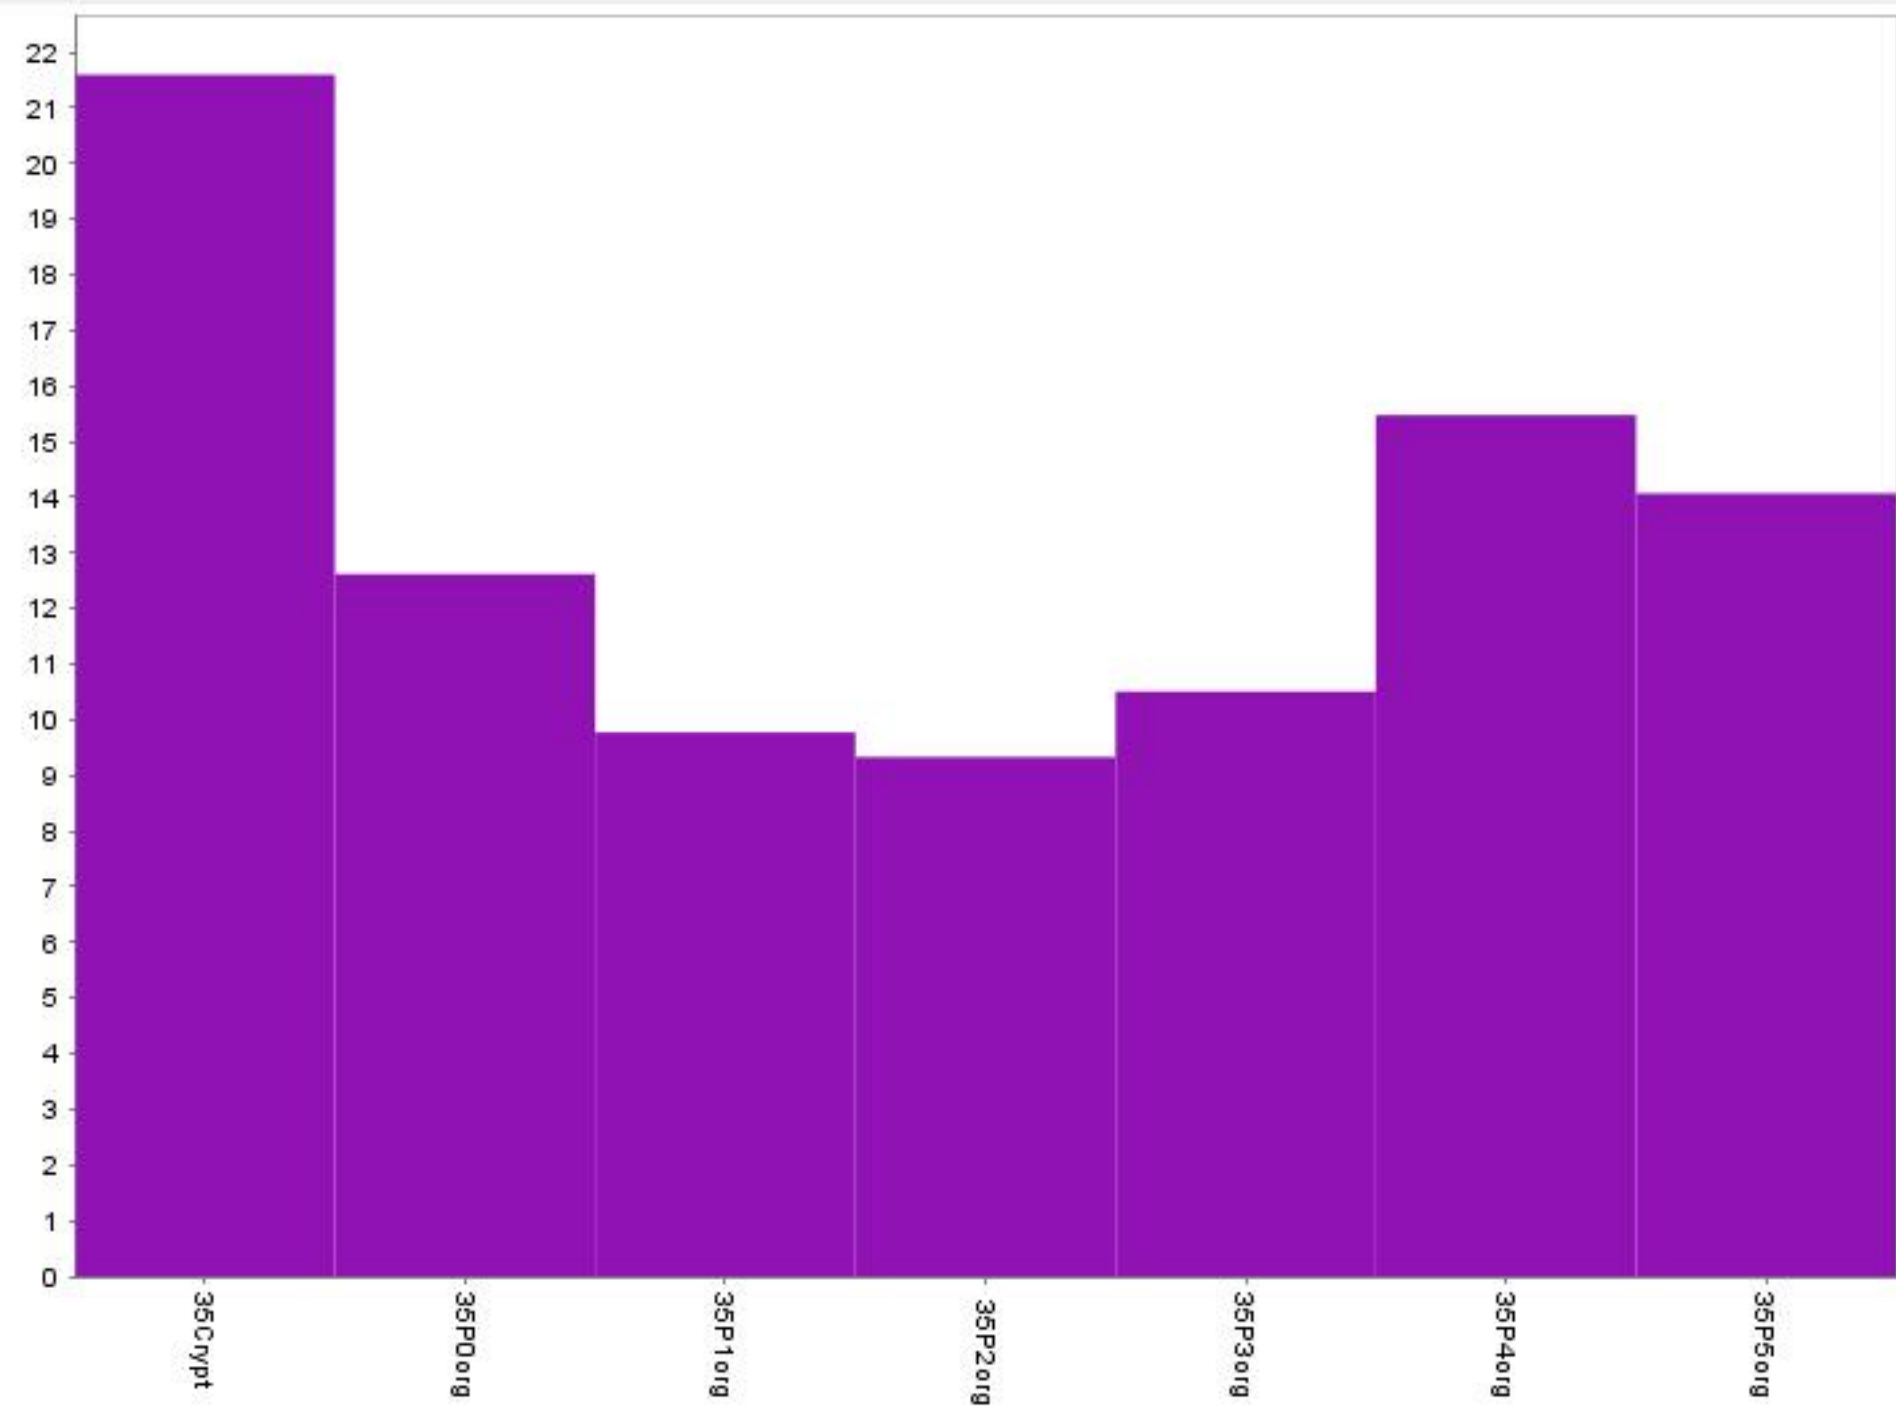

*Cluster0037 (32 nodes)*

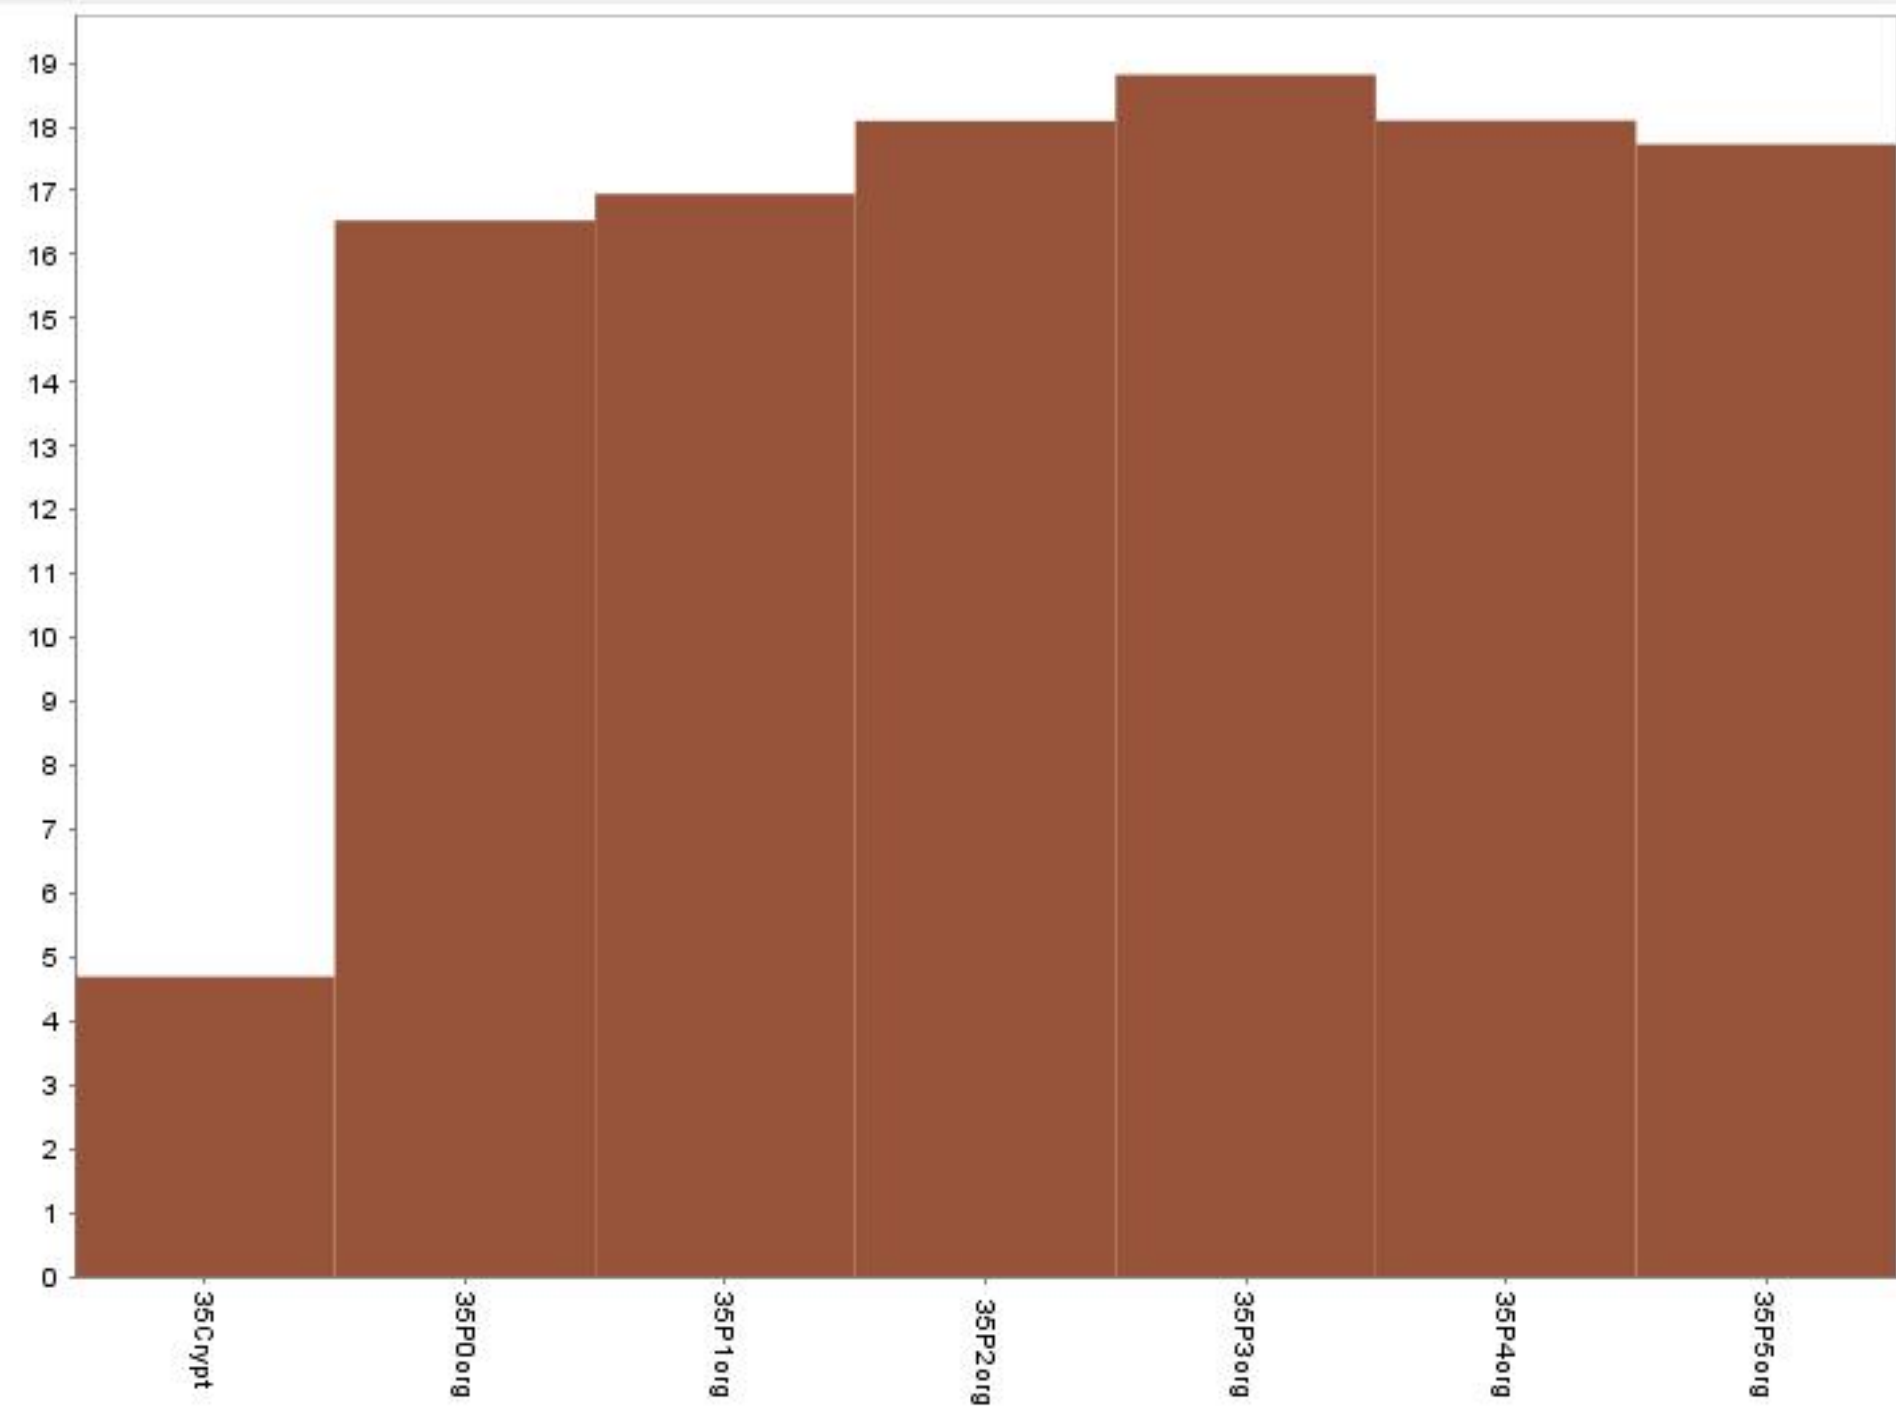

*Cluster0038 (31 nodes)*

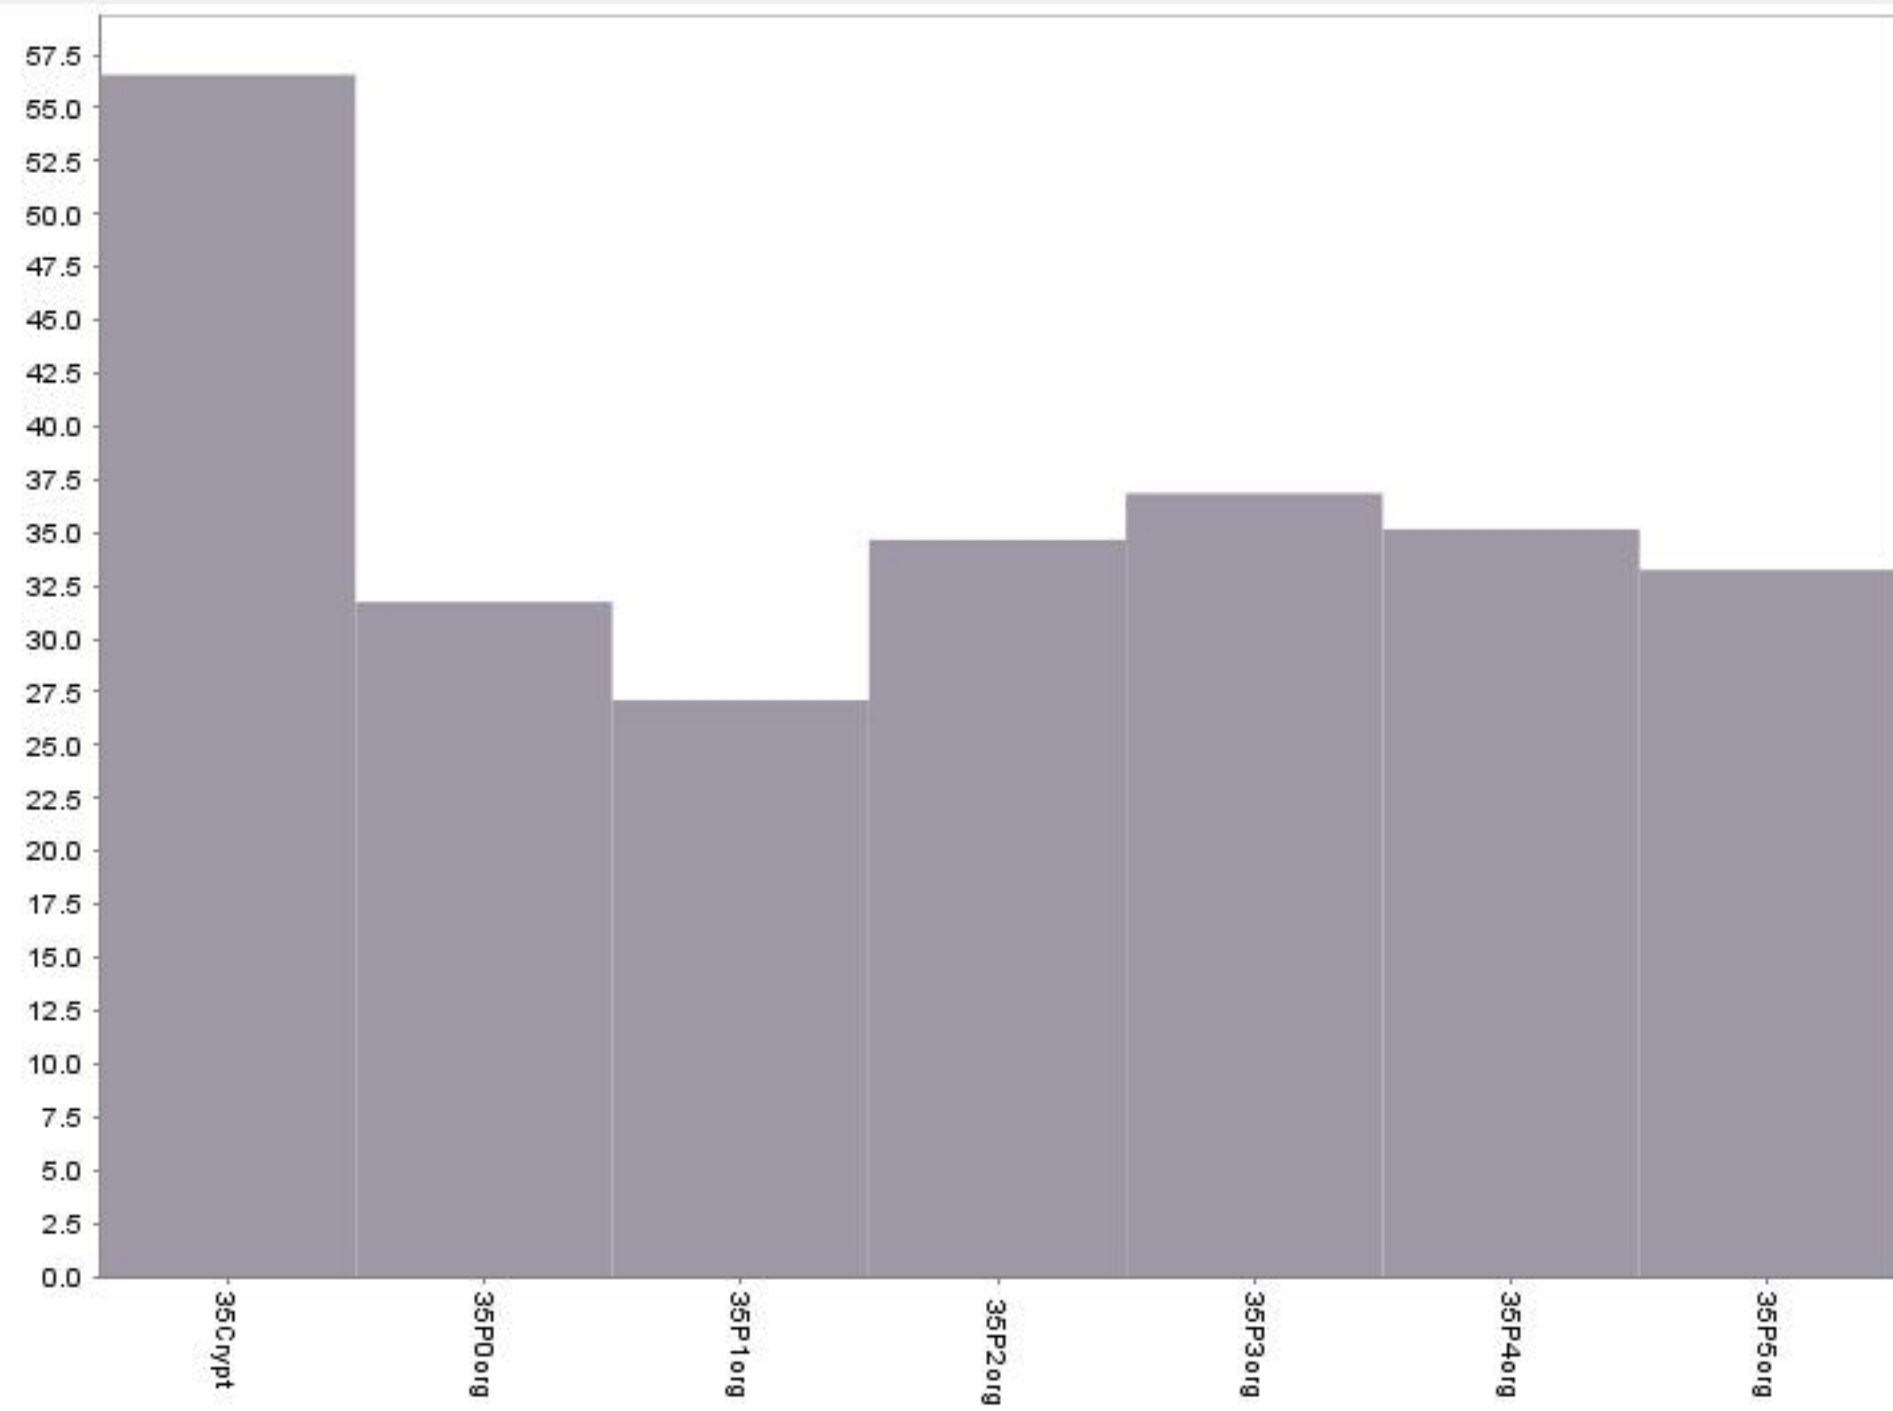

*Cluster0039 (31 nodes)*

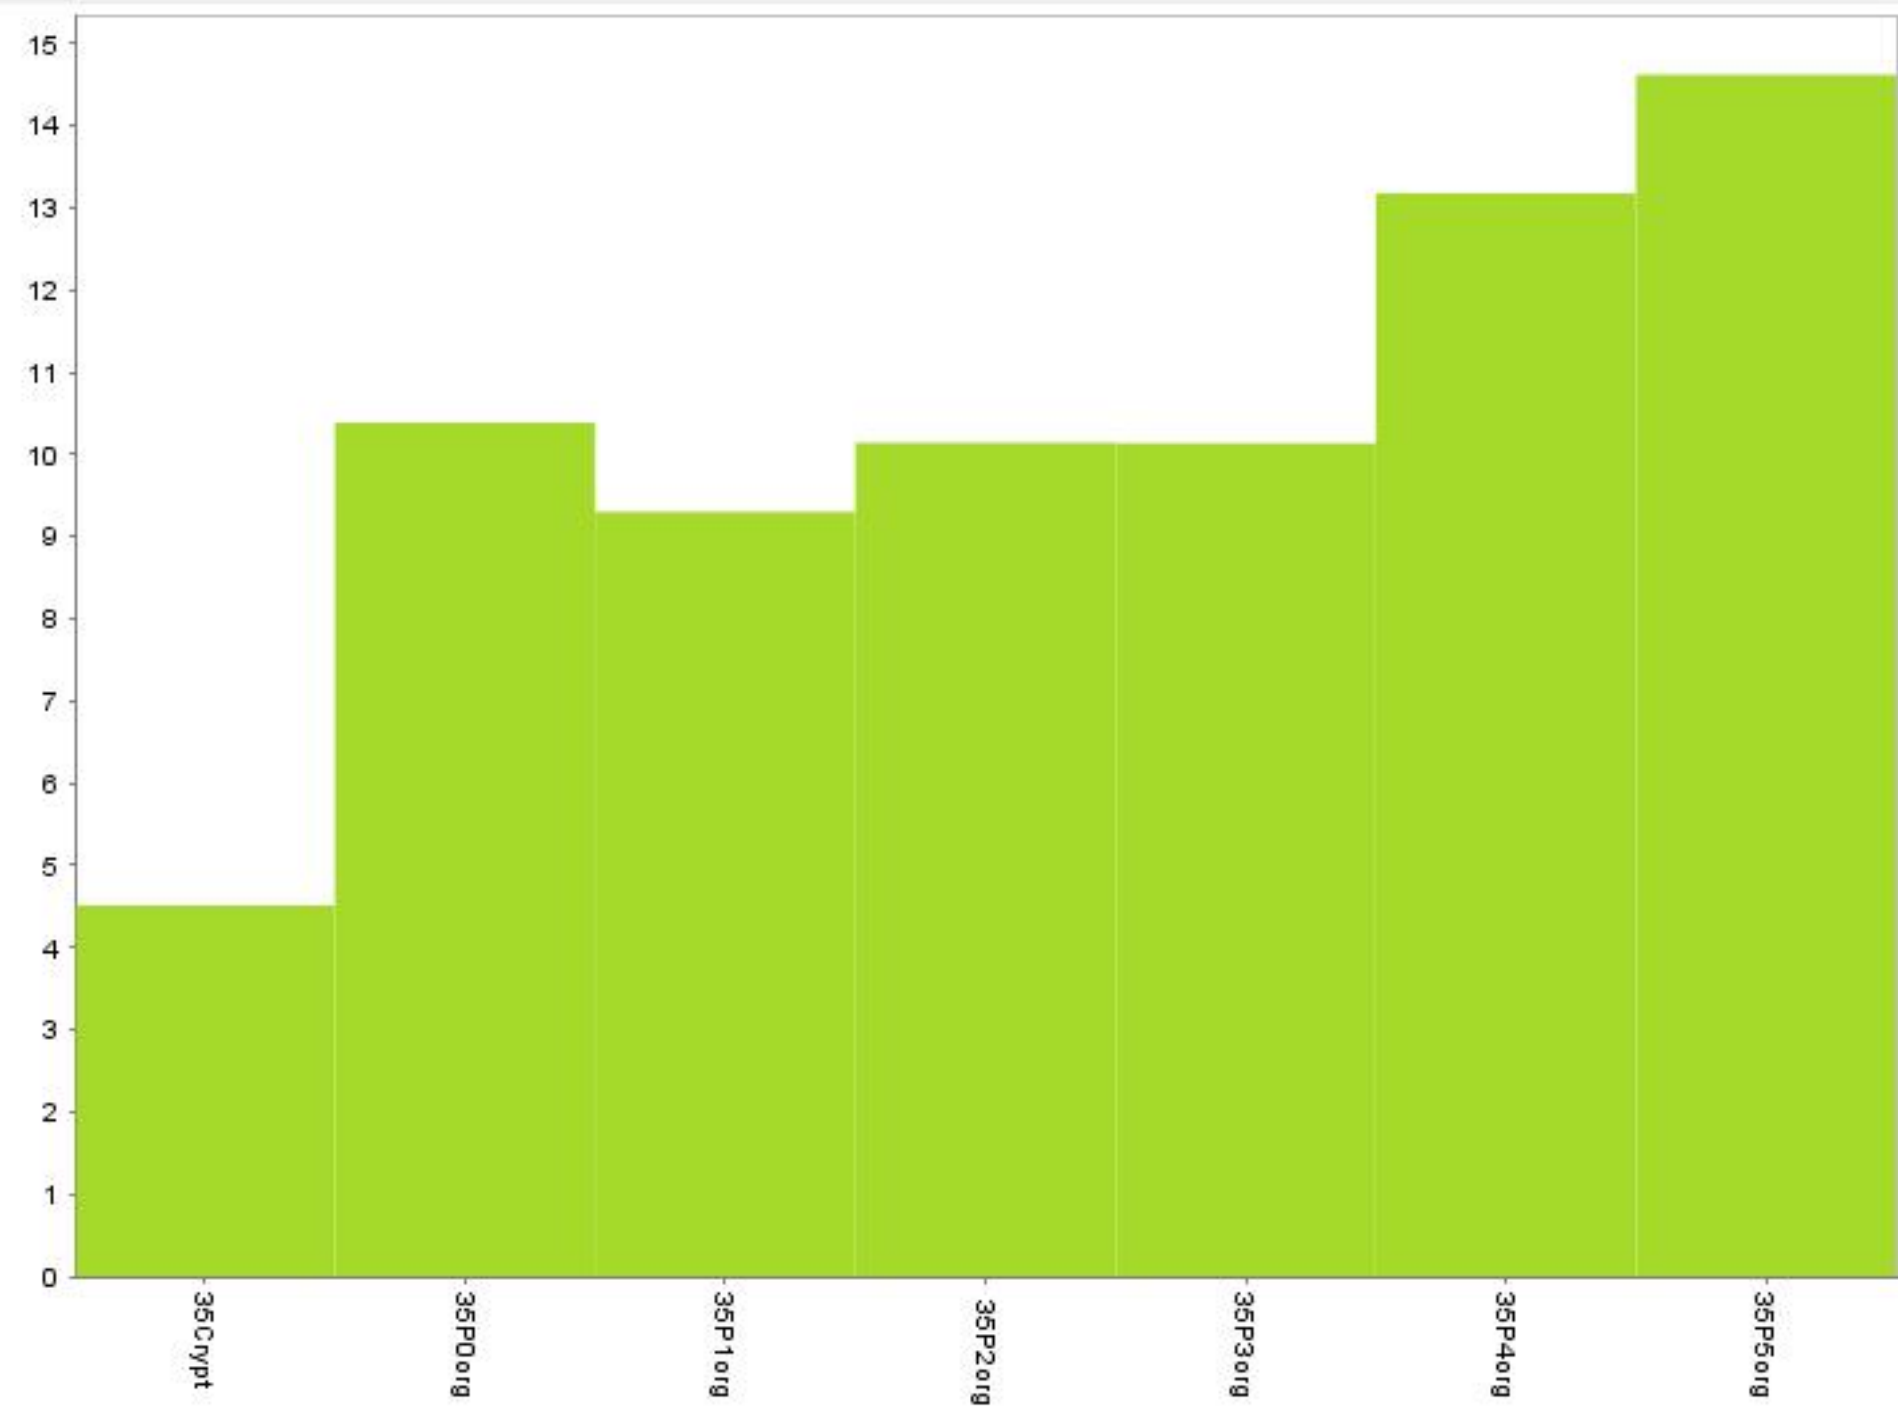

*Cluster0040 (31 nodes)*

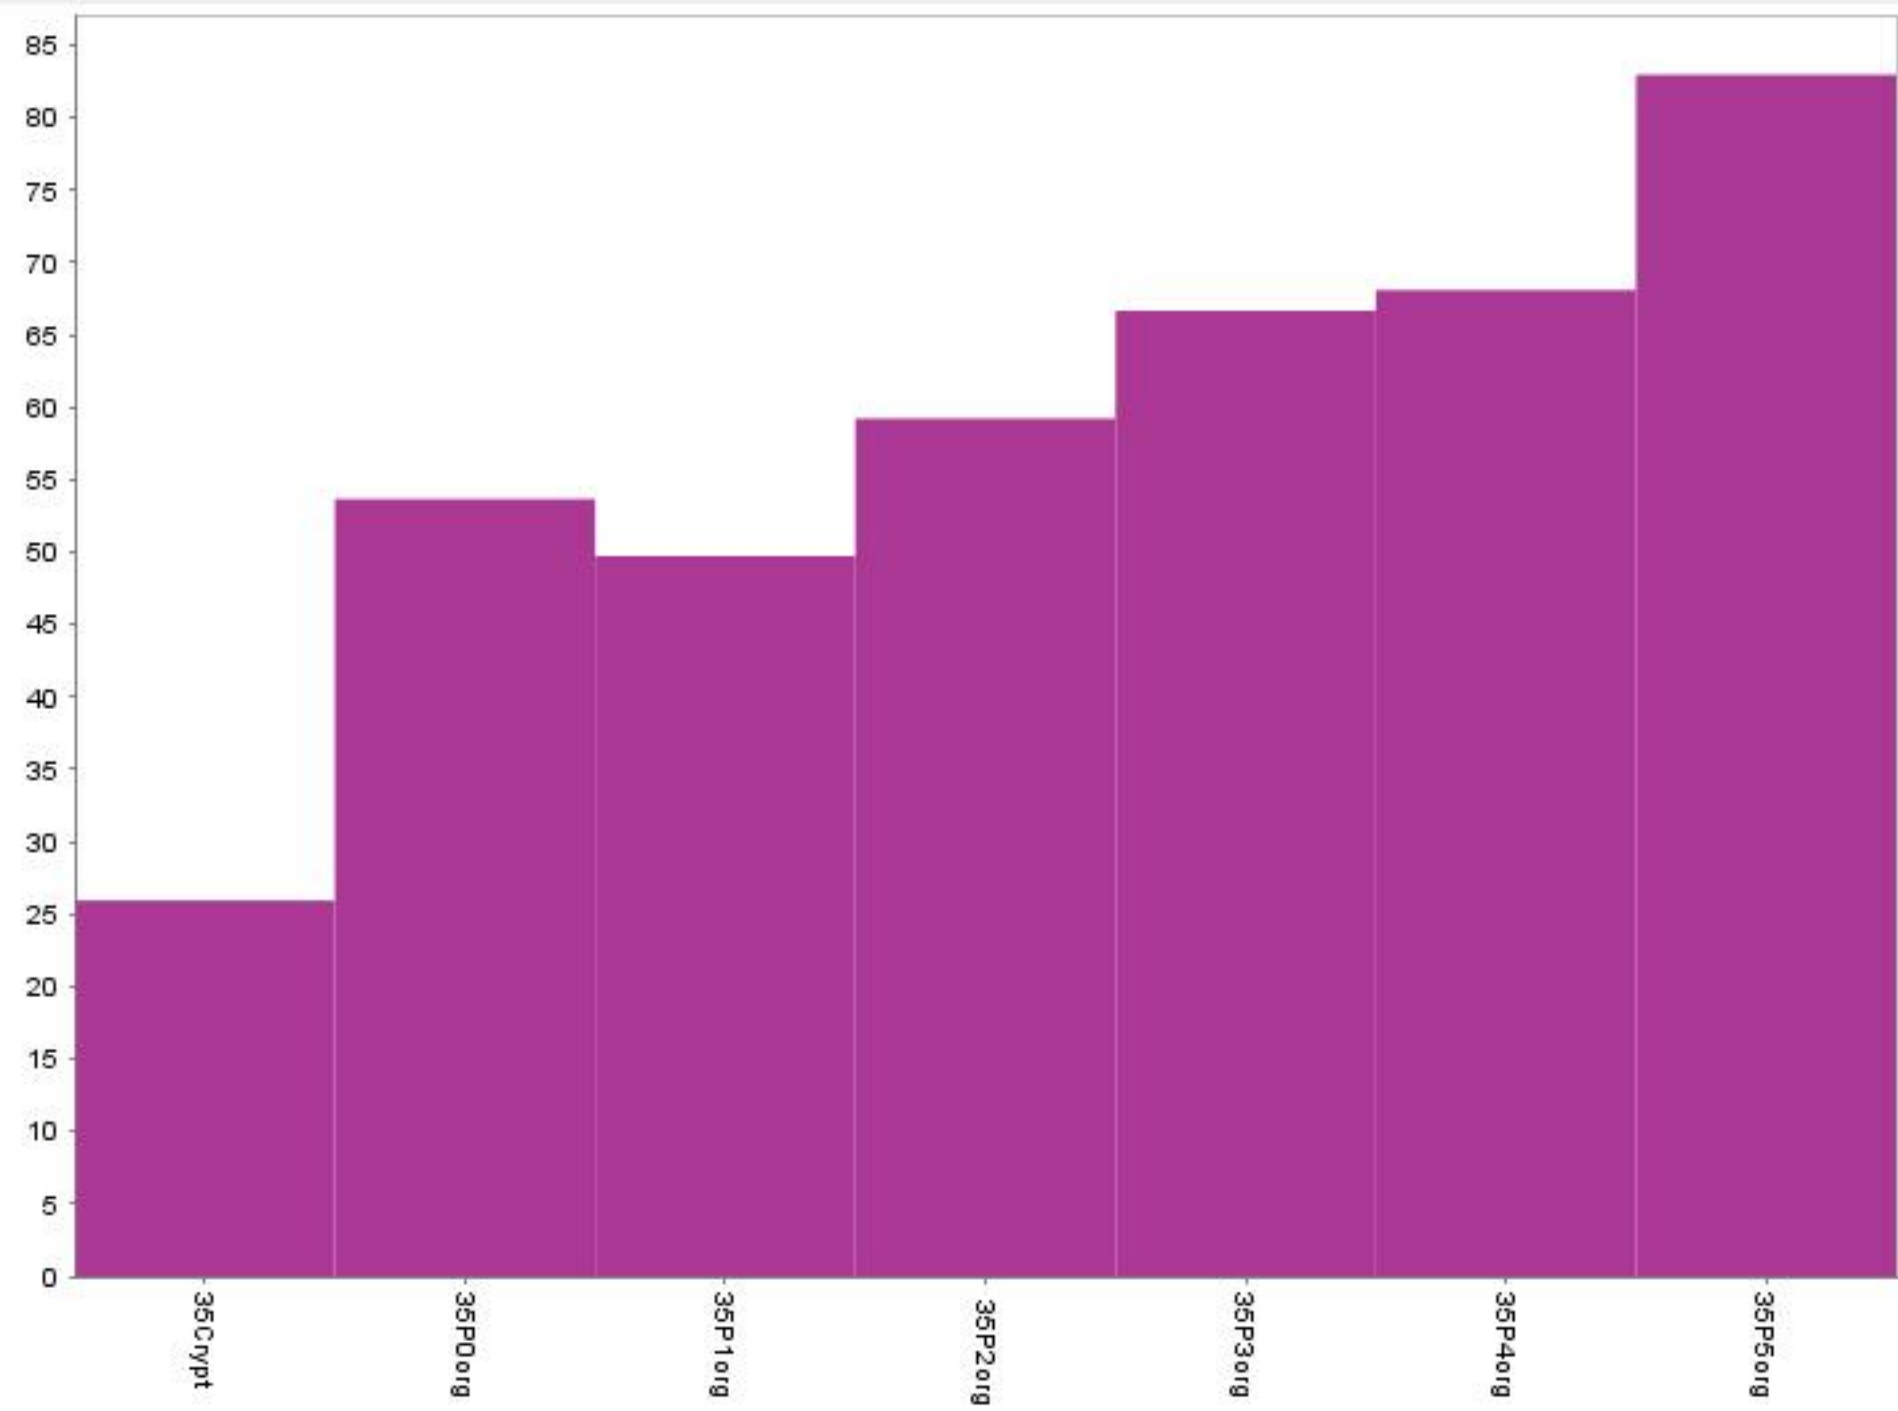

*Cluster0041 (31 nodes)*

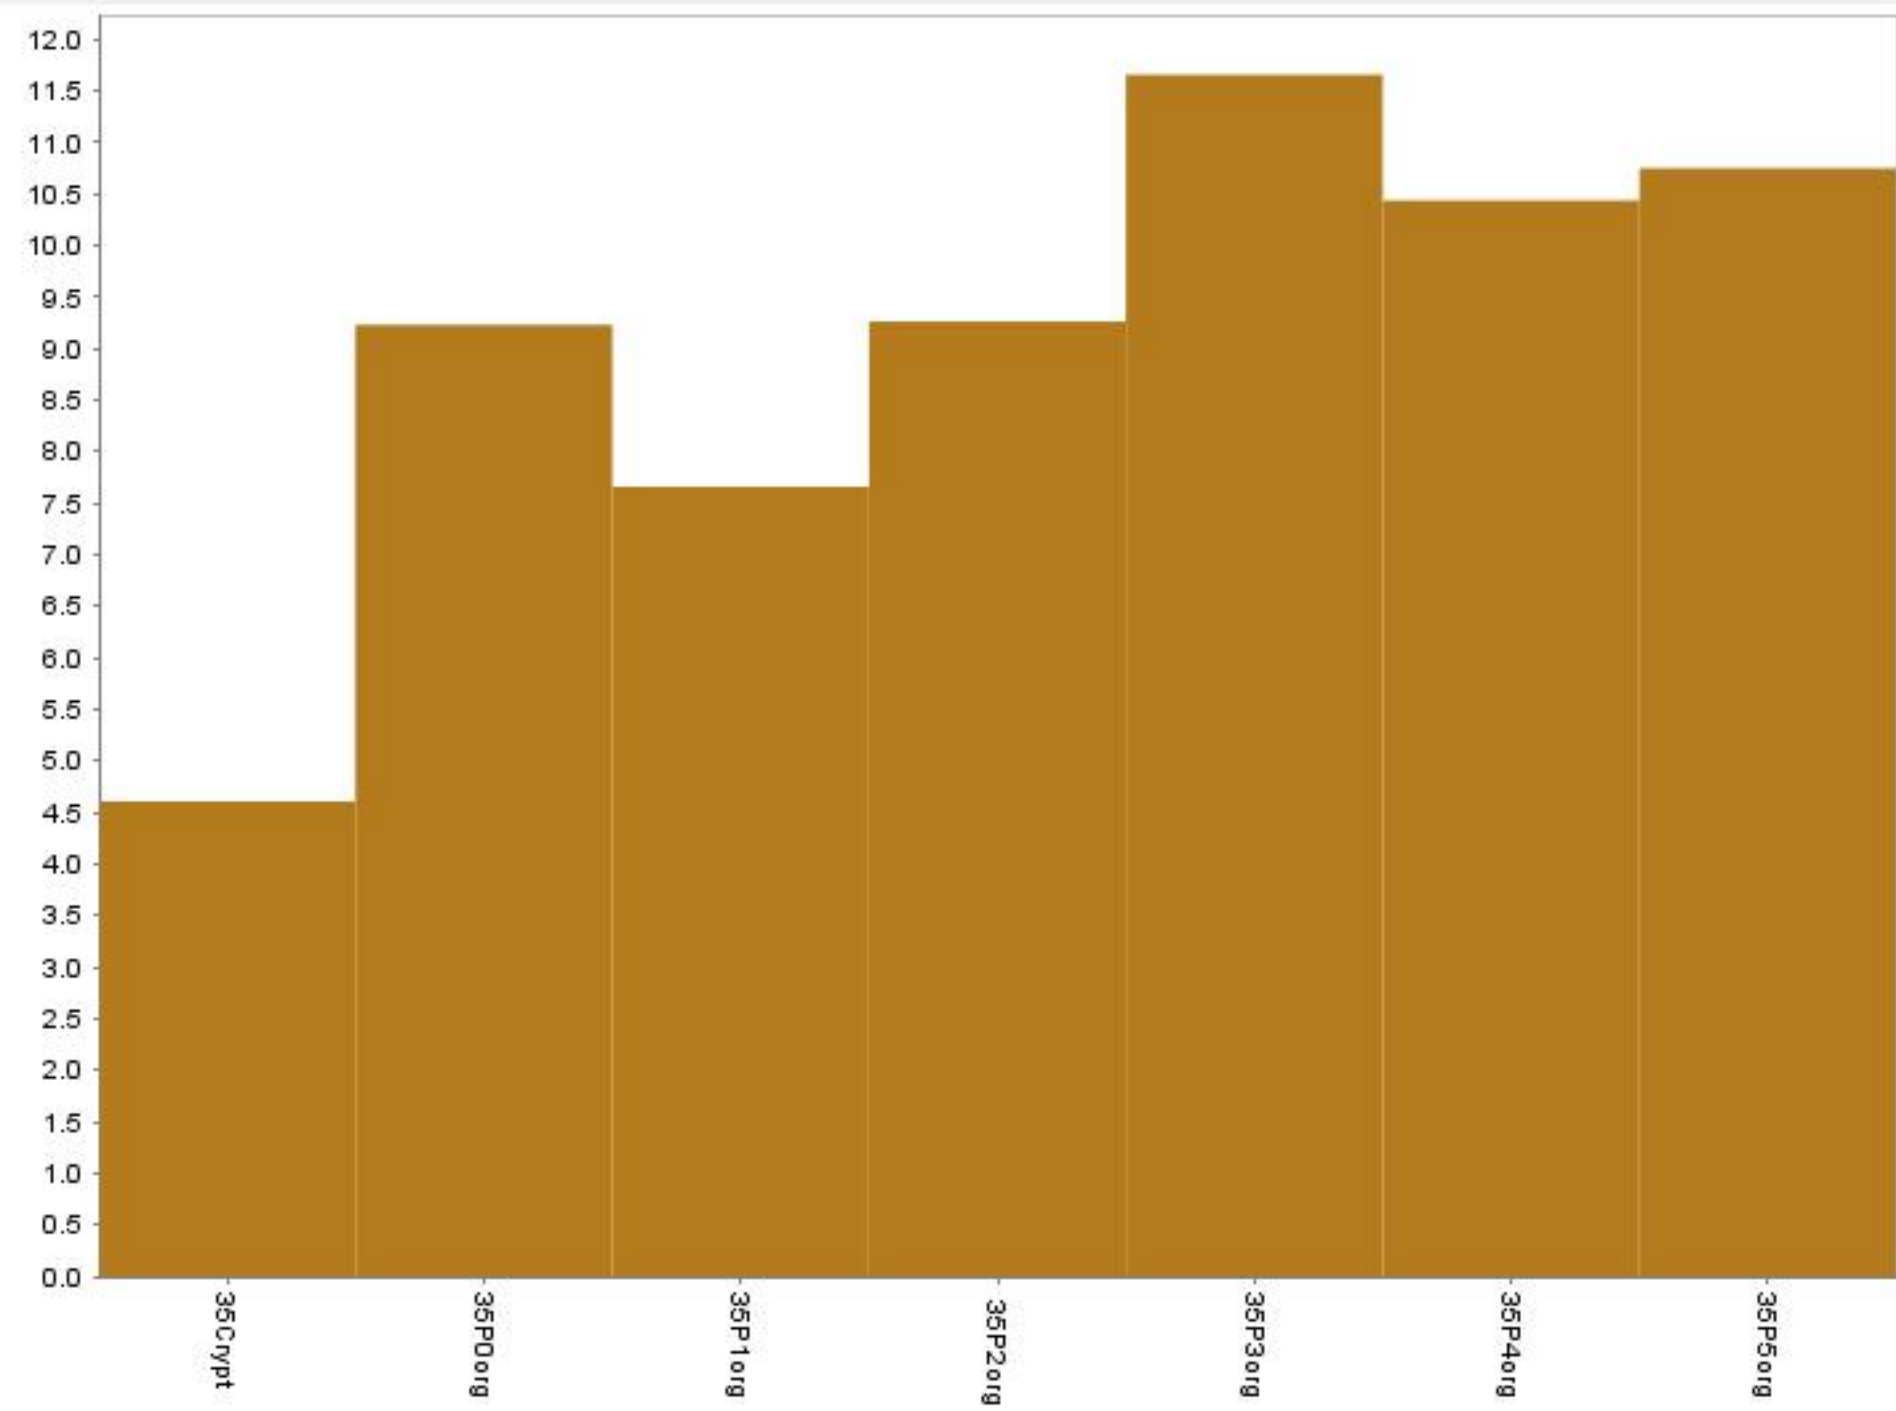

*Cluster0042 (30 nodes)*

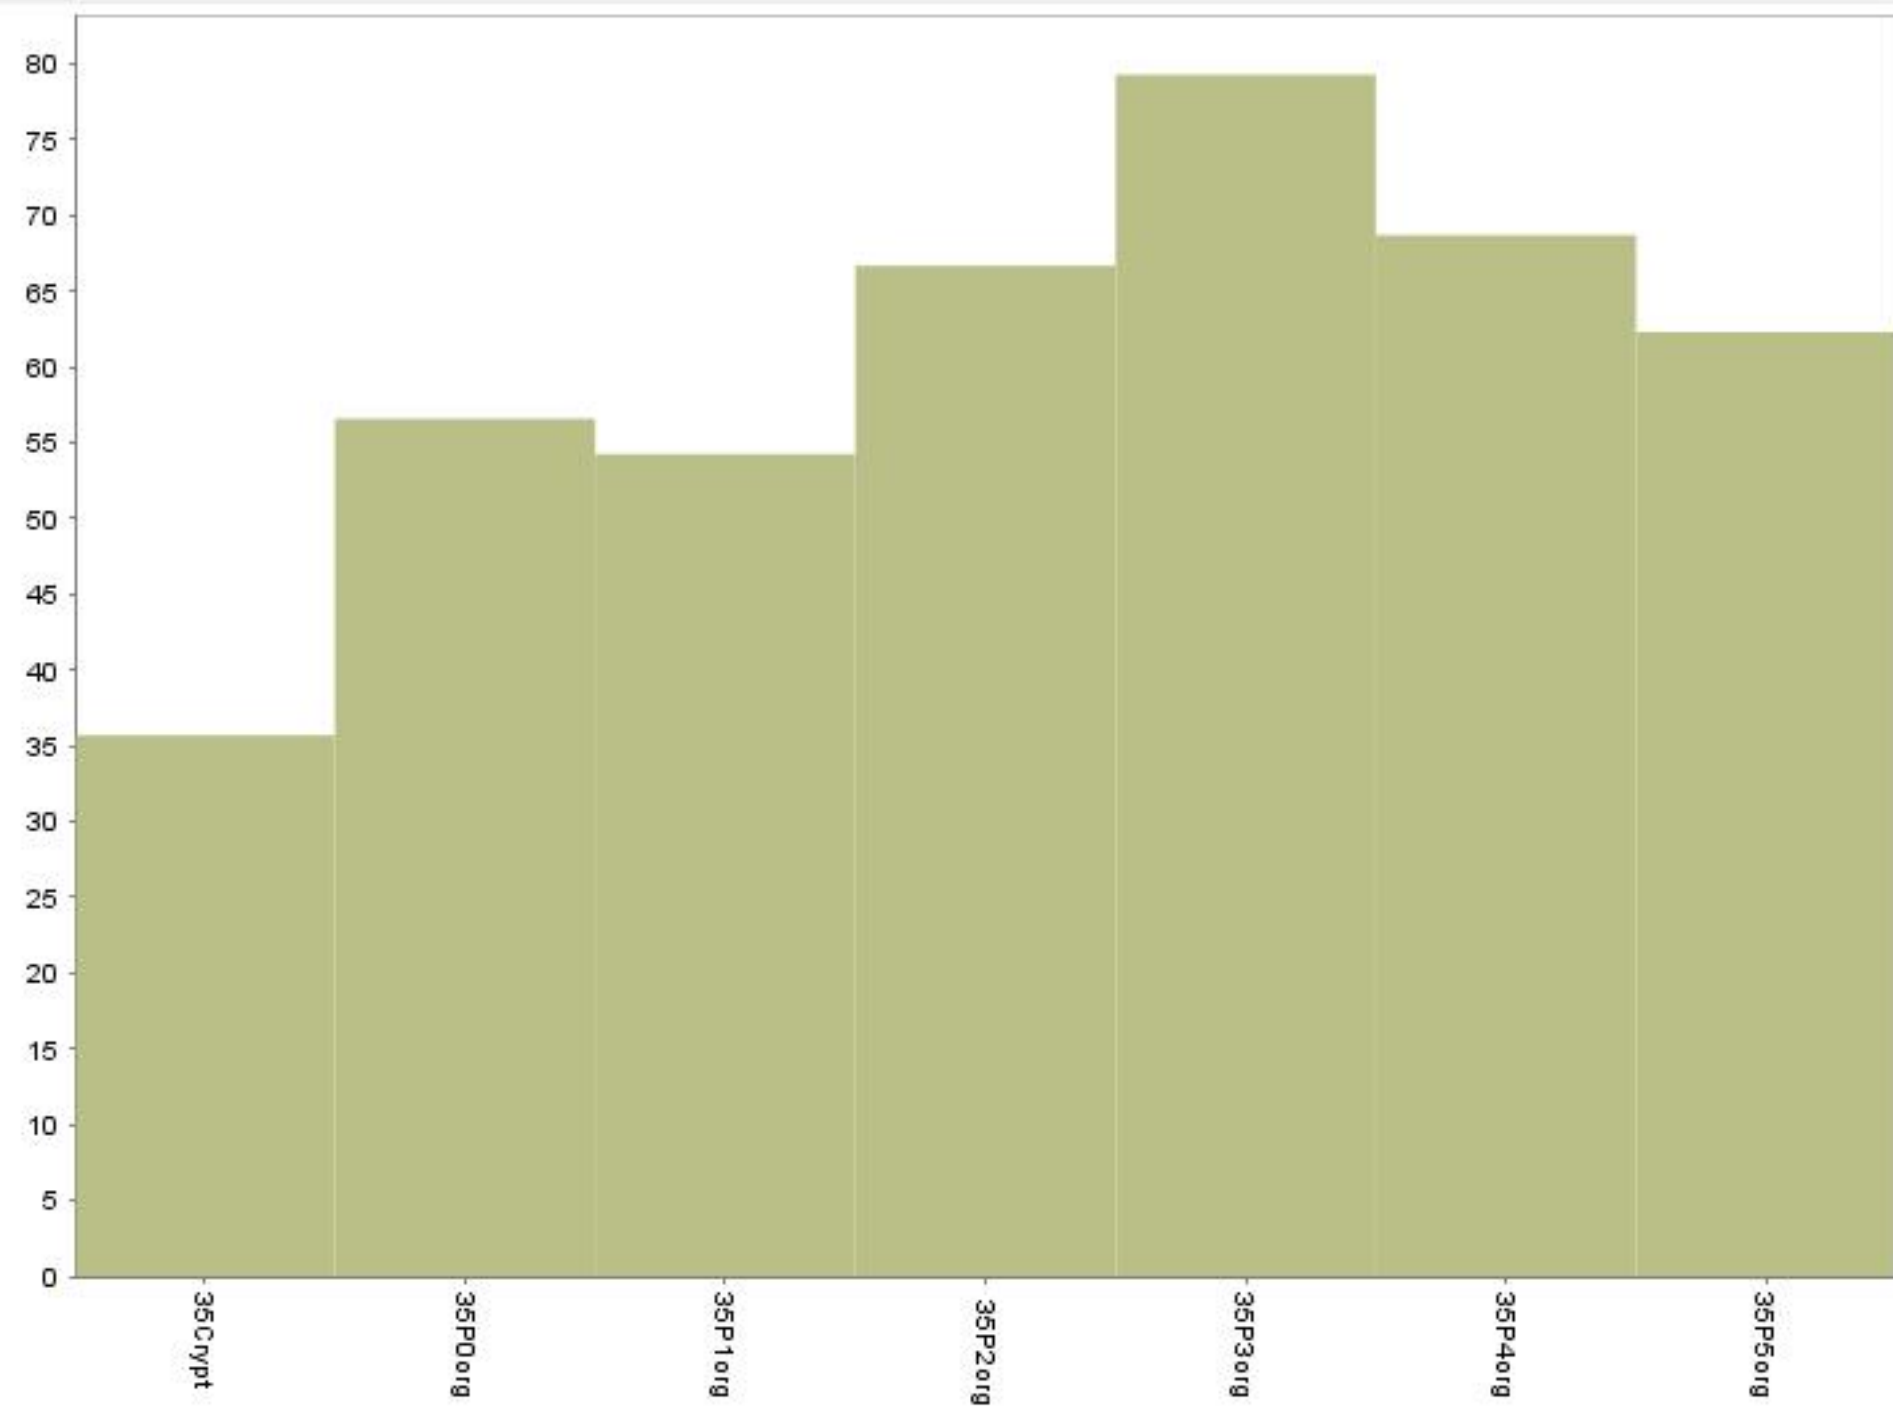

*Cluster0043 (30 nodes)*

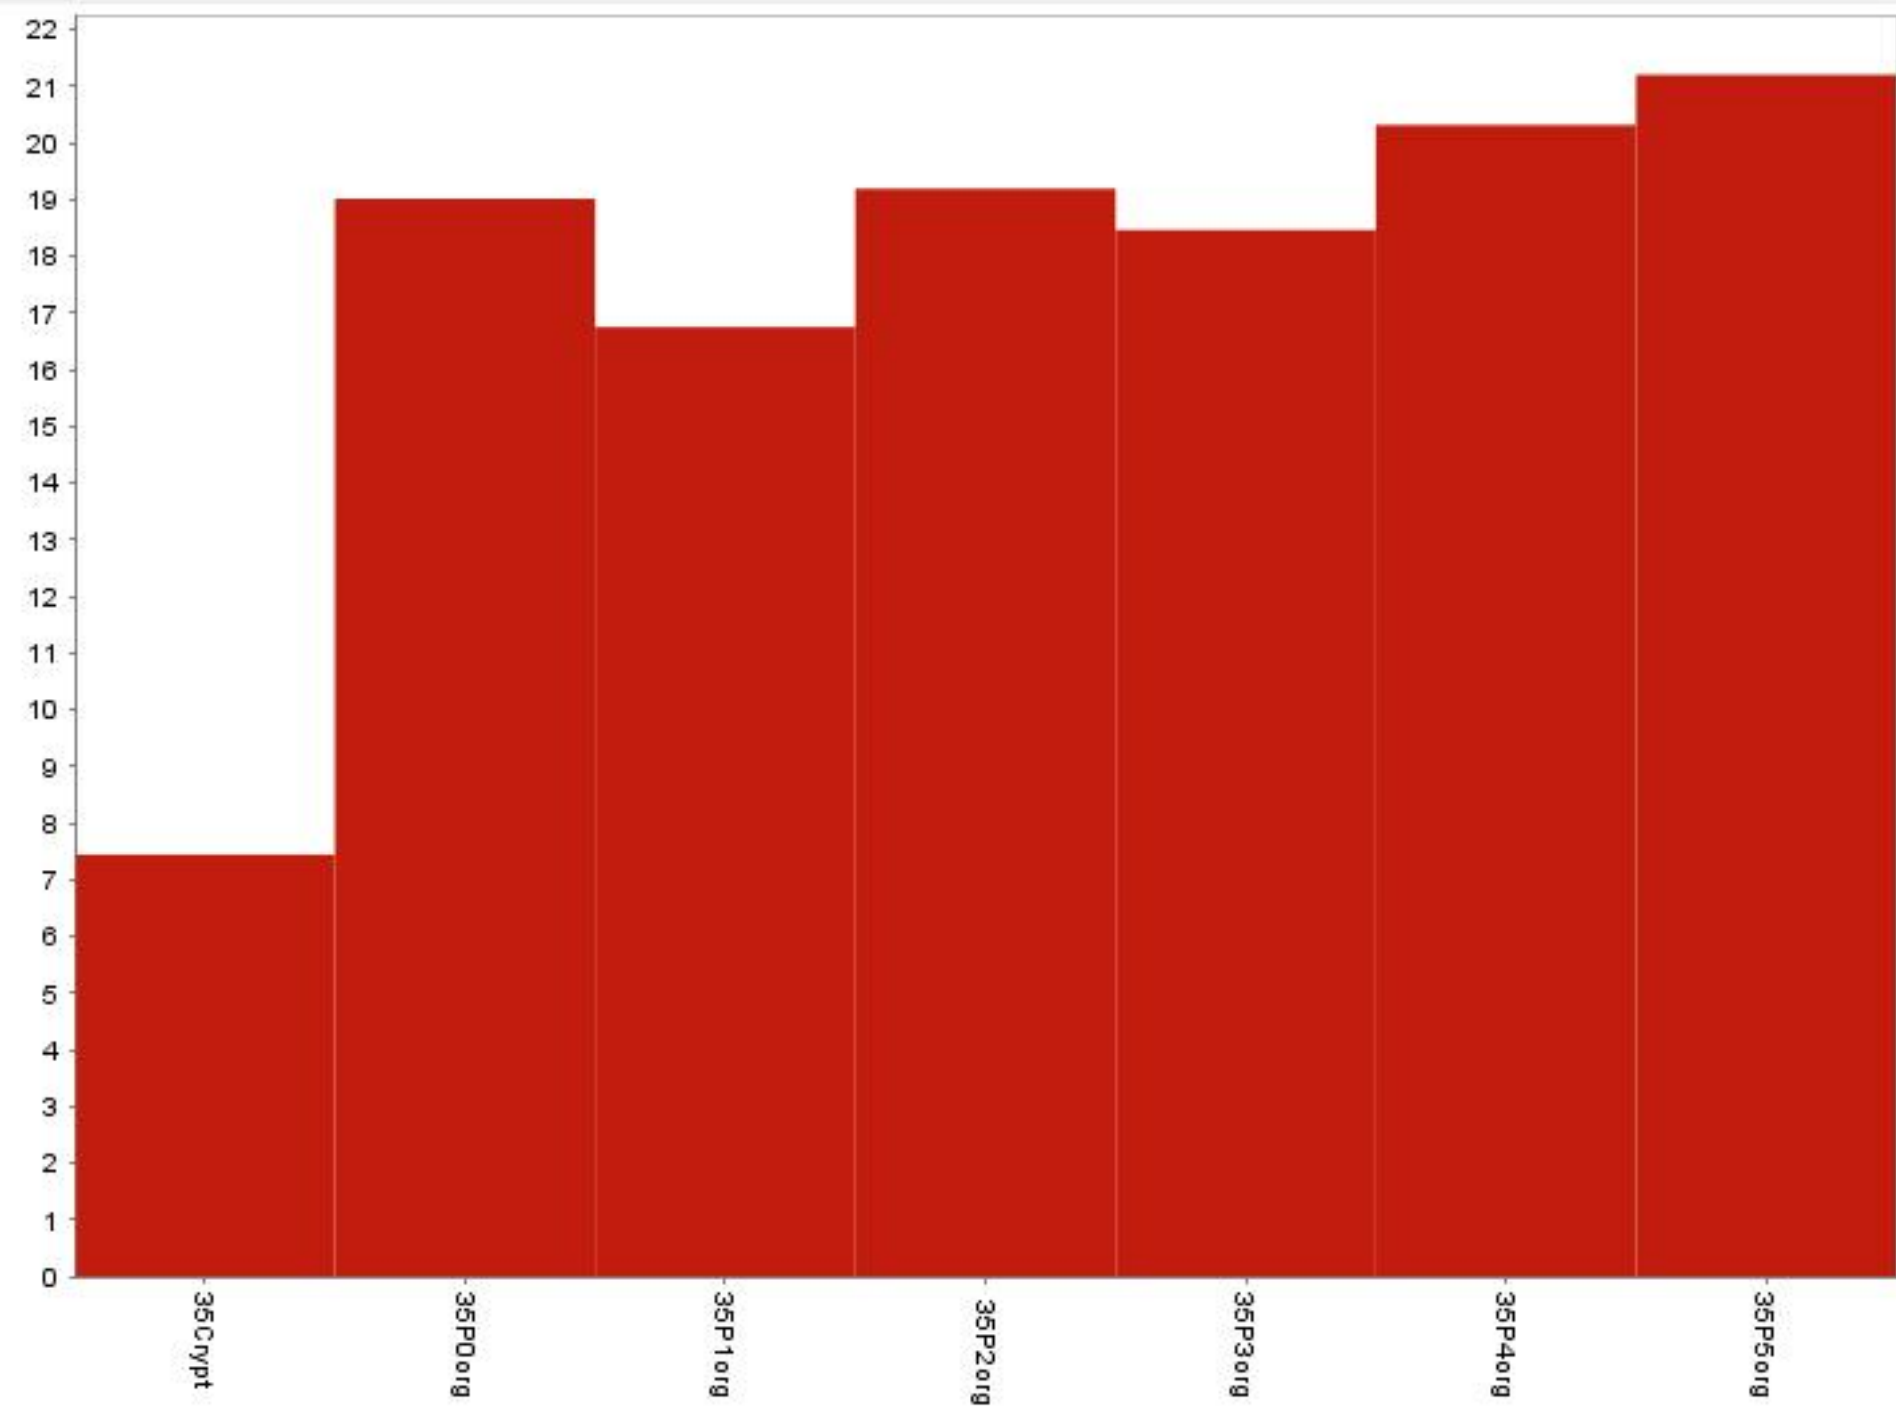

*Cluster0044 (29 nodes)*

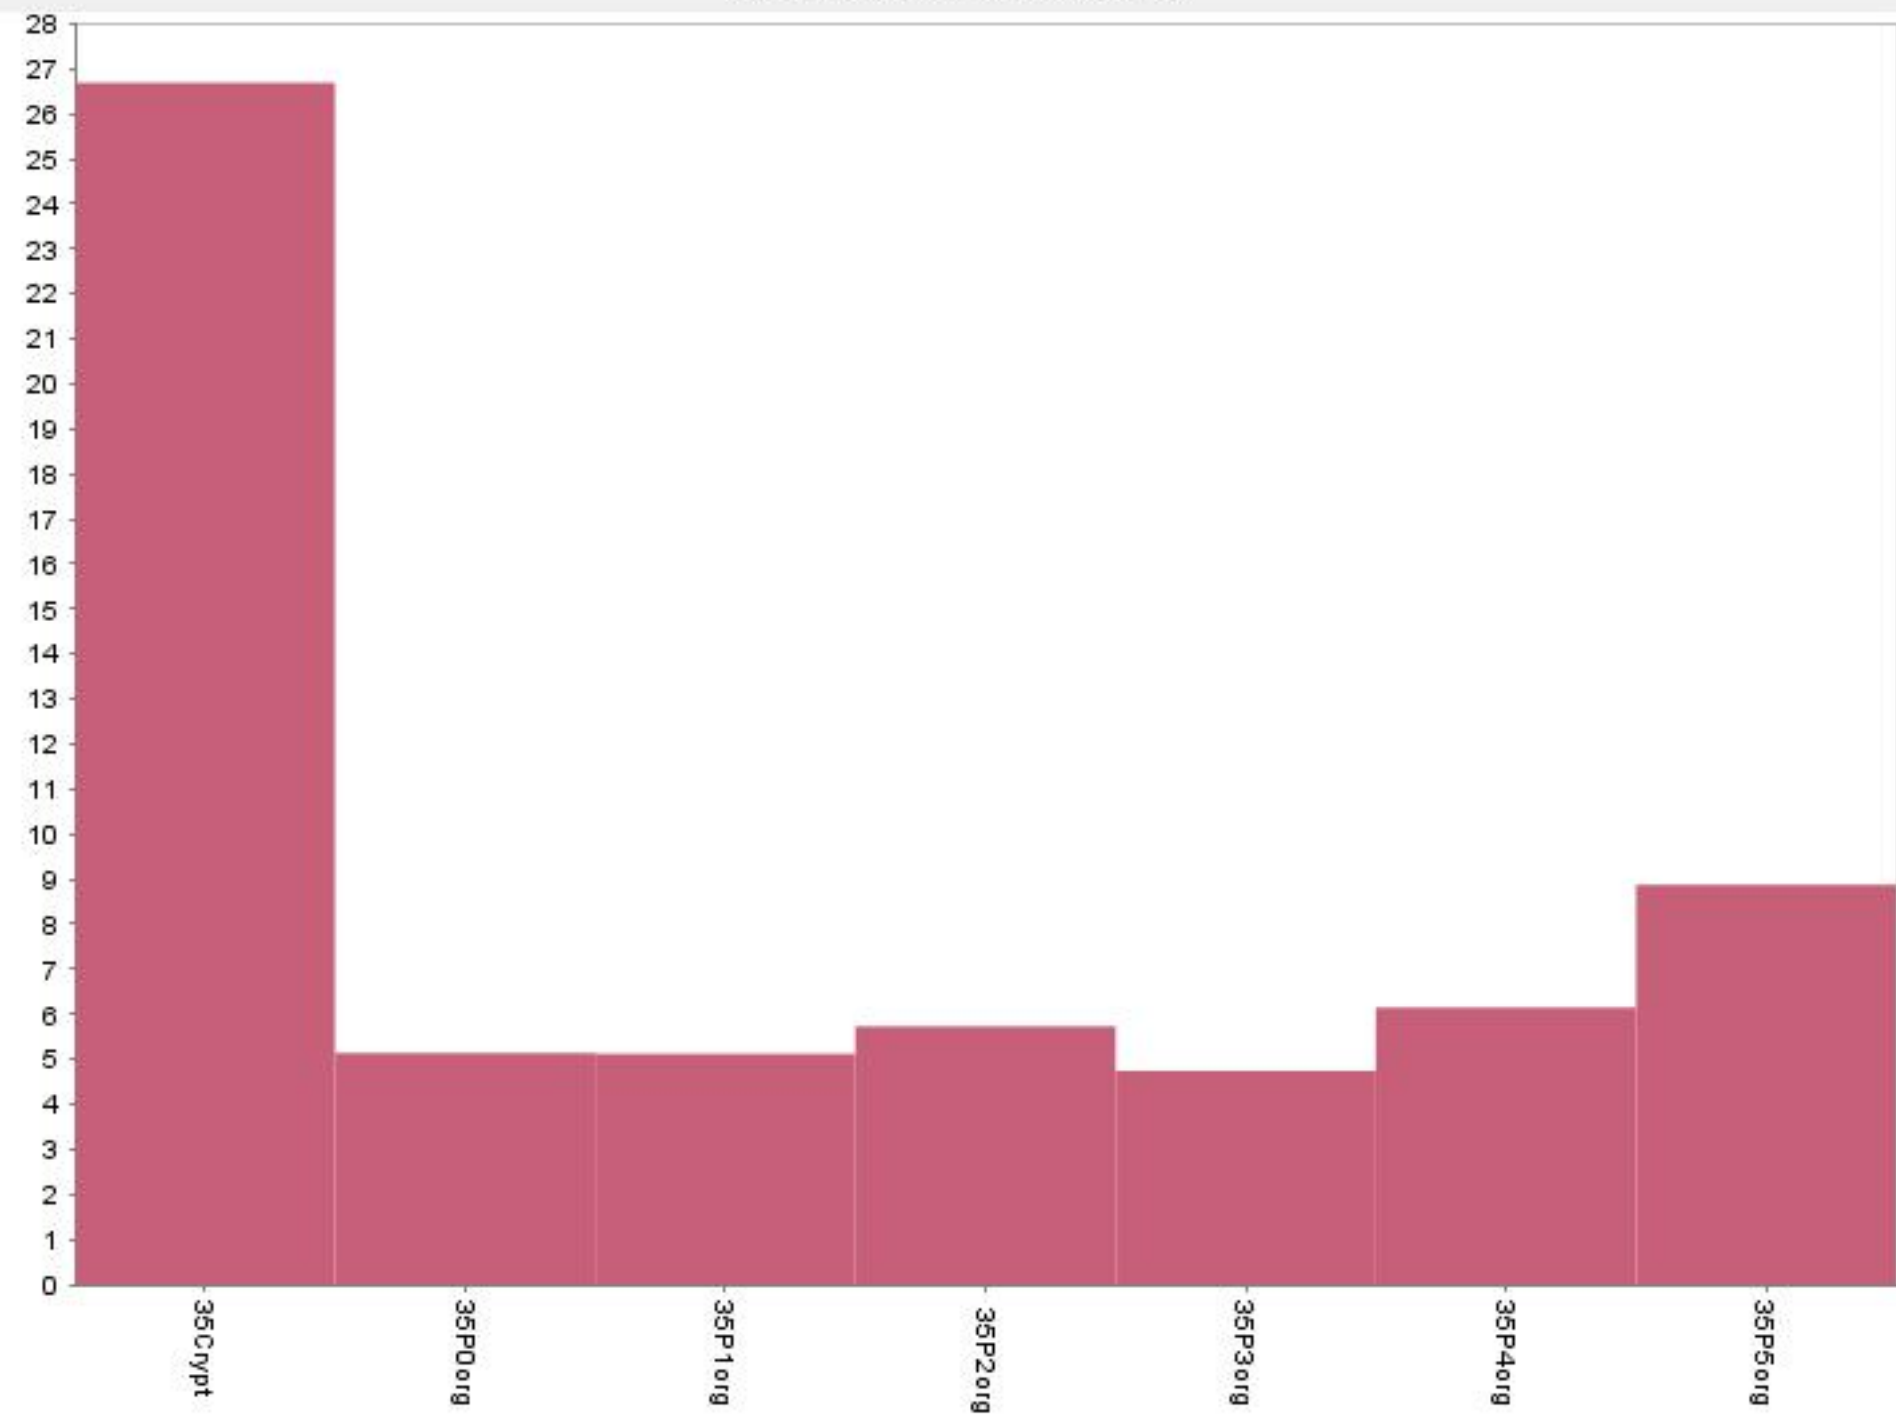

*Cluster0045 (28 nodes)*

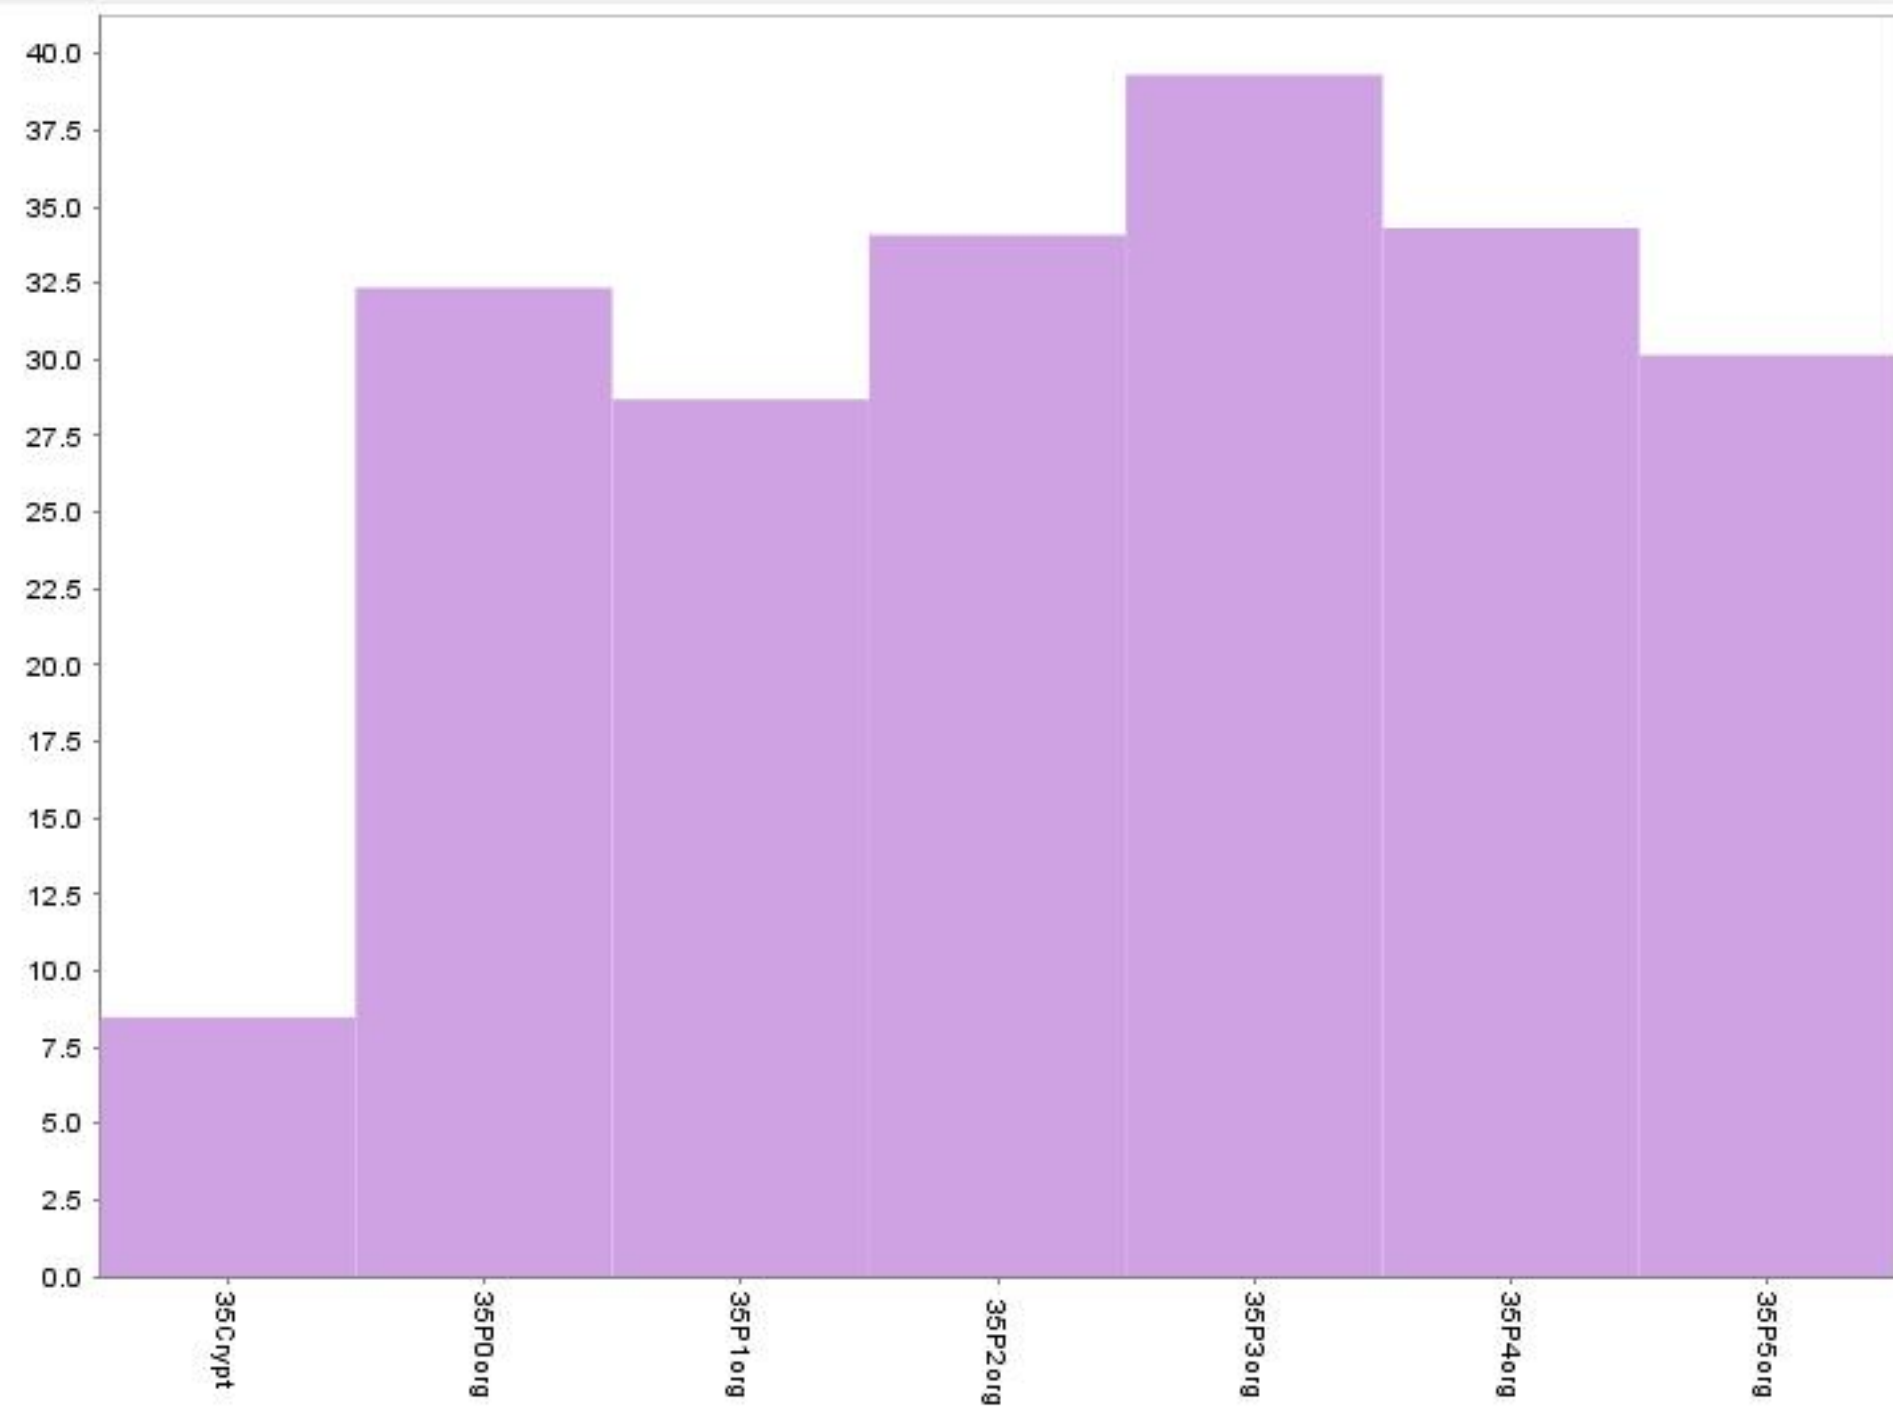

*Cluster0046 (27 nodes)*

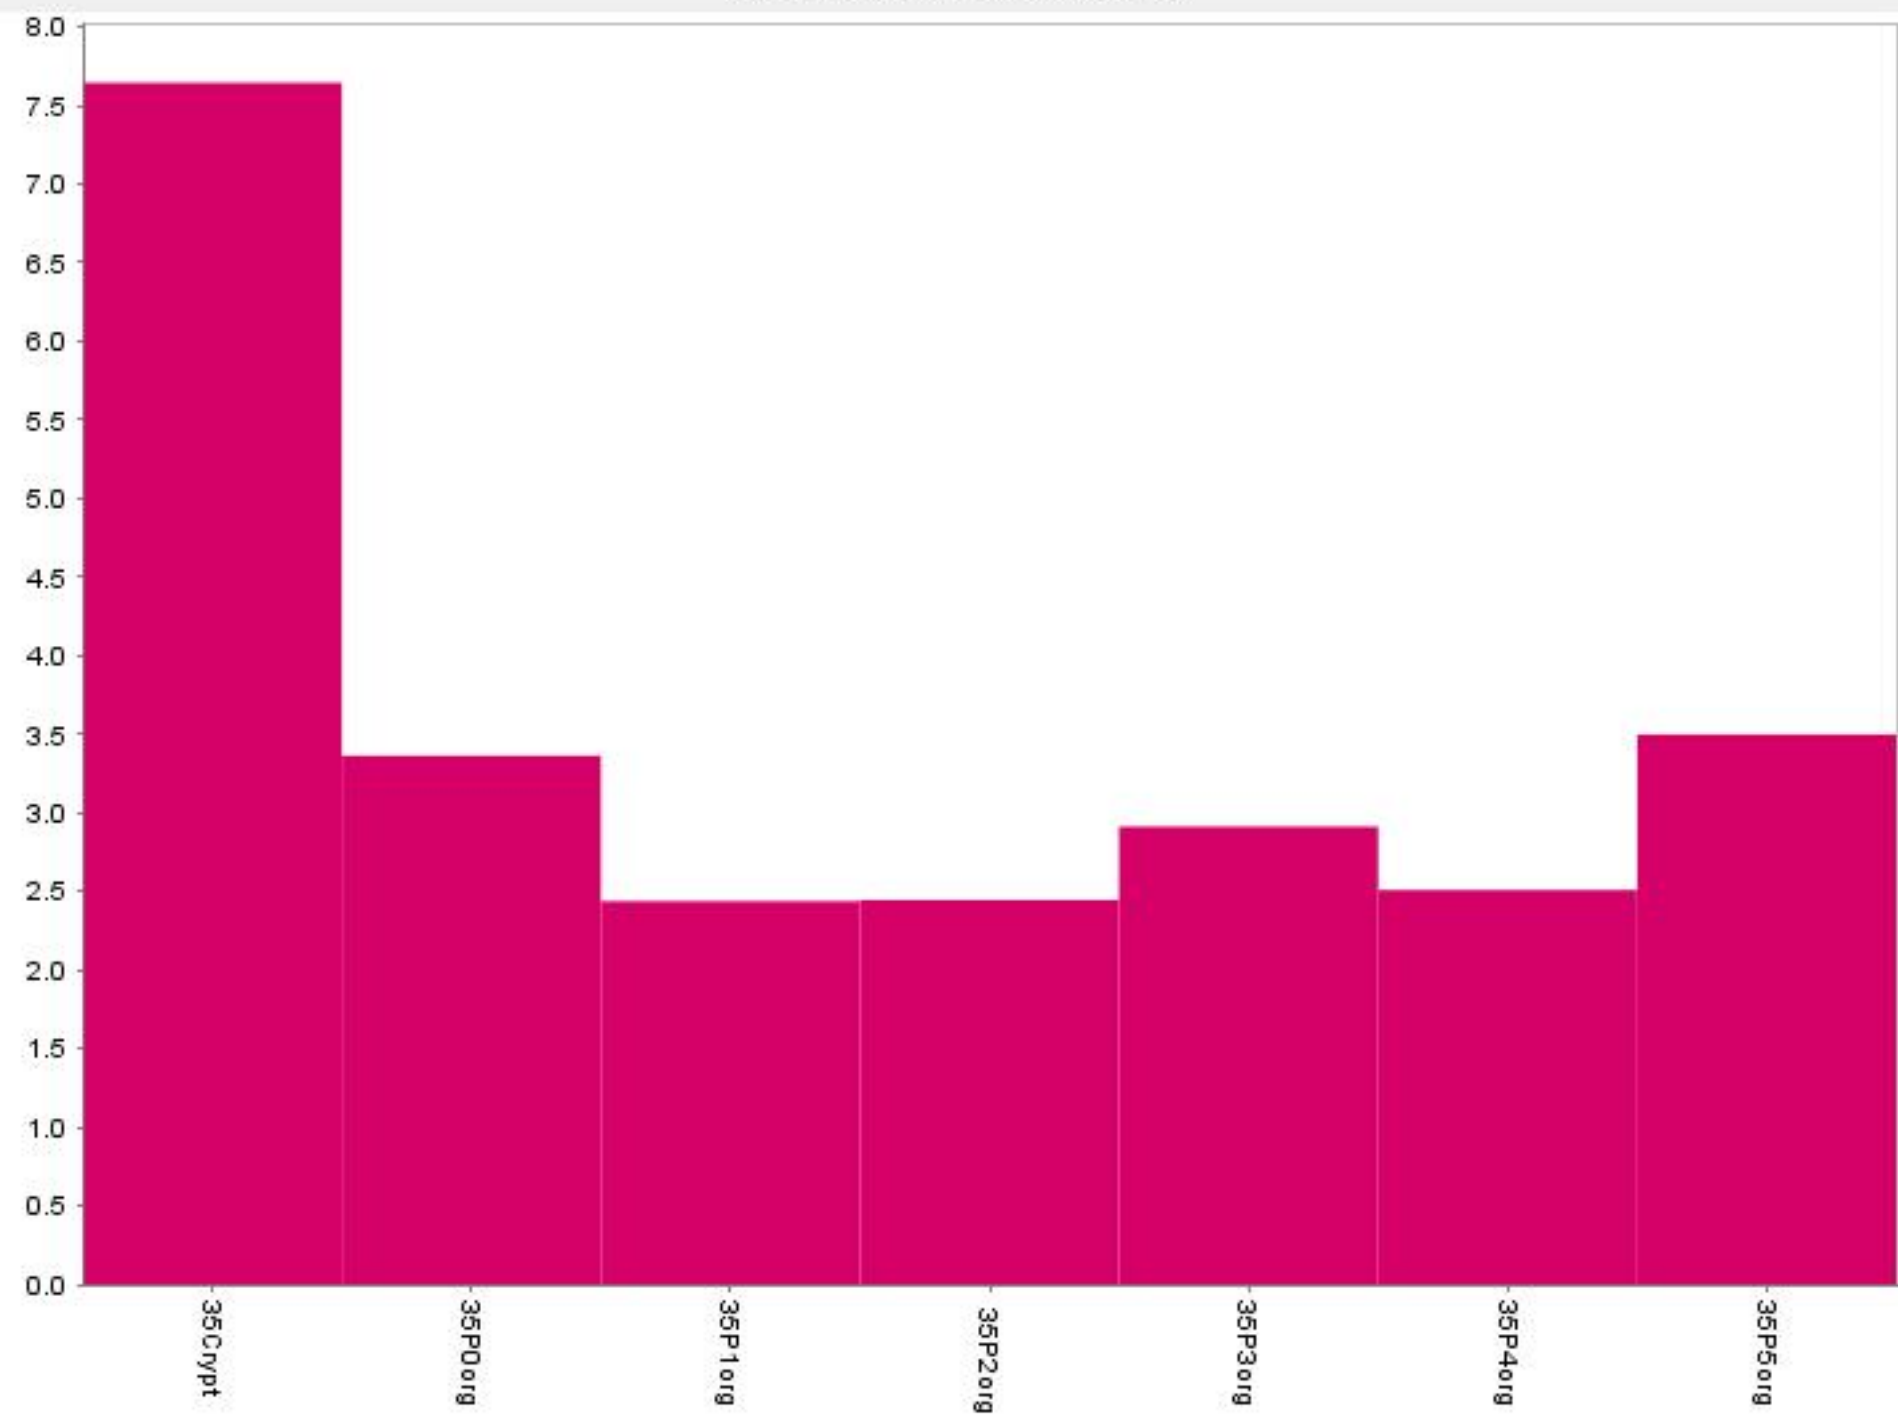

*Cluster0047 (27 nodes)*

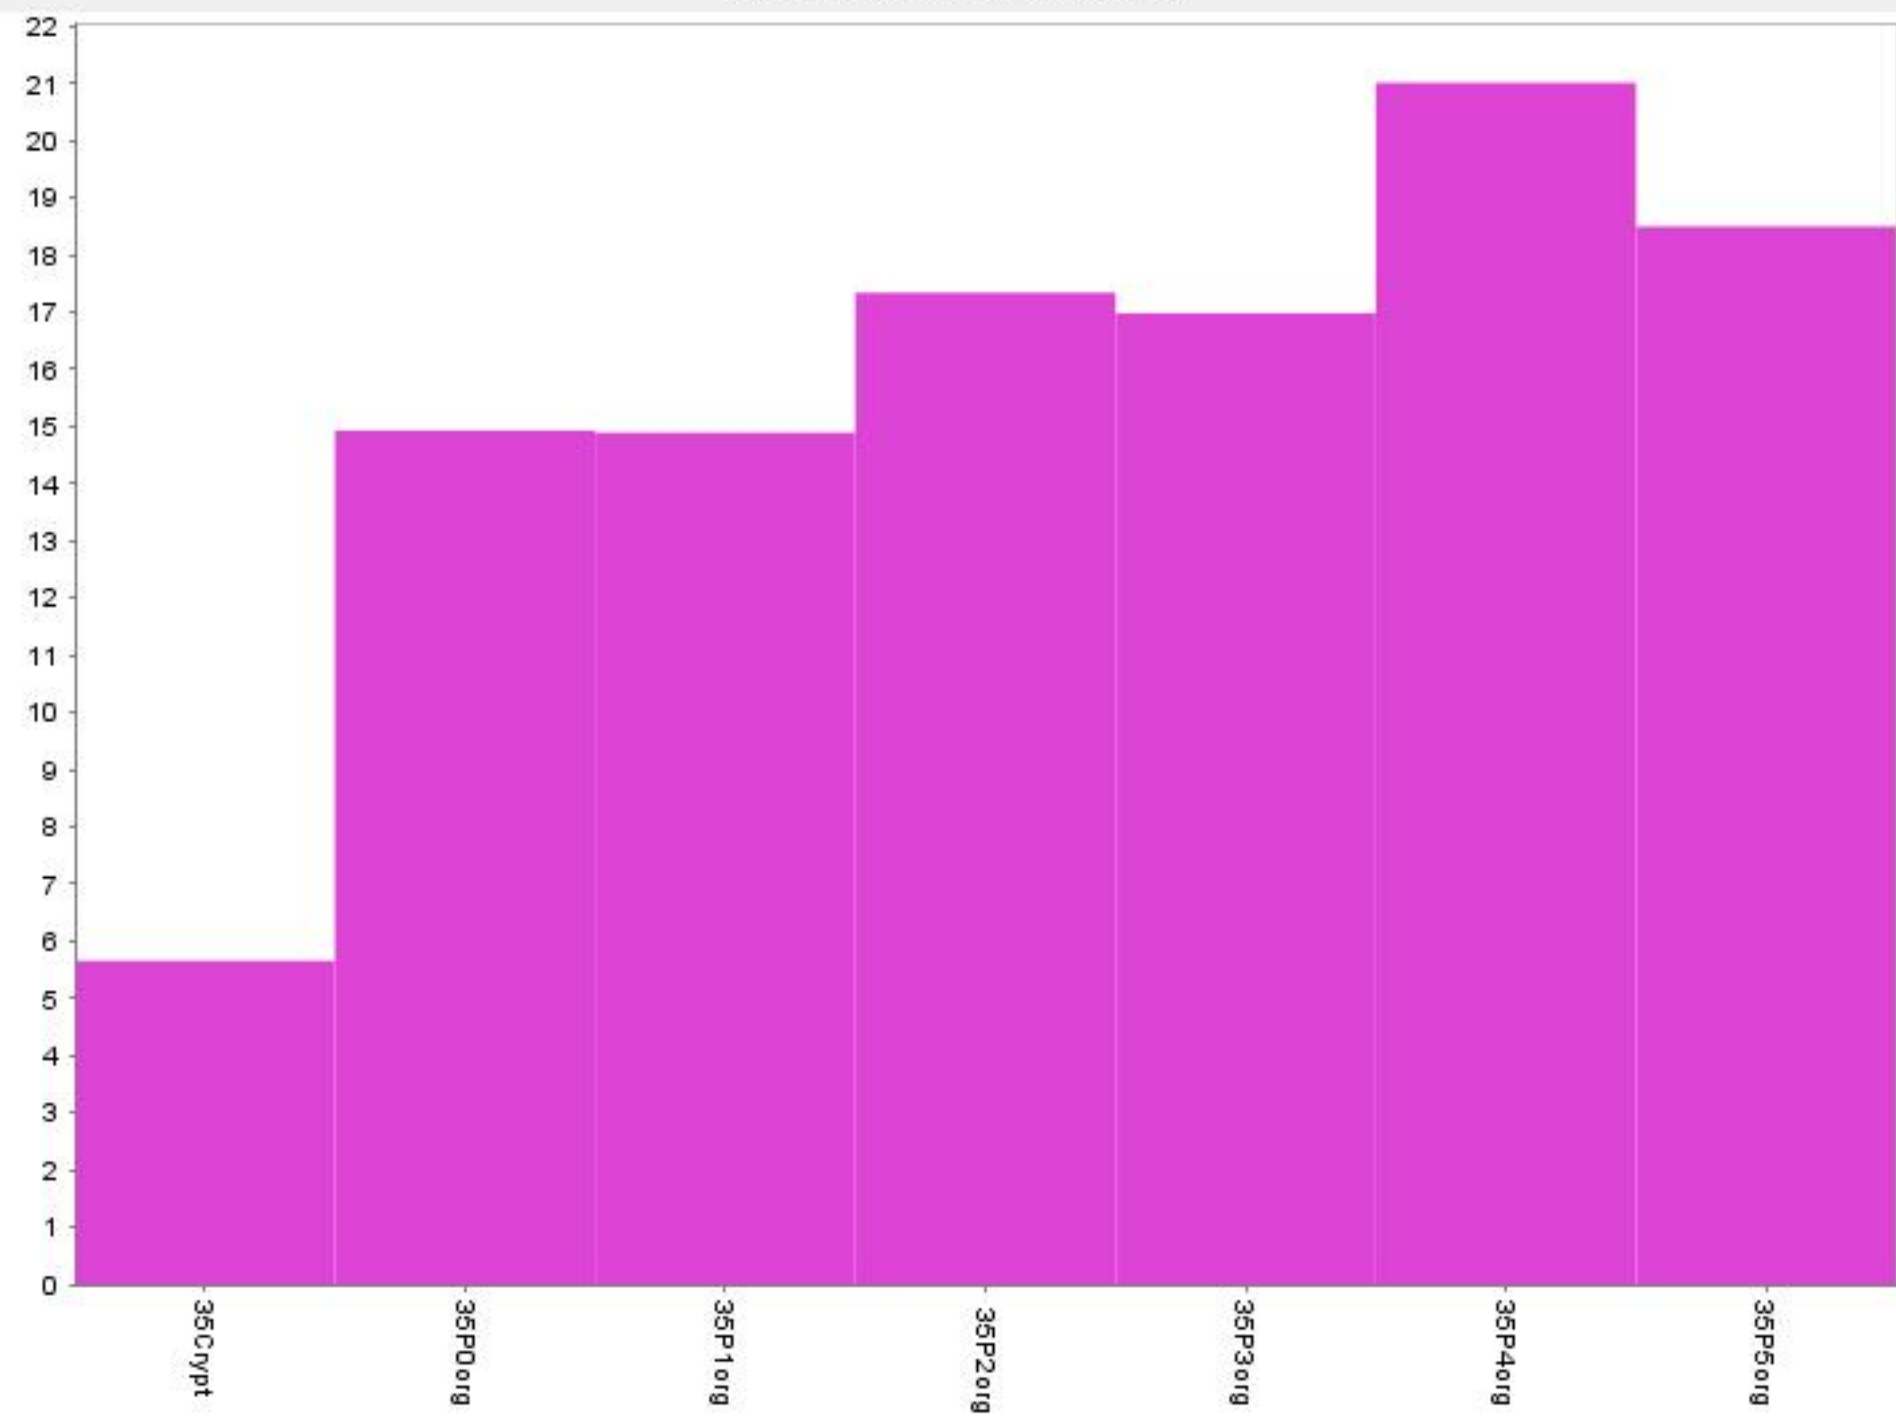

*Cluster0048 (27 nodes)*

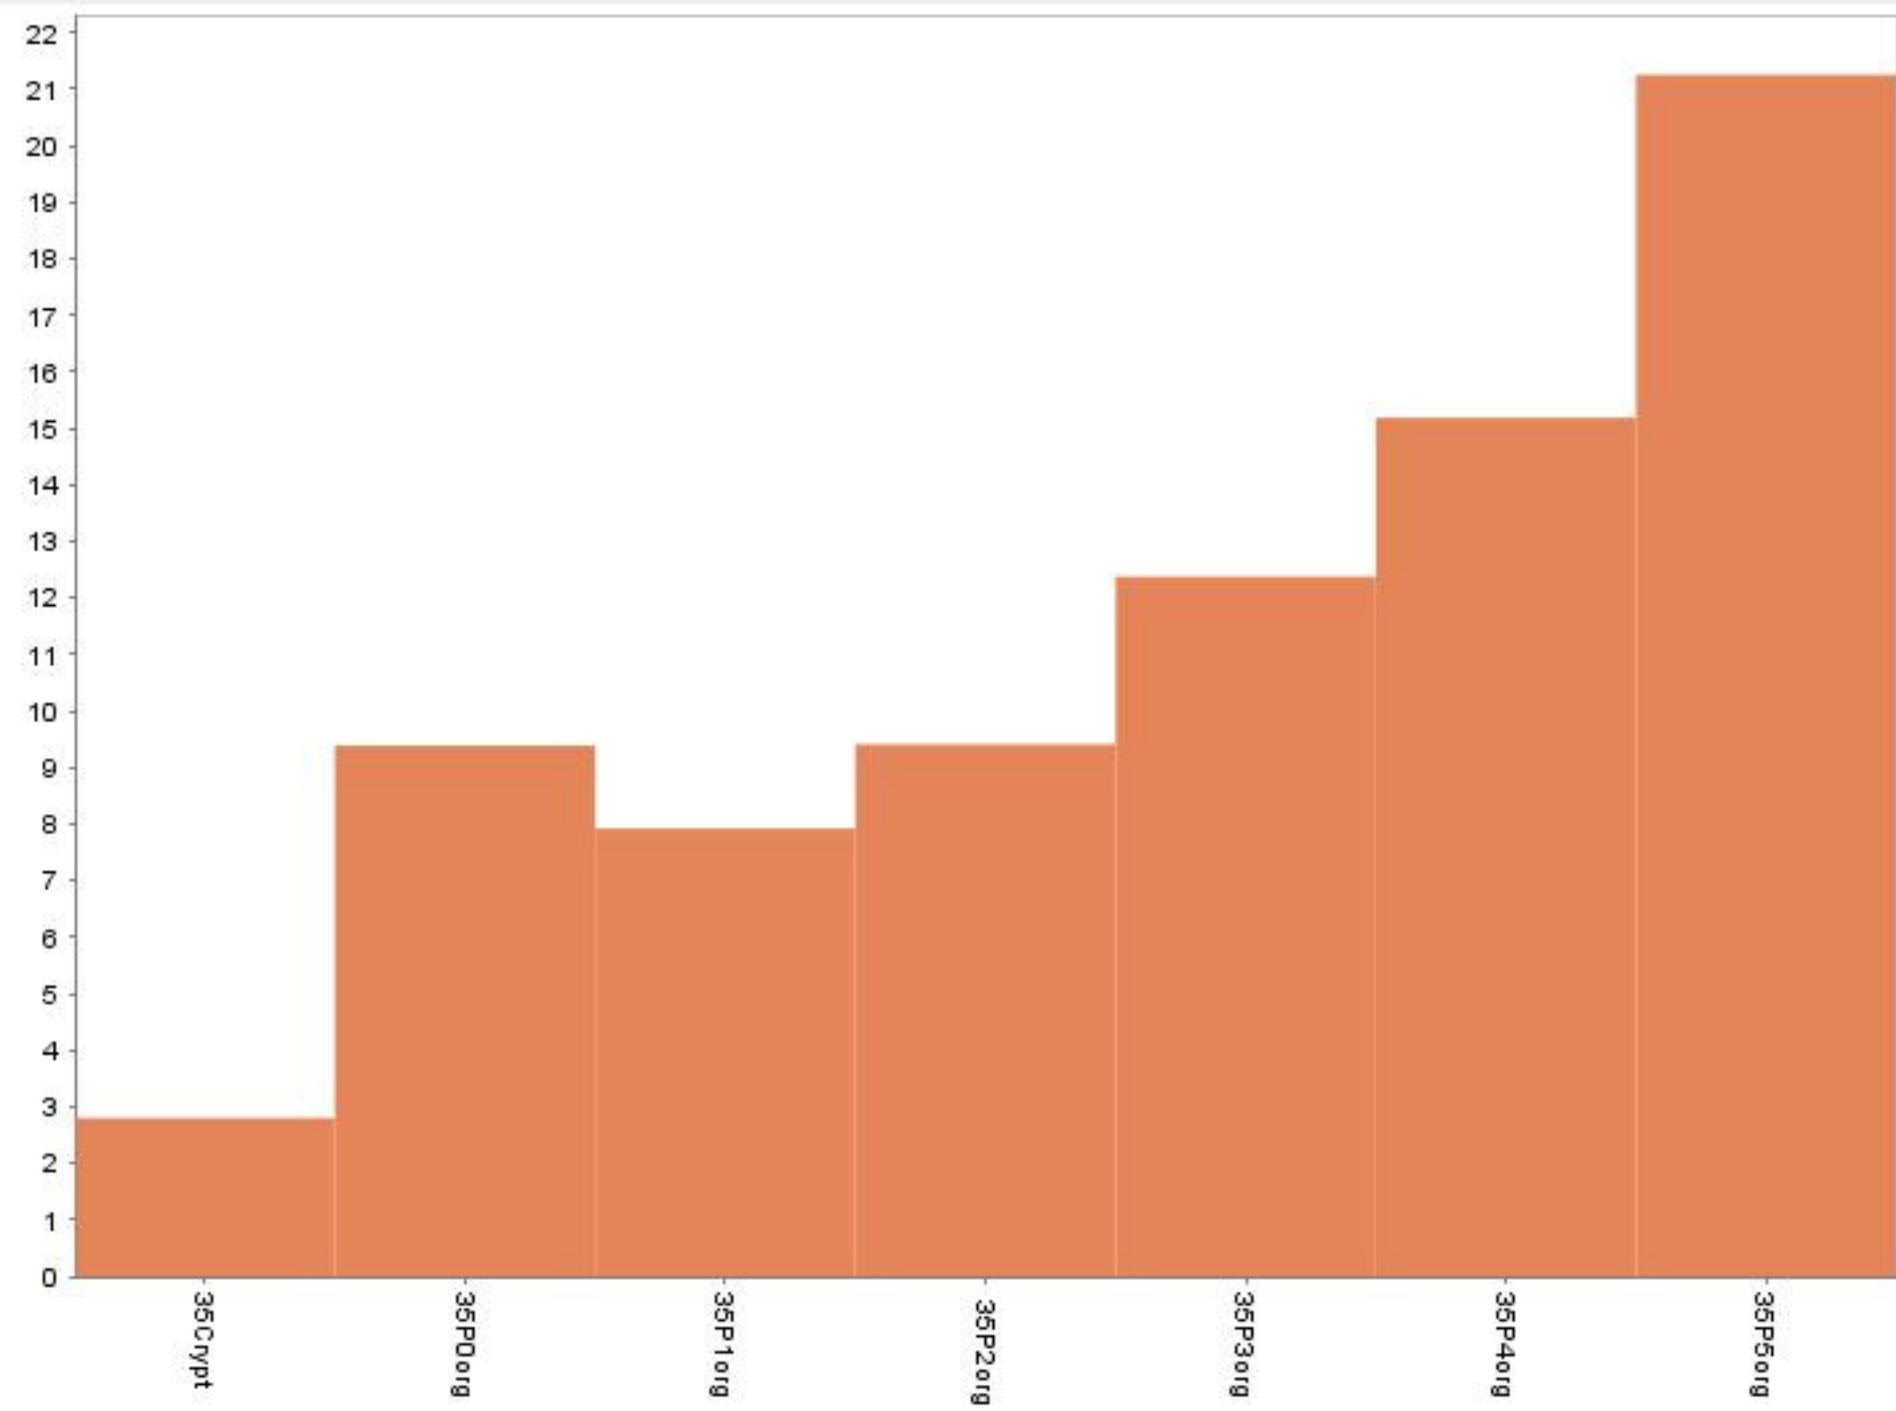

*Cluster0049 (26 nodes)*

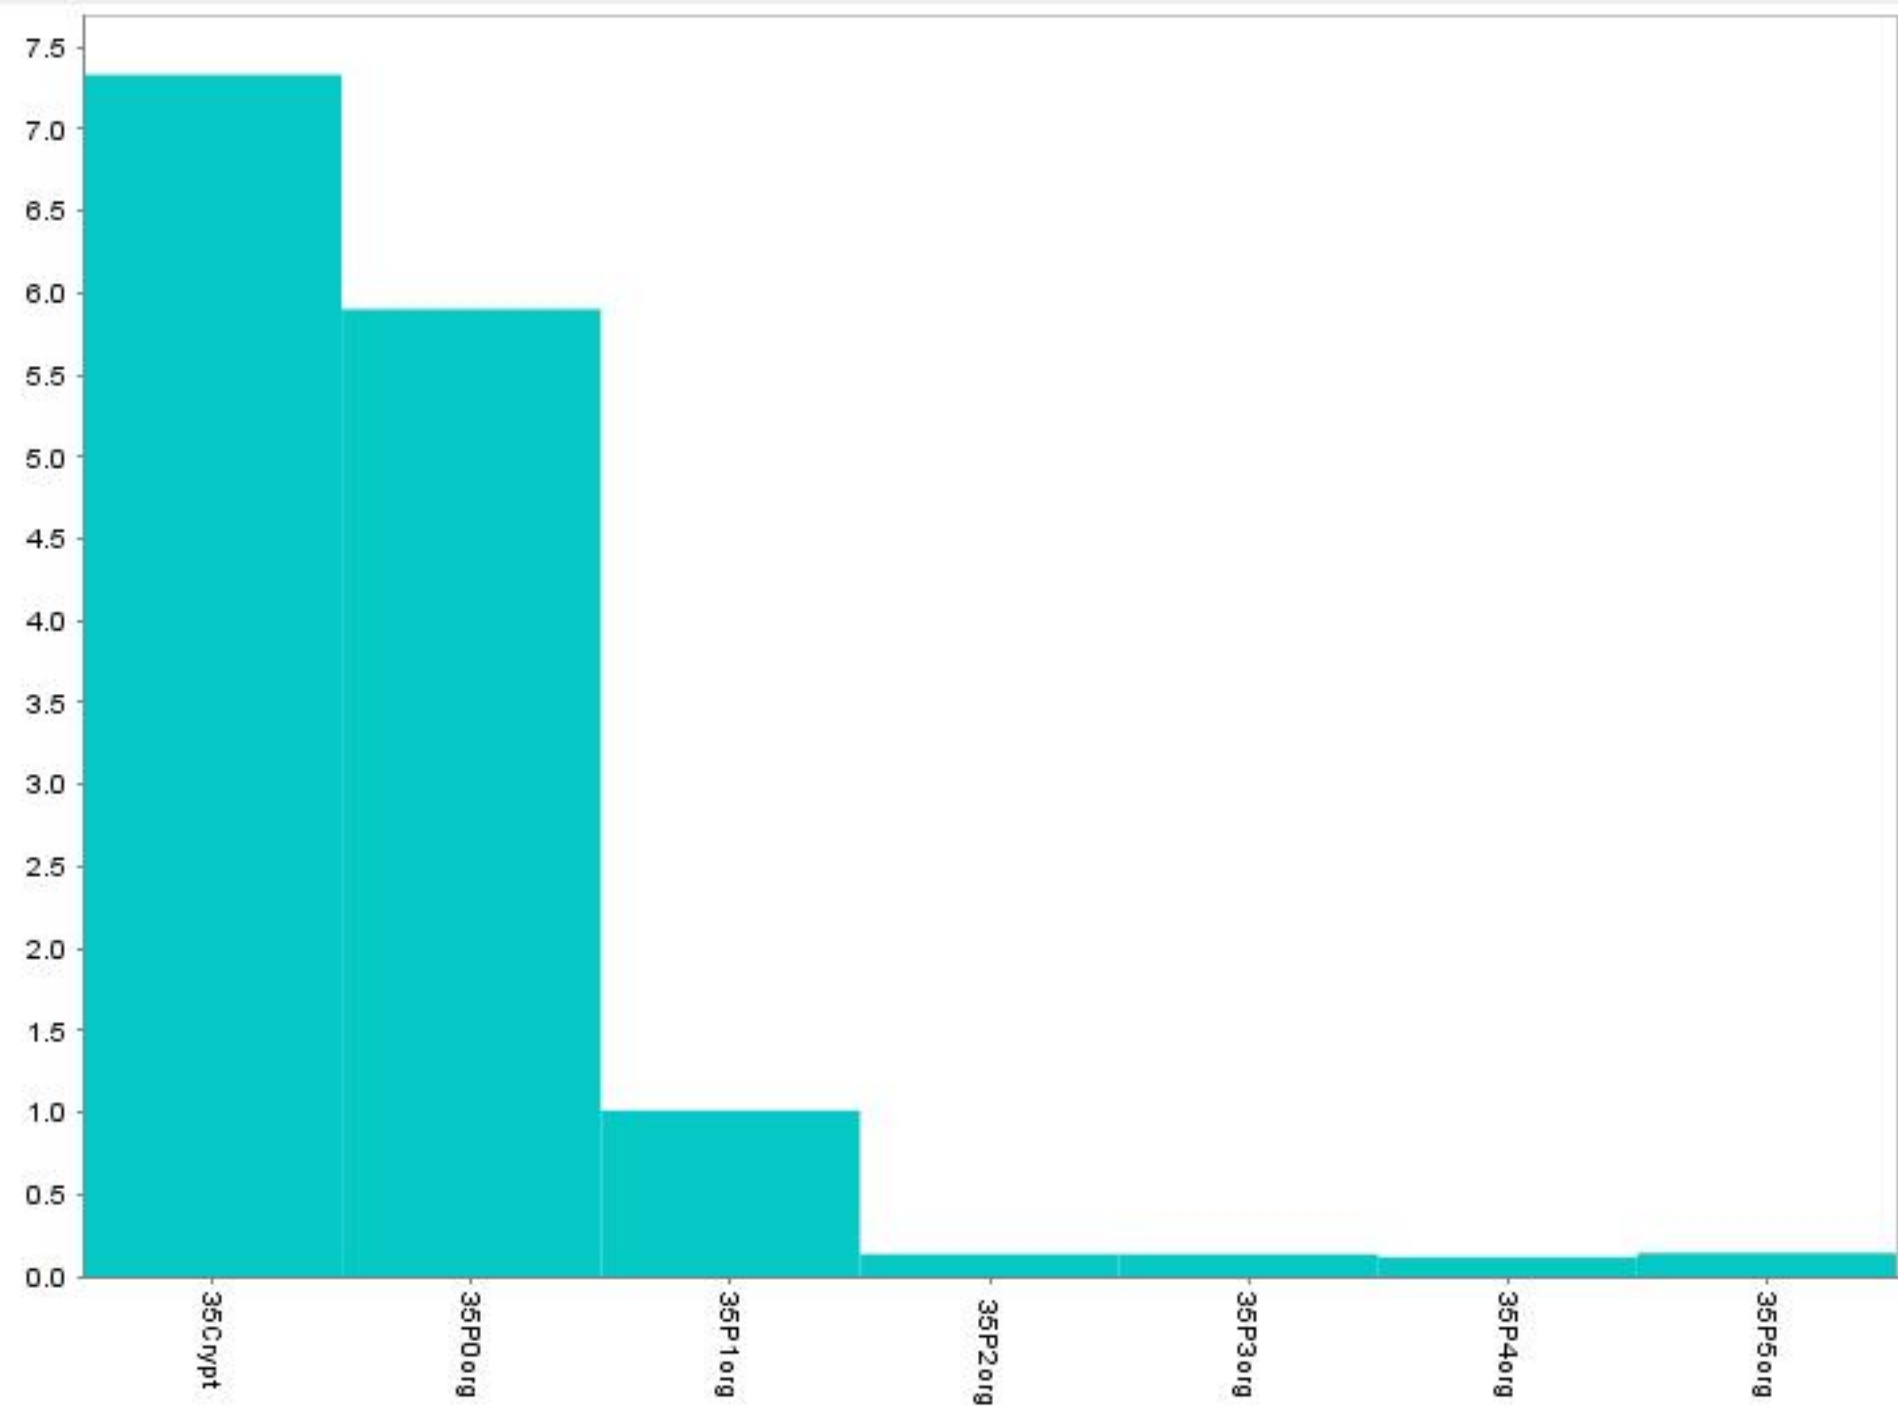

*Cluster0050 (26 nodes)*

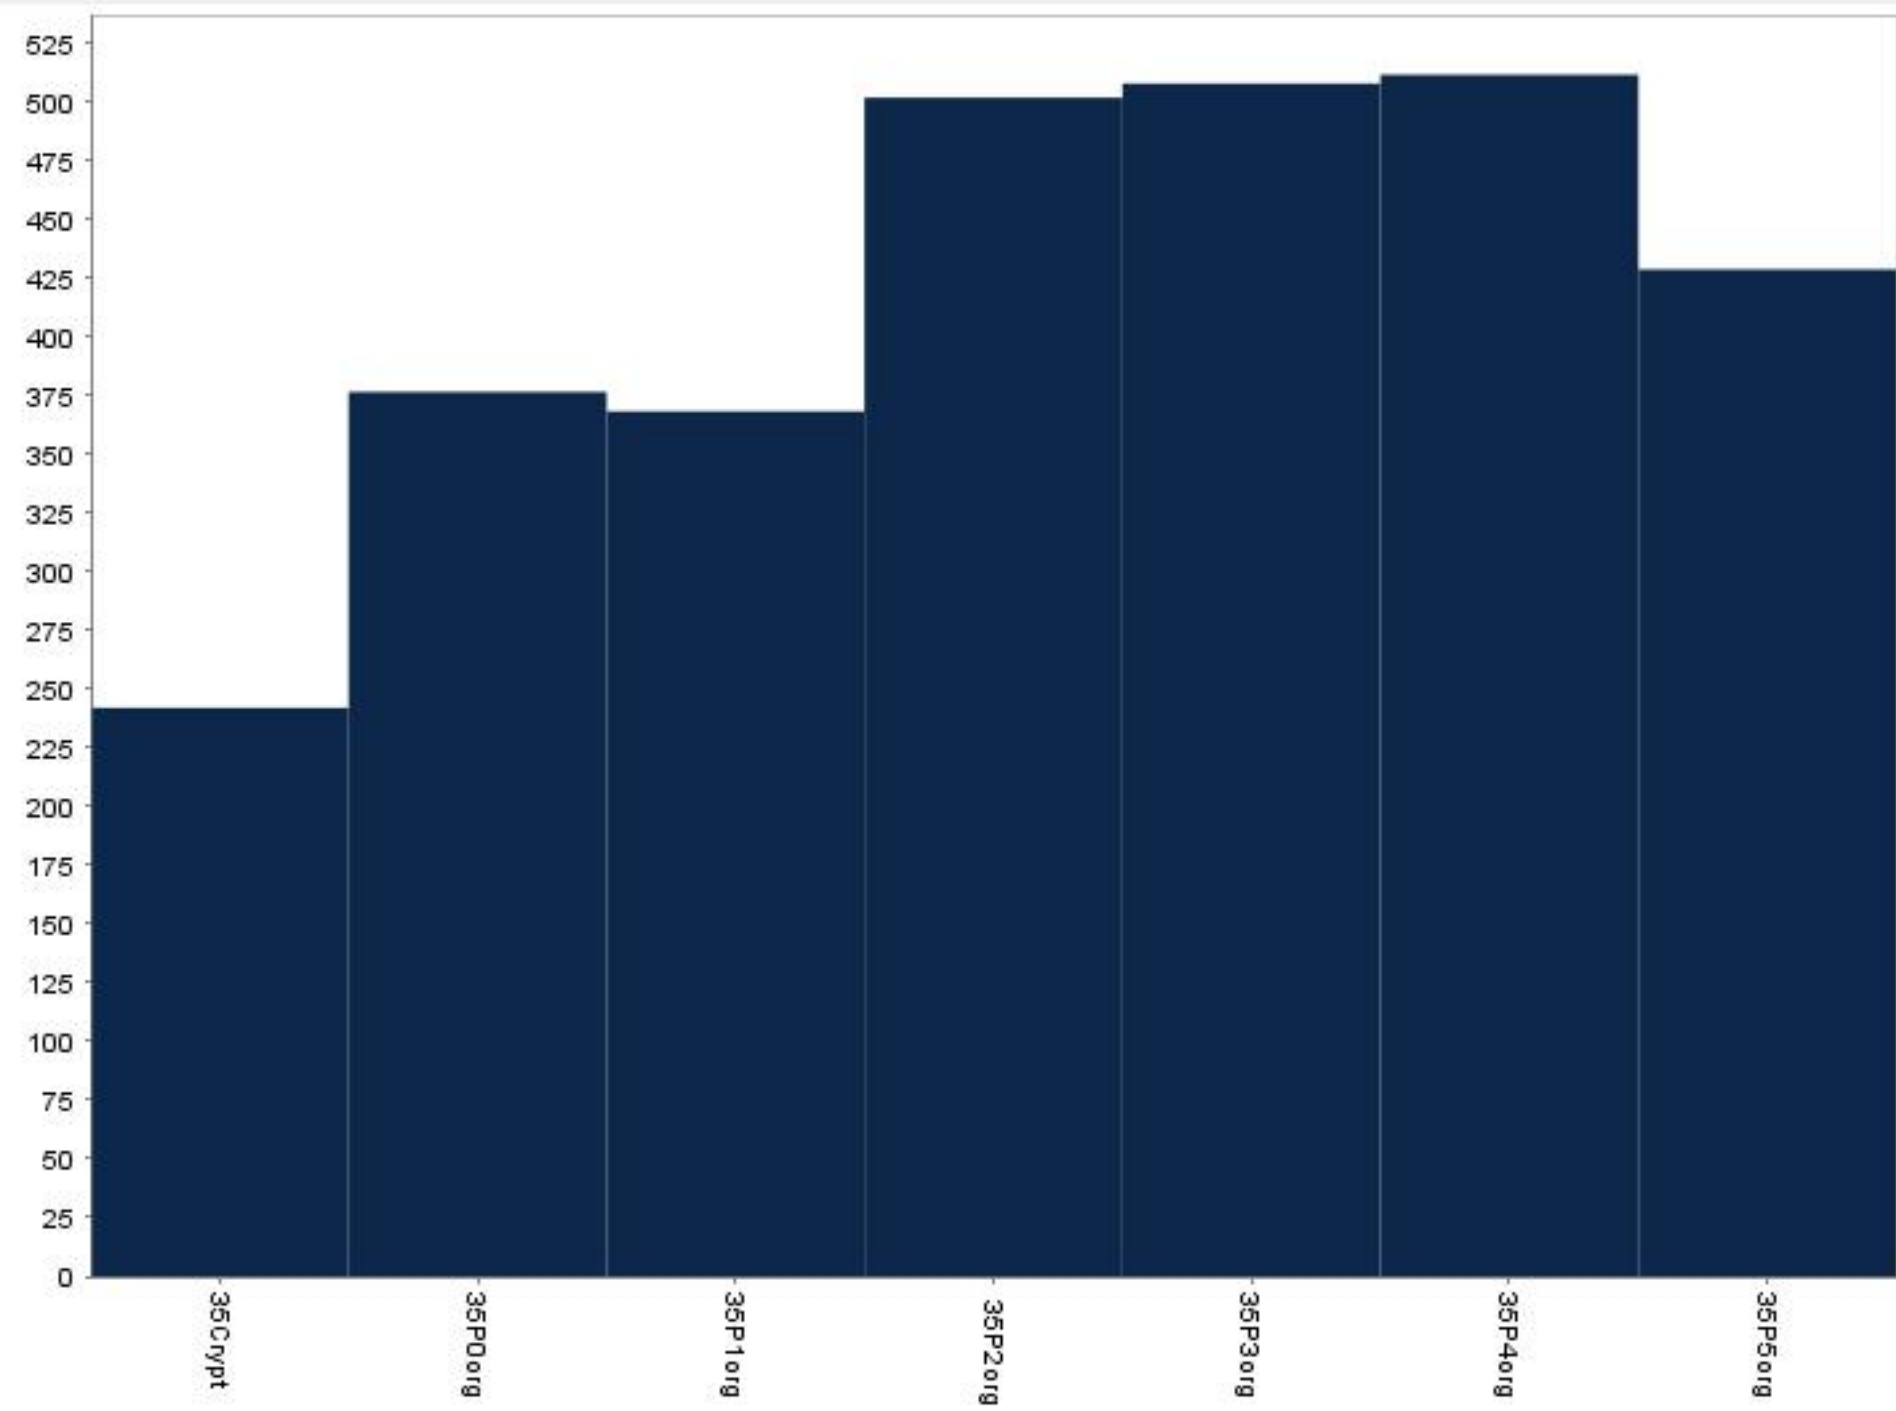

**Supplement:** Supplementary file 3 — Additional file 3. Mean expression profiles of the genes in each of the largest 50 co-expression clusters. Individual mean expression profiles of the genes in each of the largest 50 co-expression clusters derived from the network graph. The x axis shows the samples ordered as follows: C, isolated intestinal crypts; P0, freshly prepared enteroids; P1, passage 1 enteroids, etc. The y axis shows the mean expression intensity (transcripts/million reads, TPM) for the cluster.

# Supplementary material for: Development of in vitro enteroids derived from bovine small intestinal crypts
**Source:** Vet Res. 2018 Jul 3;49:54. doi: 10.1186/s13567-018-0547-5
**Supplement:** Supplementary file 5 — Additional file 5. Comparison of stress-related gene expression in bovine enteroid cultures. Table comparing the relative expression level of a range of stress-related genes [13] in the enteroid cultures during serial subsequent rounds of passage. P0, freshly prepared enteroids; P1, passage 1 enteroids, etc.

Additional File 5: Differential expression of stress-related genes

How the deposited data were processed for this re-analysis (not part of the article)

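RNA from crypts isolated from the small intestine of 1 calf, from the enteroids grown from them (P0) and from the enteroids at passages P1 to P5 was sequenced as 1 library each, so the 7 libraries hold 1 crypt and 6 enteroid samples with no replicate of any condition. Conditions were taken from the sample labels and the paper. The labels also give the crypts a passage number of 0, which the paper does not. The crypts were given none here, except in the fit with passage number as a covariate, where they were set to 0. The labels name a total RNA library kit and the paper an mRNA kit, both with ribosomal RNA removal.

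The authors deposited 1 table per library, with an estimated count and a TPM value for each of 60125 transcripts. To make the estimated counts, the authors ran Kallisto (v 0.43.1) on 150 base paired-end reads against the RefSeq transcripts of *Bos taurus* UMD3.1.1, and Kallisto divides a read pair that fits several transcripts among them, so the deposited counts need not be whole. To make the TPM values, the authors' Kallisto run divided each estimated count by the transcript's effective length and scaled each library to a sum of 1000000. Options of the Kallisto run are not given in the paper or the labels. The estimated counts sum to 99031910 in the crypts and to between 119558506 and 144778545 in the enteroids (median 128.1 M). The smallest level that 3 counts can show is between 0.021 and 0.03 counts per 1000000 counts. No pair of libraries held identical values.

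Starting from these tables, the estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 (TMM normalisation, quasi-likelihood fit and test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. Standard errors printed with edgeR were worked back from the log2 change and the F statistic, since its test gives none. A linear trend over passage number was fitted to the 6 enteroid libraries on transcripts with at least 10 counts in at least 3 libraries. The crypts were compared with the 6 enteroid libraries on transcripts with at least 10 counts in at least 1 library. DESeq2 1.42.0 on the rounded counts and limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1) were alternatives. Fold changes from limma are on the log2(TPM + pseudocount) scale, which understates the change of low transcripts.

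Sample-to-sample Pearson correlations used untransformed TPM over all transcripts with a threshold of 0.96, after the paper's methods. The transcript network joined transcripts with a Pearson r of at least 0.99 over the 7 libraries, for all transcripts above 0 TPM in at least 1 library. It was clustered by Markov clustering with inflation 2.2, written for this work in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, numba 0.67.0), with entries under 0.0001 dropped and at most 1000 entries kept per transcript at each step. The paper used the Miru program, whose handling of low values is not described in the paper or its supplementary files. Clusters of at least 15 transcripts were counted.

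The fits were tested on simulated data, with counts drawn from the means, library sizes and spread of the real transcripts and 200 transcripts of high count changed by a known amount, so recovery at low counts was not tested. The trends of 0.4 and 0.2 were added to these tests after the real fits had been seen. For a trend of 1 on the log2 scale per passage, edgeR recovered 99% of the changed transcripts, with 8.3% of its calls false, DESeq2 100% with 44.1% false, and limma 99.5% with 2.9% false. For a trend of 0.4 the shares recovered were 77.5%, 97% and 76.5%, and for a trend of 0.2 they were 0%, 61% and 0%, with 56.3% of the calls of DESeq2 false. For a change of 4 on the log2 scale between the crypts and the enteroids, edgeR recovered 94% with 5.1% false, DESeq2 97% with 55.4% false, and limma 94% with 48.2% false. The clustering found 10 of 10 planted clusters.

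The genes named were set by a rule written before the tables were opened: every gene the paper names in its results or shows in Figures 4, 5E, 5F and 6A to H, the stress-related genes of Additional file 5 that pass the threshold in the passage fit, and the 5 genes of largest change with passage in each direction that pass the threshold with a mean of at least 5 TPM. Of Additional file 5 none passed, so its summaries and the transcripts at least 2-fold from P0 are given, and none of the 3 transcripts changing with passage had a mean of at least 5 TPM, so they are given only as the members of a count. The rule foresaw sums per gene. No annotation of UMD3.1.1 was available to assign transcripts to genes, so single transcripts are reported, named from the readable part of the list of cluster 1 (1997 of 22031 rows) and from Additional file 5. Some genes that the rule covers are not reported here and are not counted. This named 1 of 23 junction-related, 11 of 13 immune-related and 13 of 51 lineage-related genes. The summed values per gene that were foreseen as alternatives, and the count of junction-related genes changing with passage, were left out for the same reason. Rows of Additional file 5 were used where the transcript could be identified and its first ratio equalled that of the TPM values within 1% (97 transcripts), because the text of that table contains misread characters and shifted rows.

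The alternatives were another tool, another pseudocount, a stricter or no filter on low counts, groups of P0 to P2 against P3 to P5 in place of the trend, each enteroid library left out in turn, an added 2-fold threshold, other correlations and thresholds, and the network without the crypts. Added after seeing the tables were the correlations without the most abundant transcript and the network of transcripts with at least 0.75 TPM in at least 1 library.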

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

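In the 6 enteroid libraries, 37 measures were tested for a single library far from the rest, by the gap between the highest or lowest library and its nearest neighbour as a share of the whole range (Dixon's ratio against its 95% critical value for 6 libraries). By chance 1 in 20 measures, here 1.9, would be expected above it, and 12 were. They were not independent, since several are transcripts of the same gene. *VIM*, *MYO1A* and XM_005219336.3 (read as *ERCC3*, a symbol that may be misread) among them are reported because they were at least 2-fold from P0 at some passage. That choice favours a library apart, so the chance figure does not hold for them. P0 was the library apart in 8 of the 12, P3 in 2, and P2 and P5 in 1 each. There is 1 library per passage, so a library apart cannot be told from a passage apart.

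In P0, all 8 values were above those of the later passages. The gap was 0.848 of the range for *VIM* (NM_173969.3, 38.2 TPM in P0 and 6.2 in the next library), 0.825 for *NTS* (2.28 and 0.438 TPM), 0.738 for *ERCC3* XM_005219336.3 (1.52 and 0.869 TPM), 0.674 for *KLF4* (0.618 and 0.202 TPM) and 0.649 for *APOA1* (3.24 and 1.54 TPM). For the 3 transcripts of *ITGAM* it was 0.845 (NM_001039957.1, 0.102 and 0.0159 TPM), 0.665 (XM_005224843.3, 0.0217 and 0.00726 TPM) and 0.916 (XM_010819391.2, 0.101 and 0.00844 TPM). Depth does not set P0 apart, at 129499076 counts against 119558506 to 144778545 in the other enteroids. A candidate explanation is RNA from cells of the crypt preparation that were carried into P0 and lost by P2. Its test used lists of 10 stromal and 16 immune marker genes written before it was run, though after the falls of *VIM* and of several immune transcripts had been seen. The 16 stromal transcripts kept a median of 3.39% of their TPM in the crypts in P0 against 0.998% for the 24 immune transcripts, a difference of 2.39 percentage points (permutation test over transcripts, p = 0.015; transcripts of 1 library are not independent). The stromal median was 0.262% in P1 and 0.112% in P2, and 14 of the 16 stromal transcripts were lower in P2 than in P0, 13 of them at least 5-fold. Of the immune transcripts 16 of 24 were lower in P2, 6 of them at least 5-fold. The immune median was 0.11% in P1, 0.195% in P2 and 0.394% in P3, a rise that loss by P2 would not give. It was 0.0919% in P4 and 0.00114% in P5. The fall of the stromal transcripts is what carried-over stromal cells would give. *VIM* was at 60.93 TPM in the crypts and 38.2 TPM in P0. That is a far larger share than any listed stromal transcript kept in P0 (at most 14.5%, *DCN*). Carry-over at the listed shares would not account for the level of *VIM* in P0. The listed transcripts were named from the list of cluster 1, whose members share a profile high in the crypts alone. Large shares in P0 could hardly appear among them, so the level of *VIM* does not argue against carry-over. Outside that list, the cluster of 541 transcripts had a mean of 2.834 TPM in the crypts, 0.861 in P0 and 0.293 in P1. A change of expression within the cultured cells was not separated from carry-over, nor was a change of culture conditions between P0 and P1. *VIM*, *NTS*, *ERCC3*, *KLF4* and *APOA1* are on neither list. Carry-over remains a hypothesis.

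P3 was apart for *REG3G* (0.825 of the range, 16.0 TPM in P3 and 3.51 in the next library) and for *APOA4* XM_015474619.1 (0.721, 0.194 and 0.0541 TPM). Both are far higher in the crypts, at 2364 and 14.46 TPM, and P3 shares its i7 index with the crypt library. A candidate technical explanation is index hopping, the assignment of a few crypt reads to another library of the pool. It was tested on 200 transcripts with at least 1000 counts in the crypts and under 1% of the crypt TPM in every enteroid library. The prediction was written before the result. *APOA4* XM_015474619.1, at 0.194 TPM in P3 and 14.46 TPM in the crypts, was above that limit, so the test did not cover it. In 149 of the 200, the libraries sharing an index with the crypts had a higher share of the crypt TPM than P4 and P5. P0, P1 and P2 share the i5 index, P3 the i7 index, and P4 and P5 share none. For P3 alone, the share was higher than in P4 and P5 for 122 of the 200 (61.0%). The median shares were 0.186% in P0, 0.0652% in P1, 0.0693% in P2, 0.156% in P3, 9.04e-05% in P4 and 4.09e-07% in P5. The real split gave the largest difference of the 15 ways of choosing 4 of the 6 libraries (exact p = 0.067, the smallest that 15 splits allow). The shares were not near-constant over transcripts, with quartiles of 3.42e-08% and 0.301% in P3, so that part of the prediction was not met. Counts were too low to judge it, since a transcript needed only 1000 counts in the crypts and 58 of the 200 had none in P3. Cells carried over and lost with passage would also leave less in P4 and P5, but would not put P3 above P1 and P2, as 103 of the 200 transcripts did. That prediction was made only after the medians had been seen, and with about as many transcripts doing otherwise it does not separate the explanations. Index hopping and carry-over both remain for the traces of crypt transcripts, and the index groups follow the passage order. For *REG3G* itself, P4 (3.51 TPM) and P5 (2.27 TPM), which share no index with the crypts, were above P0 to P2 (0.88 to 1.51 TPM). Neither explanation predicts that order, so the value of *REG3G* in P3 stays unexplained.

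P2 was apart for *MYO1A* (0.794 of the range, 7.97 TPM in P2 and 3.84 in the next library, 4058 and 1907 counts) and P5 for *CSF1R* (0.652, 0.238 and 0.161 TPM). With 1 library each these were not followed further, and no biological explanation was tested.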

How the results depend on the processing

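The sample mapping, the designs, the rule for named genes and all alternatives except those marked as added were fixed before the processed tables were available. Of 57 rows for headline results under an alternative, 26 kept their value within the limits set and 31 did not. Of 337 rows for single transcripts, 313 were unchanged, 19 lost and 5 gained significance, and 0 changed sign. The replicate block was not run because the conditions have 1 library each and share no replicates.

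The number of transcripts differing between crypts and enteroids, 20101, stayed within 1.5 times under every alternative, from 14907 with an added 2-fold threshold to 24459 with limma, and from 17628 to 20187 with each enteroid library left out. All 31 named transcripts kept their direction, which is no check, since they come from a list on which every transcript is highest in the crypts. Of 27 that DESeq2 gave an adjusted p-value for, 26 stayed past the threshold and *APOA4* XM_015474619.1 did not.

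The 3 transcripts changing with passage became 956 with DESeq2, 0 with limma on log2(TPM + 1), 0 with limma on log2(TPM + 0.1), 10 without a filter on low counts, 0 for P0 to P2 against P3 to P5, and 0 in each of the leave-one-out fits (from 0 to 0). All 956 had the same sign in edgeR, with a median 2.37-fold change from P0 to P5. DESeq2 takes no account of the uncertainty of the spread estimated from 6 libraries. On simulated counts 44.1% to 56.3% of its calls were false, which may explain part of the 956. Those shares are out of 279 to 358 calls and depend on the 200 changes put in. They do not give the share of false calls among the 956. Part may be real, since edgeR recovered 0% of simulated changes of 2-fold from P0 to P5, a test added after the counts of both tools had been seen. DESeq2 also called 4 of the 97 stress-related and 4 of the 12 lineage-related transcripts (*MUC2*, *LYZ1* and *NTS* among them), against 0 in edgeR. The count of stress-related transcripts at least 2-fold from P0 went from 5 to 8 with a minimum of 0.1 TPM. It went to 3 with a ratio of (TPM + 1), which shrinks the ratios of low transcripts. The lower minimum added *EPHX2* XM_015472603.1 (92 to 369 counts), *POLA1* XM_015461766.1 (143 to 417) and *RFC1* XM_015463745.1 (133 to 459). *ERCC3* XM_005219336.3 (symbol uncertain), among the main 5, had 86 to 210 counts. *RFC1* rose from 0.21 TPM in P0 to 0.801 in P5 (trend adjusted p = 0.19 from edgeR).

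The r between samples rests on abundant transcripts. The lowest r between enteroids, 0.9858, was 0.9514 by Spearman, 0.9408 without the 100 transcripts of highest mean TPM and 0.893 without the most abundant one (added after seeing the data). The highest r between crypts and enteroids, 0.9659, was 0.9005 on log2(TPM + 1), 0.8446 by Spearman, 0.5783 without the top 100 and 0.3466 without the most abundant one. Of 21 pairs, 18 reached 0.96, and 18 did with at least 1 TPM in at least 1 library. The number was 15 on log2(TPM + 1) and 13 without the top 100. It was 6 by Spearman and 5 without the most abundant transcript. Spearman gives weight to the many transcripts near 0 TPM, where counts are low.

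The 224 network clusters became 354 at an r of at least 0.98, 370 at an inflation of 1.7 and 471 without the crypts. They became 119 with transcripts of at least 1 TPM and 126 with at least 0.75 TPM in at least 1 library (added after seeing the data). The ratio of cluster 1 transcripts in crypts over enteroids, 37.8, was 18.2 without the 10 of highest TPM and 14.2 as a median of ratios of (TPM + 0.1), since a few transcripts carry the mean.

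Alternatives that sum transcripts per gene were not run, since transcripts could not be assigned to genes, and neither was the count of junction-related genes changing with passage. Depth limits the enteroid values of crypt transcripts, several of which rest on fewer than 10 counts.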

Differences from the paper's values

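The network gave 224 clusters of at least 15 transcripts, against the paper's 130. Of the alternatives set before the files arrived, the higher of the alternative r thresholds (150 clusters) and a minimum of 1 TPM in at least 1 library (119 clusters) came within 1.5 times the paper's value, while an r of at least 0.98 (354), log2(TPM + 1) (229), the network without the crypts (471) and an inflation of 1.7 (370) did not. A minimum of 0.75 TPM in at least 1 library, chosen after seeing the values out of 21 filters for matching the listed numbers of connections, gave 126.

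The cluster that held most of the listed members of cluster 1 had 3527 transcripts, against the paper's 2339. The higher of the alternative r thresholds (2558 transcripts), log2(TPM + 1) (2876) and a minimum of 1 TPM (2095) came within 1.5 times the paper's value, and an r of at least 0.98 (4694), the network without the crypts (1409) and an inflation of 1.7 (4048) did not. The minimum of 0.75 TPM, chosen after seeing the values, gave 2347.

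For 4 stress-related transcripts, the ratio of P5 to P0 differed from the value that Additional file 5 lists for P5. It was 0.271 against the paper's 0.914 for *EPHX2* XM_005210301.3, 0.57 against the paper's 1.17 for *ERCC3* XM_005219336.3 (symbol uncertain), 4.56 against the paper's 1.29 for *PPARG* NM_181024.2 and 0.0153 against the paper's 0.893 for *VIM* NM_173969.3. None of the alternatives set before the files arrived closed these gaps. With a ratio of (TPM + 1) the values were 0.555, 0.741, 3.08 and 0.0404, and a minimum of 0.1 TPM in P0 leaves the ratios as they are. For *EPHX2*, *ERCC3* and *VIM* the ratio of P5 to P4, computed after seeing the values, was 0.914, 1.17 and 0.893, the paper's values, and for *PPARG* it was 1.249. Over the 97 transcripts, 377 of the 388 listed ratios for P2 to P5 equalled the ratio to the passage before.

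The paper reports no significant evidence that passage modulated stress-related genes. *VIM* was at 38.2 TPM in P0 and 0.585 TPM in P5, and *PPARG* at 1.4 and 6.38 TPM. Neither trend had an adjusted p-value under 0.05 in edgeR (0.29 and 0.77). Where the paper states that expression of the immune-related genes was lost in the enteroids, *BOLA-DMA* kept 7.59% and *BOLA-DMB* 2.85% of their level in the crypts at a similar level in every passage. Where Figure 6C shows *APOA4* at the bottom of its scale in the crypts, the listed transcripts were at 10.32 and 14.46 TPM there. Where Figure 6E shows *KLF4* and Figure 4 shows *JUP* expressed in the enteroids, the listed transcripts were at 8.592 and 7.331 TPM in the crypts and at 0.165 and 0.379 TPM in the enteroids, with the other transcripts of these genes not included.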

Other observations

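The r of at least 0.96 between the crypts and 3 of the enteroid libraries may rest on a single transcript. NR_110389.1 took 36.7% of the TPM of the crypts and 16.4% to 32.2% of that of the enteroids, and the highest r between the crypts and an enteroid library was 0.3466 without it, against 0.9659 with it. The prediction that r would fall under 0.96 was made only after the correlations had been seen. The 15 enteroid pairs kept an r of at least 0.893 without it. Whether its level reflects the cells or the removal of abundant RNA in each library was not tested, and no biological explanation was tested.

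The correlation of at least 0.99 between the transcripts of cluster 1 may be set mostly by the single crypt library. Of the pairs among the 1997 listed transcripts, 89.74% had an r of at least 0.99 over the 7 libraries. After the 6 enteroid values of each transcript were shuffled, 87.49% still did (mean of 20 shuffles, from 87.47% to 87.53%), while over the 6 enteroid libraries alone 1.61% did. The prediction was written before this test. Transcripts of unrelated cell types that share only a high value in the crypts would thus fall into the same cluster, and these data cannot separate such groups.

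The trend with passage was compared with other orders of the libraries. Of 100 orders of the 6 enteroid libraries, the real one included, 1 gave as many transcripts (3) with an adjusted p-value under 0.05, which was the real order. The libraries carry 1 of 2 i5 indices, P0 to P2 one and P3 to P5 the other. Among the 1000 transcripts of lowest p, 93.9% changed within P0 to P2 in the direction of the whole trend, and 88.5% within P3 to P5. The share was above 50% in both, but these transcripts were picked for a linear trend, which favours such signs, so passage and index group cannot be told apart for single transcripts. Both predictions were written before their results. For P0 to P2 against P3 to P5, 10 of the 10 splits into 3 and 3 gave as many transcripts as the real split, because that number was 0. That prediction was made only after the number had been seen, and 10 splits cannot give a share under 0.1.

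Transcripts of the lineage-related genes *MUC2* and *LYZ1* were higher in the later passages. *MUC2* was at 0.635, 0.484, 0.931, 4.02, 5.42 and 2.52 TPM in P0 to P5, and *LYZ1* at 0.891, 0.956, 2.13, 11.5, 11.6 and 3.73 TPM. Both were higher in each of P3 to P5 than in each of P0 to P2, which is also the division by i5 index, and neither trend passed the threshold in edgeR (adjusted p of 0.46 and 0.54). The paper does not report this, and no explanation was tested.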
